# Gene expression profiling identifies pathways involved in seed maturation of *Jatropha curcas*

**DOI:** 10.1186/s12864-020-6666-1

**Published:** 2020-04-09

**Authors:** Fatemeh Maghuly, Tamás Deák, Klemens Vierlinger, Stephan Pabinger, Hakim Tafer, Margit Laimer

**Keywords:** Biofuel, Gene expression, High-throughput quantitative real-time PCR, Metabolic pathways, Microarray, Next generation sequencing

## Abstract

**Background:**

*Jatropha curcas,* a tropical shrub, is a promising biofuel crop, which produces seeds with high content of oil and protein. To better understand the maturation process of *J. curcas* seeds and to improve its agronomic performance, a two-step approach was performed in six different maturation stages of seeds: 1) generation of the entire transcriptome of *J. curcas* seeds using 454-Roche sequencing of a cDNA library, 2) comparison of transcriptional expression levels using a custom Agilent 8x60K oligonucleotide microarray.

**Results:**

A total of 793,875 high-quality reads were assembled into 19,382 unique full-length contigs, of which 13,507 could be annotated with Gene Ontology (GO) terms. Microarray data analysis identified 9111 probes (out of 57,842 probes), which were differentially expressed between the six maturation stages. The expression results were validated for 75 selected transcripts based on expression levels, predicted function, pathway, and length.

Result from cluster analyses showed that transcripts associated with fatty acid, flavonoid, and phenylpropanoid biosynthesis were over-represented in the early stages, while those of lipid storage were over-represented in the late stages. Expression analyses of different maturation stages of *J. curcas* seed showed that most changes in transcript abundance occurred between the two last stages, suggesting that the timing of metabolic pathways during seed maturation in *J. curcas* occurs in late stages. The co-expression results showed that the hubs (CB5-D, CDR1, TT8, DFR, HVA22) with the highest number of edges, associated with fatty acid and flavonoid biosynthesis, are showing a decrease in their expression during seed maturation. Furthermore, seed development and hormone pathways are significantly well connected.

**Conclusion:**

The obtained results revealed differentially expressed sequences (DESs) regulating important pathways related to seed maturation, which could contribute to the understanding of the complex regulatory network during seed maturation with the focus on lipid, flavonoid and phenylpropanoid biosynthesis. This study provides detailed information on transcriptional changes during *J. curcas* seed maturation and provides a starting point for a genomic survey of seed quality traits. The results highlighted specific genes and processes relevant to the molecular mechanisms involved in Jatropha seed maturation. These data can also be utilized regarding other *Euphorbiaceae* species.

## Background

Environmental protection and proper land use are some of the main concerns of mankind. Significant emission levels of carbon dioxide (CO_2_) and other greenhouse gases into the atmosphere as a consequence of burning petroleum products for various human activities and its impact on global climate is quite obvious [1]. Actions to mitigate, reduce the effects of climate change (https://www.apha.org/topics-and-issues/climate-change) offer an excellent opportunity to provide innovative methods in order to control air pollution and greenhouse gas emission. Therefore, fuel derived from organic materials (e.g. biofuel crops) receive more attention in the process of shifting from crude fossil oil to more sustainable resources [2]. However, using food crops as first generation biofuels caused the food prices to increase globally, which culminated in a worldwide food crisis. Therefore, methods of biofuel production had progressed from first to second generation, and this novel approach utilizes only non-food crops. Among the second generation biofuels, *J. curcas* is a promising arable crop, which is frequently mentioned as the best option for marginal quality soils. This plant can be successfully cultivated on soils with low nutrient levels and low water reserves, even in areas that are considered unsuitable for agricultural production.

*J. curcas* naturally grows in tropical and subtropical climates [3] between sea level and 1800 m of altitude, and is well adapted to semi-arid, arid conditions and regions with an annual rainfall ranging between 250 and 3000 mm [4]. *J. curcas* is a rapidly growing tree that can be propagated easily, and can be used as a multi-purpose plant for biodiesel supply, medicinal uses, veterinary purposes and livestock feed [5, 6]. The oil quality obtained from the Jatropha crop is very similar to the values of conventional diesel fuel and can be used without any modification in diesel engines currently in operation [7].

*J. curcas* seed contains non-edible oils, which are traditionally used for soap production and medicinal uses [8]. In addition, its solvents are used due to its therapeutic characteristics by people suffering from various skin diseases and sensitivity to regular soap [9]. All traits mentioned above make *J. curcas* one of the best candidate as a profitable biofuel crop species for restoring wastelands and improving employment chances and subsistence in rural areas [10, 11]. Additionally, the *J. curcas* seed cake, which is a waste by-product of the biodiesel trans-esterification process, can be used for the production of various supplies such as organic fertilizer, high-quality paper, energy pellets, soap, cosmetics, toothpaste, embalming fluid, pipe joint cement and cough medicine [12].

*J. curcas* seed kernels are rich in oil (54–58%) and protein (20–28%) compared to the shell, and several efforts were made to make use of cake or kernel meal that remains after oil extraction [6]. Furthermore, it contains a variety of phenolic, flavonoid and diterpenic compounds showing notable anti-oxidant, anti-microbial, and anti-inflammatory activities [5]. However, its toxins and anti-nutritional compounds render the seed cake and oil unsuitable for use as animal feed and human consumption [13]. Therefore, efforts are required to increase oil yield and composition by improving the ability of the plant to produce favorable fruits/seeds with suitable compounds.

Breeding efforts of this biofuel crop will be accelerated by the in-depth knowledge of seed transcripts of *J. curcas* for obtaining functional genomics information to discover genes that encode enzymes involved in the biosynthesis of oil and toxin precursors and to describe their relevant metabolic pathways [14–16]. Therefore, it is necessary to establish a reliable method to characterize the temporal shifts in gene expression being in the background of the biochemical and metabolic processes which take place during seed maturation. Furthermore, such data could help to identify, characterize and – if necessary – modify the possible transcripts of interest. In Jatropha, transcriptome studies generated data describing seed development and seed germination from manually pollinated plants, with the emphasis on differentially expressed genes related to lipid biosynthesis and toxic compounds [14–18]. In addition, whole genome sequencing was applied to identify protein-encoding genes, which could help in improving the traits of interest (e.g. oil composition) of *J. curcas* [19–24]. Considering that Jatropha flowering and fruit-bearing are practically continuous, the simultaneous presence of mature and immature fruit on the same plant provides a unique opportunity to collect seeds in different stages of maturation of this open-pollinated plant. Therefore, to obtain an overview of transcripts associated with all the seed maturation stages that are potentially involved in seed maturation under the same environmental condition, we performed the following analyses: 1) generation of the entire transcriptome of six stages of *J. curcas* seed maturation using 454-Roche sequencing from pooled samples; 2) comparison of transcriptome expression in seeds of six stages of seed maturation using custom Agilent 8x60K oligonucleotide gene expression microarrays.

## Results

### Whole seed transcriptome sequencing

To cover the entire *J. curcas* seed transcriptome, total RNA was extracted from six stages of seed maturation, and equal amounts of total RNA from each sample were pooled together. From this pool, mRNA was isolated and reverse transcribed into cDNA. Normalized cDNA libraries were generated and sequenced using the GS FLX Titanium. Sequencing of cDNA libraries yielded a total of 793,875 high quality (HQ) reads with an average read length of 358 nucleotides and 262,096,927 total number of bases (SRX4559398).

After trimming and cleaning, a total of 603,459 HQ reads were assembled into 19,841 contigs (unique transcripts) containing 13,171,840 bases. Out of them, 48,978 reads were identified as singletons. The size of contigs ranged from 100 to 4088 bases, with 1035 bases as N50 contig size. All contigs can be accessed at http://short.boku.ac.at/jatropha_contigs. After removing all contaminant sequences, 19,382 unique contigs have been retained. Assembled contigs over 200 bp have been deposited at DDBJ/EMBL/GenBank under the accession GIKD00000000. The version described in this paper is the first version, GIKD01000000.

In addition, the data were compared with the Jatropha genomic sequences of Kazusa DNA Research Institute (JAT_r4.5, ftp://ftp.kazusa.or.jp/pub/Jatropha/) [25, 26] and Chinese Academy of Sciences (JatCur_1.0, ftp://ftp.ncbi.nih.gov/ genomes/Jatropha_curcas/) [27, 28] (Table S1). In total 84,6% (16,397 contigs), 3.9% (753 contigs), 1.8% (351 contigs) showed sequence similarity to both, only to JAT_r4.5 or only to JatCur_1.0 databases, respectively. However, 9.7% (1881 contigs) were found additionally in the current study. These transcripts are most probably new genes, non-jatropha or non-plant genes, or possibly sequencing artefacts. To assess the quality of the assembled transcripts, the library was compared to the reference transcriptome of JatCur 1.0 available from NCBI. The seed specific de novo RNA library of this study represented about 44.1% of the 35,788 reference RNA coding sequences with an average blast High Scoring Pairs (HSP) coverage of 93% (S.D. 16.3%), suggesting a low amount of potential chimeric contigs.

To further assess the extent of represented transcripts in the seed transcriptome, contigs of core eudicot genes were identified using BUSCO. Of the total 2326 core eudicot gene groups, 547 (23.5%) were found in a complete form in our dataset (528 of which were single copy representations suggesting low redundancy in the library). Two hundred sixty fragmented groups were also identified, while 1519 core genes were missing from our dataset. Selected core transcripts were also subject of a phylogenetic analysis, showing that the transcripts are most closely related to *J. curcas*, *Hevea brasiliensis*, *Manihot esculenta* and *Ricinus communis*, all belonging to the *Euphorbiaceae* family (Figure S1).

### Functional annotation of whole transcript sequencing data

All 19,382 unique contigs were analyzed by Blast2GO [29] and aligned using BLASTX [30]. Search in the NCBI non-redundant nucleotide database using an E-value threshold of 1e-6 identified 14,753 unique contigs. Approximately 3% (553 contigs) of the transcripts showed top BLAST hits with uncharacterized/predicted proteins, and 24% (4629 contigs) had no significant similarity to any sequence in the public dataset. The average length of annotated and unannotated contigs was 800 and 400 bp, respectively.

GO terms classification identified 13,507 *Jatropha* unique transcripts received at least one GO annotation (Table S2). The highest percentage of GO terms was found in the category BP, containing 2409 GO terms, followed by 1841 in MF and 510 in CC (Table S2, Figure S2). The most abundant GO terms in the BP category were genes involved in oxidation-reduction processes (5.1%), DNA-templated regulation of transcription (3.1%) and response to cadmium (2.4%). Within MF, the largest content of functionally assigned ESTs were related to ATP binding (6.5%), zinc ion binding (5%) and DNA binding (3.6%). In CC, the most representative categories were nucleus (14.2%), plasma membrane (9.1%) and chloroplast (7.4%).

Out of the 13,507 sequences annotated with GO terms, 4313 contigs were assigned with 5593 EC numbers representing 1008 unique enzymes, 799 of which are assigned to one or more KEGG pathways (Table S3). Additionally, of the 19,382 contigs, 37.6% were also annotated based on homology to sequences in the InterPro database (Table S3).

Moreover, 968 different contigs were identified belonging to 20 transporter classes (Table S3). Of them 223 and 236 contigs belong to the transporter classes 2A (porters) and 3A (p-p-bond-hydrolysis- driven transporters), respectively.

Protein domain characteristics for Resistance Gene Analogs (RGAs) have been identified in 85 contigs, with 70 carrying a kinase domain, 35 of which also harbored an additional serine/threonine (Ser-Thr) site. RGAs that contain Ser-Thr domain can phosphorylate serine and threonine residues, which are involved in plant development, signaling and defense [31]. However, some RGAs like the *Pto* gene from tomato encode only Ser-Thr protein kinase. Four contigs with a nucleotide-binding site (NBS-ARC) domain and eight contigs with a leucine-rich repeat (LRR) domain were found. Both domains are abundantly present in plants and have an ATPase activity [32].

In addition, 600 contigs could be identified as Transcription factors (TFs), belonging to 52 different TF classes (Table S3). The most abundant TF families were MYB-related, MYB, bZIP, AP2, ERF and RAV, represented by 66, 54, 49, 49, 49 and 46 contigs, respectively.

Annotated sequences were mapped to KEGG pathways showed 2591 contigs located on 143 pathways (Fig. 1, Table S4). Using the KEGG classifications allowed us to identify that the most highly represented pathways were purine metabolism (315 contigs), followed by starch and sucrose metabolism (226), pyrimidine metabolism (154) and phenylalanine metabolism (138). Further, glycolysis (129), pyruvate metabolism (111), flavonoid biosynthesis (111), glycerolipid metabolism (103) and phenylpropanoid biosynthesis (96) were also found in the top 20 highly represented pathways.

**Fig. 1:**
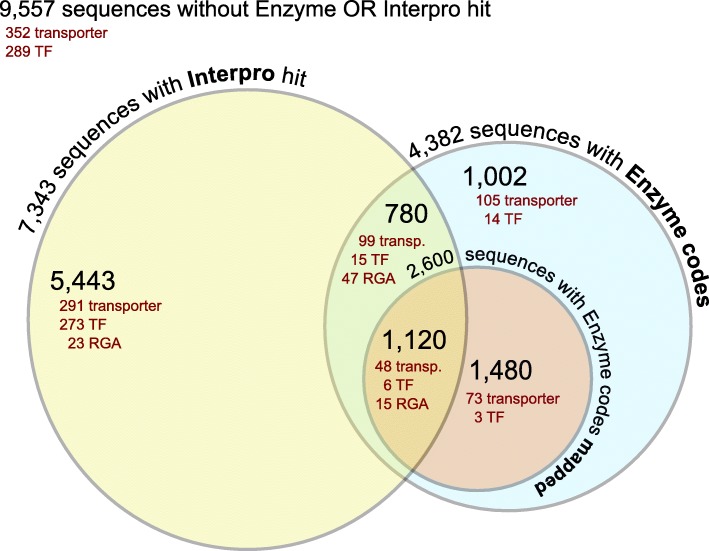
Venn diagram summarizing the functional annotation process of whole seed transcriptome sequence data. Enzyme codes originate from the Blast2Go annotation, while Interpro hits are resulting from InterProScan (With Interpro hit). Enzyme codes have been checked for mapping on the pathways of the KEGG (With Enzyme codes mapped). Results of the manual annotation for transporters, TFs and RGAs in all classes are also indicated

### Genome-wide variation in transcript expression during seed maturation

An 8x60k oligonucleotide microarray containing 57,842 unique probes was produced from 19,841 transcriptome contigs. In total 31,875 specific probes and 2604 cross-hybridizing probes (Xhyb) in sense direction, as well as 21,680 specific probes and 1683 Xhyb in antisense direction were designed.

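Each array held 62976 spots, of which 61657 carried these probes and 1319 were control spots. A single spot was present for 54527 probes, 2 spots for 3265 probes and 12 spots for 50 probes. The probe names gave 34479 probes in sense and 23363 in antisense direction, on 19838 contigs. The direction was read from the position in the probe name, a multiple of 500 bp for a sense probe. This reading matched all 1216 probes whose direction the supplementary tables state, while another 131 probes of those tables had no direction. A contig carried a median of 3 probes and at most 17, and 14856 contigs carried probes in both directions.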

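Cyanine-3 labelled cRNA was hybridized to 31 one-colour arrays, 21 with seed RNA and 10 with leaf RNA. Stages I, III and IV had 3 arrays each and stages II, V and VI had 4 each, while the methods give 3 biological replicates in the paragraph on plant material and 3 to 4 in that on hybridization. The leaf arrays were 5 of a toxic and 5 of a non-toxic accession. Slides 1, 2 and 3 each held every stage and both kinds of leaf, while slide 4, scanned on another day, held stages II, V and VI and 4 leaf arrays. Replicates of a stage are numbered here by slide. On the seed arrays the Feature Extraction software called between 47.9% and 69.6% of the probe spots well above background, with stage medians of 65.9% (I), 61.2% (II), 54.6% (III), 66.2% (IV), 67.6% (V) and 62.1% (VI). The median spot signal was 1.85 to 3.72 times its local background. The authors deposited the spot intensities of each array, and a table of log2 values per probe that they made from them.
Following the methods, the spatially detrended and background-subtracted intensities were used. Spots marked as outliers were left out, replicate spots were averaged, values were log2-transformed, missing values were imputed from the 10 nearest probes, and the 21 seed arrays were quantile normalized. The stages were compared with limma (an F-test over the 6 stages and moderated tests between stages) with Benjamini-Hochberg adjustment over 57842 probes and the threshold of 1e-08 that the methods state. For a contig with several probes, the probe with the highest mean over the seed arrays was used. A direction between stages VI and I was called for a named contig at an adjusted p under 0.05, and contigs were assigned to enzymes and pathways as listed in Table S4. A second count of such calls was adjusted over the list alone. The number of arrays, 3 or 4 per stage, limits the precision of every difference.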

The microarray data were normalized; differential expression patterns were identified, classified, and categorized by their possible molecular function and involvement in metabolic pathways. 

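Principal components were computed from 57842 probes on the 21 seed arrays, with each probe centred. PC1 took up 34.5% of the variance, PC2 18.3% and PC3 12.3%. The mean PC1 score fell from 216 ± 11.7 (SD, n = 3) at stage I to 162 ± 14.1 (n = 4) at stage II and 8.12 ± 14.1 (n = 3) at stage III. It was -87.9 ± 10.9 (n = 3) at stage IV, -104 ± 7.12 (n = 4) at stage V and -160.0 ± 10.8 (n = 4) at stage VI. The arrays of stages IV (-100.1 to -79.0) and V (-112 to -97.9) overlapped on PC1, and no other pair of stages did. PC2 set the arrays of slide 4 apart from all others. The 3 seed arrays on slide 4 had a mean PC2 score of 233 (219 to 249), against means of -36.5, -42.8 and -37.3 on slides 1, 2 and 3. With each probe scaled to unit variance the share of PC1 was 22.2%.

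**Figure D1:**
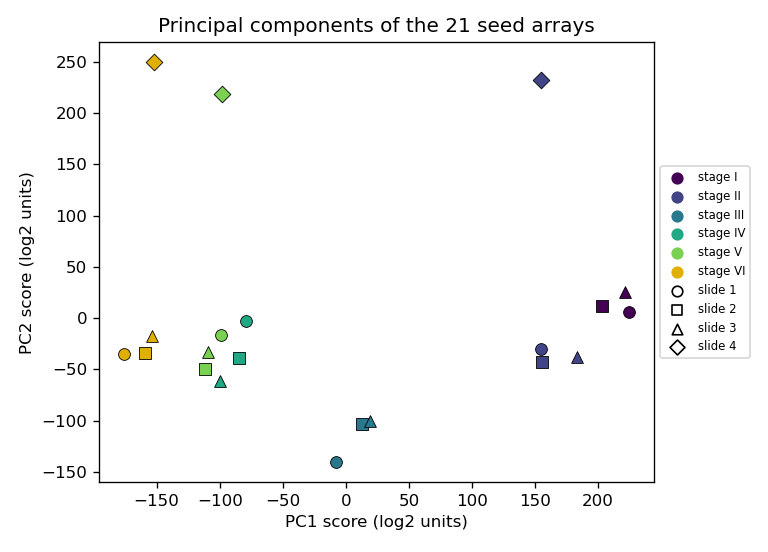
Scores of the 21 seed arrays on PC1 (horizontal axis) and PC2 (vertical axis), both in log2 units, with 1 point per array, coloured by maturation stage and shaped by slide. PC1 orders the stages from I (202.8 to 225) to VI (-176 to -152), and the 3 arrays of slide 4 lie at the top, between 219 and 249 on PC2.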

Principle components analysis (PCA) on transcript expression (abundance) of 57,842 probes showed a clear separation of the six different maturation stages along the first principle component (PC1); which explained 53% of total variation, and was associated mostly with variation in transcript expression over the maturation stages, where expression from stage IV and V were closer to each other (Figure S3). Significant changes in transcript expression (abundance) were observed in the early and late stages, suggesting a higher physiological differentiation in these stages. In addition, biological replicates of each stage clustered together, suggesting a minimal variation between replicates.

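At an adjusted p under 1e-08 (limma, Benjamini-Hochberg), 16 probes differed between stages I and II (7 higher and 9 lower at stage II). This split is not settled, with 40 higher and 12 lower in the deposited log2 values, and 0 and 4 with slide as a block. Between stages II and III 5 probes differed, between III and IV 1 probe, and between V and VI 237 probes. No probe (0) differed between stages IV and V, where 9514 probes had an unadjusted p under 0.05. Over the whole course from stage I to stage VI 1577 probes differed, 558 of them higher (35.4%) and 1019 lower at stage VI, while 51.1% were higher among the 21153 at an adjusted p under 0.05. The threshold moved these counts most. At an adjusted p under 0.05, the 5 steps from stage I to stage VI had 4802, 11743, 8305, 3141 and 13935 probes. With slide as a block in the model, the 5 counts at 1e-08 were 4, 0, 0, 0 and 234. Leaving out 1 array at a time gave 65 (without stage V replicate 1) to 241 probes (without stage VI replicate 4) between stages V and VI. From the changes in the early and late stages, the paper proposes a higher physiological differentiation in these stages.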

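Arrays of the same stage on slides 1 to 3 correlated with a median Pearson's r of 0.971 (0.942 to 0.984 over 18 pairs) across 57842 probes, which are not independent replicates. Arrays of different stages had a median r of 0.890 over 183 pairs. For the arrays on slide 4, the median r with arrays of the same stage on the other slides was 0.907 over 9 pairs. The nearest array was of the same stage for 19 of the 21 seed arrays, but for only 1 of the 3 on slide 4. Among the arrays on slides 1 to 3, the nearest was of the same stage for all 3. In the log2 table deposited by the authors, the same 9 pairs had a median r of 0.976, the 18 pairs on slides 1 to 3 had 0.966, and the nearest array was of the same stage for all 21 arrays.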

To identify changes in gene expression patterns during seed maturation linear models were calculated and revealed large changes in gene expression over the six stages of seed maturation. 

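Over the 6 stages, 2141 of the 57842 probes (3.70%) passed an adjusted p of 1e-08 in the F-test (limma, Benjamini-Hochberg). They lay on 1726 contigs (8.70% of 19838). At stage VI 824 of them were higher than at stage I and 1317 were lower. At an unadjusted p under 0.05 there were 31548 probes. The threshold moved the count most, to 28914 probes on 15089 contigs at an adjusted p under 0.05. At 1e-08, the log2 values deposited by the authors gave 6813 probes on 4958 contigs, and 2025 of the 2141 probes were among them. Leaving out 1 array at a time gave between 1136 probes (without stage I replicate 1) and 1955 probes (without stage II replicate 4).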

A total of 9111 probes (16% of the total probes) from 7299 contigs (38% of the total contigs) were differentially expressed with a *P*-value <1e-8 (Table S5 and Figure S4).

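The stage means of the 2141 probes, centred and scaled for each probe, were clustered by normal mixture modelling with 10 components. The clusters held 370, 367, 243, 220, 214, 210, 176, 175, 149 and 17 probes. Most probes were in clusters with their mean highest at stage I (1060 probes) or stage VI (581 probes). Clusters highest at stages III, IV and V held 175, 149 and 176 probes. The numbering of the clusters follows their size and is not that of Fig. 2.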

The cluster analysis showed that gene different expression patterns could be classified into ten different clusters (1–10) (Fig. 2, 3) of co-expressed genes. 

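By the sign of the difference between the mean profiles at stages VI and I, 730 probes were in 3 rising clusters and 1411 in 7 falling clusters. With k-means in place of the mixture model, 862 probes were in rising clusters. With all 31 arrays together rising clusters held the majority, 1738 of 3407 probes. With the 18 arrays on slides 1 to 3 they held 488 of 1809. The log2 values deposited by the authors moved the count most among the choices made beforehand, to 3163 rising probes. Leaving out 1 array at a time gave 387 (without stage IV replicate 2) to 708 rising probes (without stage V replicate 4).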

Up-regulated transcripts, whose expression was increased during seed maturation, are displayed in clusters 2, 4, 8, 9 and 10 (group A), while down-regulated transcripts were displayed in clusters 1, 3, 5, 6 and 7 (group B).

**Fig. 2:**
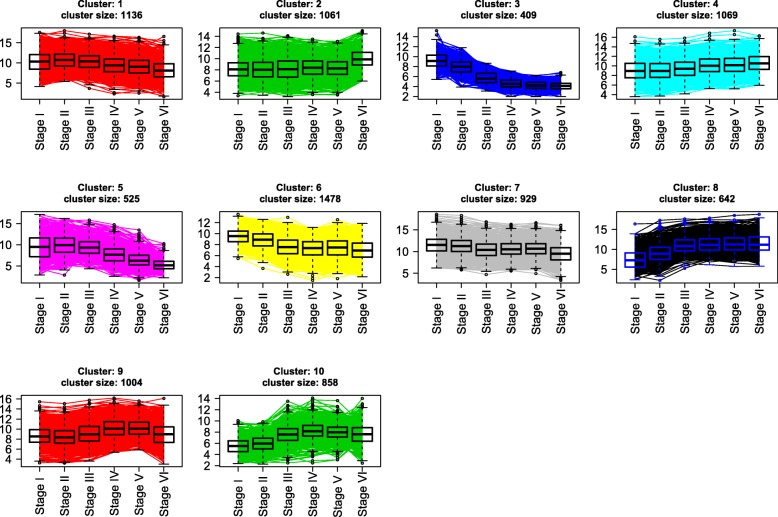
Cluster analysis of DESs based on their expression patterns across seed maturation stages. The analysis was performed using normalized and filtered data according to their expression profiles between seed maturation stages. Normal mixture modelling for model-based clustering (expectation-maximization) was performed with *P*-value <1e-8

**Fig. 3:**
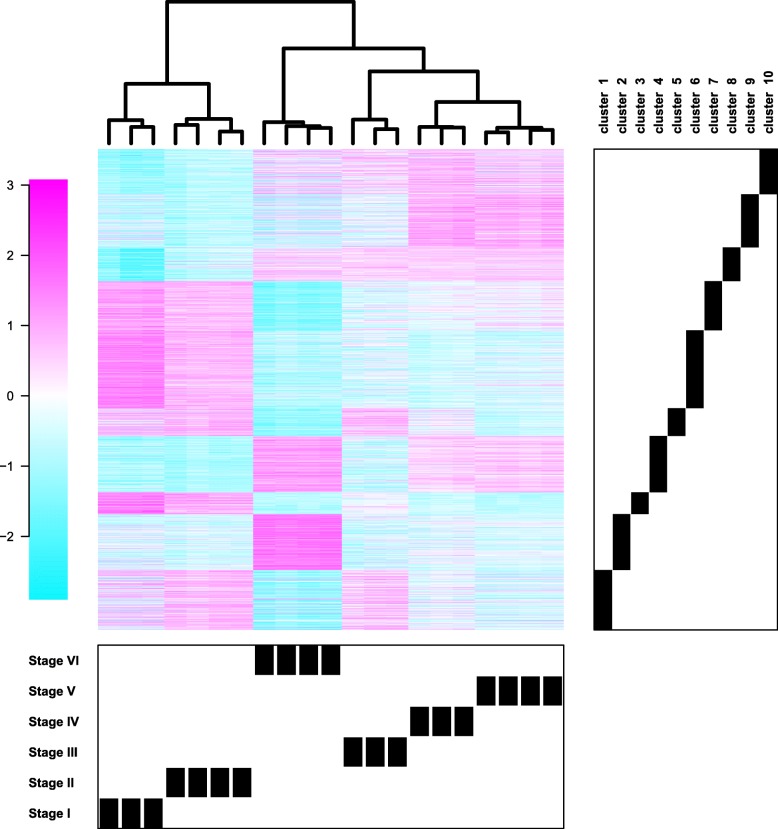
Global gene expression heat map and cluster analysis of the DESs during seed development. Cluster analysis on y-axis represents similar expression patterns among the expressed sequences, while cluster analysis on the x-axis indicates the relatedness of DESs profiles among the different seed maturation stages and the biological replications. The log_2_ of relative gene expression levels represented by the heat map on the left. Clusters of DESs according to Fig. 2, are represented on the right. Seed development stages and their biological replication are clustered at the bottom

Besides, we annotated manually the identified differentially expressed sequences (DESs) and patterns with respect to their specific function. Based on the Transporter Classification Database, 431 differentially expressed transcript (699 probes) were assigned to 92 transporter subfamilies, 16 subclasses and 7 classes, distributed among all clusters, representing the intense activities during the maturation process, which requires transport of metabolites within the cell and between different parts of the seed. The highest number (184) of transcripts related to transport activities were identified in class 2 (Electrochemical potential-driven transporters), followed by class 3 (Primary active transporters) with 179 transcripts. Thirteen ranscripts were classified to be transporter subfamily 1.A.33, which is related to heat shock protein (Hsp) 70 (Table S5). Furthermore, different kinds of sugar transporters (2.A.1) and ATP/ADP transmembrane transport (2.A.29) represent the role of transporters to provide necessary energy metabolism during seed maturation. Among 24 transcripts that were classified as ABC transporters (3.A.1), subfamilies A, C, E, F, G and I were identified (Table S5).

In addition, 47 families of TFs showed differential expression between the six seed maturation stages, involving all expression pattern clusters (Table S5). The highest number of transcripts related to TFs were found in cluster 1, followed by cluster 6, while the least number of TFs were found in cluster 3. The most abundant TF families were identified as AP2/ERF-RAV. Furthermore, we explored the co-expression patterns using partial correlation networks. We identified two intermodular hubs with around 40 edges and a broad range of nodes displaying between 15 and 10 edges (Fig. 4a-b). 

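Partial correlations between the probes past the F-test were estimated with shrinkage (intensity 0.0842), and the 300 strongest edges were kept, of which 229 were positive. They joined 199 contigs. The largest partial correlation was 0.0219, since 21 arrays were shared among 2141 probes. The contig with most edges had 25 and the next had 21, 14 and 14. Leaving out 1 array at a time, the highest number was 14 to 31 edges, and the contig that had it changed. With the log2 values deposited by the authors, the highest number was 46 edges, at another contig.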

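In the network from the scanner intensities, contig00566 had 1 edge and rank 109 by number of edges, while contig02686 and contig19762 did not pass the F-test at 1e-08 and so were not part of the network (0 edges). The same held for these 2 with each array left out in turn, where contig00566 had 0 to 11 edges (11 and rank 9 without stage V replicate 4). At contig02686 and contig19762 the slide 4 array lay far from the other arrays in each of stages II, V and VI. In the network from the log2 values deposited by the authors, contig00566 had 43 edges (rank 2). There contig02686 passed the F-test and had no edge (0), and contig19762 did not pass.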

The CB5-D hub showed the highest number of edges followed by unannotated contig02686, CDR1 (aspartic proteinase), unannotated contig00566, TT8 (Transparent Testa 8), unannotated contig19762, and HVA22 (Fig. 4a-b). HVA22J, connected CB5-D (cytochrome B5 isoform D), to CDR1, Dihydroflavonol reductase (DFR) and TT8 (Fig. 4a-b).

**Fig. 4:**
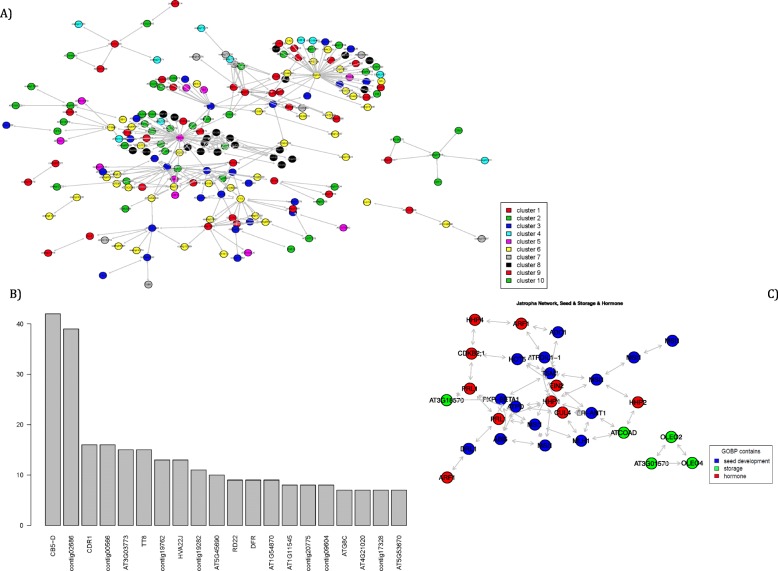
Co-expression networks based on partial correlations. **a** A network of the 300 most significant edges between contigs differentially expressed during seed development stages. Node colouring represents cluster membership (see also Fig. S3). **b** Histogram representation the top 20 of contigs differentially expressed (x-axis) with the highest number of edges (y-axis). Two major hubs could be identified with ~ 40 edges and a broad range of nodes display between 10 and 15 edges. **c** Co-expression networks based on GOs of biological processes related to seed storage, seed development, and hormones cross-talking

To focus on processes expected to be involved in seed storage and seed developments as well as hormone pathway, the GO terms from BP category were extracted. The co-expression results showed a high degree of connectivity between seed development and hormone pathways, while seed storage is less connected to the other two pathways (Fig. 4c).

In addition, based on pairwise comparison between seed maturation stages, the highest number of differentially expression transcripts related to 889 and 272 contigs (1122 and 1673 probes), which were found between stages V and VI (Table S6).

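Between stages V and VI, 55 probes on 47 contigs were higher and 182 probes on 165 contigs were lower at stage VI at an adjusted p under 1e-08 (limma). None of these 237 probes had overlapping values between the stages. Among the probes with the largest differences, that of contig17153 rose from 5.98 ± 0.48 to 12.55 ± 0.69 (log2, SD, n = 4 at each stage). A probe of contig10206 rose by 6.17 on the log2 scale (SE 0.34, adjusted p = 8.3e-10, limma). The probe of contig16269 fell from 11.77 ± 0.30 to 4.14 ± 1.13, where it was well above background on 1 of 4 arrays. The probe of contig07057 was 9.44 ± 0.19 at stage V and not well above background on any array of stage VI. The difference was -7.22 (limma, adjusted p = 6.9e-11) and -3.55 with normexp background correction, so its size is not settled. No annotation of these 4 contigs was read from the supplementary tables. The 55 probes make up 23.2% of those past the threshold. The share was 35.8% of 716 probes with normexp, 46.3% of 13935 at an adjusted p under 0.05, and 14.0% of 179 with the 18 arrays on slides 1 to 3.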

### GO enrichment analyses of DESs

GO enrichment analyses in BP categories for each cluster indicated that the most significantly over- and under-represented DESs were found in cluster 6 (Top 15 GO terms and detailed information for each cluster are shown in Fig. 5, Figure S5, Table S7 and Table S8).

**Fig. 5:**
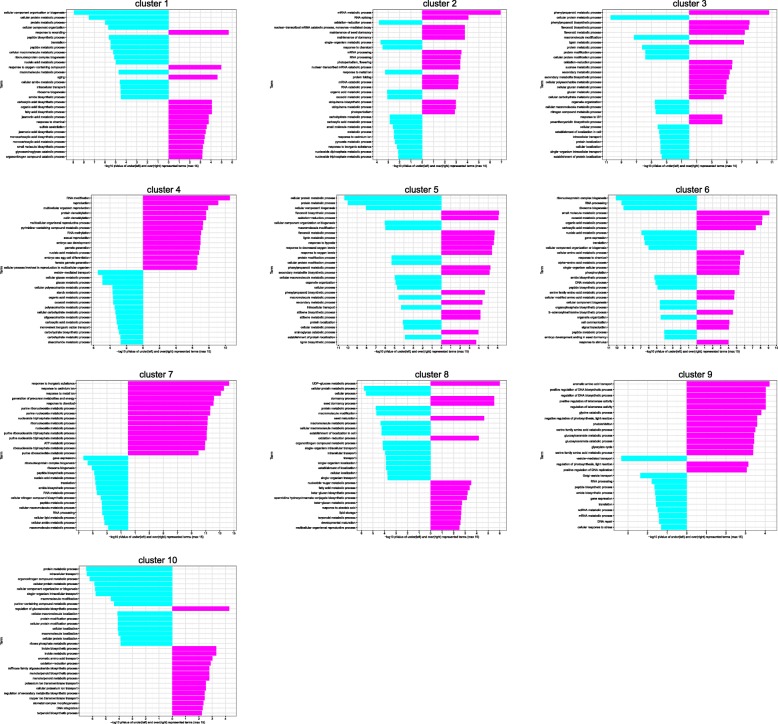
Plot of the top 15 significantly enriched GO terms in category BP, for all DESs in the 10 identified clusters (Fig. 2). Turquoise bars show under-represented and magenta bars over-represented GO terms. The x-axis indicates the statistical significance of the enrichment

Besides, visualization of enriched GO terms related to BP category showed that the GOs related to fatty acid metabolism (e.g. unsaturated fatty acid, linoleic acid), lipid storage, dormancy process, aromatic acid transports, monoterpenoid metabolism, and UDP-glucose metabolism were significantly over-represented in cluster group A, with higher DES level during late stage of seed maturation. Furthermore, Raffinose family oligosaccharides (RFOs), which are associated with late maturation in *Arabidopsis*, *Brassica napus* and *Medicago trunculata* [33–35] and transcripts related to biosynthesis of serine and glycine, Embryo sac development, RNA modification, methylation, maintenance of seed dormancy, protein folding and RNA modification were over-represented in this group.

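Of the 8 contigs given for lipid storage in the part of Table S8 read here, 6 were higher at stage VI than at stage I and 0 were lower (adjusted p under 0.05 over all probes, limma). Their median log2 difference was 1.58. The counts were also 6 and 0 when adjusted over the list alone, which is not independent evidence, since the study drew the list from these arrays. Of the 4 contigs given there for the maintenance of seed dormancy, 3 were higher, and again 3 when adjusted over the list alone. Contig19155 rose by 4.03 between stages I and VI (SE 0.28, adjusted p = 2.2e-09, limma), contig02518 by 3.83 (SE 0.52, adjusted p = 8.9e-06) and contig02516 by 2.13 (SE 0.30, adjusted p = 1.5e-05). At stage II a single array lay far from the others for each of the 3 contigs, and for contig02516 the slide 4 array did so at stages V and VI too. The fourth, contig04196, had a difference of -0.80 (SE 1.84) that was not called. Its slide 4 arrays lay far below the others at stages II (8.26), V (6.66) and VI (6.06). It was called higher at stage VI with the 18 arrays on slides 1 to 3 (1.20), with the deposited values (0.82) and with the mean of its probes (2.03).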

In contrast, GOs related to phenylpropanoid and flavonoid metabolism and biosynthesis, as well as cell wall modification and carbohydrate metabolism in cluster group B, were significantly enriched with high expression levels during the early stage of seed maturation (Figure S4). 

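Of the 54 contigs read from Table S4 for the phenylpropanoid enzymes named in the study, 27 were lower and 9 higher at stage VI than at stage I (adjusted p under 0.05, limma), or 28 and 11 adjusted over the list alone. The mean was highest at stage I or II for 28 of them. Of 80 contigs for the flavonoid enzymes, 35 were lower and 22 higher, or 36 and 23 adjusted over the list alone, and 39 were highest at stage I or II. The median log2 differences were -1.22 and -0.75. The normexp background correction moved these medians most, to -0.49 and -0.21, with 26 and 35 contigs lower. The lists hold 30 of the 37 peroxidase contigs and 30 of the 35 DFR contigs that Table S4 counts.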

Transcripts involved in hormone transporters, signaling, ATP hydrolysis coupled protein transport and purine ribonuclease metabolism were significantly over-represented in this group.

GOs involved in glucan and beta-glucan biosynthesis playing a key role in regulating seed coat-imposed dormancy [36] were over-represented in two clusters (3 and 8, respectively). Also, GOs involved in translation, RNA processing, and gene expression were under-represented in different clusters (6 and 9). They represent a different pattern of gene expression during seed maturation, indicating the involvement of two different groups of genes.

### KEGG enrichment analysis of DESs

To further understand the biological function of DESs during seed maturation, enriched KEGG pathways with *P*-value < 0.05 in the set of DESs was assessed (Table S8 and S9, Figure S4 and S6).

### Pathway enrichment in DESs related to lipid metabolism

In the plant, pathways contributing to lipid biosynthesis can be divided into three steps and cell compartments; a) fatty acid biosynthesis in the plastids, b) triacylglycerol (TAG) biosynthesis in the endoplasmic reticulum (ER), and c) oil body formation in the cytoplasm [37]. Altogether, 97 contigs and 55 enzymes distributed among 13 pathways were enriched as being involved in these steps (Figure S7).

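Table S4 lists 17 contigs for KAR, of which 9 were higher and 4 lower at stage VI than at stage I (adjusted p under 0.05, limma), or 9 and 5 adjusted over the list alone. Probes of 5 contigs passed the F-test at 1e-08. The largest rise was that of contig02217, annotated as an alcohol dehydrogenase, with a log2 difference of 9.97 (SE 1.08, adjusted p = 6.3e-07, limma). Its 3 arrays of stage I spread widely (8.06 ± 3.93, SD) and the slide 4 array of stage VI lay far above the others. The largest fall was that of contig06231, from 9.34 ± 0.05 (n = 3) to 5.65 ± 0.84 (n = 4), a log2 difference of -3.70 (SE 0.50, adjusted p = 9.7e-06, limma).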

In the first step, we could identify DESs related to 3-oxoacyl-ACP reductase (KAR, EC:1.1.1.100), containing various DESs (five contigs in clusters 1 and 8). In addition, Beta-ketoacyl-ACP synthase I (KASI, EC:2.3.1.41, two contigs in clusters 5 and 8) with DESs were identified showing different regulation patterns. 

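Of the 5 contigs listed for KASI, 2 were higher and 0 lower at stage VI than at stage I, with the same counts adjusted over the list alone. Contig05068 rose by 3.05 on the log2 scale (SE 0.15, adjusted p = 3.4e-11, limma) in all 7 of its probes. Contig02910 differed over the 6 stages (limma F-test, adjusted p = 1.6e-06), while its difference between stages VI and I was -1.02 (SE 0.59, adjusted p = 0.21). With slide as a block that difference was -1.47 and was called.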

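Of the 5 contigs of acyl-ACP desaturase (AAD), 1 was higher and 3 were lower at stage VI than at stage I, also when adjusted over the list alone. No contig (0) had a probe past the F-test at 1e-08 in limma, while 4 passed at an adjusted p under 0.05. Contig16368 was highest at stage II (12.33 ± 0.81, SD, n = 4) and fell to 4.22 ± 1.81 (n = 4) at stage VI, where it was well above background on 1 of 4 arrays and its slide 4 array lay far above the others. Contig19191 rose by 2.29 (SE 0.26, adjusted p = 1.2e-06, limma), with its slide 4 array far above the others at stage II.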

The elongation from 16∶0-ACP or 18∶1-ACP [38] occurs in the plastid and is catalyzed by acyl-ACP desaturase (AAD, EC:1.14.19.2), which was represented in current study by four DESs (in clusters 5 and 8). Additionally, we identified Oleoyl-ACP hydrolase (OAH, EC:3.1.2.14, two contigs in clusters 1 and 5), removing acyl group from ACP, and Acyl-CoA synthetase (EC:6.2.1.3, two contigs in cluster 8) engaged in glycerophospholipid metabolism and fatty acid elongation.

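For OAH 3 contigs were listed, 2 of them higher and 1 lower at stage VI than at stage I, also when adjusted over the list alone. Contig06582 fell by 4.13 on the log2 scale (SE 0.34, adjusted p = 2.1e-08, limma), from 11.57 ± 0.07 (SD, n = 3) to 7.44 ± 0.65 (n = 4). Contig04873 and contig14233 were both highest at stage III (11.61 ± 0.25 and 10.62 ± 0.20, n = 3) and remained 1.83 and 1.64 above stage I at stage VI. For acyl-CoA synthetase, 7 of 11 contigs were higher and 2 lower, with the same counts adjusted over the list alone. Contig03192 rose from 7.28 ± 0.19 (n = 3) to 11.20 ± 0.13 (n = 4), and contig20891 fell by 2.98 with its slide 4 array far above the others at stage V.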

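Both contigs listed for PDAT passed the F-test at 1e-08 (limma). Contig02496 was 33.1-fold and contig13416 30.1-fold higher at stage VI than at stage I (adjusted p of 5.2e-11 and 2.3e-11). For contig02496 the array of replicate 3 lay far from the others at stage II, and that of slide 4 at stage VI. Of the 8 contigs of LPAAT, 4 were higher and 0 lower, also when adjusted over the list alone. The largest rise was 3.96 on the log2 scale (SE 0.32, adjusted p = 1.3e-08, limma) at contig15092, 2.53 of it between stages V and VI. Its slide 4 array lay far above the others at stage II. Of the 3 contigs of PAP, contig05216 rose by 1.37 (SE 0.18, adjusted p = 9.0e-06, limma), with replicate 1 the lowest array of stage VI. For contig03775 and contig10134 the differences of 0.63 (SE 0.46) and 0.33 (SE 0.27) lay within the error (adjusted p of 0.33 and 0.41). The slide 4 array of contig03775 lay far above the others at stage V.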

We also identified key enzymes involved in triacylglycerol (TAG) production such as phospholipid: diacylglycerol acyltransferase (PDAT1, EC:2.3.1.158, two contigs in cluster 8), lysophosphatidic acid acyltransferase (LPAAT, EC:2.3.1.51, five contigs in clusters 2 and 4), and PA phosphatase (PAP, EC:3.1.3.4, one contig in cluster 2). Two DESs in cluster 10, encoding diacylglycerol O-acyltransferase (DGAT, EC:2.3.1.20), and two DESs corresponding phospholipid diacylglycerol acyltransferase (PDAT, EC:2.3.1.158) in cluster 8 were identified. Furthermore, triacylglycerol lipase (EC:3.1.1.3, six contigs in clusters 4 and 8), which modifies TGA into fatty acids was identified. 

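Table S4 lists 6 contigs for DGAT, of which 3 were higher and 0 lower at stage VI than at stage I, also when adjusted over the list alone. Contig04042, measured with 1 probe, was 19.0-fold higher (log2 difference 4.25, SE 0.23, adjusted p = 8.9e-11, limma). Contig00653, annotated as an O-acyltransferase of the WSD1 type, passed the limma F-test (adjusted p = 1.0e-09), while its difference between stages VI and I was 0.70 (SE 0.32, adjusted p = 0.098).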

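Of 24 contigs listed for triacylglycerol lipase, 11 were higher and 4 lower at stage VI than at stage I, or 12 and 4 adjusted over the list alone. Contig12671 had the largest rise, from 6.42 ± 0.37 (SD, n = 3) to 11.48 ± 0.52 (n = 4). Contig06601 had the largest fall, a log2 difference of -3.82 (SE 0.78, adjusted p = 0.00067, limma). For contig12671 the slide 4 array lay far above the others at stage VI, and for contig06601 at stages V and VI.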

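Over the 43 contigs of PDAT, LPAAT, PAP, DGAT and triacylglycerol lipase together, the mean was highest at stage VI for 20 contigs. At an adjusted p under 0.05 (limma) 21 contigs were higher and 4 lower at stage VI than at stage I, or 22 and 4 adjusted over the list alone. The difference was above 0 for 36 of the 43. The log2 values deposited by the authors moved the counts most among the scalings, to 24 higher and 4 lower. A probe past the F-test at 1e-08 was found for 10 of the contigs.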

All DESs involved in TAG production process were classified in clusters 2, 4 and 8, showing their expressions increase during seed maturation.

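For diacylglycerol kinase 13 contigs were listed, of which 5 were higher and 4 lower at stage VI than at stage I, also when adjusted over the list alone. The largest rise was 2.94 on the log2 scale at contig12203 (SE 0.33, adjusted p = 1.1e-06, limma), where the slide 4 array lay far above the others at stage II. The largest fall was -2.55 at contig07368 (SE 0.18, adjusted p = 4.0e-09, limma). Of 7 aldehyde dehydrogenase contigs, 1 was higher and 2 were lower, also when adjusted over the list alone. With normexp 2 were higher, and with the deposited values 3, with 2 lower in each. Contig03833 was 75.5-fold higher at stage VI, with the slide 4 array of stage V above the others, and contig13829 fell by 2.66 on the log2 scale. The 3 contigs of glycerate 3-kinase were all higher, also when adjusted over the list alone, with log2 differences of 2.35 (contig19842), 1.87 (contig08011) and 1.83 (contig06990). Their adjusted p were 1.6e-05, 0.019 and 7.8e-05. For contig08011 and contig06990 the slide 4 array lay far above the others at stage II, and for contig06990 also at stage V. Contig08011 was not called without stage I replicate 1 (1.83) or without stage VI replicate 4 (1.45).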

Contigs encoding enzymes like diacylglycerol kinase (ATP, EC:2.7.1.107, two contigs in cluster 4), aldehyde dehydrogenase (NAD+, EC:1.2.1.3, three contigs in clusters 2, 4 and 8) and glycerate 3-kinase (EC:2.7.1.31, two contigs in cluster 2), were found in cluster 2, 4 and 8, showing an increase during the last stage of *J. curcas* seed maturation. As expected, the synthesis of fatty acids requires a high amount of energy during seed maturation, which results in increased expression of enzymes related to photosynthesis as an energy supply [39].

Furthermore, two important enzymes involved in alpha-linolenic acid metabolism and biosynthesis of unsaturated fatty acids were identified in cluster 1: acyl-CoA oxidase (EC:1.3.3.6, one contig) and enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase (EC:4.2.1.17, two contigs).

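Acyl-CoA oxidase had 7 contigs, of which 1 was higher and 1 lower at stage VI than at stage I, also when adjusted over the list alone. Contig08139 fell by 3.42 on the log2 scale (SE 0.41, adjusted p = 2.1e-06, limma), 2.68 of it between stages V and VI. Contig17096 rose by 2.02 (SE 0.24). Of the 16 contigs listed for enoyl-CoA hydratase, 4 were higher and 5 lower, or 4 and 7 adjusted over the list alone. They ranged from a fall at contig01429, from 10.12 ± 0.19 (SD, n = 3) to 7.31 ± 0.35 (n = 4), to a rise at contig05058, from 12.79 ± 0.12 to 14.63 ± 0.18.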

### Pathway enrichment in DESs related to phenylpropanoid biosynthesis

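Table S4 counts 96 contigs for phenylpropanoid biosynthesis, of which 89 were read. Of these, 40 (44.9%) were lower and 21 (23.6%) higher at stage VI than at stage I at an adjusted p under 0.05 (limma). Over all 19838 contigs on the arrays, 25.1% were lower and 26.1% higher. The median log2 difference was -0.73 in the pathway and 0.08 over all contigs. No set test was run, since 7 contigs of the list were not read.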

Among the significantly enriched pathways, the phenylpropanoid biosynthesis pathway contained 30 over-represented contigs and 11 enzymes located in clusters 3, 5 and 8 (Figure S8). In this pathway, we identified two over-expressed transcripts (contig05064, and contig05269) related to phenylalanine/tyrosine ammonia-lyase (PTAL, EC:4.3.1.25), the expression of which decreases during seed maturation as shown in clusters 3 and 5. Furthermore, one transcript corresponding to trans-cinnamate 4-monooxygenase (C4H, EC:1.14.13.11, one contig in cluster 5) was identified, which converts cinnamic acid to P-coumaric acid. 

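Contig05269 was 12.15 ± 0.15 (log2, SD, n = 3) at stage I, 12.83 ± 0.29 (n = 4) at stage II and 2.96 ± 1.03 (n = 4) at stage VI, where it was well above background on 1 of 4 arrays. The log2 difference of contig05269 between stages VI and I was -9.19 (SE 0.45, adjusted p = 3.4e-11, limma), and -5.91 with normexp background correction, so the size of the fall depends on how the background is handled. Contig05064 was highest at stage III (8.99 ± 1.27, n = 3) and stage IV (8.94 ± 1.10, n = 3). At stage VI its difference from stage I was -1.87 with an adjusted p of 0.084. With slide as a block the difference was -1.69 and was called, as it was without stage VI replicate 2 (-2.31). Adjusted over the list alone, both contigs were lower.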

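This transcript, contig00044, fell from 13.60 ± 0.08 (SD, n = 3) at stage I to 6.75 ± 0.78 (n = 4) at stage VI, a log2 difference of -6.85 (SE 0.38, adjusted p = 1.7e-10, limma) shown by all 7 of its probes. The fall was not steady, with 6.56 ± 0.58 (n = 3) at stage IV and 10.38 ± 0.23 (n = 4) at stage V.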

Finally, P-coumaric acid can be conjugated by 4-coumarate: CoA ligase (4CL, EC: 6.2.1.12) and enriched to coenzyme A to form p-coumaroyl-CoA, which is the precursor for the synthesis of flavonoids, stilbenes, and other phenylpropanoids [40]. 

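Of the 7 contigs that Table S4 lists for 4CL, 5 were lower and 1 higher at stage VI than at stage I, also when adjusted over the list alone. The probe of contig09522 was lower at stage VI (log2 difference -8.44, SE 0.52, adjusted p = 5.0e-10, limma, and -5.49 with normexp background correction), where it was well above background on 1 of 4 arrays. Contig02028 rose by 1.72 (SE 0.19) and was highest at stage V (12.59 ± 0.11, SD, n = 4).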

For this enzyme we also identified five transcripts, enriched in clusters 3 and 5.

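For CCoA-OMT 14 contigs were listed, 4 of them higher and 5 lower at stage VI than at stage I, or 5 and 5 adjusted over the list alone. Contig12199 rose by 5.01 on the log2 scale (SE 0.37, adjusted p = 5.9e-09, limma), with its slide 4 array below the others at stage V. The signal of contig12200 fell from 8.45 ± 0.34 (SD, n = 3) at stage I and was not well above background on any array of stages V and VI. Its difference between stages VI and I was -6.26, and -2.54 with normexp, so the size of the fall is not settled.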

Caffeoyl-CoA O-methyltransferase (CCoA-OMT; EC:2.1.1.104) with four transcripts was over-represented in clusters 3, 5, and 8. 

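Of the 37 peroxidase contigs in Table S4, 30 were read. Of these, 15 were lower and 4 higher at stage VI than at stage I, or 15 and 5 adjusted over the list alone, and 11 had a probe past the F-test at 1e-08 (limma). Contig14503 had the largest fall, from 13.59 ± 0.07 (SD, n = 3) to 3.39 ± 1.44 (n = 4), where 2 of 4 arrays were well above background. At stage II its array of replicate 3 lay above the others. The largest rise was 5.97 on the log2 scale (SE 0.44) at contig02951.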

Finally, 11 transcripts in clusters 3 and 5 for peroxidase (EC:1.11.1.7) were significantly enriched and over-represented.

### Pathway enrichment in DESs of flavonoid biosynthesis-related pathways

After oil extraction, the *Jatropha* seed cake contains high amounts of polyphenols and pigments as a result of flavonoid biosynthesis. In this study, 42 DESs were annotated and enriched in clusters 1, 3 and 5. They encoded 16 enzymes involved in flavonoid, flavone and flavonol biosynthesis and isoflavonoid biosynthesis (Figure S9). 

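The flavonoid, flavone and flavonol and isoflavonoid pathways of Table S4 held 124 contigs among the parts that were read, which were 106 of 111 contigs for flavonoid biosynthesis and the complete lists of 19 and 12 contigs for the other two. At an adjusted p under 0.05 (limma) 53 of the 124 (42.7%) were lower and 28 (22.6%) higher at stage VI than at stage I.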

Two differentially expressed transcripts (cluster 1) were identified as 6′-deoxychalcone synthase (EC:2.3.1.170) and three transcripts (clusters 3 and 5) as naringenin-chalcone synthase (CHS, EC:2.3.1.74), an important enzyme catalyzing the conversion of cinnamoyl-CoA to pinocembrin chalcone. 

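All 4 contigs listed for CHS were lower at stage VI than at stage I, also when adjusted over the list alone, and 1 had a probe past the F-test at 1e-08. Contig16238 fell from 17.12 ± 0.35 (SD, n = 3) at stage I to 10.61 ± 0.17 (n = 4) at stage II and 10.03 ± 0.60 (n = 4) at stage VI (log2 difference -7.10, SE 0.36, adjusted p = 5.2e-11, limma). Contig19806 fell later, from 11.35 ± 0.35 at stage I and 10.37 ± 0.10 (n = 3) at stage III to 7.29 ± 0.79. Of the 5 contigs for 6′-deoxychalcone synthase 3 were lower and 0 higher, also when adjusted over the list alone. Contig19461 fell by 4.82 (SE 0.31) in the probe used, and 1 of its 2 probes went this way. Contig13680, with its slide 4 array far above the others at stage VI, had a difference of -0.31 (adjusted p = 0.70, limma), and of -0.70 with slide as a block, where it was called.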

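The contig that Table S4 lists for CHI, contig04004, was 5.39 ± 0.13 (log2, SD, n = 3) at stage I and differed by 0.01 (SE 0.67) at stage VI, and the 6 stages did not differ at an adjusted p of 0.79 (F-test, limma). Its probe was well above background on 16 of the 21 seed arrays. With the mean of its 4 probes in place of the brightest, the difference between stages VI and I was -1.57 and was called.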

One transcript was annotated for chalcone isomers (CHI, EC:5.5.1.6, cluster 3) that catalyzes the conversion of pinocembrin chalcone to pinocembrin, a substrate for galangin synthesis [41]. Four transcripts were identified as flavanone 3-dioxygenase or naringenin 3-dioxygenase (F3H, EC:1.14.11.9, in cluster 5), which is involved in highly conserved pathways in plants to convert naringenin into dihydrokaempferol. It is an important intermediate product, that can be converted to kaempferol by flavonol synthase (EC:1.14.11.23), identified in the current study with 10 differentially expressed transcripts (in clusters 1, 3 and 5). 

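Of the 7 contigs listed for F3H, 5 were lower and 0 higher at stage VI than at stage I, also when adjusted over the list alone. The mean was highest at stage I or II for 5 of the 7. Contig10674 was 11.18 ± 0.37 (SD, n = 3) at stage I and 11.07 ± 0.46 (n = 4) at stage II. At stage VI contig10674 was not well above background on any array. The difference from stage I was -8.19 (adjusted p = 8.9e-10, limma), and -4.81 with normexp, so the size of the fall is not settled. The difference nearest to 0 was that of contig00197 (-0.06), which was not called, while the mean of its probes was called lower (-0.85).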

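Table S4 lists 25 contigs for FLS, of which 11 were lower and 8 higher at stage VI than at stage I, or 11 and 9 adjusted over the list alone. Probes of 6 contigs passed the F-test at 1e-08. The signal of contig12100 fell to a level not well above background on any array of stage VI. The difference was -8.95 (adjusted p = 4.0e-10, limma), and -5.15 with normexp, so the size of the fall is not settled. Contig13208 rose 16.1-fold (adjusted p = 2.3e-08, limma), from 5.38 ± 0.43 (SD, n = 3) to 9.40 ± 0.20 (n = 4).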

The presence of different expression patterns (from different clusters) of one enzyme could be explained by the existence of different isoenzymes and possibly by the interaction with other genes involved in flavonoid biosynthesis at multiple loci [42].

### Validation of microarray data using qRT-PCR

A total of 70 contigs from the DESs represented transcripts in seeds, and three housekeeping genes were selected (Table S10 and Table S11) and used for independent validation using a 48.48 chip (Fluidigm) to confirm that the changes in expressions as indicated by microarray data were authentic and reliable. Candidates for qPCR were chosen based on expression levels, known function, clusters and length of contigs. Additionally, some contigs of unknown function were selected. The corresponding primers are listed in Table S10.

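The normalized Ct values of 78 contigs in Table S11, a lower Ct meaning more transcript, were set against the 6 stage means of the brightest probe of each contig on the seed arrays. Pearson's r was under -0.8 for 55 of the 78 contigs (70.5%), with a median of -0.90, and above 0 for 5. In exact permutation tests over the 720 orders of the stages (two-sided, smallest p possible 0.00139), 41 contigs had an adjusted p under 0.05 (Benjamini-Hochberg over the 78). Spearman's rho was under -0.8 for 42 contigs, with an adjusted p under 0.05 for 27. Leaving out the 2 stages farthest from the median array value, r over the other 4 stages was under -0.8 for 32 contigs, with a median of -0.68. The highest array mean and the lowest Ct fell on the same stage for 47 contigs. Of the 39 contigs with the larger range on the arrays (over 4.70 on the log2 scale), 33 had r under -0.8, against 22 of the other 39. Taking the probe with the most negative r for each contig raised the count to 63. The study chose its transcripts from those that differed on these arrays, while Table S11 by its title also holds housekeeping genes. Such genes were not set apart here, so the 78 may include them. The probe used did not differ over the stages for contig01238, contig03272 and contig17888 (limma F-test, adjusted p of 0.82, 0.17 and 0.096). Their r were 0.49, 0.12 and -0.87. Within a tolerance of 0.001, the columns of differences in Table S11 do not match their own headings for any contig (0 of 78). The stage headings of the Ct columns, used as printed, were therefore tested. Of the 720 orders of these headings, the printed one had the lowest median r (1 of 720; the other orders had a median of -0.87 or above and at most 51 contigs under -0.8), and the order that the columns of differences would need had 0.45. This test was added after the mismatch was seen.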

The expression patterns obtained by qRT-PCR correlate strongly to moderately with data from the microarray analyses (about half of the contigs correlate with the microarray data at a Pearson correlation < − 0.8), thus confirming the reliability of the chosen approach (Figure S10).

## Discussion

The understanding of transcriptional variation during different seed maturation stages is of utmost importance for breeding strategies in *J. curcas*; especially for low anti-nutritional, high-quality oil, and bioactive component levels, which could make the crop suitable for biodiesel, animal feed and pharmaceutical use. In this study, genome-wide transcriptome analysis was used to identify the global gene expression pattern of *J. curcas* seeds at six different developmental stages, collected at the same time point on one plant. Even though *J. curcas* is an important oil crop, this is the first study of profiling genome-wide transcript expression during seed maturation of an open-pollinated plant.

The sequencing of the whole seed transcriptome of *J. curcas* revealed 19,382 unique contigs, of which 14,753 contigs were aligned through Blast search; however, 4,629 contigs could not be annotated since they did not have any BLAST hits. The high number of unannotated transcripts might be an indication of potential limitations in transcriptome assembly and annotation. The unannotated sequences could include both novel transcripts and technical artifacts from the sequencing technology (library preparation and/or sequencing machine). Additionally, the applied BLAST parameters are optimized for complex full-length RNA sequences, which does not favor BLAST searches of short (150–200 bp) sequences of low complexity. Furthermore, the comparison of contigs with different Jatropha genome sequences [19–22] revealed additional 1881 contigs in the transcript data set of the current study.

On the other hand, use of whole seed transcripts of different maturation stages allows us to design a robust and high coverage microarray platform (in *J. curcas*) to compare a constant large number of genes for the expression evaluation of different genotypes, organs, and tissues. Although RNA-Seq has some superior benefits for quantitative transcriptomics, microarray is still a common method of choice, since in compared to RNA-seq, microarray is cost effective, fast and provides concordant results. Besides, bioinformatics and statistics practices for microarrays are well established and straightforward in comparison to RNA-seq data, which is more complex [43].

The examination of genome-wide variation in transcripts at selected seed developmental points could allow us to identify DESs with the high number of edges that might be associated with lipid and flavonoid biosynthesis as well as unknown functions. It was also noteworthy to find that all DESs with high number of connectivity belong to cluster group B showing a decrease in their expression during seed maturation. 

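Of the 20 contigs with most edges in the network from the scanner intensities, 12 were lower at stage VI than at stage I and 8 higher.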

The co-expression patterns showed that the CB5-D hub has the highest number of edges, followed by unannotated contig02686 (Fig. 4a-b). The CB5, a cytochrome B5 isoforms, and small tail-anchored membrane proteins play an essential role in many cellular processes, including lipid biosynthesis. It is well known that CB5-D in different morphotypes of *Brassica rapa* provide electrons for various enzymes located in the endoplasmic reticulum (ER), including fatty acid desaturase (FAD), FAD-like proteins, and are also physiologically important for p450 protein family [44–48]. Hwang et al. [45], combined in vivo and in vitro assays to show that CB5-D are targeted exclusively to mitochondrial outer membranes, while the other isoforms of CB5 (A, B, and C) are targeted to the ER. In addition, our result showed a direct connection between CB5-D from cluster 5 and CDR1 from cluster 3 (Fig. 4a). Although proteins with hydrolase activity like CDR1 do not imply the production of seed oil, overexpression of microsomal DGAT1 – a key enzyme of triacylglycerol production – resulted in differential regulation of CDR1 expression in transgenic and untransformed control in *Brassica* [49]. Furthermore, CDR1 and CB5-D, show the highest expression in the early stage of seed maturation, suggesting their indirect roles in fatty acid biosynthesis in the early stages.

Besides, the contig02686 (unannotated) from cluster 6 also contains a high number of edges, which may be connected to some hypothetical proteins. 

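Contig02686 was 9.50 ± 0.24 (log2, SD, n = 3) at stage I, highest at stage III (12.62 ± 0.17, n = 3) and 10.07 ± 0.58 (n = 4) at stage VI. The difference between stages VI and I was 0.57 (SE 0.47, adjusted p = 0.40, limma), and 0.97 with slide as a block, where it was called. In each of stages II, V and VI its slide 4 array lay far below the others.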

There is a need for functional analysis of this contig, which might support important biological cell functions and could potentially serve as targets for further studies.

Along with the hub with the high number of edges, TT8 from cluster 6 has an essential role in the regulation of flavonoid biosynthesis and the formation of seed coat colour. However, Chen et al. [50] reported that TT8 also affect FA biosynthesis in seeds of Arabidopsis maternally, which also inhibits FA accumulation by down-regulating of the expression of a carboxylase biotin carboxylase subunit (CAC2), beta-ketoacyl-acp synthetase II (KASII), mosaic death1 (MOD1), fatty acid biosynthesis2 (FAB2), acyl-acp thioesterase (FatA), fatty acid elongation1 (FAE1), FAD2 and FAD3, all playing an important role in FA biosynthesis during seed maturation. The TT8 also represses the expression of leafy cotyledon1 (LEC1), LEC2, FUSCA3 (FUS3), and cytidine diphosphate diacylglycerol synthase2 (CDS2), which are critical to embryonic development [50]. On the other hand, TT8 influences DFR expression, which commits phenolics to proanthocyanidins synthesis responsible for seed coat and quality germplasm of canola [51]. In Arabidopsis, At4g09820 (TT8) encodes a protein, which is important in the expression of DFR, while DFR can give rise to flavonoids [52], representing their important role in flavonoid pathways. The high connectivity and similar expression patterns on both annotated transcripts in the current study might suggest the same functions and roles in *J. curcas*.

Eventually, HVA22-like protein - a stress-inducible gene [53] from cluster 3, playing a role as a hub connection among DFR, TT8, and CDR1, represents its effect on fatty acid and flavonoid biosynthesis pathways in *J. curcas*. HVA22 is identified to be an ER- and Golgi-localized protein and is able to regulate gibberellin-mediated vacuolation negatively [53].

Considering the intense metabolic activity during seed maturation, which requires the regulation of target genes and the exchange of metabolites and proteins between different locations in seed and within the cell, it is important to identify transcripts related to transport machinery and TF. Among the differentially expressed transcripts that were classified as a transporter, subfamily 1.A.33 were related to *Hsps*, which perform diverse biological functions in collaboration with chaperons either in stress or non-stress conditions. In the absence of heat stress, *Hsp* genes are accumulated during the late stage of seed maturation [54]. Several plant cytosolic Hsp70 were identified during development, maturation, and germination of seeds of pea and Arabidopsis [55, 56]. In this study, three transcripts were identified as homologues to Arabidopsis *BiP1* of plant Hsp70 family. These genes appeared to be highly expressed in the early stage of seed maturation (cluster 6), which is in concordance with previous results, where BiPs (*BiP-1 *and *BiP-2*) showed higher expression during the early stage of seed development, which decreased toward the end of seed maturation. These are related to the BiP roles in rapid cell expansion, accumulation of seed storage protein, and seed maturation [56–58].

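Among the contigs of the supplementary tables that were read, 2 are annotated as luminal-binding protein, the name of BiP in plants. Contig02714 was highest at stage II (10.71 ± 0.72, SD, n = 4) and fell to 5.40 ± 1.24 (n = 4) at stage VI, a difference from stage I of -4.36 (SE 0.55, adjusted p = 3.9e-06, limma). Contig00639 was 13.22 ± 0.15 (n = 3) at stage I and 14.04 ± 0.23 (n = 4) at stage II. Its difference of -0.71 (SE 0.51, adjusted p = 0.32, limma) was not called, and its slide 4 array lay far below the other 3 of stage VI. With the mean of its 5 probes the difference was -1.64 and was called.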

In the group of ABC transporters (3.A.1) which are involved in plant development, nutrition, stress response and phytohormones and primary metabolites transports [59], one transcript showed homology to AtABCG14 (cluster 5 and 10), described to be involved in translocation of cytokinins between the root and the shoots in *Arabidopsis* [60, 61]. This transcript could be essential for long-distance communication between root-shoot-fruit as well. It was also reported that the *tgd1* (trigalactosyldiacylglycerol) mutants showed a decrease in ER-derived plastid lipids, and accumulation of oligogalactoglycerolipids (TGDG) and TAG in leaf tissues [62], showing that *TGD1/ AtABCI14* encodes a membrane-spanning protein [59].

We also identified one ABCG reporter transcript in cluster 10 homologous to *Arabidopsis* AtABCG25, reported to act as a carrier to export ABA from the vascular tissues, where it is mainly produced [63]. In addition, one homolog of AtABCD1 found in cluster 4 and cluster 9 facilitated the transport of lipidic metabolites in *Arabidopsis* [64]. Moreover, transcripts associated with transporters AtABCC2 and AtABCI17 expressed in cluster 7 and 9, respectively, were reported to be involved in transport of toxic compounds in Arabidopsis. AtABCC2 is tolerant to metals and act as chlorophyll catabolic transporter, while AtABCI17 is expressed in roots and is highly sensitive to Aluminium [59]. It is clear that plant ABC transporters play an important role for survival of plant and seed maturation; however, many questions remain to be answered since only a few of the plant ABC transporters were functionally analyzed (22 out of 130 in Arabidopsis) [59, 64].

Transcripts related to TFs are distributed among all clusters with different expression patterns. Among TFs related to seed oil accumulation, we could identify differentially expressed transcripts that showed homology to Arabidopsis AP2 type TFs, WRI1 and HD-ZIP type, GLABRA2 (Table S5). The WRI1 has been studied extensively in the regulation of the transcription levels of genes in lipid biosynthesis pathways in the Arabidopsis, rapeseed, maize, potato, Siberian apricot kernel, and Jatropha seeds [24, 65–69]. It was reported that over-expression of *JcWRI1* not only increased the lipid content but also the seeds mass. In addition, over-expressing *JcWRI1* in *Jatropha* seeds increased oleic acid (C18:1) level compared to linoleic acid (C18:2), which also increased the expression level of enzymes related to oleic acid production such as BCCP2, KASI, KASIII, FATA, ACP1, and DGAT1 [24]. In the current study, WRI1 and KASI of cluster 5 presented similar expression patterns and were highly expressed in the early stage of seed maturation. This could indicate that the function of both genes closely correlates with fatty acid biosynthesis in the early stage of seed maturation. This is also in agreement with the previous report in Arabidopsis which found that WRI1 targeted many genes from FA synthesis [70].

Furthermore, GLABRA2 (GL2), a member of the HD-ZIP family, identified in cluster 3, exhibited a down-regulated expression pattern during seed development, which is in contrast with the expression pattern of identified enzymes related to lipid biosynthesis pathway, where their expression increased with development of the seed. Based on previous studies, GL2 was a negative regulator of seed oil content [71], which is in agreement with the current data.

Since the major goal of seed oil crop research is focused on oil quality and quantity, it is necessary to understand the processes involved in seed metabolism [5]. On the other hand, phenolic compounds, which are produced under optimal and suboptimal conditions, could influence and improve seed development, germination, metabolism, and biomass accumulation [72]. Furthermore, Synthesis of phenols involved in several pathways, such as flavonoid and phenylpropanoid biosynthesis pathways, could help the plant to cope with different stress conditions [73]. Therefore, focusing on DESs related to enzymes involved in lipid, flavonoid, and phenylpropanoid biosynthesis pathways is of great interest.

In the current study, most of the enzymes involved in lipid biosynthesis in *J. curcas* were identified based on the annotation of the seed transcripts. Among key enzymes involved in fatty acid concentration in the plastid, KASI was identified with two quite different expression patterns during seed maturation stages, suggesting their functional differentiation during seed maturation. However, Jiang et al. [15] and Xu et al. [74] found that the expression of the KASI gene increased during seed maturation in *J. curcas*. On the other hand, among key enzymes involved in TAG synthesis, LPAT, DGAT, and PDAT were identified in our dataset, showing that they were upregulated during seed maturation, indicating their essential roles in the synthesis of TAG. These genes were also represented by a different number of transcripts, expression level, and pattern, showing that they contain various isoforms with different functions.

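The stage means of contig05068 were 9.34, 8.89, 10.53, 12.27, 12.06 and 12.39 from stage I to stage VI, with SDs of 0.03 to 0.19 (n = 3 or 4). Those of contig02910 were 6.22, 9.55, 9.77, 8.25, 5.35 and 5.20, with SDs of 0.14 to 1.27.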

A previous study reported five genes for the LPAT in the Arabidopsis genome and demonstrated different expression patterns and functions. Three of them (LPAT1, LPAT2, and LPAT3) are essential to normal plant development, where over-expression of LPAT2 improved accumulation of TAG in seeds [75].

It is also well known that DGAT, a key enzyme to the synthesis of TAG, could improve the oil content in *Arabidopsis*, *Brassica napus*, soybean, and maize seeds [76, 77], and therefore, this step has received the most attention to increasing amount of TAG [77].

In plants, DGATs encode by two genes (*DGAT1* and *DGAT2*), which were also identified in Jatropha [5, 14]. However, genetic studies with mutants showed that the disruption of the *DGAT1* gene reduces 70–80% of oil content in Arabidopsis seeds. Besides, the function of DGAT2 is unclear in the Arabidopsis mutant [77, 78]. The expression patterns of the two DGAT were also studied in developing seeds of soybean, Euphorbia, castor bean, and Jatropha [74, 79]. It was reported that in Jatropha, DGAT2 mainly expressed in leaf and poorly expressed in developing seeds. In contrast, the castor bean showed the expression of DGAT2 at a higher level compared to DGAT1 in developing seeds [77].

PDAT has various isoforms, but PDAT1 showed to have an important role in seed TAG content in Arabidopsis [80]. Using various RNAi silencing of *PDAT1* and *DGAT1* showed that both genes have an overlapping role in the synthesis of TAG in oil-seed plants. However, their expression was reported to be different in various plants. For instance, in sesame PDAT showed higher expression compared to DGAT, while in castor bean the DGAT showed a higher expression level compared to PDAT [14, 81, 82]. In Jatropha, PDAT showed lower expression compare to DGAT1, as reported by Xu et al. [74]. However, Ha et al. [14] described a higher expression of PDAT compared to DGAT. In the current study, PDAT and DGAT showed the highest expression in the last stage of seed maturation. However, the expression of PDAT starts to increase from the middle stages of seed maturation, while considering DGAT, the expression starts to increase in the late stages (Table S5, Figure S4), indicating that DGAT has more important role in later stages compared to PDAT.

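The means of the PDAT contigs rose between every pair of neighbouring stages when all 31 arrays were normalized together. Contig02496 went from 7.45 at stage I to 8.66, 11.33, 12.02, 12.44 and 12.56, and contig13416 from 5.03 to 6.45, 8.94, 9.29, 9.45 and 10.16. The SDs were 0.07 to 0.47. For contig02496 the step from stage V to stage VI was smaller than either SD (0.26 and 0.28). The slide 4 array of stage VI lay far above the others there, so a rise at that step is not settled. Contig04042 (DGAT) stayed between 6.04 and 7.50 from stage I to stage V and reached 10.69 ± 0.05 (SD, n = 4) at stage VI. In the 21 seed arrays it rose by 4.47 on the log2 scale between stages V and VI (adjusted p = 1.6e-10, limma). Contig00653, the other DGAT contig with a probe past the F-test at 1e-08, was highest at stage II (12.13 ± 0.30, n = 4) and lowest at stage V (7.28 ± 0.57, n = 4). From the earlier rise of PDAT and the later rise of DGAT, the paper infers a more important role for DGAT than for PDAT in the later stages.

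**Figure D2:**
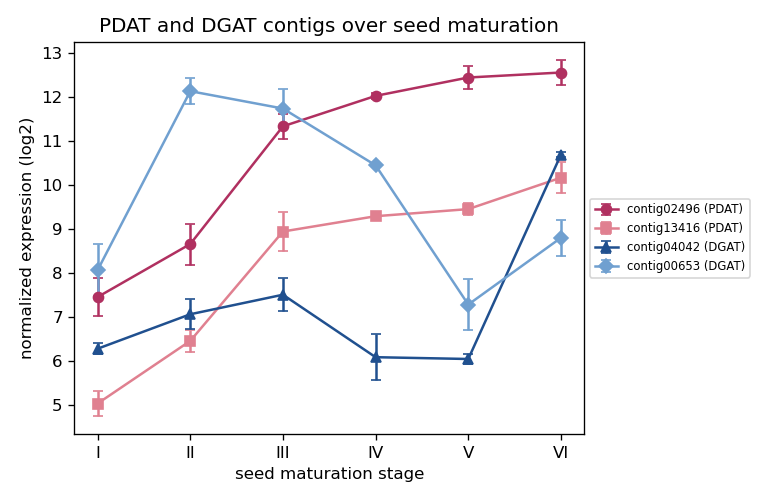
Normalized expression (log2, vertical axis) of 2 PDAT and 2 DGAT contigs over the 6 seed maturation stages (horizontal axis). Points are stage means and bars are SDs over 3 or 4 arrays. The PDAT contigs rise from stage I on, contig04042 rises at stage VI, and contig00653 is highest at stage II.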

The transcripts involved in the expression of the triacylglycerol and FA desaturation biosynthesis processes increased during middle to late stages of seed maturation, something previously reported in *Brassica rapa* [83], which is also in agreement with the current results. This could be explained by the rise of storage lipid production, which is also confirmed by previous research studies [17, 18, 84–86].

In this study, we also identified the expression pattern of various key enzymes involved in phenolic compounds during seed maturation of *J. curcas*. It is noteworthy to point out that, in many cases, they are present in multiple copies with different expression patterns. For instance, previous reports showed that 4CL genes contain four isoforms which differ in terms of localization and activity in Arabidopsis. In Arabidopsis, the 4CL3 has shown to be expressed in a broad range of cell types, and is mainly co-expressed with flavonoid biosynthesis pathways, while 4CL1, 4CL2, and 4CL4 are associated with lignin biosynthesis genes [79, 87, 88]. The results are in agreement with our data, where 4CL were identified with 5 DESs.

The flavonoid biosynthesis pathway is well conserved among plants [89]. 

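Of the 124 contigs of the flavonoid pathways read from Table S4, 55 (44.4%) were lower at stage VI than at stage I by more than 1 on the log2 scale, which is more than 2-fold. Over all 19838 contigs the share was 23.9%. The 124 contigs were taken whether or not they differed between stages. The paper's statement is on transcripts of its clusters 1, 3 and 5, so the 2 shares are of unlike sets. The median difference over the 124 contigs was -0.49. With normexp background correction, 43 contigs (34.7%) were lower by more than 2-fold. For DFR, 11 contigs were higher and 9 lower (11 and 10 adjusted over the list alone) of the 30 read. Contig01729 fell by 7.16 (SE 0.35, adjusted p = 3.6e-11, limma), and contig02396 rose by 4.84 (SE 0.45, adjusted p = 1.0e-07), though only 1 of its 3 probes rose.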

Considering that the expression level of most transcripts related to flavonoid biosynthesis was more than two times down-regulated in the last stage compared to early stages in all three clusters (1, 3, 5) (Fig. 2), it is suggested that the genes involved in flavonoid biosynthesis may be essential during the early stages of seed development [42]. Six DEGs involved in flavonoid biosynthesis pathways were significantly enriched in male and female flower buds of *J. curcas*, and all of them were up-regulated in male vs. female flowers. The expression pattern of major flavonoid biosynthesis genes was also down-regulated during seed development in *Arabidopsis thaliana* [90]. However, the expression of each of these contigs did not follow a similar pattern during later stages, and even three contigs of the enzyme flavonoid 3′, 5′-hydroxylase (EC: 1.14.13.88), present in two different clusters (1 and 3) that may indicate the presence of different isoenzymes and functions. Therefore, since flavonoids are involved in protective function [91], it is important to understand the functional role of these transcripts.

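Table S4 lists 10 contigs for flavonoid 3′,5′-hydroxylase, of which 4 were lower and 3 higher at stage VI than at stage I, also when adjusted over the list alone. Contig00076 rose by 5.01 on the log2 scale (SE 0.52, adjusted p = 3.4e-07, limma) and was highest at stage IV (10.00 ± 0.17, SD, n = 3). Contig03370 was highest at stage II (10.75 ± 1.06, n = 4) and was not well above background on any array from stage III on. The difference between stages VI and I at contig03370 was -6.52, and -3.05 with normexp, so the size of the fall is not settled.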

## Conclusions

Different approaches were used to identify sets of genes with various transcript abundance during seed maturation. First, to obtain an overview of the variation in seed maturation stages, PCA was carried out using all transcripts present in the microarray (Fig. S3). The first principle component (PC1: 53% explained variation) analysis captured mostly temporal variation in transcript abundance, which is supported by previous studies in *Brassica rapa* [83], and *Arabidopsis thaliana* [92, 93], where seed developmental stages are the major source of transcriptional and metabolic variation.

Second, the center of our attention was directed to transcripts related to Jatropha seed maturation to correlate co-expression patterns within pathways and to anticipate putative regulatory elements of the metabolisms of interest (Fig. 4). The co-expression analysis showed that the CB5-D had the highest number of edges, connected directly to CDR1. The co-expression result showed a high degree of connectivity between seed development and hormone pathways, while seed storage is less well connected to the other two pathways.

Third, a subset of probes with variation in transcript abundance patterns between maturation was selected for further analyses. This subset of genes was present in different clusters, which were enriched in various metabolic pathways such as fatty acid biosynthesis, flavonoid biosynthesis, glucan metabolic biosynthesis, seed maturation and dormancy, sucrose and hormone metabolic processes.

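The step between stages V and VI had the largest number of probes past the threshold among the 5 steps between neighbouring stages under each of the 14 settings run with different scalings, thresholds, models or sets of slides, and with each of the 21 seed arrays left out in turn.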

Fourth, pairwise transcript expression analyses of different maturation stages of *J. curcas* seeds showed that most changes in transcript abundance occurred between stages V and VI with brown and black epicarp, respectively (Table S6), suggesting that the timing of metabolic pathways during seed maturation in *J. curcas* is in late stages. The expression results were validated for 75 putative transcripts.

Finally, cluster analyses were used to discover particular seed maturation-dependent patterns of gene expression. Transcripts related to fatty acid, flavonoid, and phenylpropanoid biosynthesis were over-represented in the early stage, while lipid storage in the late stage. Generally, the expression of the most over-represented transcripts decreases in the last stage of seed maturation.

## Methods

### Plant material

Seeds of a selected *J. curcas* plant in Kamisse, Ethiopia, were collected at six maturation stages (I-VI) and characterized according to the color of epicarp and endocarp [green-white (I), green-brown (II), green-black (III), yellow-black (IV), brown-black (V), dry-black (VI)] [94] at the same time. Three biological replicates were used for each sample, immediately frozen in liquid nitrogen and stored at − 80 °C.

### Total RNA extraction

Total RNA was extracted from six stages of seed maturation of *J. curcas* using plant RNA purification reagents (Invitrogen) according to the supplier’s instructions. The quality and concentration of total RNAs were determined using NanoVue Spectrophotometer (GE Healthcare Life Sciences) and gel electrophoresis. All RNA samples showing A260/280 ratios between 2.0 and 2.15 were selected and analyzed for RNA integrity using an Agilent 2100 Bioanalyzer (Agilent Technologies). RNA samples with an integrity number above 7.0 were used for further analyses.

### cDNA synthesis for sequencing

Equal amounts of extracted RNA from different seed maturation stages were pooled and used for cDNA library construction. To purify mRNA from 5 μg total RNA, the mRNA-Only Eukaryotic mRNA Isolation Kit (Epicentre) was used by applying exonuclease digestion followed by LiCl precipitation. One μg mRNA was used for the synthesis of the first-strand cDNA by the Mint-Universal cDNA Synthesis Kit (Evrogen). The Trimmer Kit (Evrogen) was used for normalization reaction using 800 ng amplified cDNA, which was re-amplified by 18 cycles.

### Size selection and cloning of cDNA

Two μg of normalized cDNA were digested by ten units of the *SfiI* restriction enzyme (New England Biolabs) for 2 h at 48 °C. Fragments (> 800 bp) isolated from an LMP agarose gel were purified using the MinElute Gel Extraction Kit (Qiagen). The Fast Ligation Kit (New England Biolabs) was used for ligation of 200 ng purified cDNA fragments to 100 ng *SfiI* using dephosphorylated pDNR-lib Vector (Clontech). The product was desalted by ethanol precipitation and re-dissolved in 10 μl water. Of this, 1.5 μl was used to transform NEB10b competent cells (New England Biolabs). To verify the success of normalization, 96 clones were randomly selected and sequenced.

### cDNA library preparation and sequencing using Roche 454 FLX

One million clones were plated on LB-Cm agar plates, collected and stored in glycerol stocks at − 70 °C. Half of the cells were inoculated to a 300 ml Terrific Broth/Cm culture and were grown for 5 h at 30 °C. One hundred Units SfiI digested 200 μg of purified plasmid DNA (Qiagen) for 2 h at 48 °C. LMP-Agarose/MinElute Gel Extraction Kit was used to purify inserts, which were ligated to high-molecular-weight DNA using a Sfi-linker.

The library for the Roche 454 FLX sequencing was generated according to the manufacturer’s protocols (Roche/454 Life Sciences). The concatenated inserts were sheared to fragments ranging from 400 to 900 bp. The two 454 A and B adaptors were ligated to the ends of the emulsion PCR and sequencing. The library was sequenced on one picotiter-plate of the GS FLX using the Roche/454 Titanium chemistry.

### Assembly of the sequence reads to transcripts

At first, the reads were screened for the Sfi-linker used for concatenation and linker sequences were removed. The Roche/454 Newbler software (454 Life Sciences Corporation, Software Release 2.3) at default setting was used to assemble clean reads to individual transcripts. All unique sequences with an average length of > 100 bp were used for oligonucleotide microarray design.

The seed transcriptome has been assessed using the BUSCO 4.0.2 [95] software package by identifying core eudicot genes (eudicots_odb10) in the dataset. Twenty-three of the identified core genes have been selected and aligned to homologous sequences from *Jatropha curcas*, *Hevea brasiliensis*, *Manihot esculenta*, *Ricinus communis*, *Populus trichocarpa* and *Vitis vinifera* using clustalw [96]. Phylogenetic analysis has been carried out using Beast v. 2.6 [97].

### GO annotation of whole seed transcripts

Blast2GO was used to obtain the GO information. The initial blast search was carried out using BLASTX (maximum e-value of 1e-6, gap open penalty 11, gap extension penalty 1). Maximum 20 blast hits were retained per contig, blast hits have been submitted to the blast2go annotation database for further analysis. Furthermore, the functional annotation was used to refine annotation, and specific GO terms were labeled with their putative Biological Process (BP), Molecular Function (MF), and Cellular Component (CC). Furthermore, GO IDs were used to assign enzyme commission (EC) numbers and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [98] to contigs.

### Manual annotation of specific functions

The obtained sequences were annotated using the pipeline version of Blast2Go v2.5.0 [29]. Additional information was added to the annotation database from an InterProScan v5RC6 analysis of the sequences [99]. For protein-based similarity search, a protein sequence database of the reads was set up. Amino acid sequences for each read were defined as the most extended open reading frame of the sequence.

Specific homology searches were carried out for three distinct molecular functions of special interest: transcription factors, transporters and resistance gene analogues.

To identify transcription factors, DNA binding domain alignments were obtained from the Plant Transcription Factor (TF) Database [100]. Hidden Markov Models (HMMs) were built based on the alignment, and sequence reads were searched for these DNA binding domain models using HMMER3 [101].

Transporters were predicted based on sequence homology search using BLAST [102] against sequence entries for the Transporter Classification (TC) Database [103]. Sequence hits with an E-value lower than 1e-100 were considered as transporters of the respective class.

Reference R-gene sequences (112 genes) were acquired from the plant resistance genes (PRG) database [104] and InterPro (IPR) domains were identified for the reference sequences with InterProScan. To predict resistance gene analogue (RGA) sequences, Blast2GO and InterProScan annotation tables were filtered for these IPR domains

Further genes or functions of interest were analyzed using text-based searches (curcins, storage proteins) in the Blast2Go/InterProScan annotation or based on the enzyme codes also included in a Blast2Go annotation table.

### Microarray oligonucleotide probe design

The probes were designed (Genotypic Technology LTD.) for an 8 × 60 K oligonucleotide gene expression microarray (Agilent Technologies) using all unique sequence of whole seed transcript (contigs) from the transcriptome of different maturation stages, using the Agilent’s eArray software (https://earray.chem.agilent.com/earray/). The probes were designed in sense and antisense direction with an average probe spacing of 250 bp (500 bp sense + 500 bp antisense). A set of unique sequences was established as a database, and the probes were designed by tiling the contig sequences against the database. Probes specific to each transcript were selected for cross-hybridization when showing a hit with at least 30 bp and > 84% identity. Best probes were considered those showing single hits in the BLAST results.

### Probe labeling, hybridization, and detection

RNA labeling, hybridization onto Agilent 8x60K oligonucleotide microarrays as well as scanning and raw data analysis was carried out according to the One-Color Microarray-Based Gene Expression Analysis Protocol provided by Agilent Technologies. Total RNA (200 ng) from each sample was used to synthesize cyanine-3 labeled cRNA using the QuickAmp Labeling kit, one Color and RNA Spike-In kit one Color (Agilent Technologies). The cyanine labeled cRNA was transcribed and purified by a T7 polymerase and RNeasy mini kits (Qiagen), respectively. Samples labeled with Cy3 (825 ng) were hybridized for 17 h at 65 °C and 10 rpm in the hybridization oven using the Gene Expression Hybridization kit (Agilent Technologies). The arrays were washed according to supplier’s instructions and scanned on an Agilent G2505C scanner at 3 μm resolution. Data were acquired using Agilent Feature Extraction software version 10.5.1.1. The microarrays were hybridized with probes of six stages of seeds maturation, each with three to four biological replicates.

### Microarray data analyses

The R statistical (http://www.R-project.org) and Bioconductor software [105] were used to perform the pre-processing analyses of Agilent 8x60K oligonucleotide gene expression microarrays data. Fluorescence signal intensities from each spot were quantified. Background correction was performed using Agilent spatial detrending background estimate, followed by averaging of replicate spots, log_2_-transformation, KNN (K nearest neighbor) imputation of missing values and quantile normalization. The linear modeling functions of the LIMMA package were used for inference statistics [106]. Statistical significance was determined by *t-*statistic for seeds and corresponding *P*-values. Genes with Benjamini-Hochberg false discovery rate (FDR) corrected *P*-value <1e-8 were considered as significantly differentially expressed in different stages of seed maturation and leaf samples. Clustering was performed using normalized and filtered data. The differentially expressed sequences (DESs) were clustered according to their expression patterns across seed maturation stages. Normal mixture modeling for model-based clustering (expectation-maximization) was performed with *P*-value <1e-8 [107]. The obtained microarray data in this study were stored in the Gene Expression Omnibus (GEO) (GSE109931).

### GO set enrichment analyses

Gene set enrichment analyses were carried out according to the GO/KEGG terms using the Bioconductor GOstats package [25]. Since *Jatropha* is not a supported model organism, the complete GO/KEGG categories for the differentially expressed genes were identified, using the Blast2GO annotation file of the whole seed transcriptome. After building the gene-set collection, the corresponding parameter object was created followed by hyper-geometric testing. The differentially expressed genes of different maturation stages of seeds or clusters were analyzed for both over- and under-representation of GO terms, where KEGG and each GO category (BP, CC, and MF) were analyzed separately.

Results of the GOstats analyses were plotted as flipped bar charts displaying each identified term using the negative log10 *P*-value for the top 15 terms. Both over- and under-represented GO terms were combined in one graph, showing the *P*-value of the over-represented term on the right side and the under-represented term on the left side. In addition, heatmaps were created using the negative log10 *P*-value.

### Co-expression network analysis

Co-expression networks based on partial correlations were calculated using the DESs with a *P*-value <1e-8 (f-statistics of the model) as described above [26, 27]. Co-expression network was constructed from the 300 most significant edges. Nodes were colored according to the cluster membership from cluster analyses of DESs, and the number of connections for the top 20 nodes with the highest number of connections to other nodes was constructed as bar plots.

Further, the genes that were expected to be involved in seed development, seed storage, and hormone cross-talking were extracted by searching the available GO annotations of each contig. A partial correlation network was constructed, and a network of the top 50 most significant edges was extracted.

### Quantitative real-time (qRT)-PCR using BioMark

Primers for selected contigs from the microarray and housekeeping genes were designed using Primer3 software [28]. cDNA synthesis was performed on a total of 48 samples, including 42 test samples, four standard control samples, and two nuclease-free water (negative control) samples. For standard control, a reference sample was prepared, consisting of an equivalent pool of all test samples. In each 20 μl reaction 100 ng of total RNA per test sample as well as 800, 200, 50 and 12.5 ng of reference RNA sample (as standard control) and only water in the two negative control samples were reverse transcribed, using the SuperScript III First-Strand Synthesis System Kit (Invitrogen) according to the manufacturer’s protocol. The RT reactions were diluted 1:3, and 1.25 μl of each dilution was applied to 4 different 5 μl pre-amplification reactions, each containing 1x Qiagen PCR buffer, 0.8 mM of dNTPs, 0.25 μl of DMSO, 0.15 Unit of HotStarTaq DNA polymerase (Qiagen) and a pool of 48 different primer pairs (200 nM each). Cycling conditions for pre-amplification were 15 min at 95 °C and 14 cycles of 40 s at 95 °C, 40 s at 60 °C and 80 s at 72 °C. The cycle ended with a final step of 7 min at 72 °C. After pre-amplification, products were diluted 1:5 in nuclease-free water. QPCR amplification was performed using the BioMark system (Fluidigm) and 48.48 Dynamic Arrays. For each qPCR run 6 μl sample mix were prepared, consisting of 1x Qiagen PCR Buffer (including 1.5 mM MgCl_2_), 0.4 mM MgCl_2_, 0.96 mM dNTPs, 0.3 μl DMSO, 1x EvaGreen Binding dye, 0.18 units HotStarTaq Polymerase (QIAGEN HotStarTaq™ PCR), 0.004 μl ROX, 1x DNA binding dye (Fluidigm) and 1.5 μl of pre-amplified and 1:5 diluted samples. In parallel, six μl of assay mix were prepared, including three μl of 2x Assay Loading reagent (Fluidigm), 0.3 μl nuclease free water and 2.7 μl of 200 nM primer pair pool used for pre-amplification of test samples. 48.48 Dynamic Arrays were primed, sample mix as well as assay mix were loaded with the integrated fluidic circuit (IFC) controller MX (Fluidigm) and qPCR was performed using the BioMark system (Fluidigm) according to the manufacturer’s instructions. Cycling conditions were 15 min at 95 °C and 40 cycles of 40 s at 95 °C, 40 s at 60 °C and 80 s at 72 °C. A final step of 7 min at 72 °C ended the cycle. Ct values were calculated using the Fluidigm Real-Time PCR Analysis Software 4.1.2. Similar to microarray data analyses, qPCR data were normalized using quantile normalization, and linear models were calculated using the LIMMA package.

## Supplementary information

**Additional file 1: Figure S1.** Phylogenetic relationship of the seed specific transcriptome in the *Euphorbiaceae* family based on the sequences selected 23 core genes. Hbr: *Hevea brasiliensis* (rubber tree), Mes: *Manihot esculenta* (cassava), Jcu_own: *Jatropha curcas* sequences identified in this study, Jcu_ref: *J. curcas* NCBI reference sequences, Rco: *Ricinus communis*, Ptr. *Populus trichocarpa*, Vvi: *Vitis vinifera*.

**Additional file 2: Figure S2.** GO annotation classification of whole seed transcript sequencing data. Results are summarized for three main GO categories (BP, MF, and CC). The x-axis indicates the most abundant GO terms, and y-axis represents the number of each GO term.

**Additional file 3: Figure S3.** PCA analysis explains the variance in gene expression of the six different seed maturation stages (I-VI) with their biological replications.

**Additional file 4: Figure S4.** The expression profiles of each microarray probe during seed developmental stages. The x-axis represents different developmental stages, and the y-axis represents the log_2_ intensity values.

**Additional file 5: Figure S5.** TreeMap view in REVIGO of the enriched BP of the six different seed maturation stages of all DESs. All terms are adjusted *P*-value cutoff at 0.05 from the enrichment analysis.

**Additional file 6: Figure S6.** Plot of the top 15 significantly enriched categories of KEGG pathways in the 10 identified clusters (Fig. 2). The turquoise bars show over-represented pathways and the magenta bars show under-represented pathways. The x-axis indicates the statistical significance of the enrichment.

**Additional file 7: Figure S7.** Overview of significantly enriched and over-represented pathways and enzymes related to lipid metabolism identified in different clusters. Figures generated by the pathview package to paint the gene of interests into KEGG pathways.

**Additional file 8: Figure S8.** Overview of significantly enriched and over-represented phenylpropanoid biosynthesis biosynthesis pathways and related enzymes identified in different clusters. Figures generated pathview package to paint the gene of interests into KEGG pathways.

**Additional file 9: Figure S9.** Overview of significantly enriched and over-represented flavonoid, flavone and flavonol biosynthesis and isoflavonoid biosynthesis pathways and related enzymes identified in different clusters. Figures generated by the pathview package to paint the gene of interests into KEGG pathways.

**Additional file 10: Figure S10.** Correlation between microarray and qRT-PCR of some DESs during seed development. The y-axis represented the log_2_ intensity values from microarray analysis and the x-axis represented the Ct values from the qPCR analysis.

**Additional file 11: Table S1.** Sequence comparison between obtained contigs and the Jatropha transcriptomic sequences of Kazusa DNA Research Institute (JAT_r4.5, ftp://ftp.kazusa.or.jp/pub/Jatropha/), as well as Chinese Academy of Sciences (JatCur_1.0, ftp://ftp.ncbi.nih.gov/ genomes/Jatropha_curcas/).

**Additional file 12: Table S2.** GO classification of annotated transcripts of whole seed transcript sequencing data. Results are summarized for three main GO categories (BP, MF, and CC).

**Additional file 13: Table S3.** Annotation of whole transcript sequencing data according to Blast2Go, InterProScan, and KEGG. Manual annotation was carried out to predict RGA, TF and transporter sequences using the Plant Resistance Genes, the Plant Transcription Factor, and the Transporter Classification Databases.

**Additional file 14: Table S4** Mapping of the identified enzymes and their corresponding contigs to KEGG pathways.

**Additional file 15: Table S5.** Relative transcript expression value (log_2_) of all DESs (with a cut-off of *P*-value <1e-8) in each developmental stages and related clusters.

**Additional file 16: Table S6.** Pairwise comparison of transcripts expression values (log_2_) between different maturation stages (with a cut-off of *P*-value <1e-8).

**Additional file 17: Table S7.** The number of over- and under-represented GO terms of each category (BP, MF and CC), and related contigs in each cluster.

**Additional file 18: Table S8.** GO and KEGG enrichment analysis of significantly over- and under-represented GO terms of each category (BP, MF, and CC) and KEGG pathways for each cluster.

**Additional file 19: Table S9.** The enriched pathways of all significantly DESs for each cluster.

**Additional file 20: Table S10.** The list of 75 selected transcripts from the DESs represented in seeds and three housekeeping genes, which were used for qRT-PCR.

**Additional file 21: Table S11.** Relative expression value of all selected transcript from DESs represented in seeds and three housekeeping genes, which were used for qRT-PCR.

## Data Availability

The whole dataset generated and analyzed during the current study is available from the corresponding authors on request. Raw sequence reads are accessible in the NCBI SRA database (SRR7701127), assembled transcripts have been uploaded to TSA under the accession GIKD00000000. The version described in this paper is the first version, GIKD01000000.

## Abbreviations

GO: Gene ontology
DESs: Differentially expressed sequences
CO2: Carbon dioxide
*J. curcas*: *Jatropha curcas*
TF: Transcription factor
HMMs: Hidden Markov Models
IPR: InterPro
RGA: Resistance gene analogue
BP: Biological process
MF: Molecular function
CC: Cellular component
EC: Enzyme commission
KEGG: Kyoto encyclopedia of genes and genomes
KNN: K nearest neighbor
FDR: False discovery rate
GEO: Gene expression omnibus
HQ: High quality
Xhyb: Cross-hybridizing probes
PCA: Principle components analysis
S.D.: Standard deviation
CDR1: Aspartic proteinase
DFR: Dihydroflavonol reductase
TT8: Transparent Testa 8
ER: Endoplasmic reticulum
CAC2: Carboxylase biotin carboxylase subunit
KASII: Beta-ketoacyl-acp synthase II
MOD1: Mosaic death 1
FAB2: Fatty acid biosynthesis 2
FatA: Fata acyl-acp thioesterase
FAE1: Fatty acid elongation1
FAD2: Fatty acid desaturase2
LEC1: Leafy cotyledon1
DGAT1: Diacylglycerol acyltransferase 1
FUS3: FUSCA3
CDS2: Cytidinediphosphate diacylglycerol synthase 2
ACC: Acetyl-CoA carboxylase
MCMT: Malonyl-CoA acyl carrier protein (ACP) transacylase
KAS III: Beta-ketoacyl-ACP synthase III
KAR: 3-oxoacyl-ACP reductase
KASI: Beta-ketoacyl-ACP synthase I
KASII: Beta-ketoacyl-ACP synthase II
AAD: Acyl-ACP desaturase
OAH: Oleoyl-ACP hydrolase
FAT: Acyl-ACP thioesterase
DAG: Diacylglycerol
TAG: Triacylglycerol
PDAT1: Phospholipid: diacylglycerol acyltransferase 1
G3P: Glycerol-3-phosphate
GPAT: G3P acyltransferase
LPA: Lysophosphatidic acid
PA: Phosphatidic acid
LPAAT: LPA acyltransferase
PC: Phosphatidylcholine
DGAT: Diacylglycerol O-acyltransferase
PDAT: Phospholipid diacylglycerol acyltransferase
ATP: Diacylglycerol kinase
NAD: Aldehyde dehydrogenase
PAL: Phenylalanine ammonia-lyase
4CL: 4-Coumarate: CoA ligase
COMT: Caffeic acid 3-O-methyltransferase
CCoA-OMT: Caffeoyl-CoA O-methyltransferase
CCR: Cinnamoyl-CoA reductase
ACC: Aminocyclopropanecarboxylate

# Supplementary material for: Gene expression profiling identifies pathways involved in seed maturation of Jatropha curcas
**Source:** BMC Genomics. 2020 Apr 9;21:290. doi: 10.1186/s12864-020-6666-1

Cluster 1\_BP

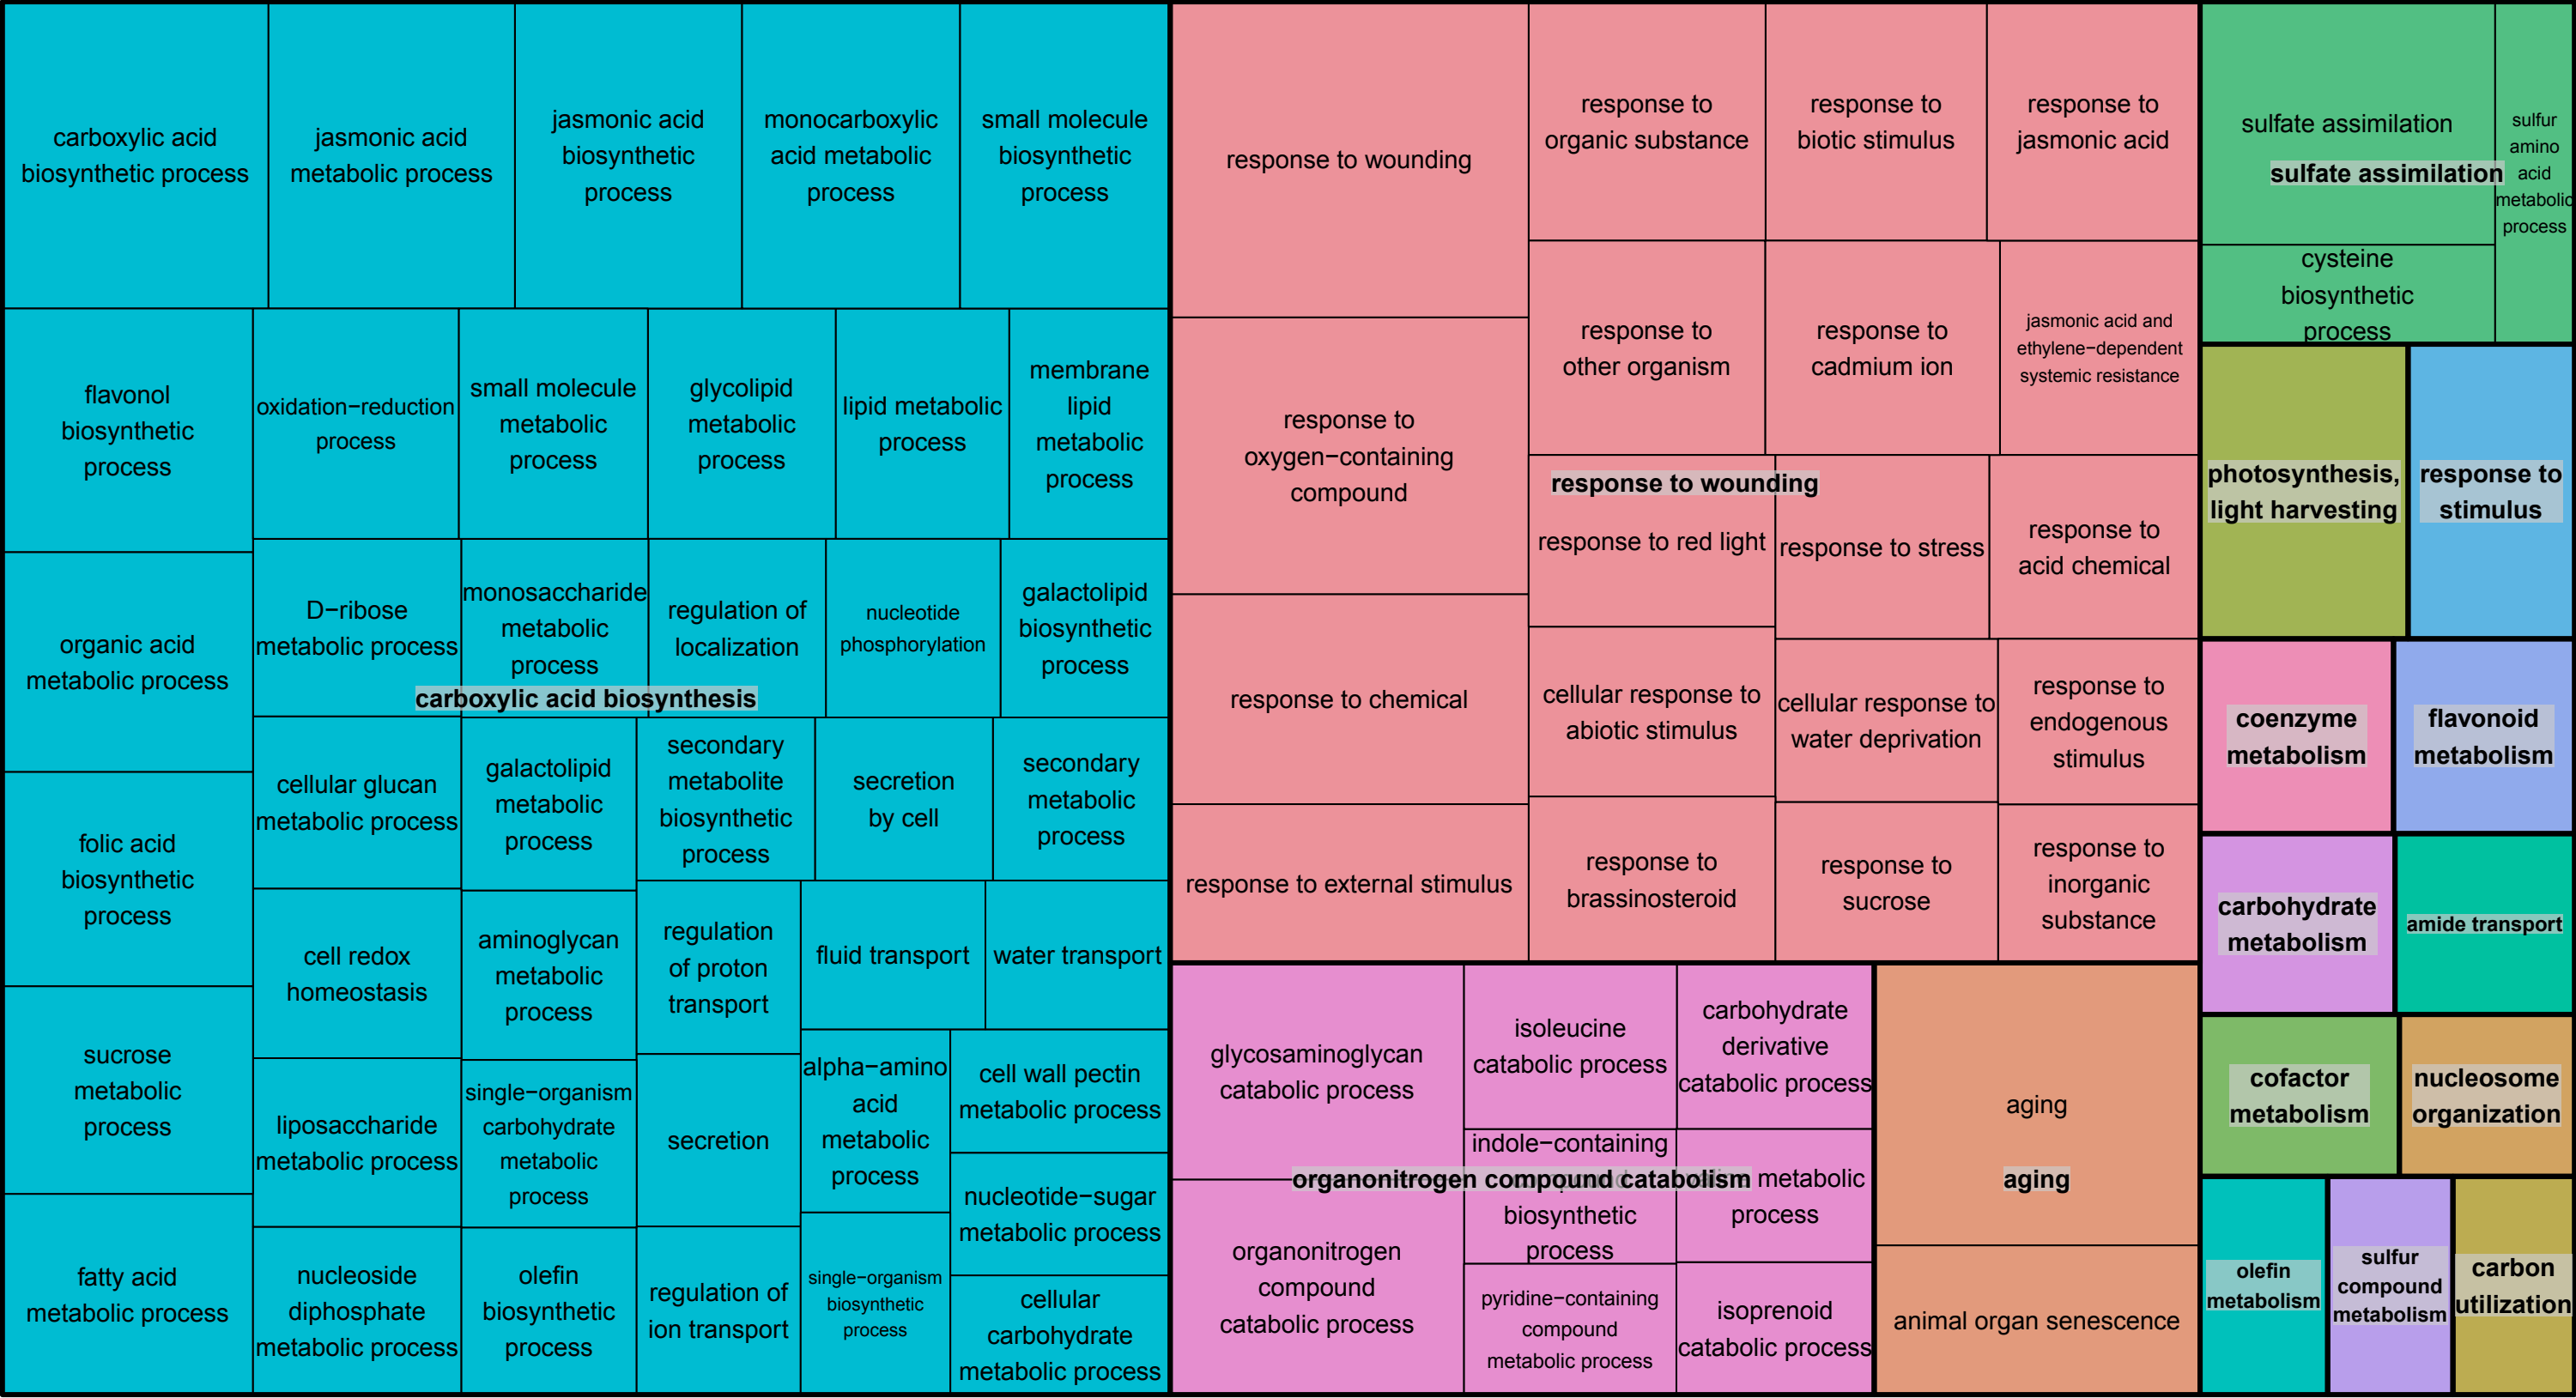

Cluster 2\_BP

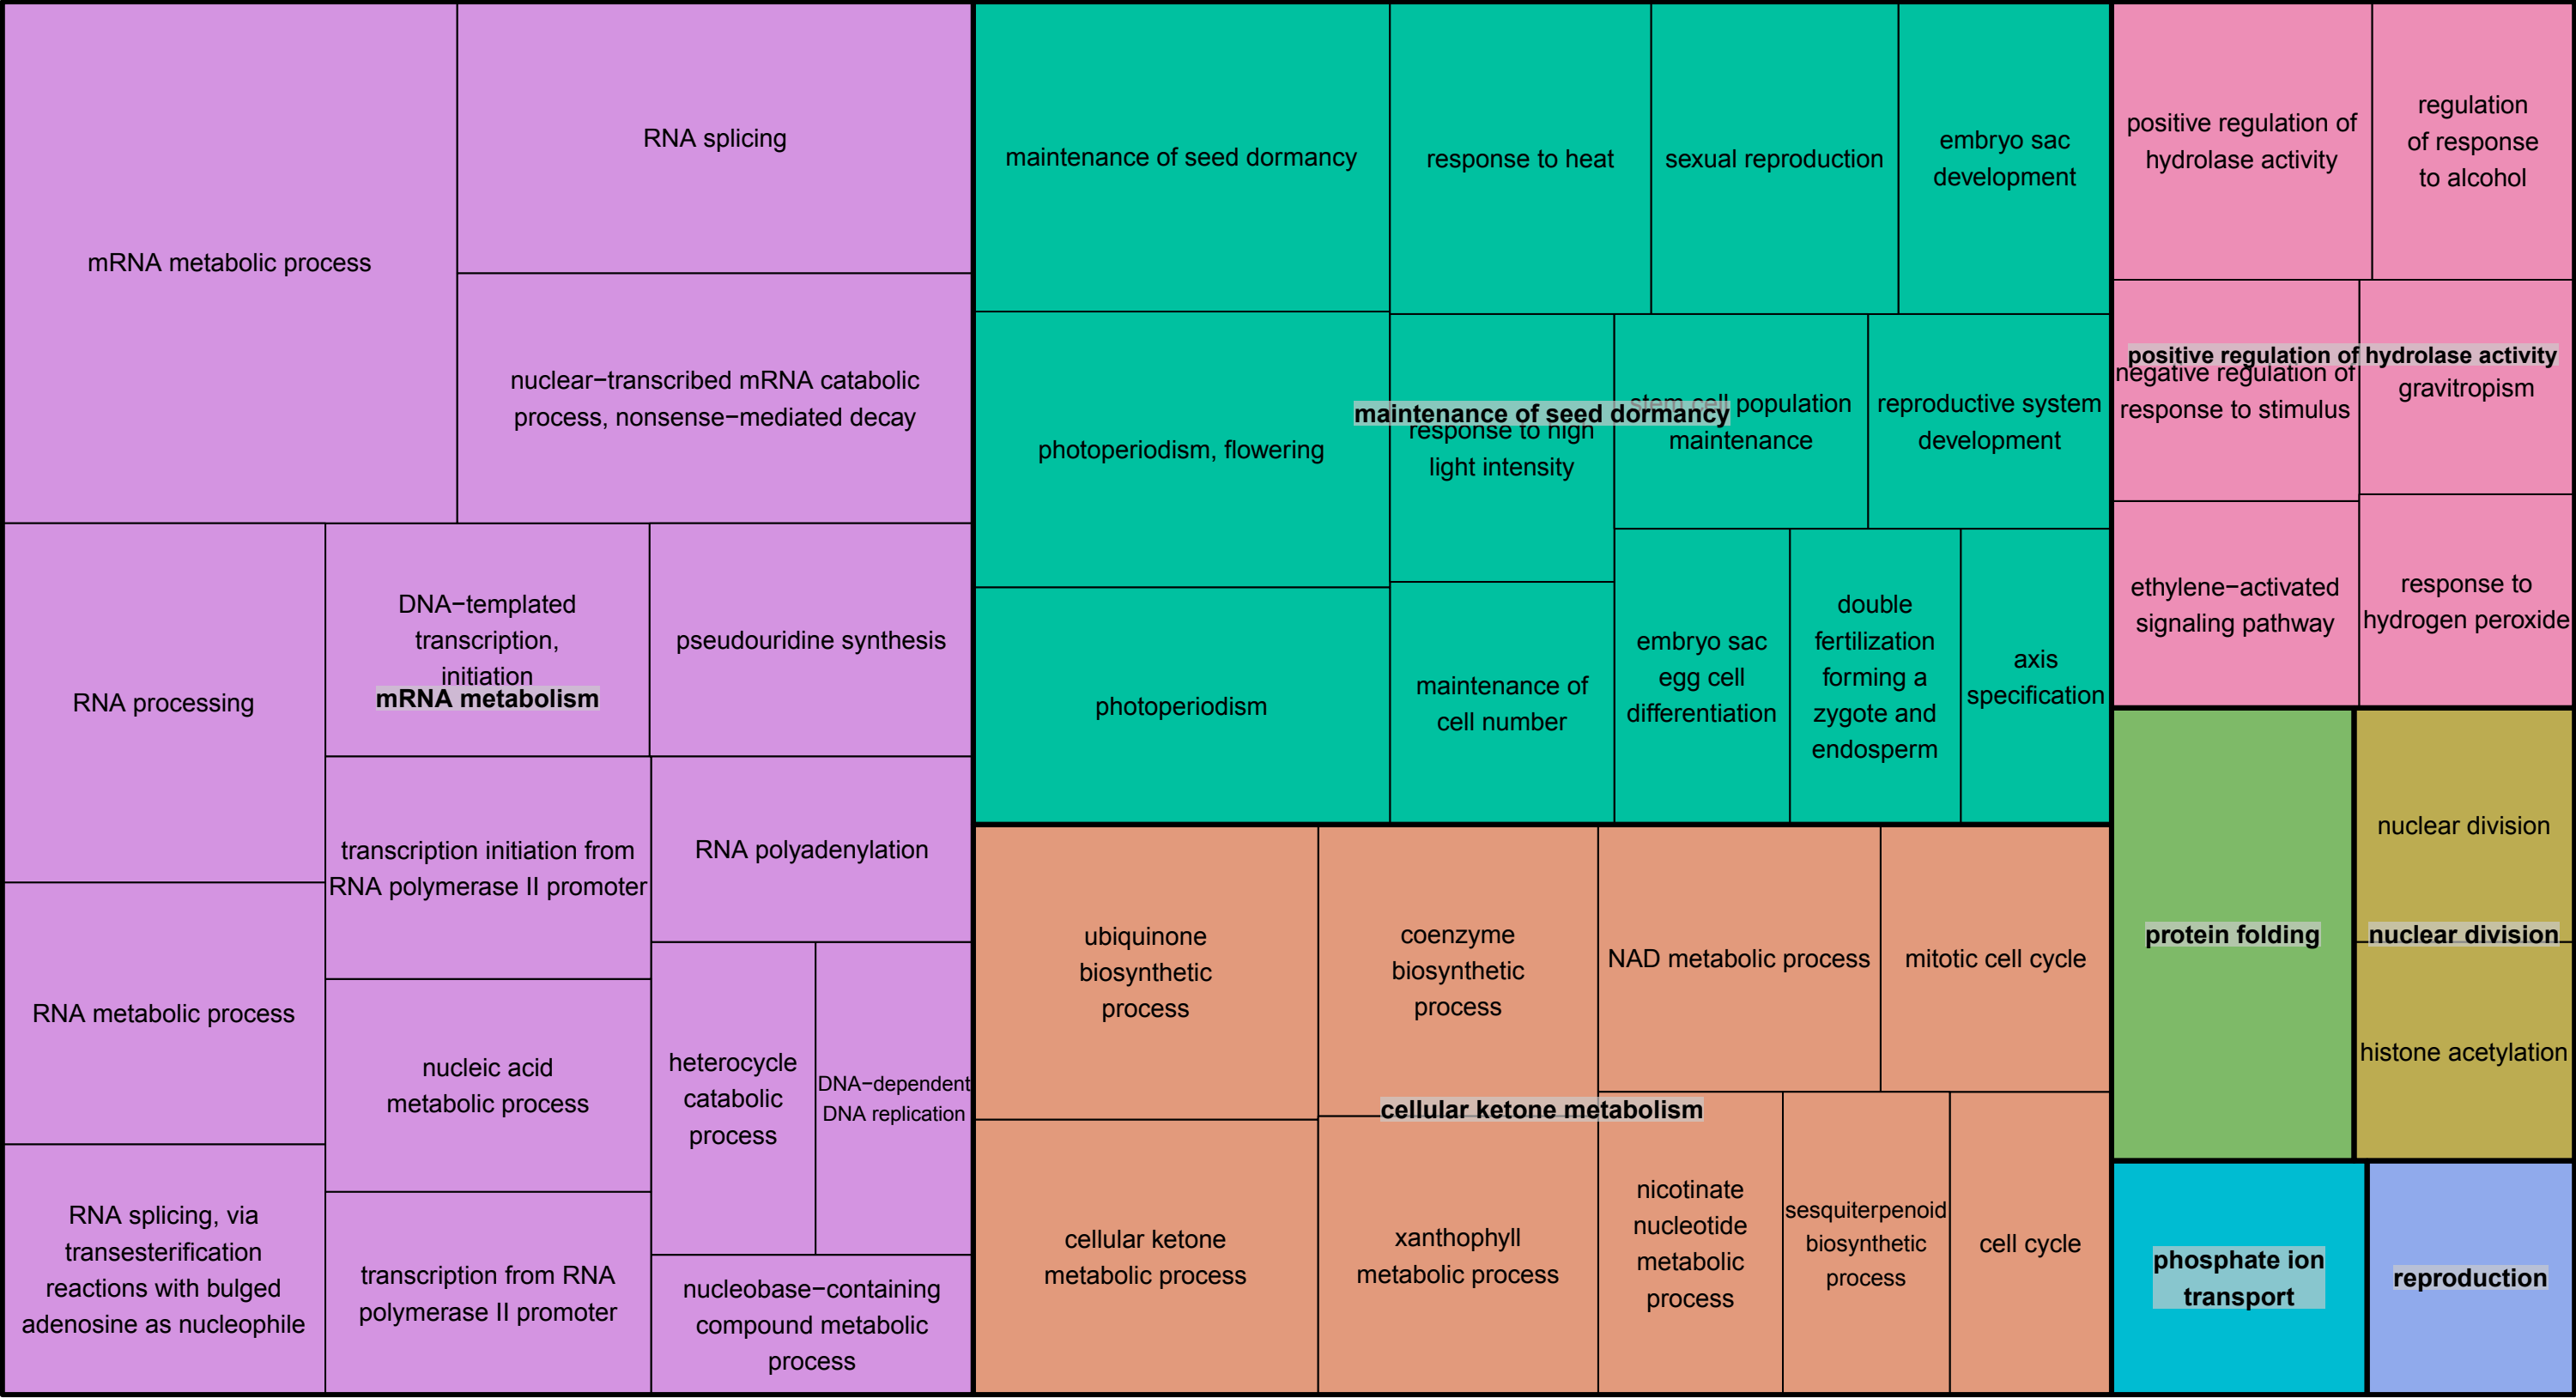

Cluster 3\_BP

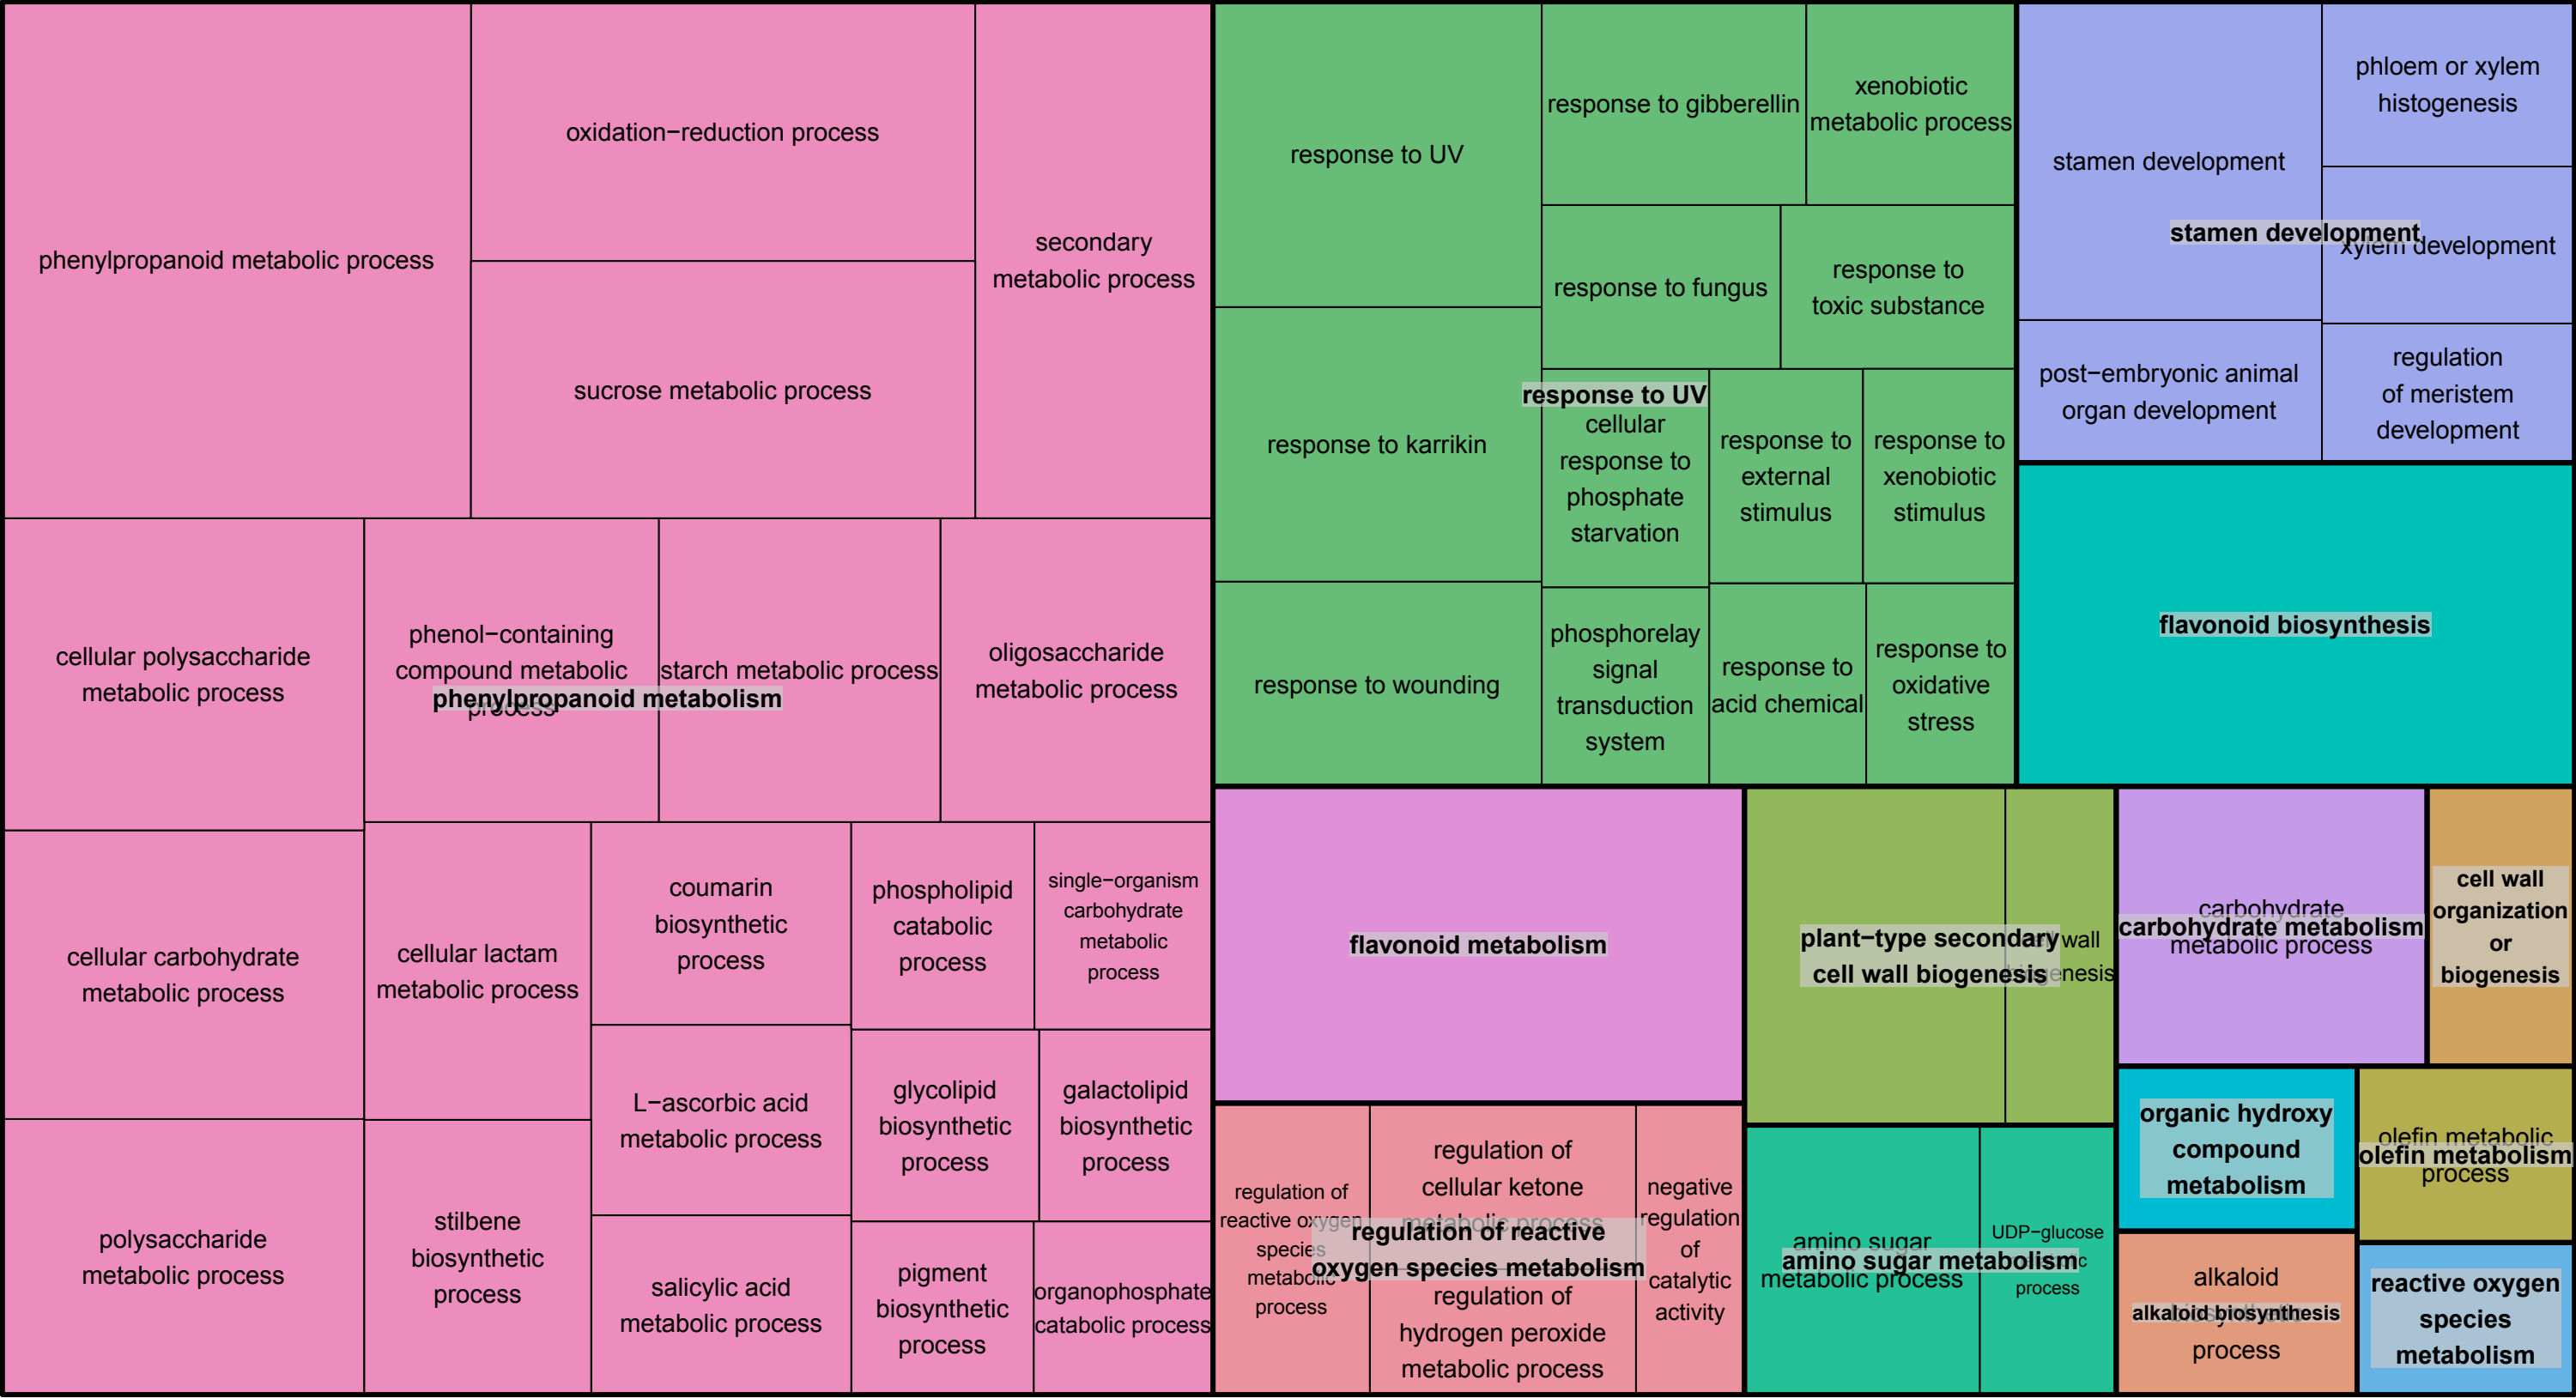

Cluster 4\_BP

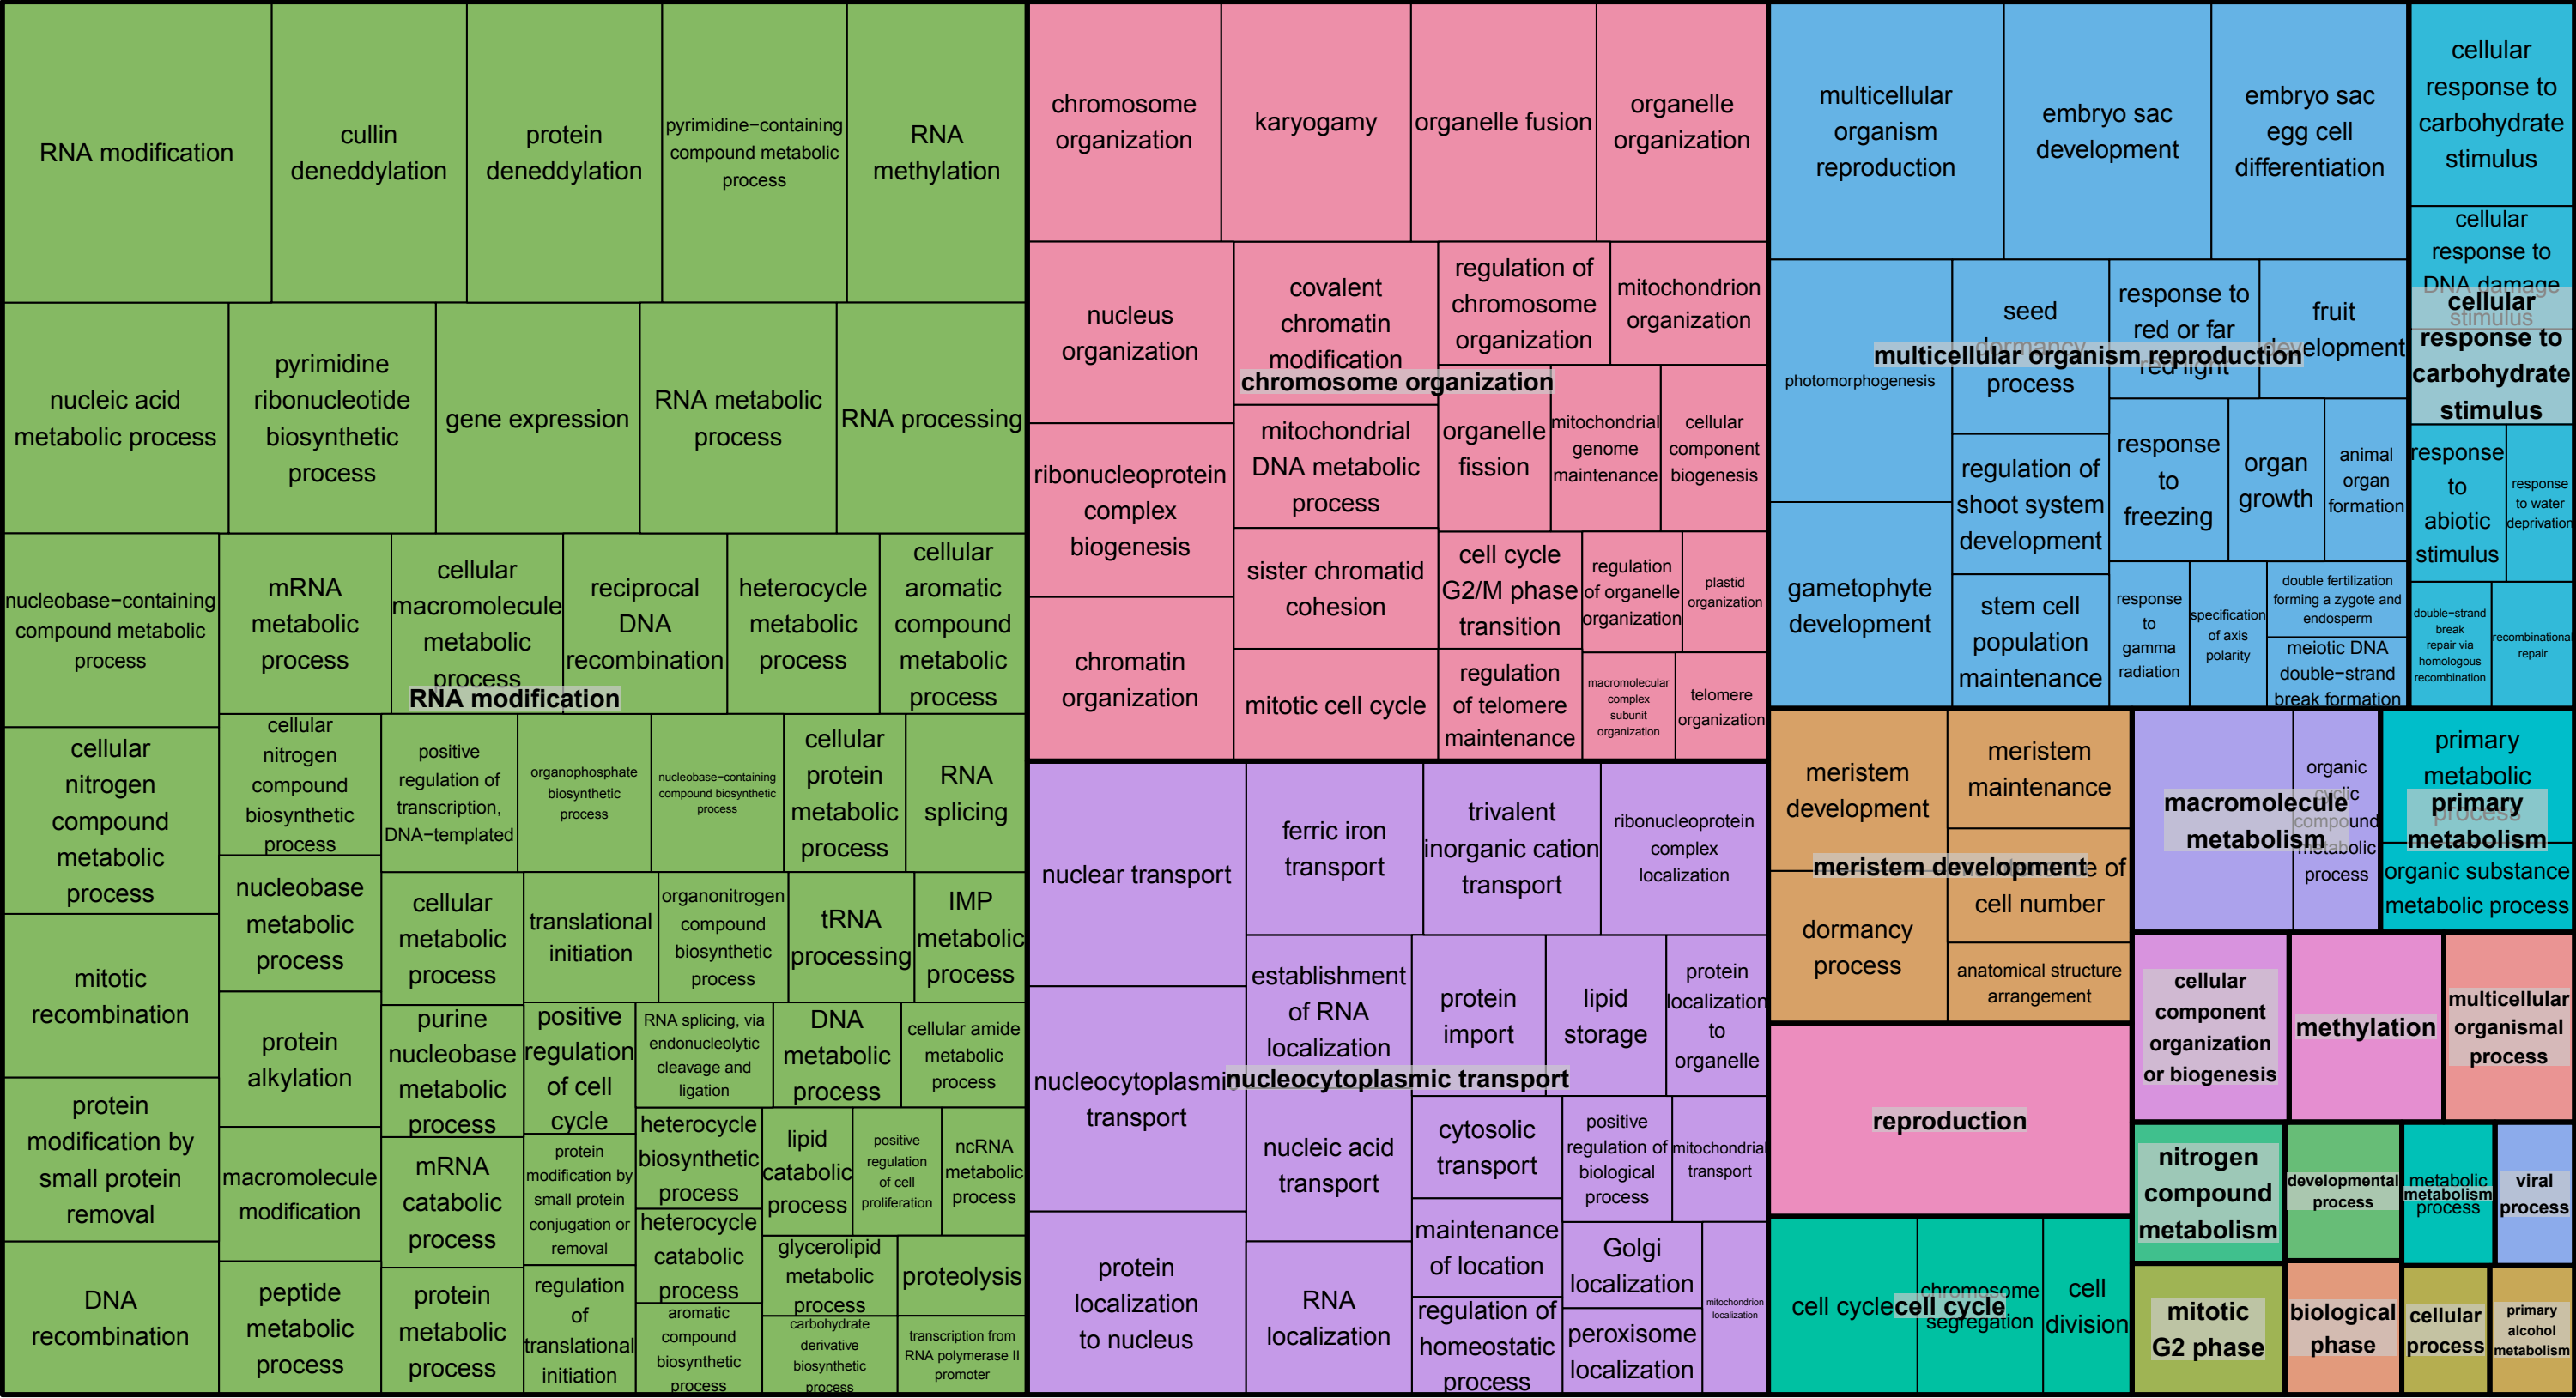

Cluster 5\_BP

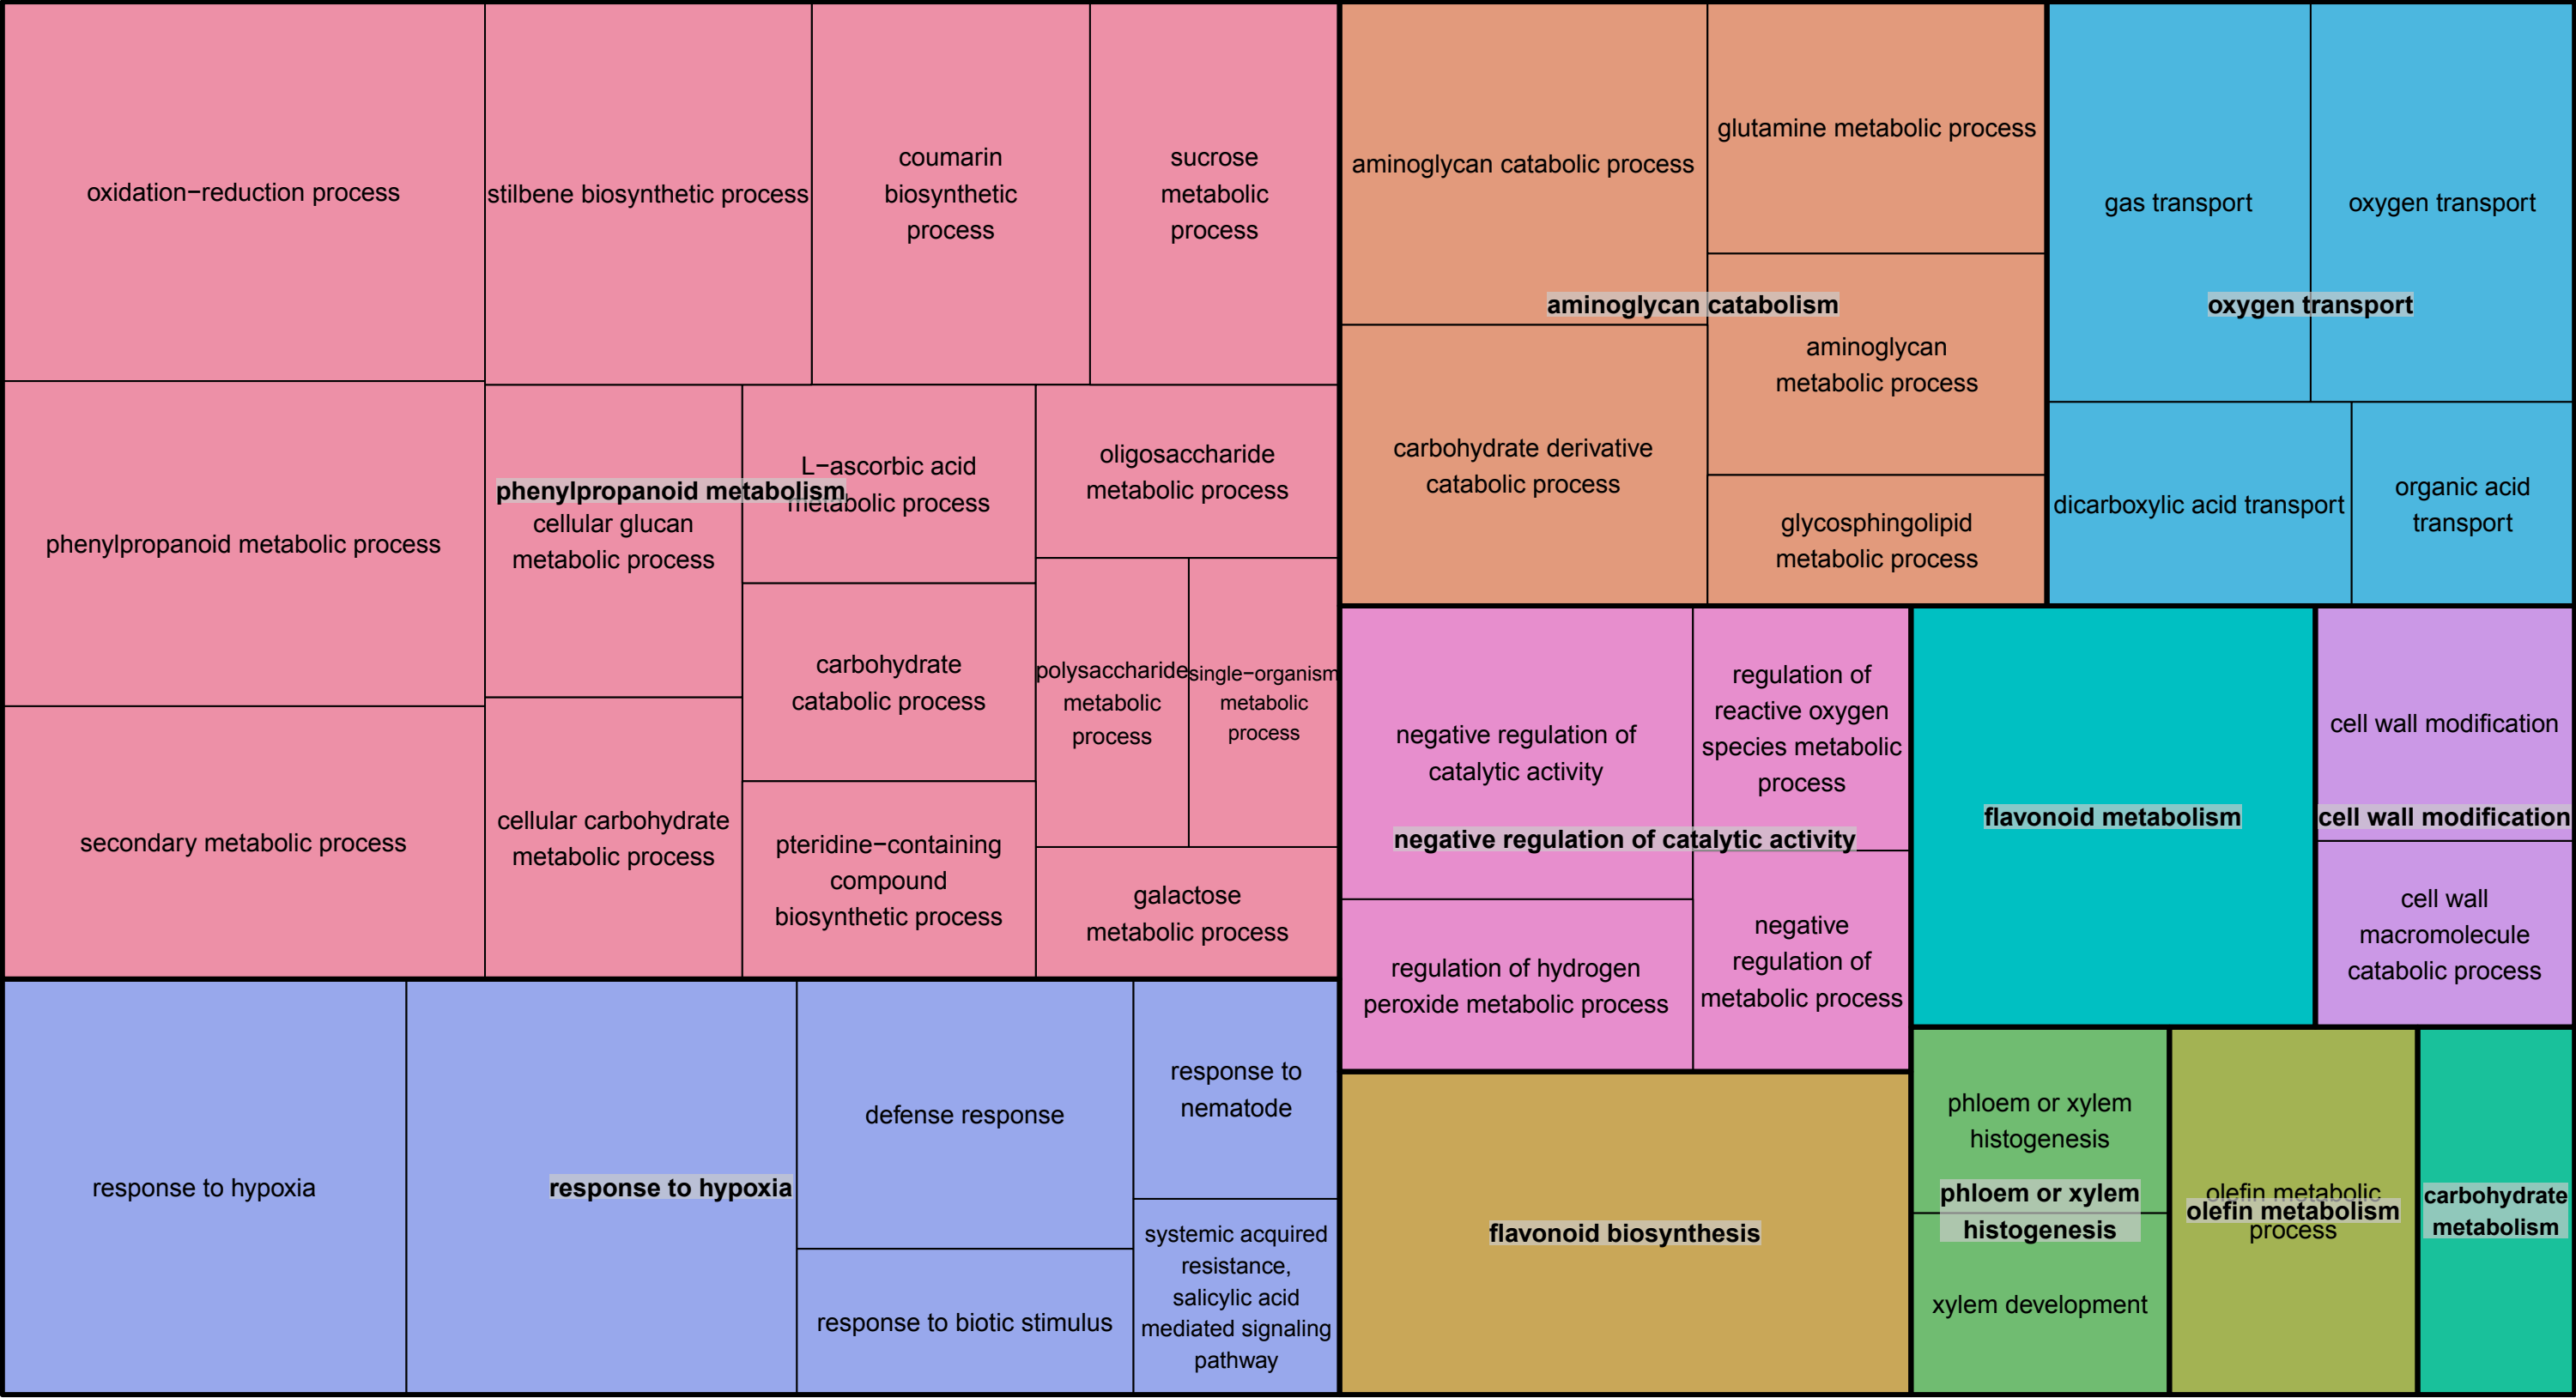

Cluster 6\_BP

|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
|-----------------------------------------------|--|---------------------------------------------------|--|------------------------------------------------|--|------------------------------------------|--|---------------------------------------------------------------------|--|-------------------------------------------------------------------------------|--|----------------------------------------------|--|----------------------------------------------|--|-------------------------------------------------|--|----------------------------------------|--|------------------------------------------|--|--------------------------------------------------|--|-------------------------------------------|--|-------------------------------------------|--|-------------------------------------------------------|--|------------------------------------|--|---------------------------------------------------|--|---------------------------|--|
| single-organism metabolic process             |  | organonitrogen compound metabolic process         |  | arginine metabolic process                     |  | para-aminobenzoic acid metabolic process |  | purine ribonucleoside metabolic process                             |  | erythrose 4-phosphate/phosphoenolpyruvate family amino acid metabolic process |  | L-phenylalanine metabolic process            |  | glycosyl compound metabolic process          |  | response to chemical                            |  | response to endogenous stimulus        |  | cell surface receptor signaling pathway  |  | enzyme linked receptor protein signaling pathway |  | response to endoplasmic reticulum stress  |  | hormone transport                         |  | positive regulation of flavonoid biosynthetic process |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
| oxidation-reduction process                   |  | monocarboxylic acid metabolic process             |  | L-serine metabolic process                     |  | amine metabolic process                  |  | flavin-containing compound metabolic process                        |  | oxylipin metabolic process                                                    |  | vitamin B6 metabolic process                 |  | nonribosomal peptide biosynthetic process    |  | response to inorganic substance                 |  | response to decreased oxygen levels    |  | regulation of signal transduction        |  | regulation of signaling                          |  | regulation of cell communication          |  | hydrogen peroxide transmembrane transport |  | urea transmembrane transport                          |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
| small molecule biosynthetic process           |  | cellular modified amino acid biosynthetic process |  | cellular amine metabolic process               |  | monosaccharide process                   |  | proteoglycan metabolic process                                      |  | monosaccharide biosynthetic process                                           |  | cellular glucan metabolic process            |  | regulation of cell death                     |  | polyamine catabolic process                     |  | response to oxygen-containing compound |  | response to hormone                      |  | response to xenobiotic stimulus                  |  | response to chitin                        |  | response to biotic stimulus               |  | response to arsenic-containing substance              |  | nucleobase transport               |  | regulation of hydrogen peroxide metabolic process |  | arsenite transport        |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
| one-carbon metabolic process                  |  | microtubule-based process                         |  | carboxylic acid biosynthetic process           |  | glycosaminoglycan biosynthetic process   |  | cellular carbohydrate metabolic process                             |  | aminoglycan metabolic process                                                 |  | positive regulation of transferase activity  |  | microtubule-based movement                   |  | reactive nitrogen species metabolic process     |  | response to organic substance          |  | systemic acquired resistance             |  | response to acid chemical                        |  | response to external stimulus             |  | cellular response to stress               |  | regulation of response to stimulus                    |  | purine nucleobase transport        |  | regulation of cell size                           |  | inorganic anion transport |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
| sterol biosynthetic process                   |  | sucrose metabolic process                         |  | single-organism carbohydrate metabolic process |  | nitrate assimilation                     |  | regulation of cellular ketone metabolic process                     |  | polysaccharide metabolic process                                              |  | aerobic respiration                          |  | fructose metabolic process                   |  | pteridine-containing compound metabolic process |  | phosphorylation                        |  | protein phosphorylation                  |  | peptidyl-proline hydroxylation                   |  | S-adenosylmethionine biosynthetic process |  | glutathione biosynthetic process          |  | response to stimulus                                  |  | signaling                          |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
| aspartate family amino acid metabolic process |  | tyrosine metabolic process                        |  | threonine metabolic process                    |  | nucleotide-sugar metabolic process       |  | aromatic amino acid family biosynthetic process, prephenate pathway |  | oxylipin biosynthetic process                                                 |  | vitamin metabolic process                    |  | aromatic amino acid family metabolic process |  | cytokinesis                                     |  | protein hydroxylation                  |  | MAPK cascade                             |  | positive regulation of protein phosphorylation   |  | S-adenosylmethionine metabolic process    |  | catabolic process                         |  | protein tetramerization                               |  | sulfur compound metabolism         |  | benzene-containing compound metabolism            |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
| tyrosine metabolic process                    |  | 4-hydroxyproline metabolic process                |  | mucopolysaccharide metabolic process           |  | tyrosine biosynthetic process            |  | fatty acid metabolic process                                        |  | cellular lactam metabolic process                                             |  | indole-containing compound metabolic process |  | pectin biosynthetic process                  |  | phosphorus metabolic process                    |  | protein sumoylation                    |  | nucleoside diphosphate metabolic process |  | signal transduction by protein phosphorylation   |  | stamen filament development               |  | cell communication                        |  | single-organism process                               |  | carbohydrate metabolism            |  | carbon utilization                                |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
| tyrosine metabolic process                    |  | threonine metabolic process                       |  | proteoglycan biosynthetic process              |  | steroid metabolic process                |  | pyridine-containing compound metabolic process                      |  | protein N-linked glycosylation via asparagine                                 |  | L-ascorbic acid metabolic process            |  | intracellular signal transduction            |  | nucleotide phosphorylation                      |  | peptidyl-asparagine modification       |  | intracellular signal transduction        |  | stamen filament development                      |  | cell communication                        |  | single-organism process                   |  | organic hydroxy compound metabolism                   |  | carbohydrate derivative metabolism |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |
|                                               |  |                                                   |  |                                                |  |                                          |  |                                                                     |  |                                                                               |  |                                              |  |                                              |  |                                                 |  |                                        |  |                                          |  |                                                  |  |                                           |  |                                           |  |                                                       |  |                                    |  |                                                   |  |                           |  |

Cluster 7\_BP

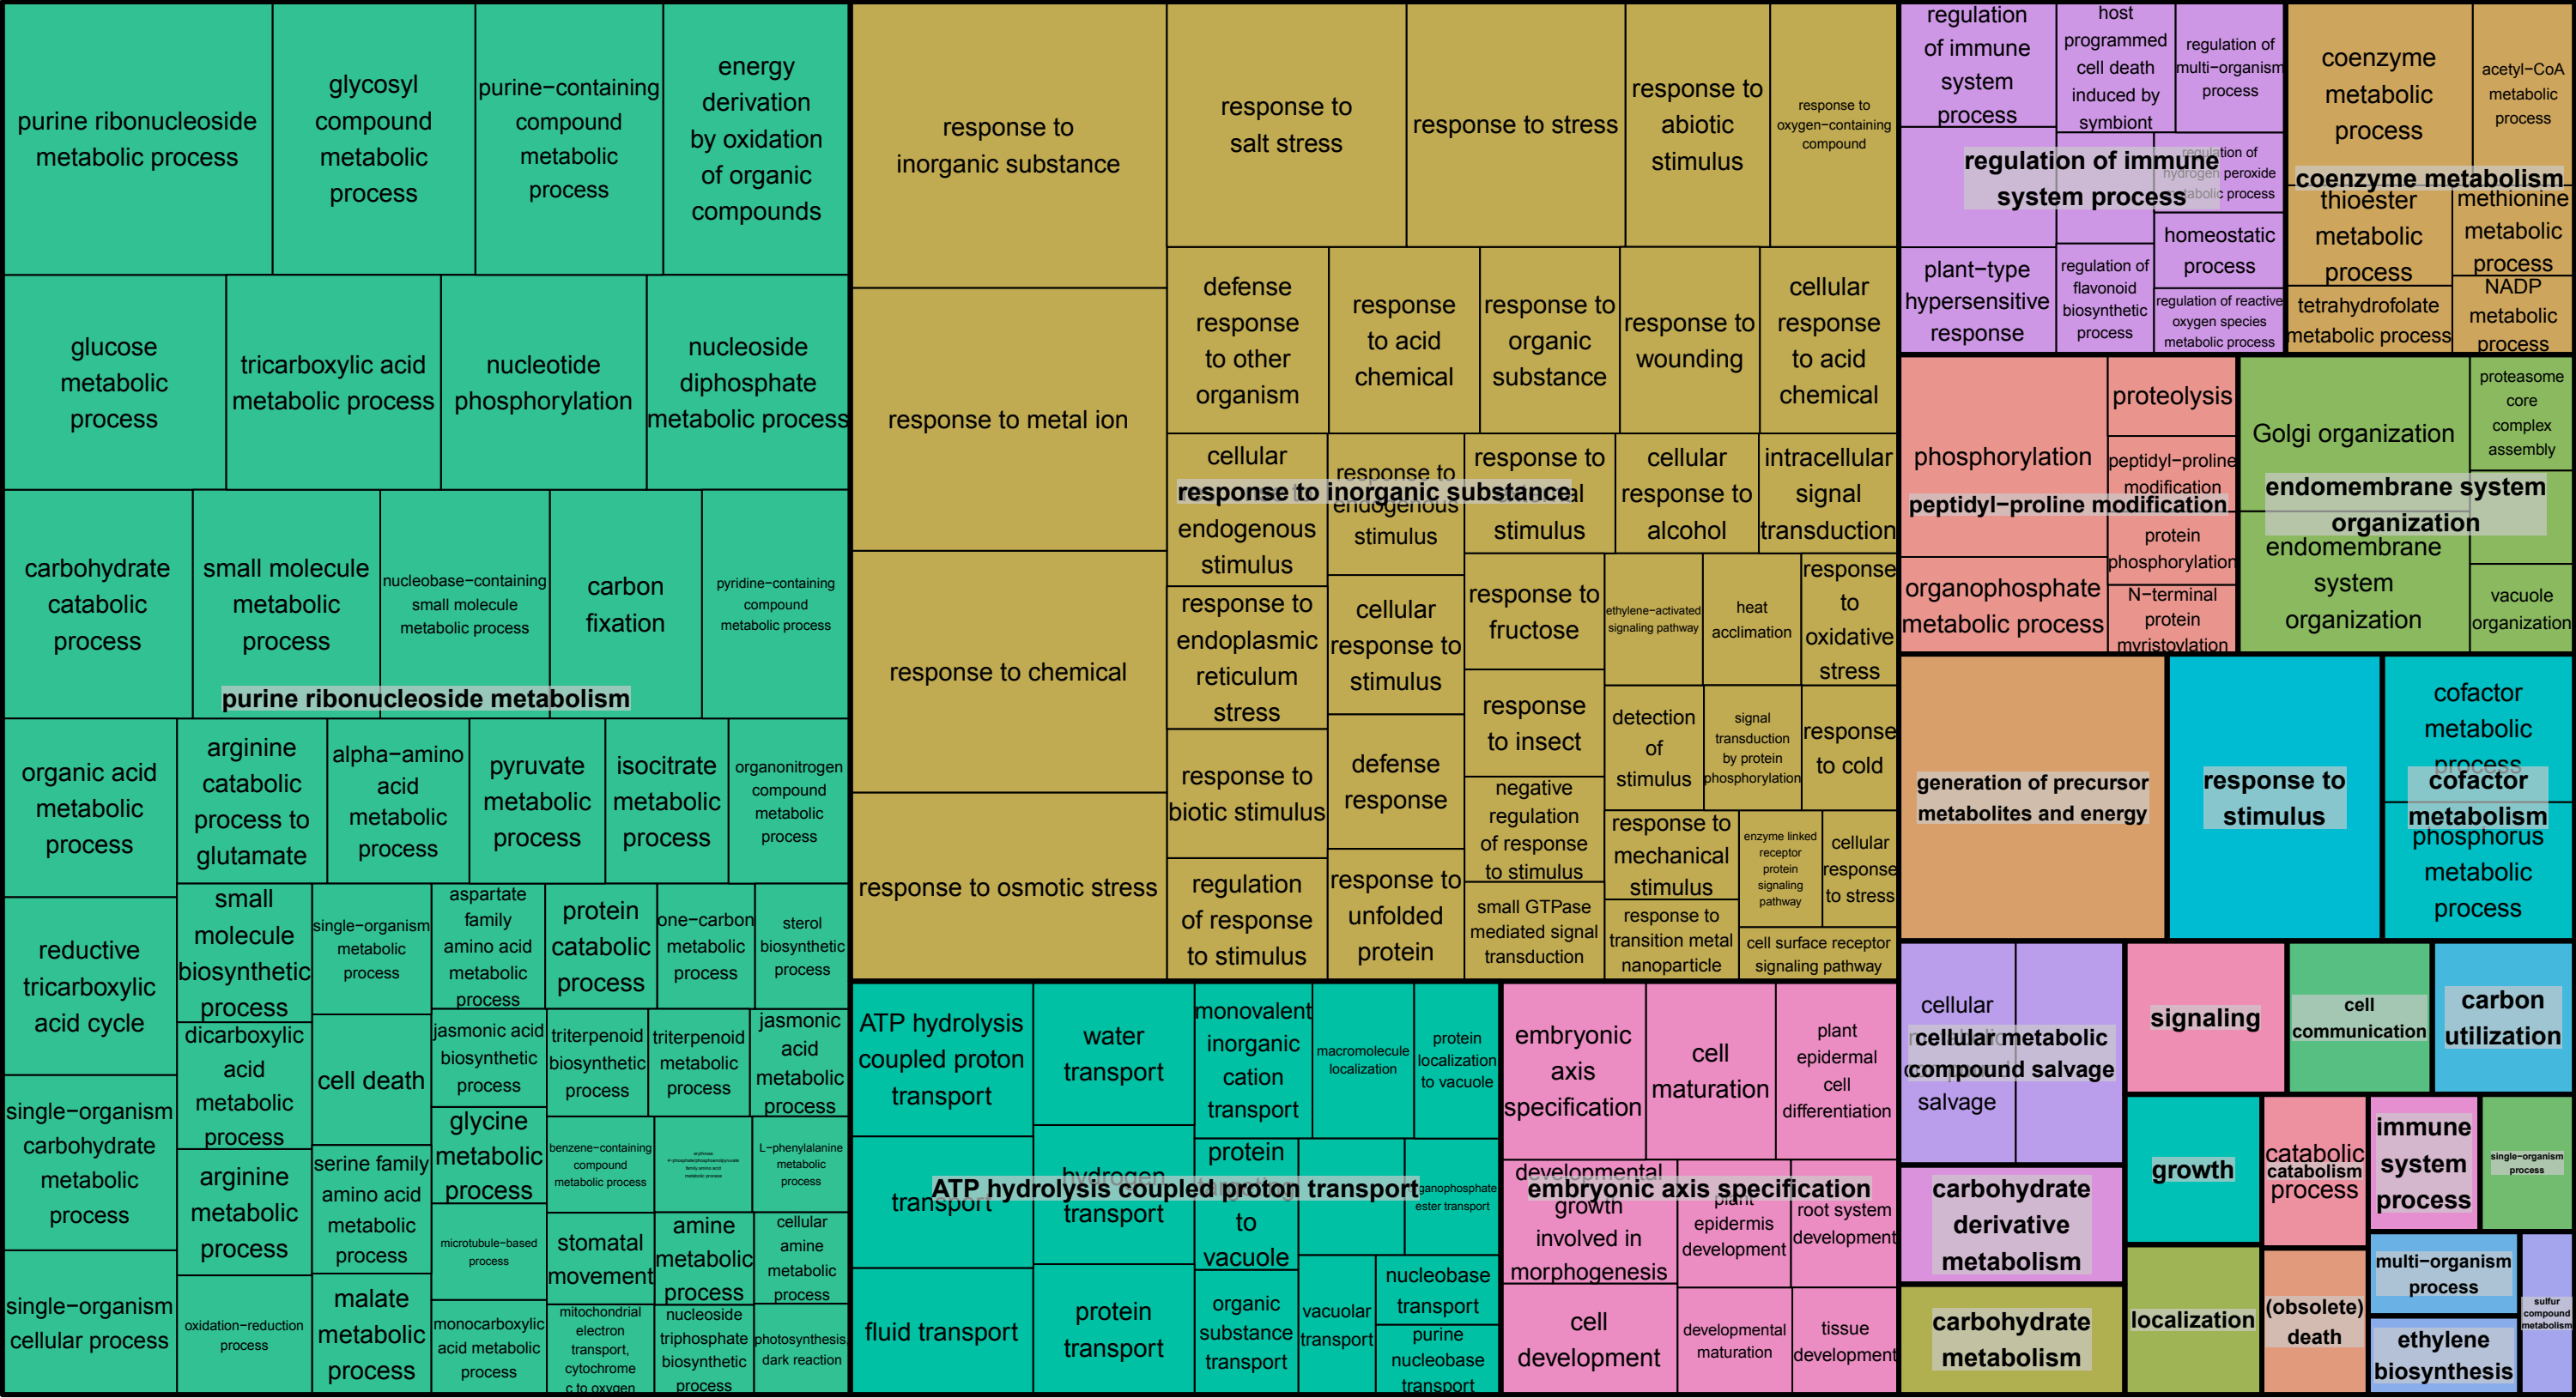

Cluster 8\_BP

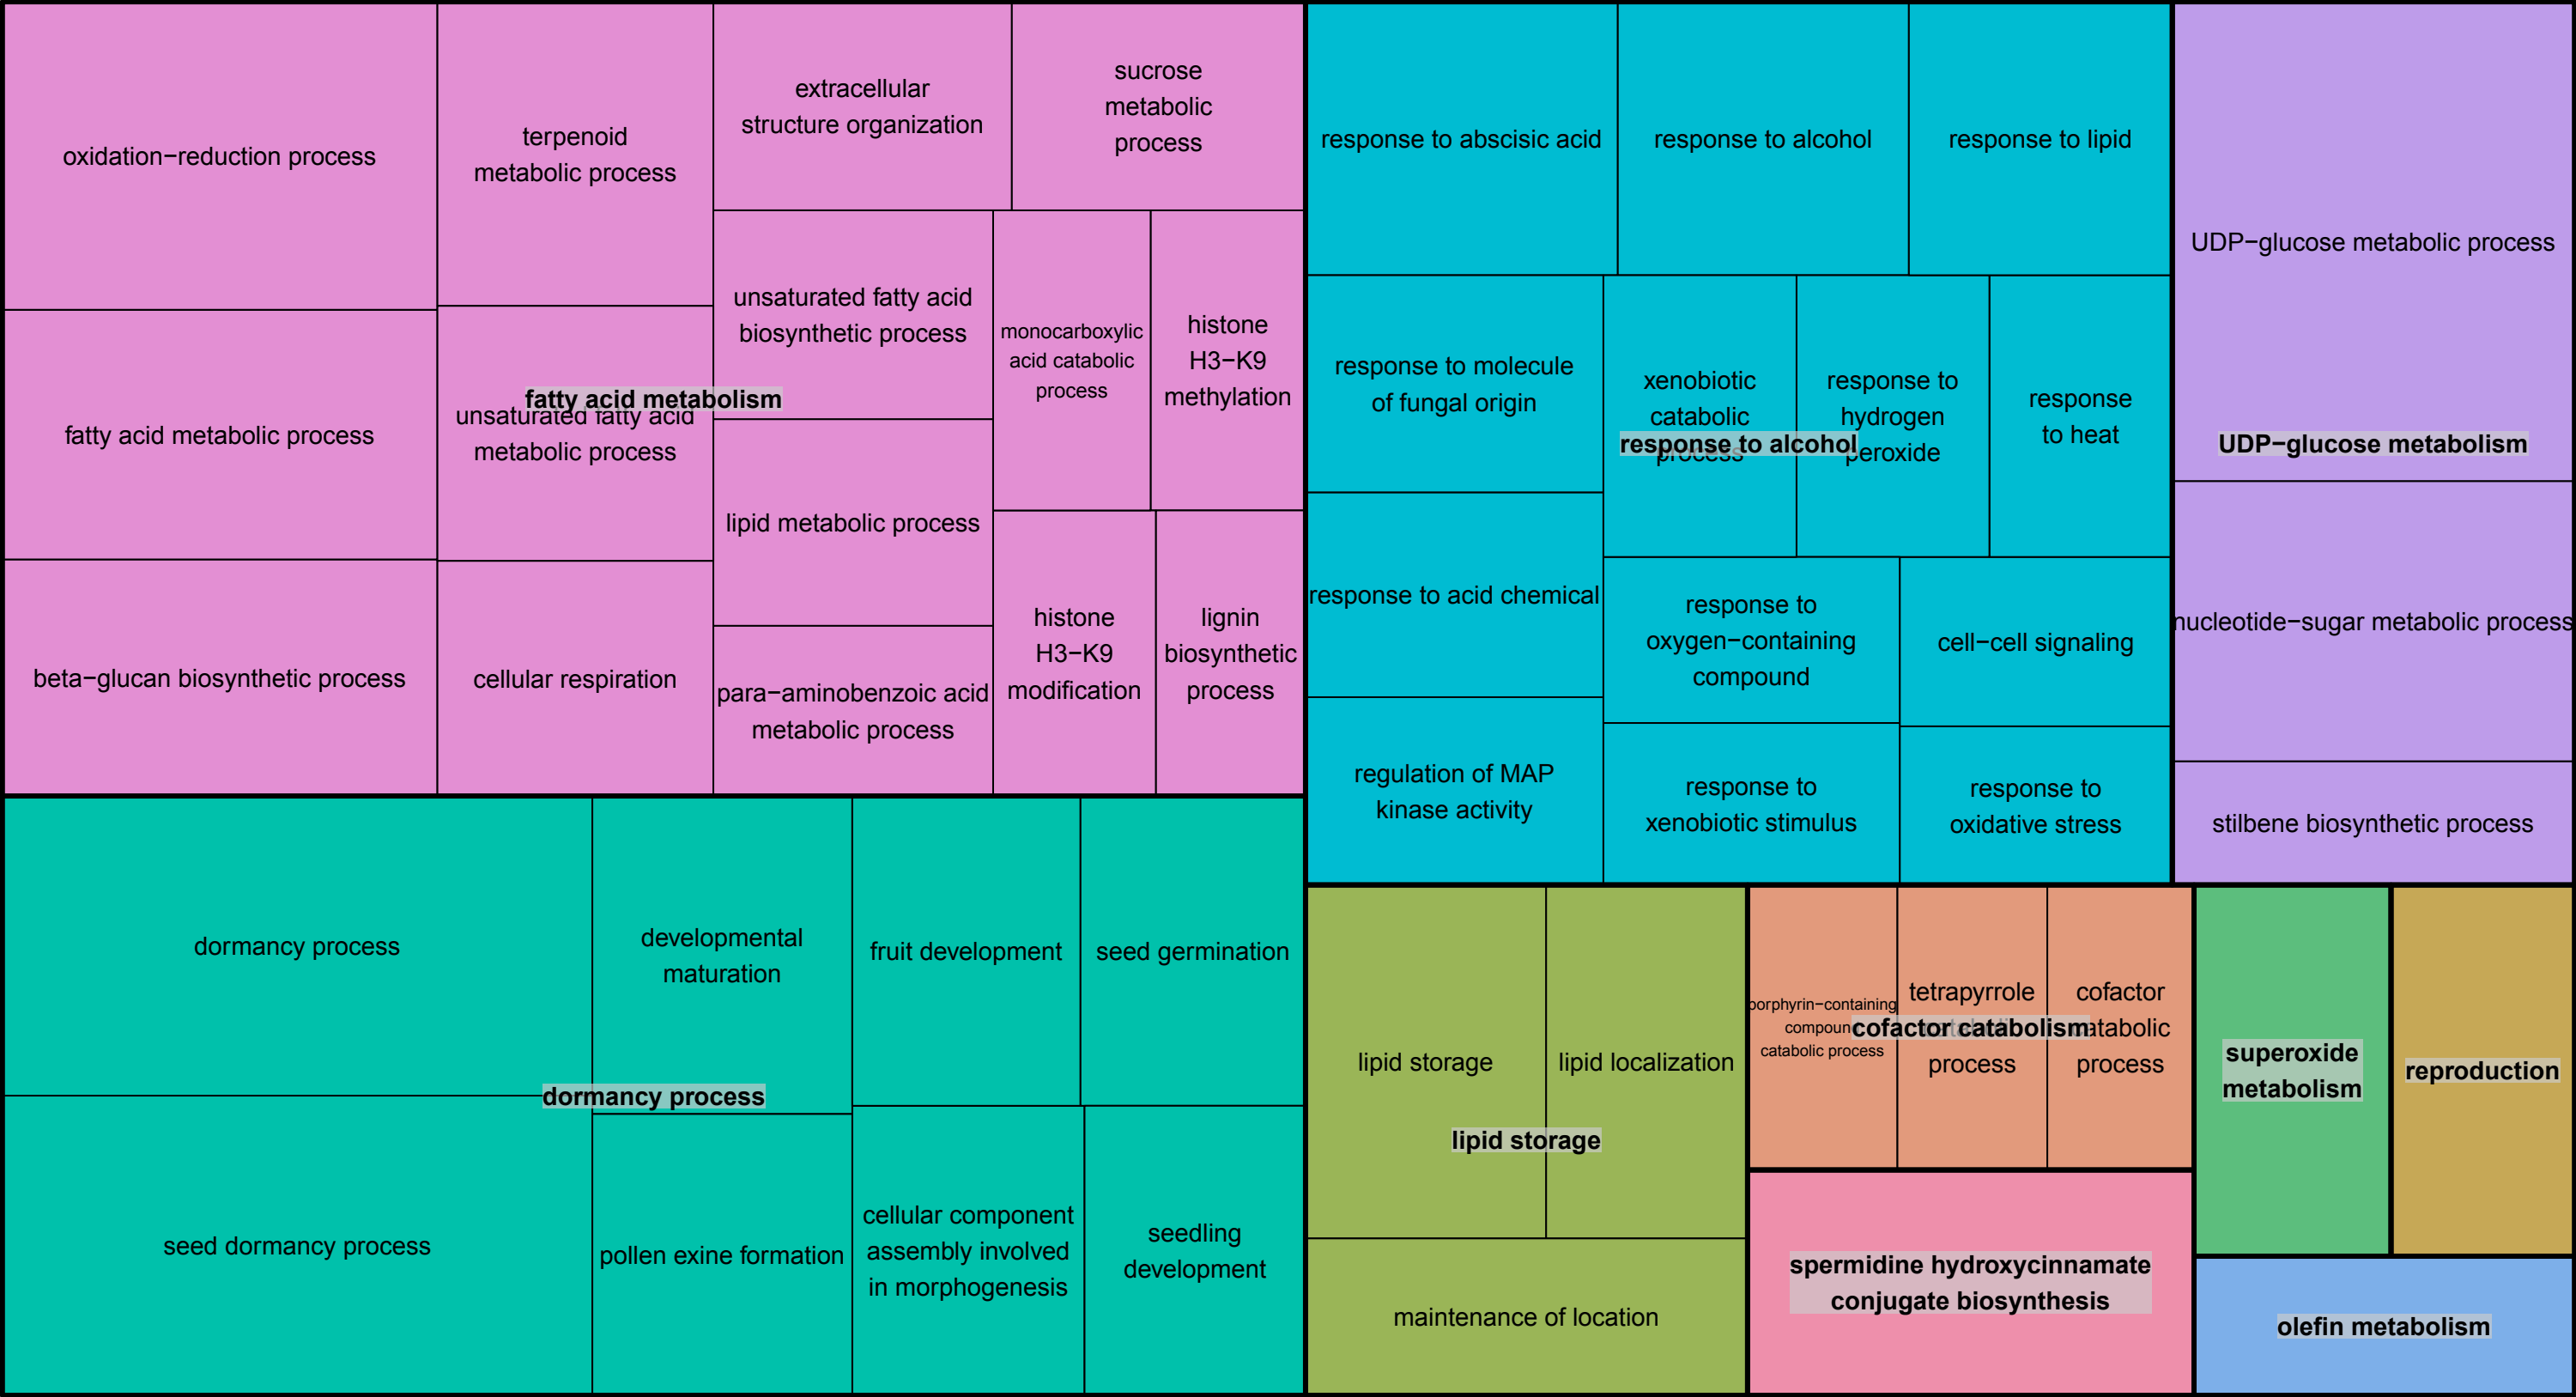

Cluster 9\_BP

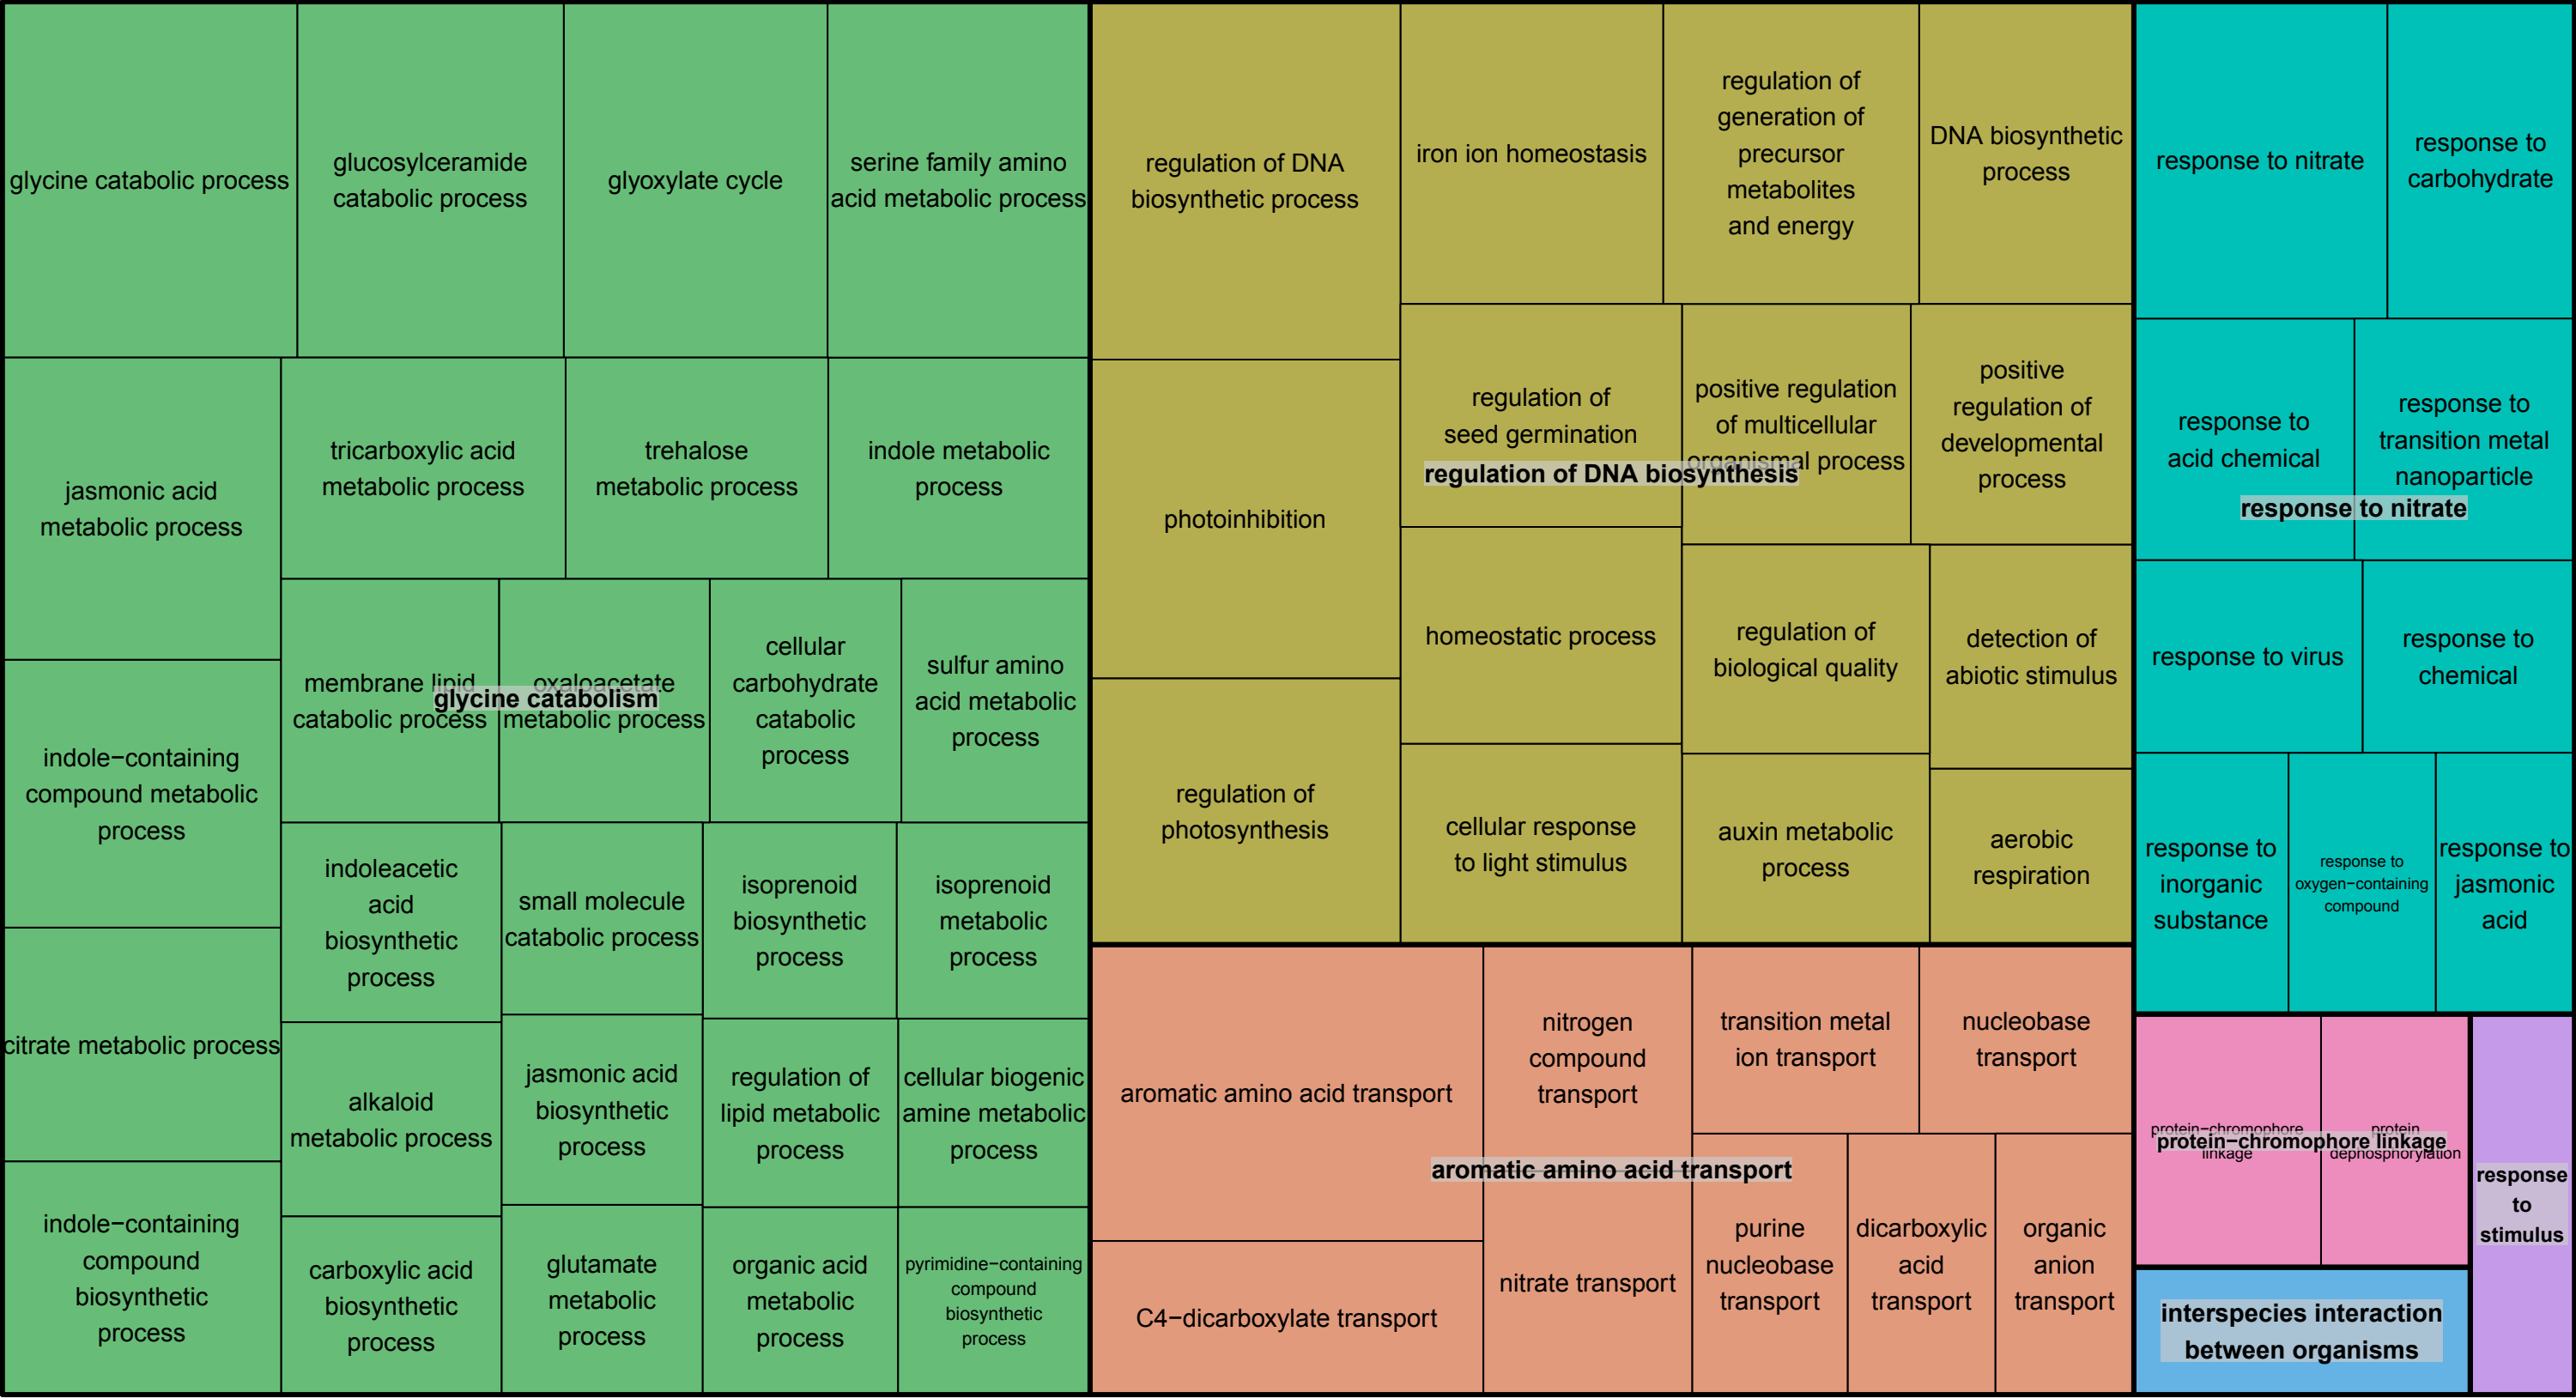

Cluster 10\_BP

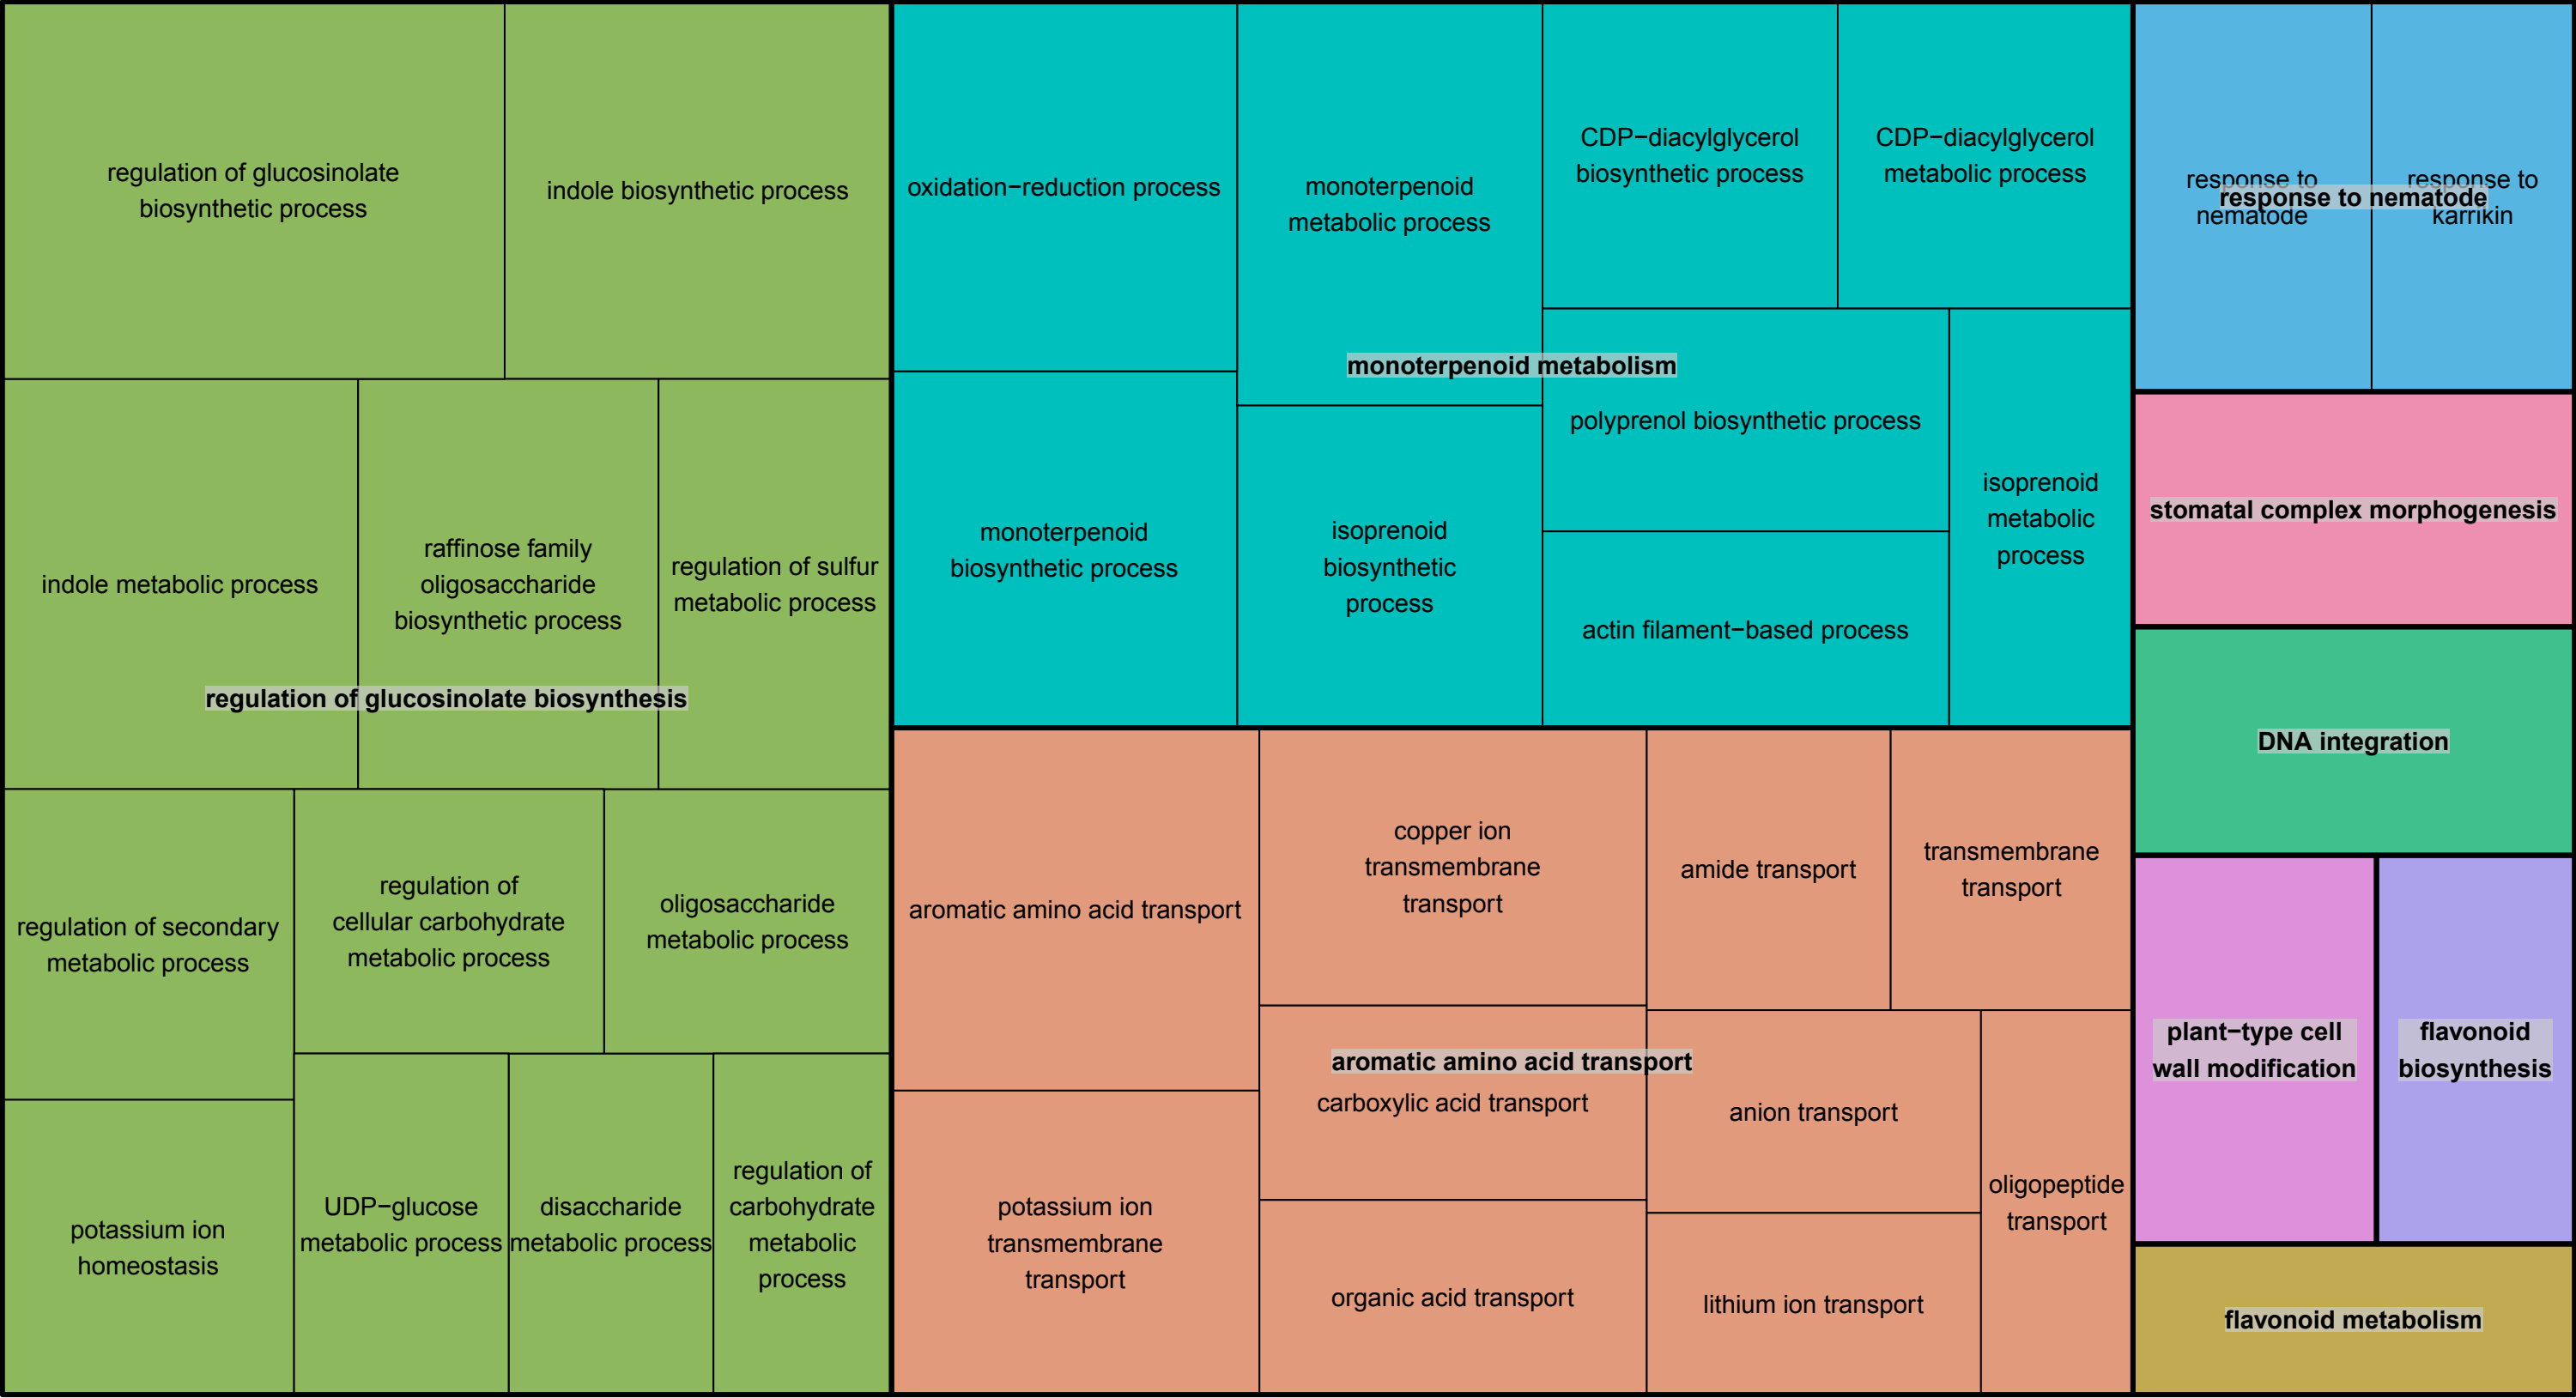

**Supplement:** Supplementary file 5 — Additional file 5: Figure S5. TreeMap view in REVIGO of the enriched BP of the six different seed maturation stages of all DESs. All terms are adjusted P-value cutoff at 0.05 from the enrichment analysis.

# Supplementary material for: Gene expression profiling identifies pathways involved in seed maturation of Jatropha curcas
**Source:** BMC Genomics. 2020 Apr 9;21:290. doi: 10.1186/s12864-020-6666-1

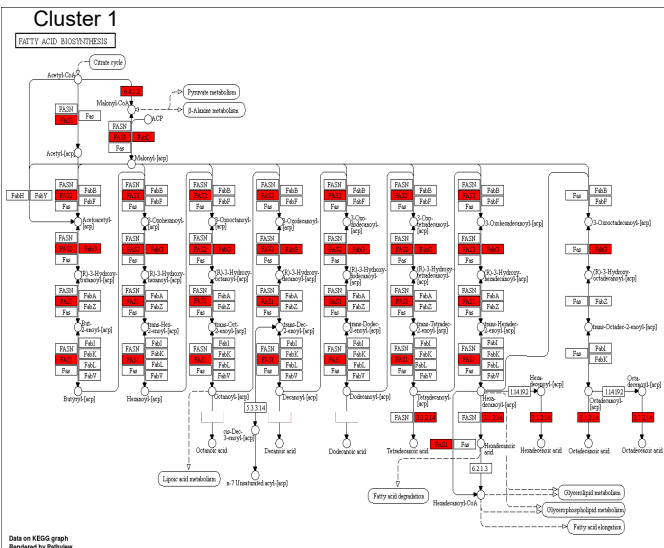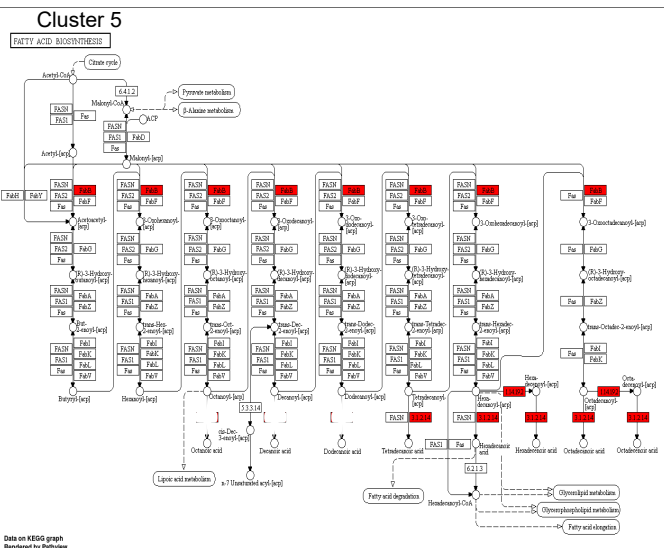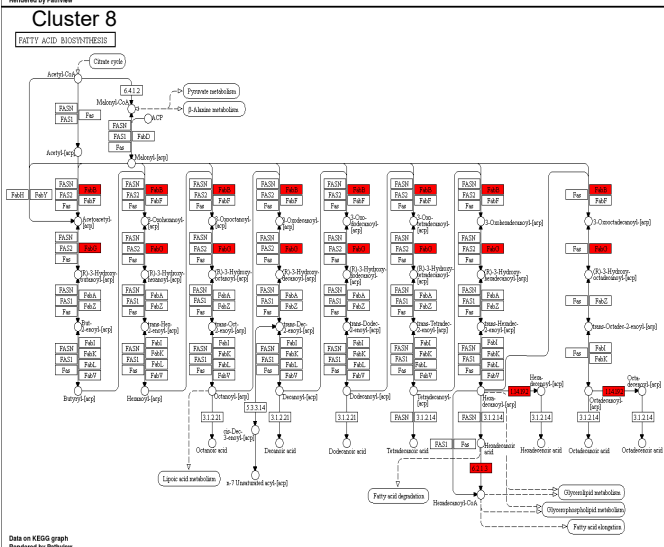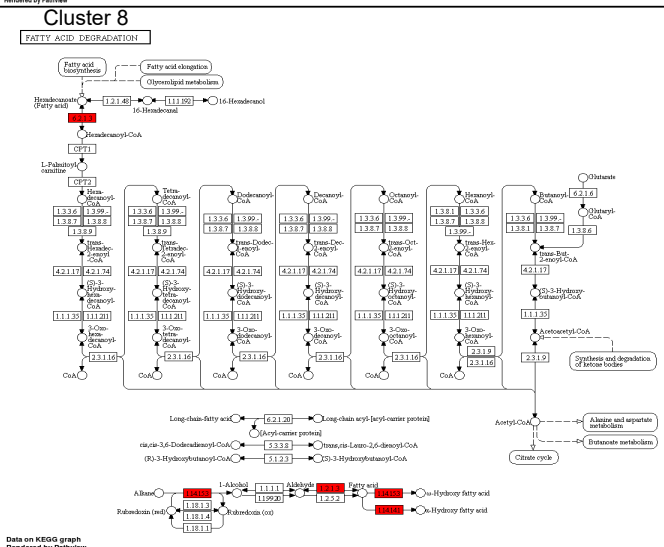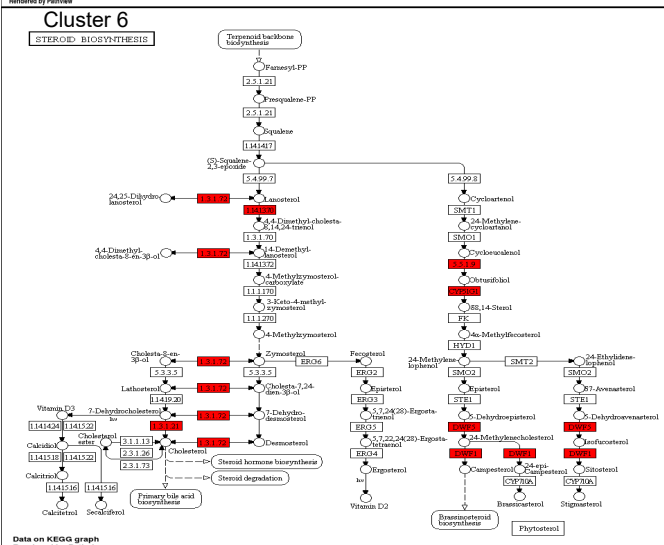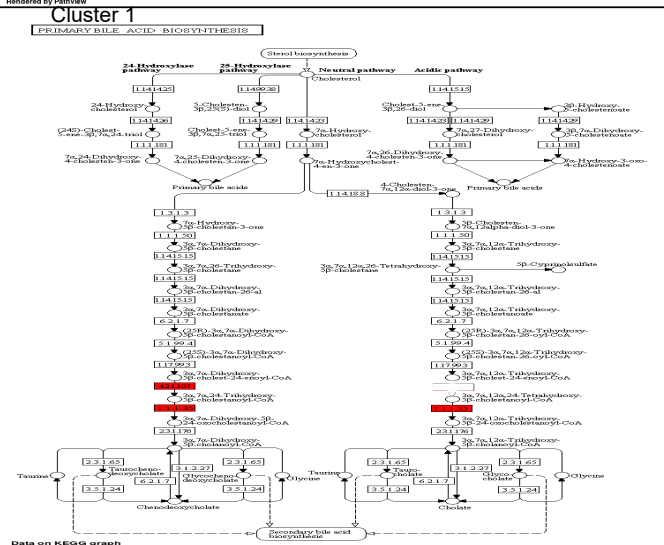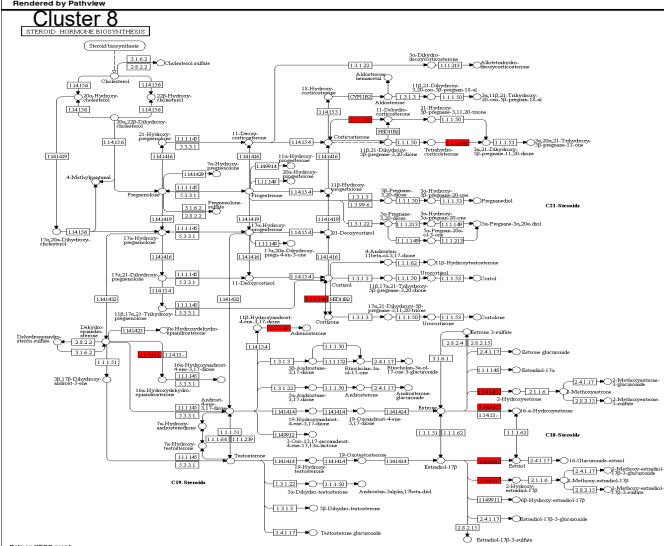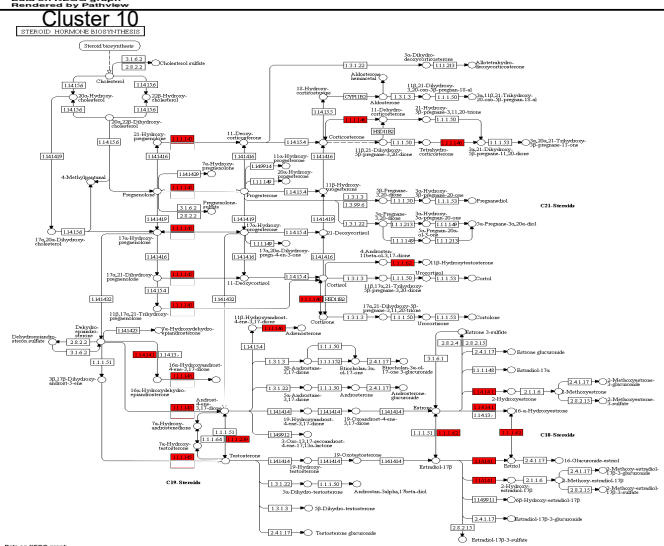

## Cluster 2

### GLYCEROLIPID METABOLISM

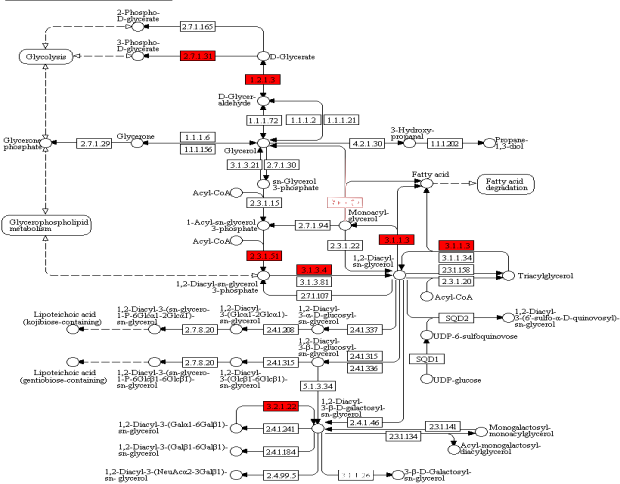

## Cluster 4

### GLYCEROLIPID METABOLISM

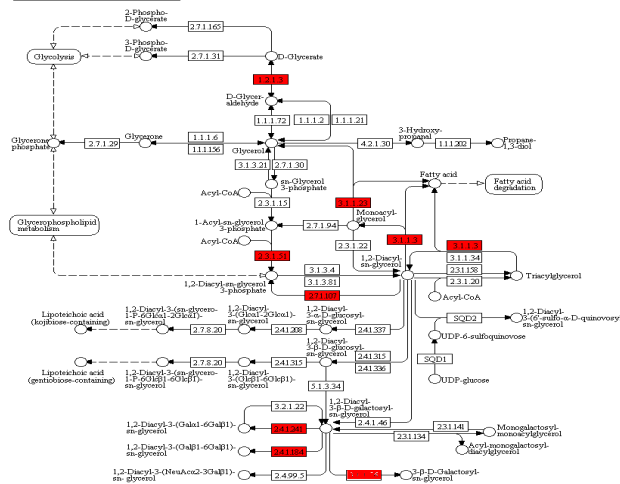

## Cluster 8

### GLYCEROLIPID METABOLISM

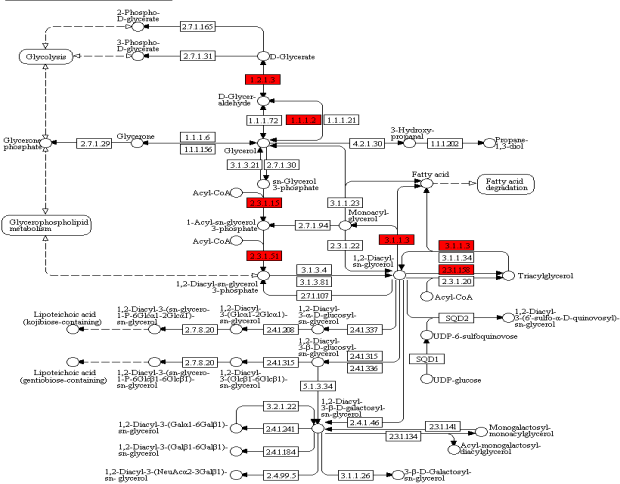

## Cluster 2

### GLYCEROPHOSPHOLIPID METABOLISM

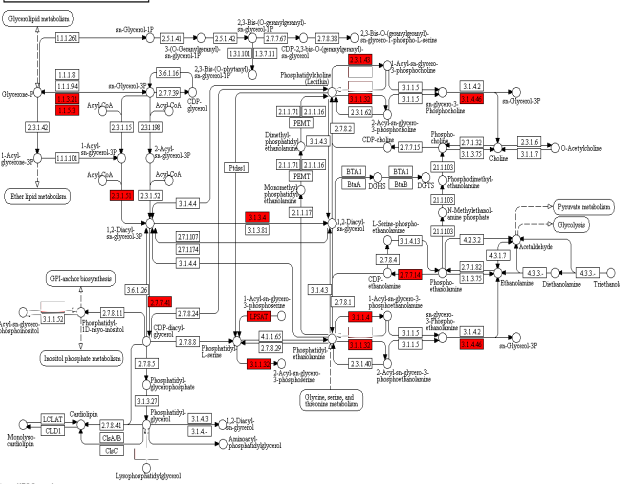

## Cluster 4

### GLYCEROPHOSPHOLIPID METABOLISM

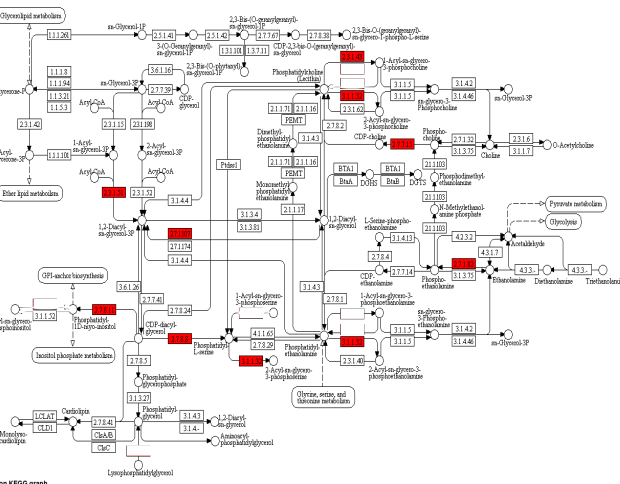

## Cluster 8

### ARACHIDONIC ACID METABOLISM

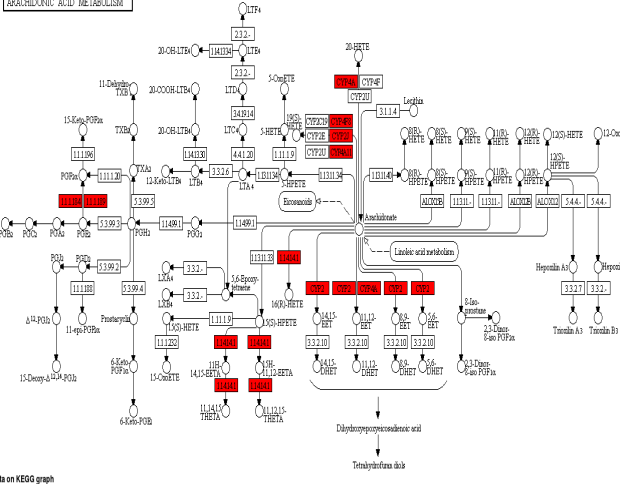

## Cluster 10

### ARACHIDONIC ACID METABOLISM

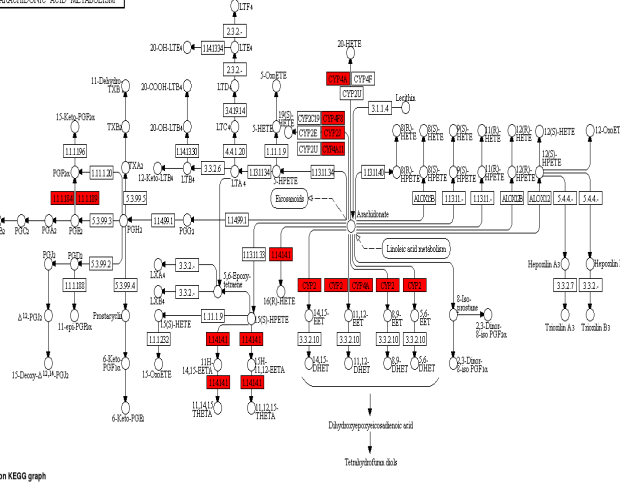

## Cluster 10

### LINEOLEIC ACID METABOLISM

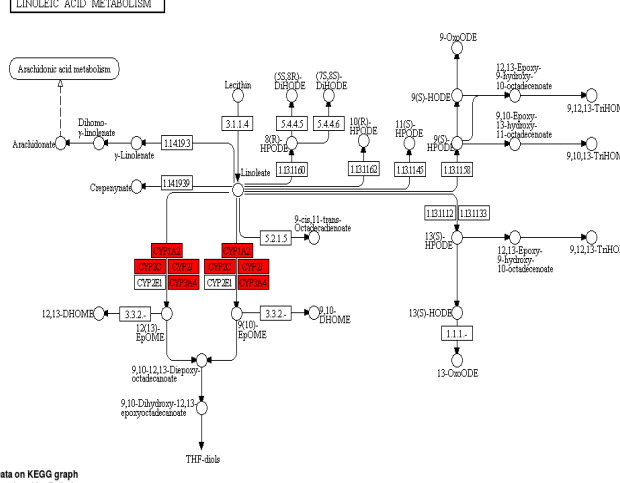

### α-LINOLENIC ACID METABOLISM

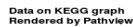

## SPHINGOLIPID METABOLISM

GLYCOSPHINGOLIPID BIOSYNTHESIS - GANGLIO SERIES

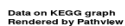

## SPHINGOLIPID METABOLISM

## GLYCOSPHINGOLIPID BIOSYNTHESIS • GANGLIO SERIES

## BIOSYNTHESIS OF UNSATURATED FATTY ACIDS

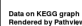

**Supplement:** Supplementary file 7 — Additional file 7: Figure S7. Overview of significantly enriched and over-represented pathways and enzymes related to lipid metabolism identified in different clusters. Figures generated by the pathview package to paint the gene of interests into KEGG pathways.

# Supplementary material for: Gene expression profiling identifies pathways involved in seed maturation of Jatropha curcas
**Source:** BMC Genomics. 2020 Apr 9;21:290. doi: 10.1186/s12864-020-6666-1
**Supplement:** Supplementary file 8 — Additional file 8: Figure S8. Overview of significantly enriched and over-represented phenylpropanoid biosynthesis biosynthesis pathways and related enzymes identified in different clusters. Figures generated pathview package to paint the gene of interests into KEGG pathways.

### Cluster 3

#### PHENYLPROPANOID BIOSYNTHESIS

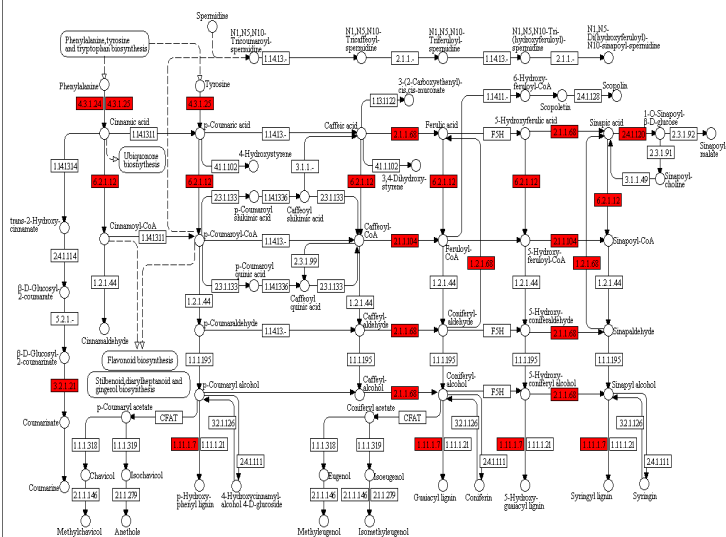

Data on KEGG graph  
Rendered by Pathview

### Cluster 5

#### PHENYLPROPANOID BIOSYNTHESIS

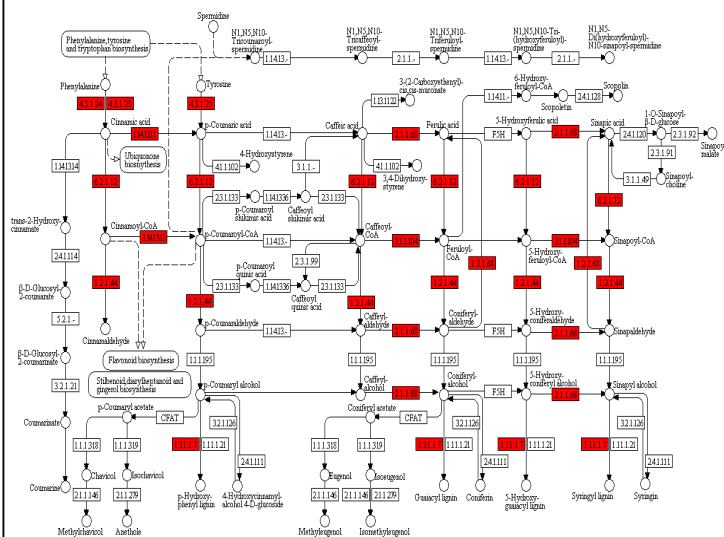

Data on KEGG graph  
Rendered by Pathview

### Cluster 8

#### PHENYLPROPANOID BIOSYNTHESIS

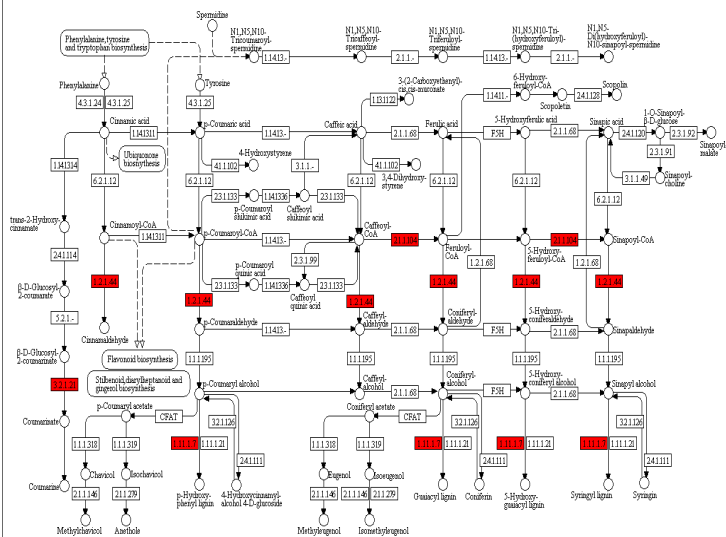

Data on KEGG graph  
Rendered by Pathview

# Supplementary material for: Gene expression profiling identifies pathways involved in seed maturation of Jatropha curcas
**Source:** BMC Genomics. 2020 Apr 9;21:290. doi: 10.1186/s12864-020-6666-1
**Supplement:** Supplementary file 9 — Additional file 9: Figure S9. Overview of significantly enriched and over-represented flavonoid, flavone and flavonol biosynthesis and isoflavonoid biosynthesis pathways and related enzymes identified in different clusters. Figures generated by the pathview package to paint the gene of interests into KEGG pathways.

## Cluster 1

### FLAVONE AND FLAVONOL BIOSYNTHESIS

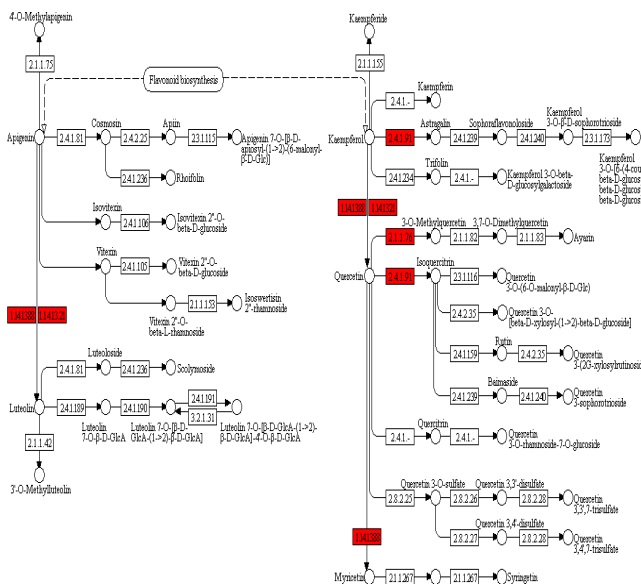

Data on KEGG graph  
Rendered by Pathview

## Cluster 1

### FLAVONOID BIOSYNTHESIS

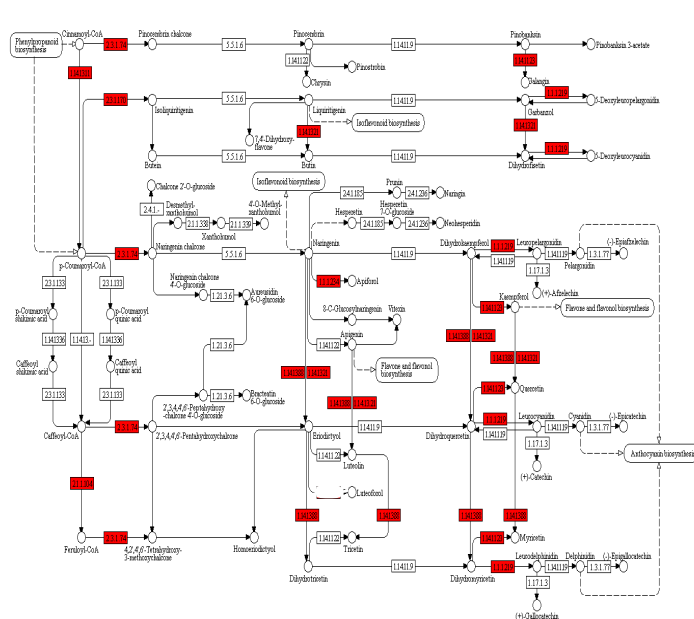

Data on KEGG graph  
Rendered by Pathview

## Cluster 3

### FLAVONE AND FLAVONOL BIOSYNTHESIS

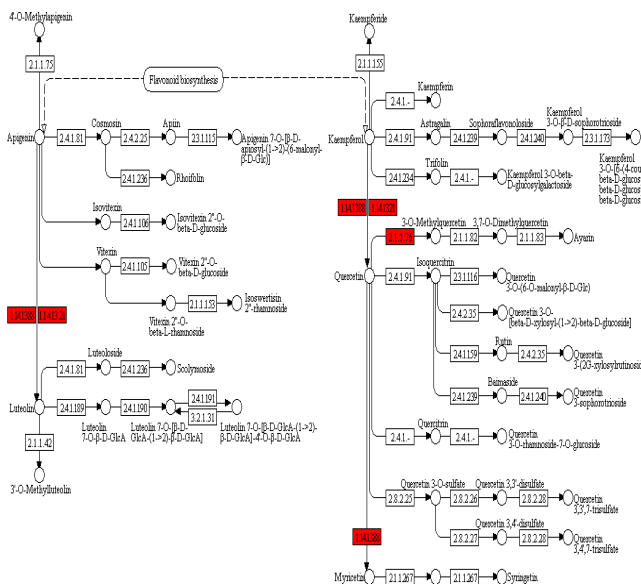

Data on KEGG graph  
Rendered by Pathview

## Cluster 3

### FLAVONOID BIOSYNTHESIS

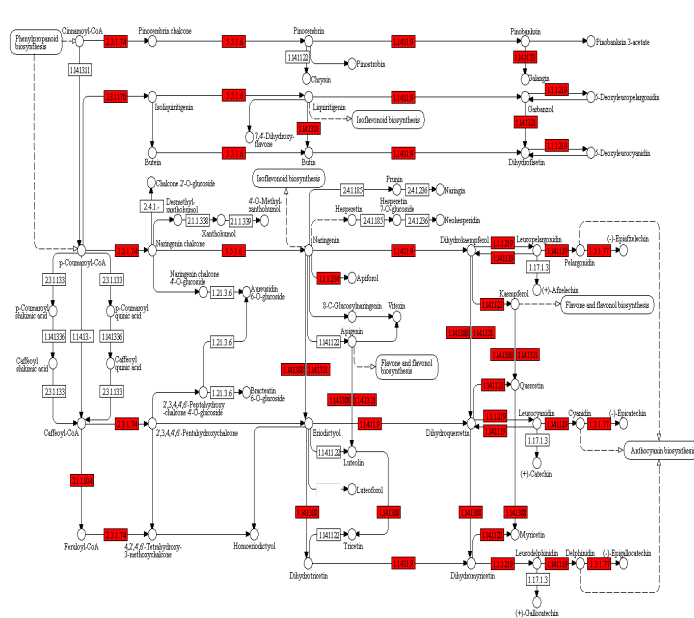

Data on KEGG graph  
Rendered by Pathview

## Cluster 5

### SURFONOID BIOSYNTHESIS

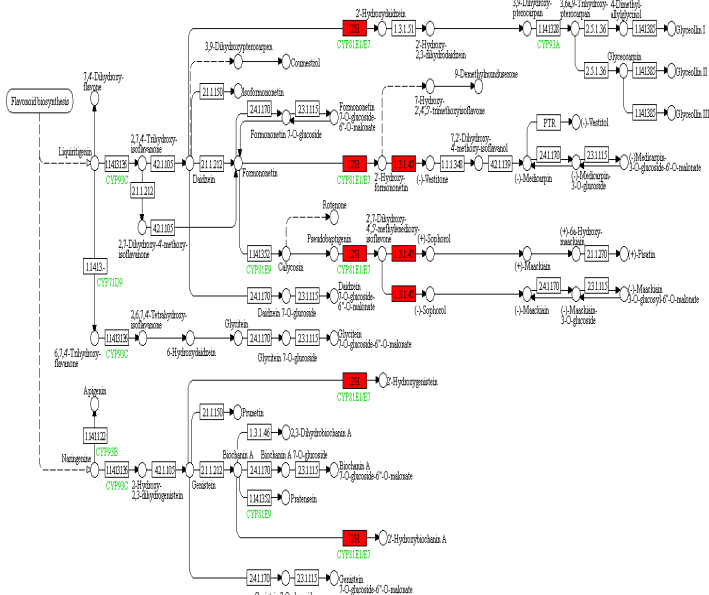

Data on KEGG graph  
Rendered by Pathview

## Cluster 5

### FLAVONOID BIOSYNTHESIS

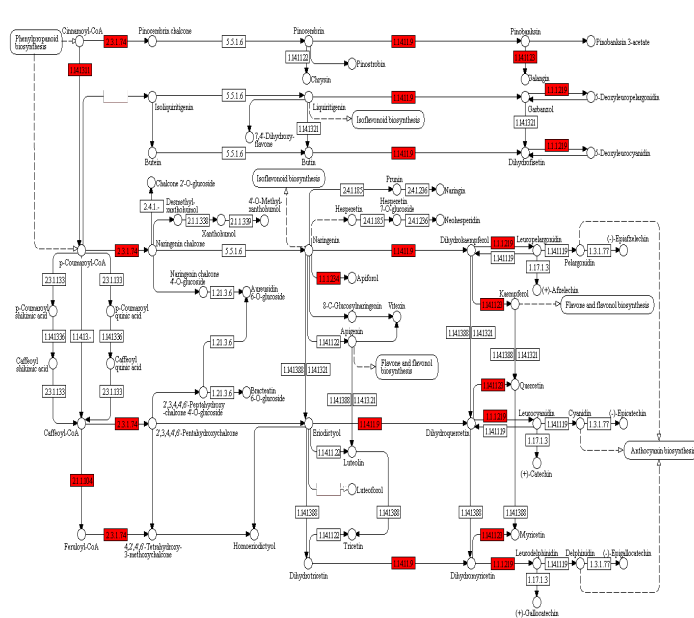

Data on KEGG graph  
Rendered by Pathview

# Supplementary material for: Gene expression profiling identifies pathways involved in seed maturation of Jatropha curcas
**Source:** BMC Genomics. 2020 Apr 9;21:290. doi: 10.1186/s12864-020-6666-1

# contig03368

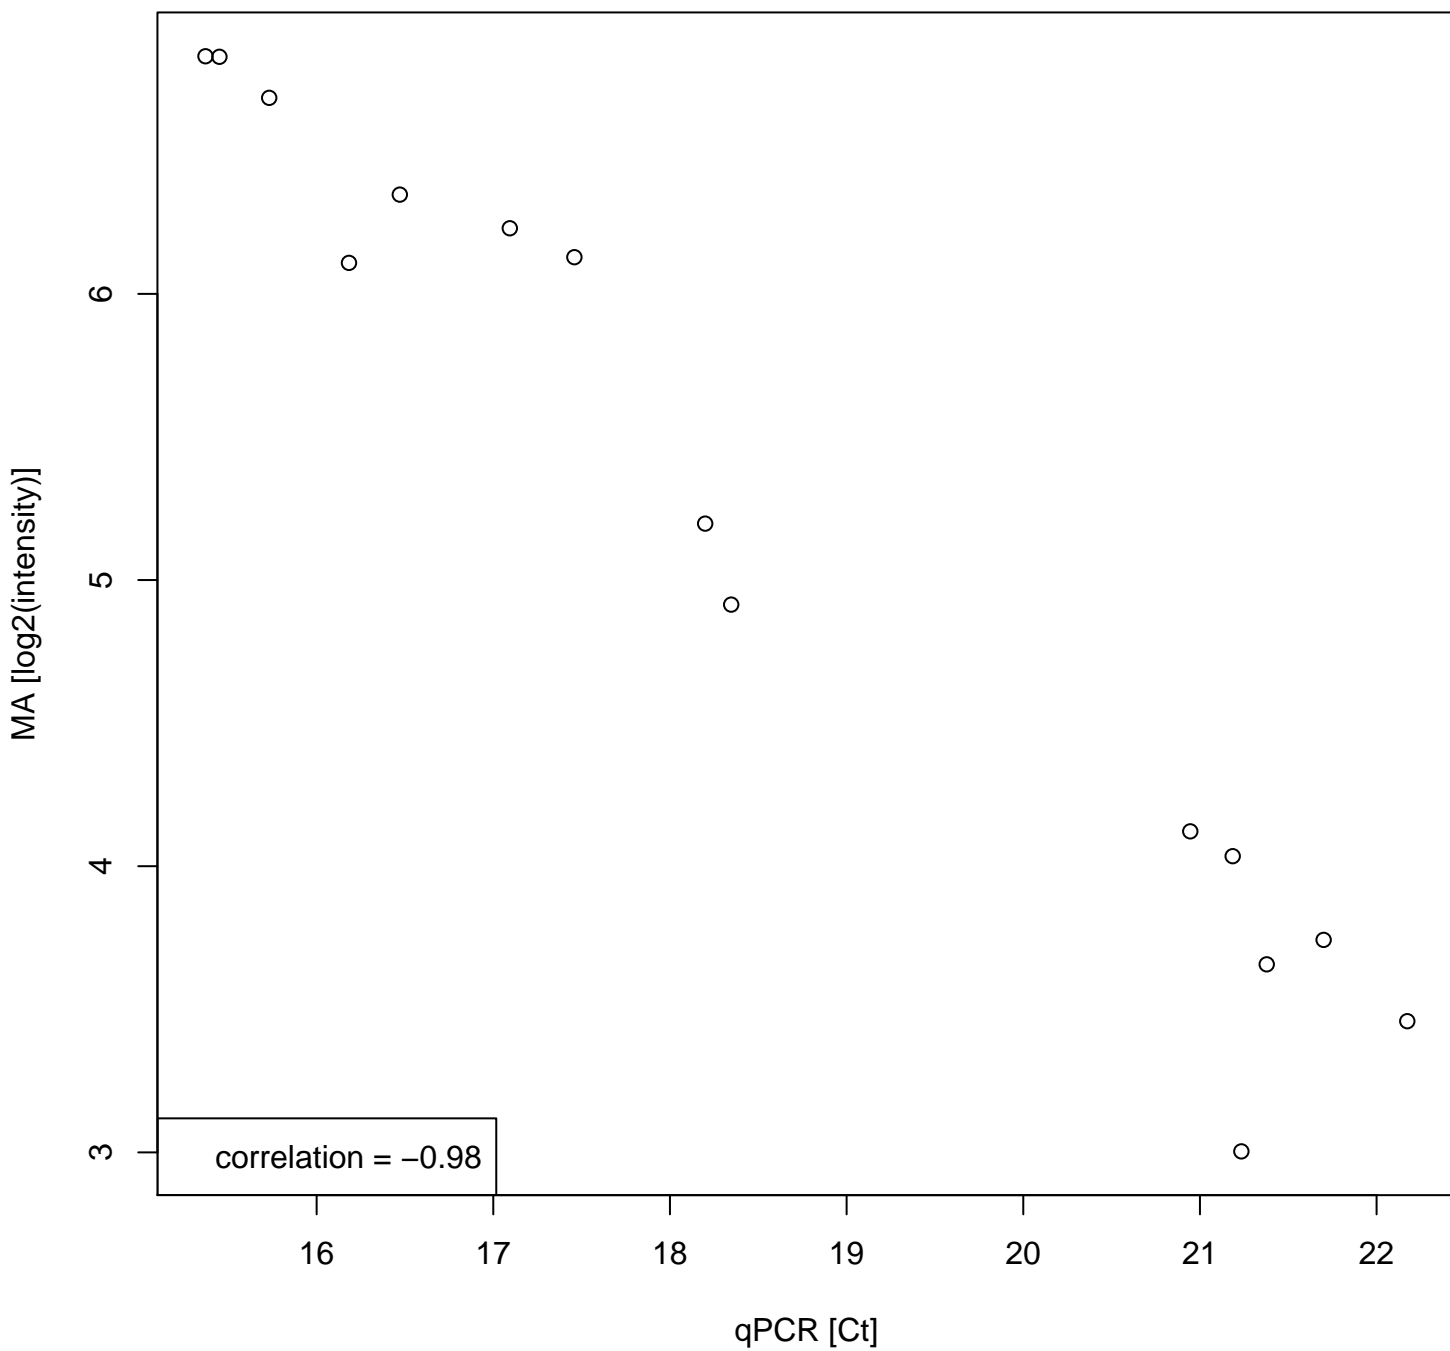

# contig00057

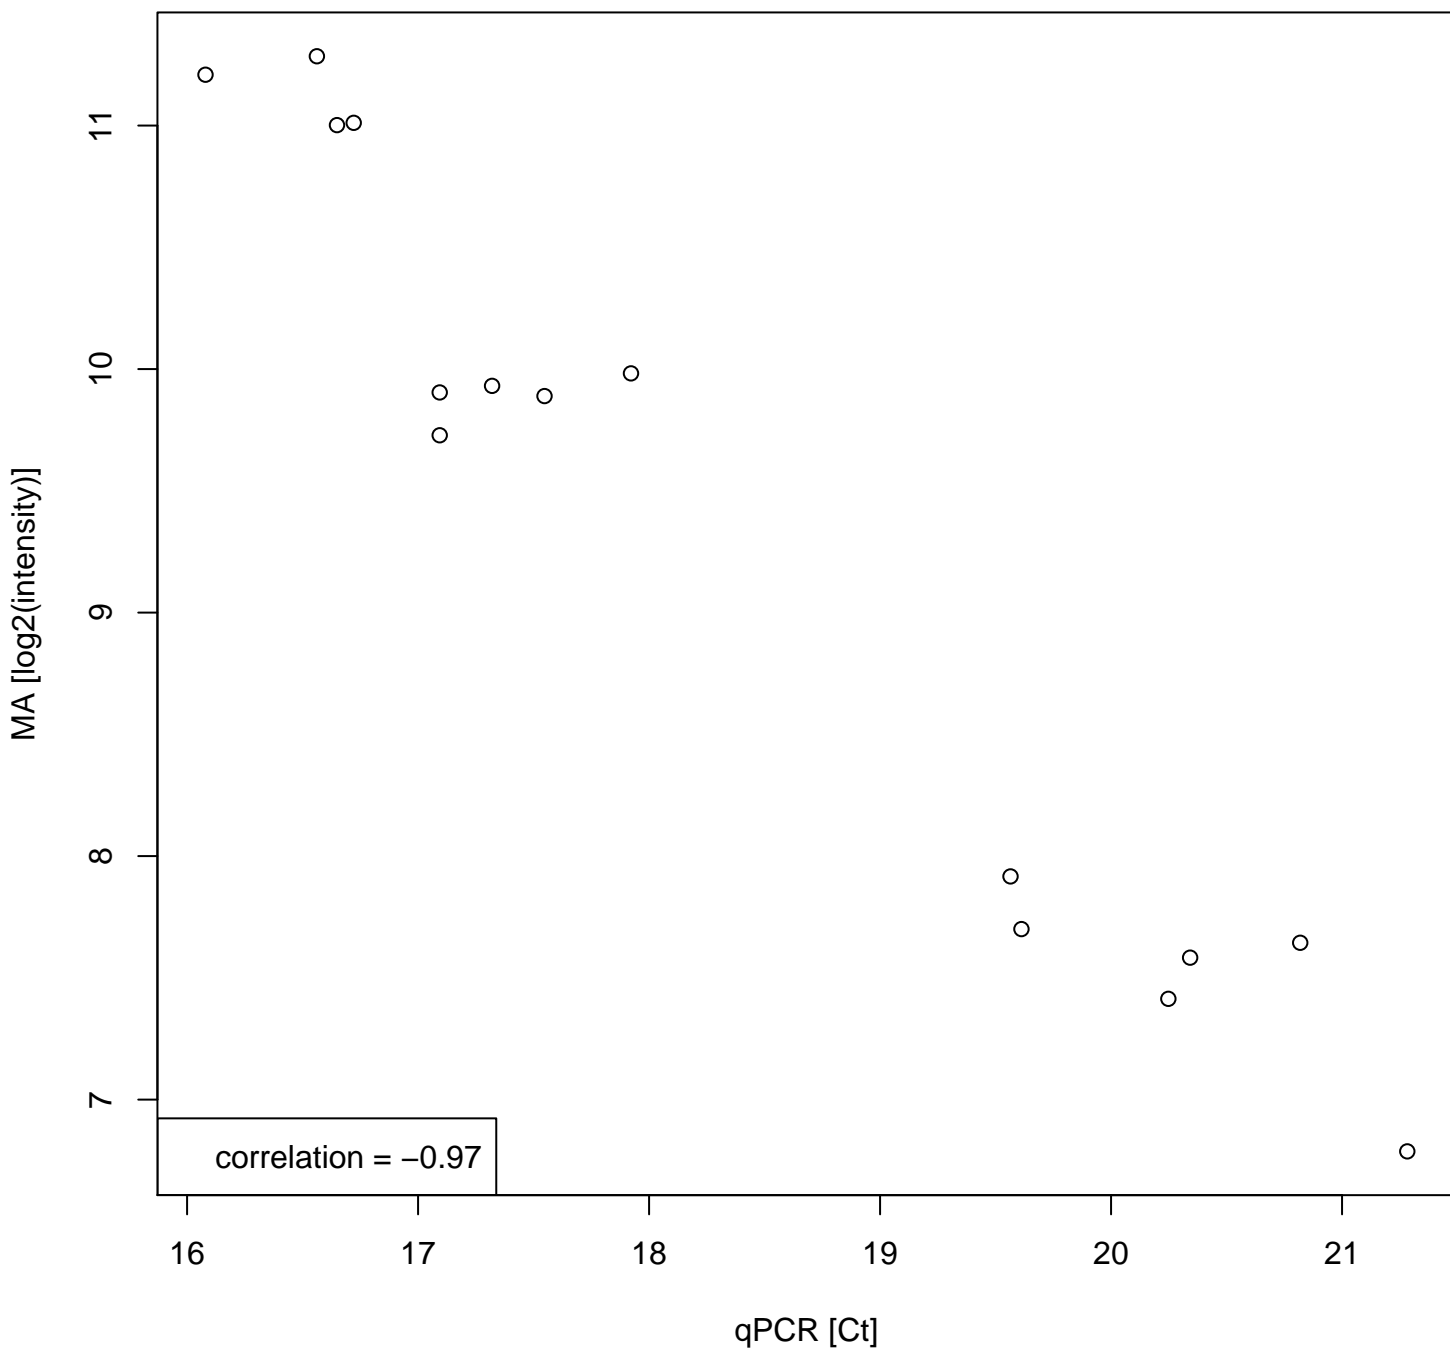

# contig17888

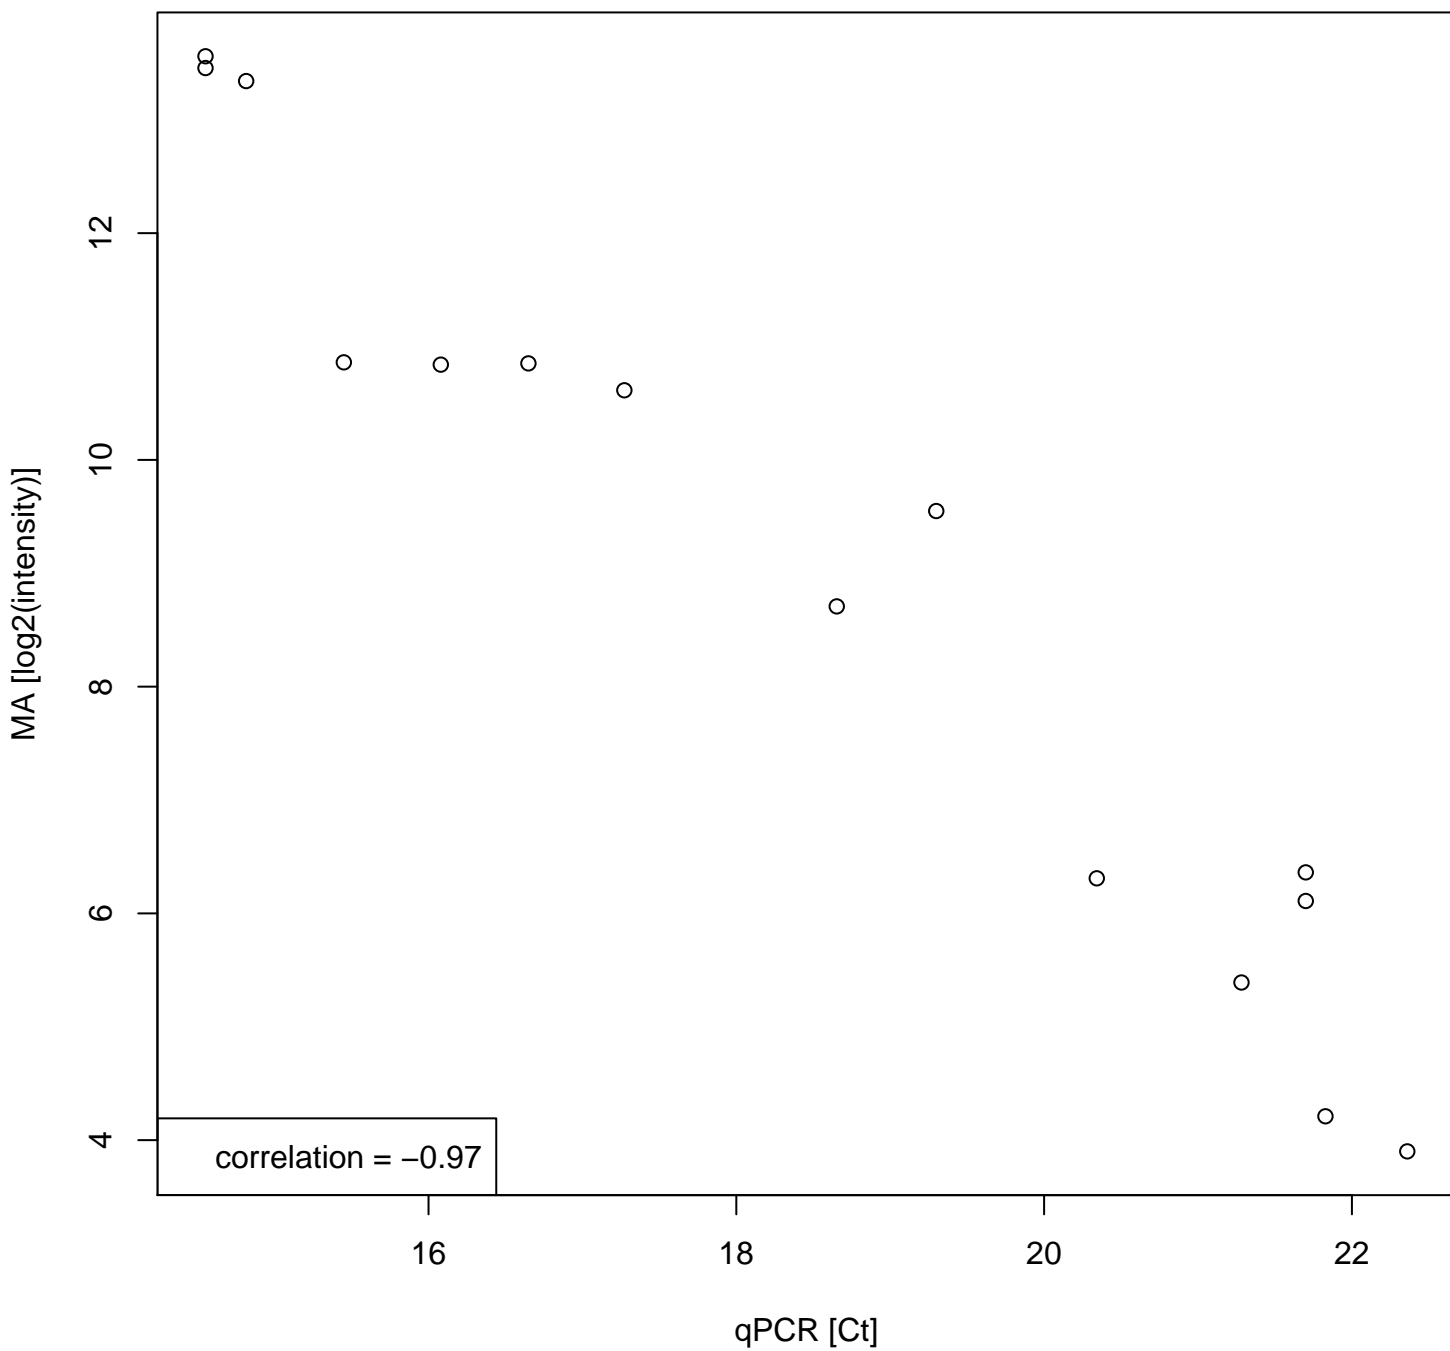

# contig03192

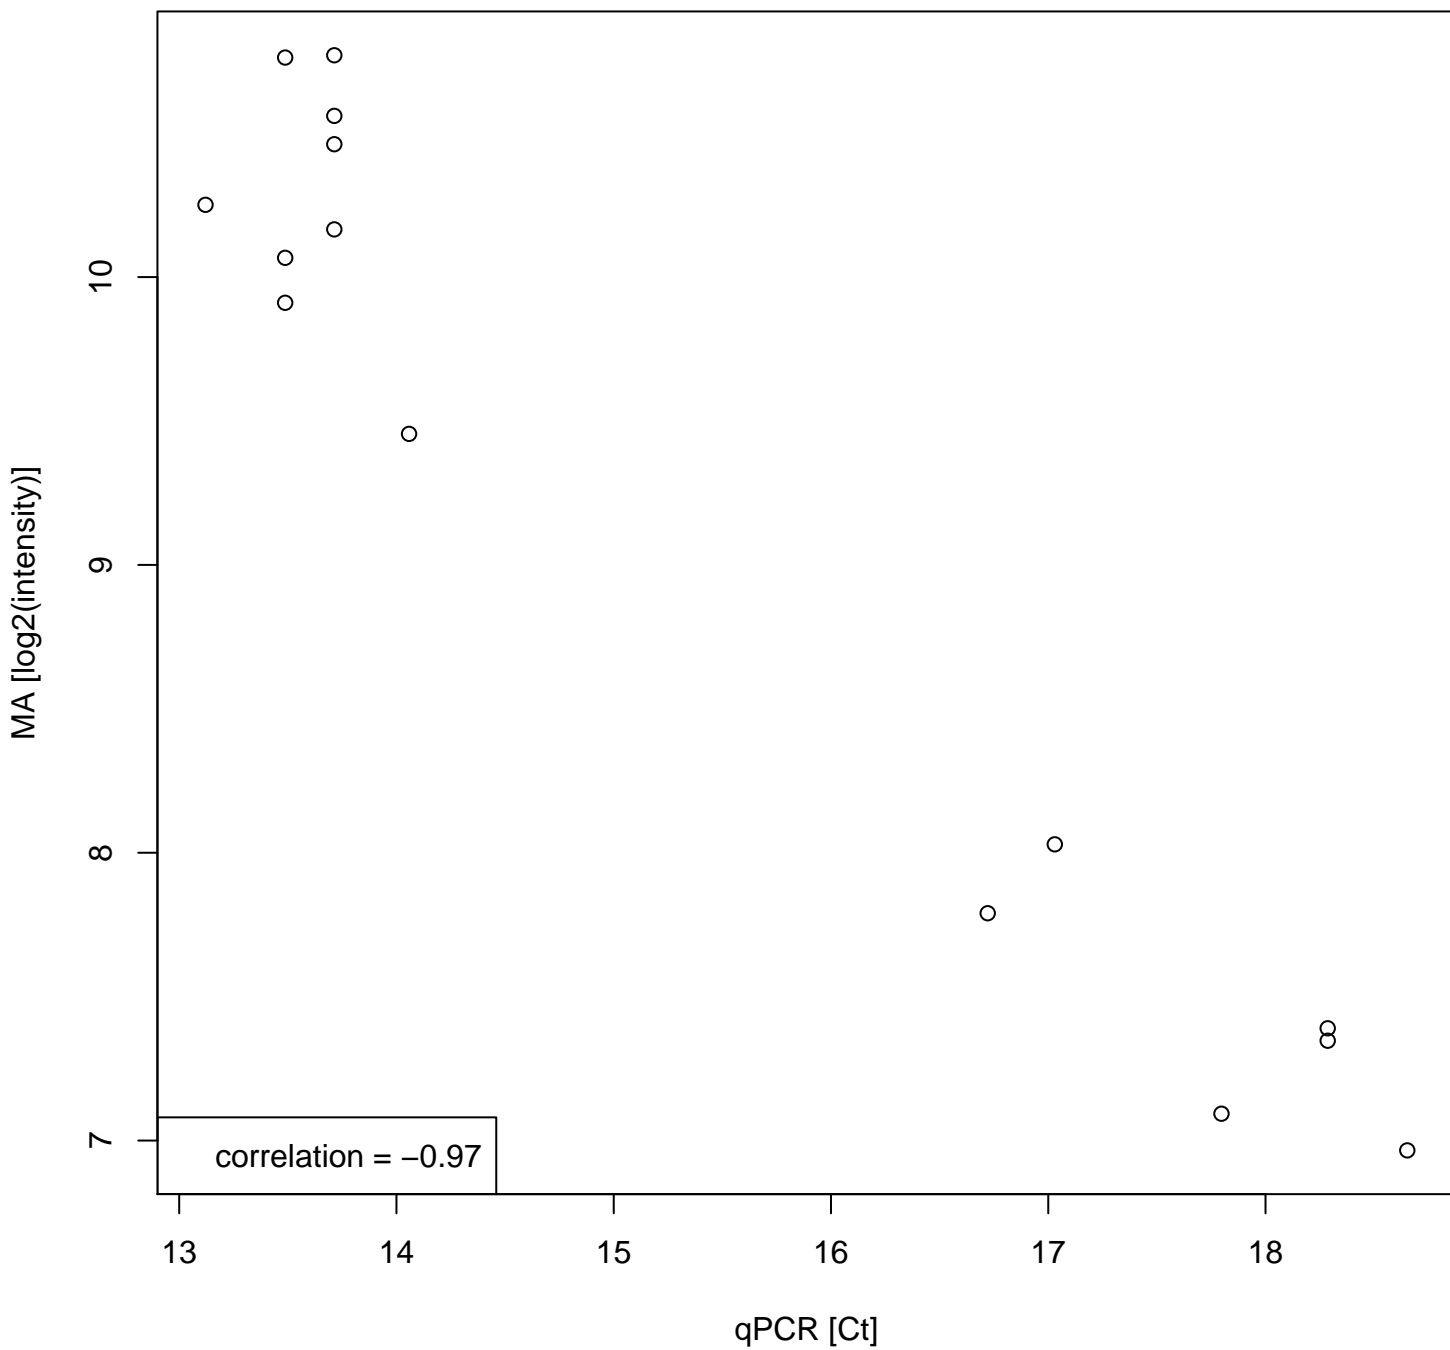

# contig01636

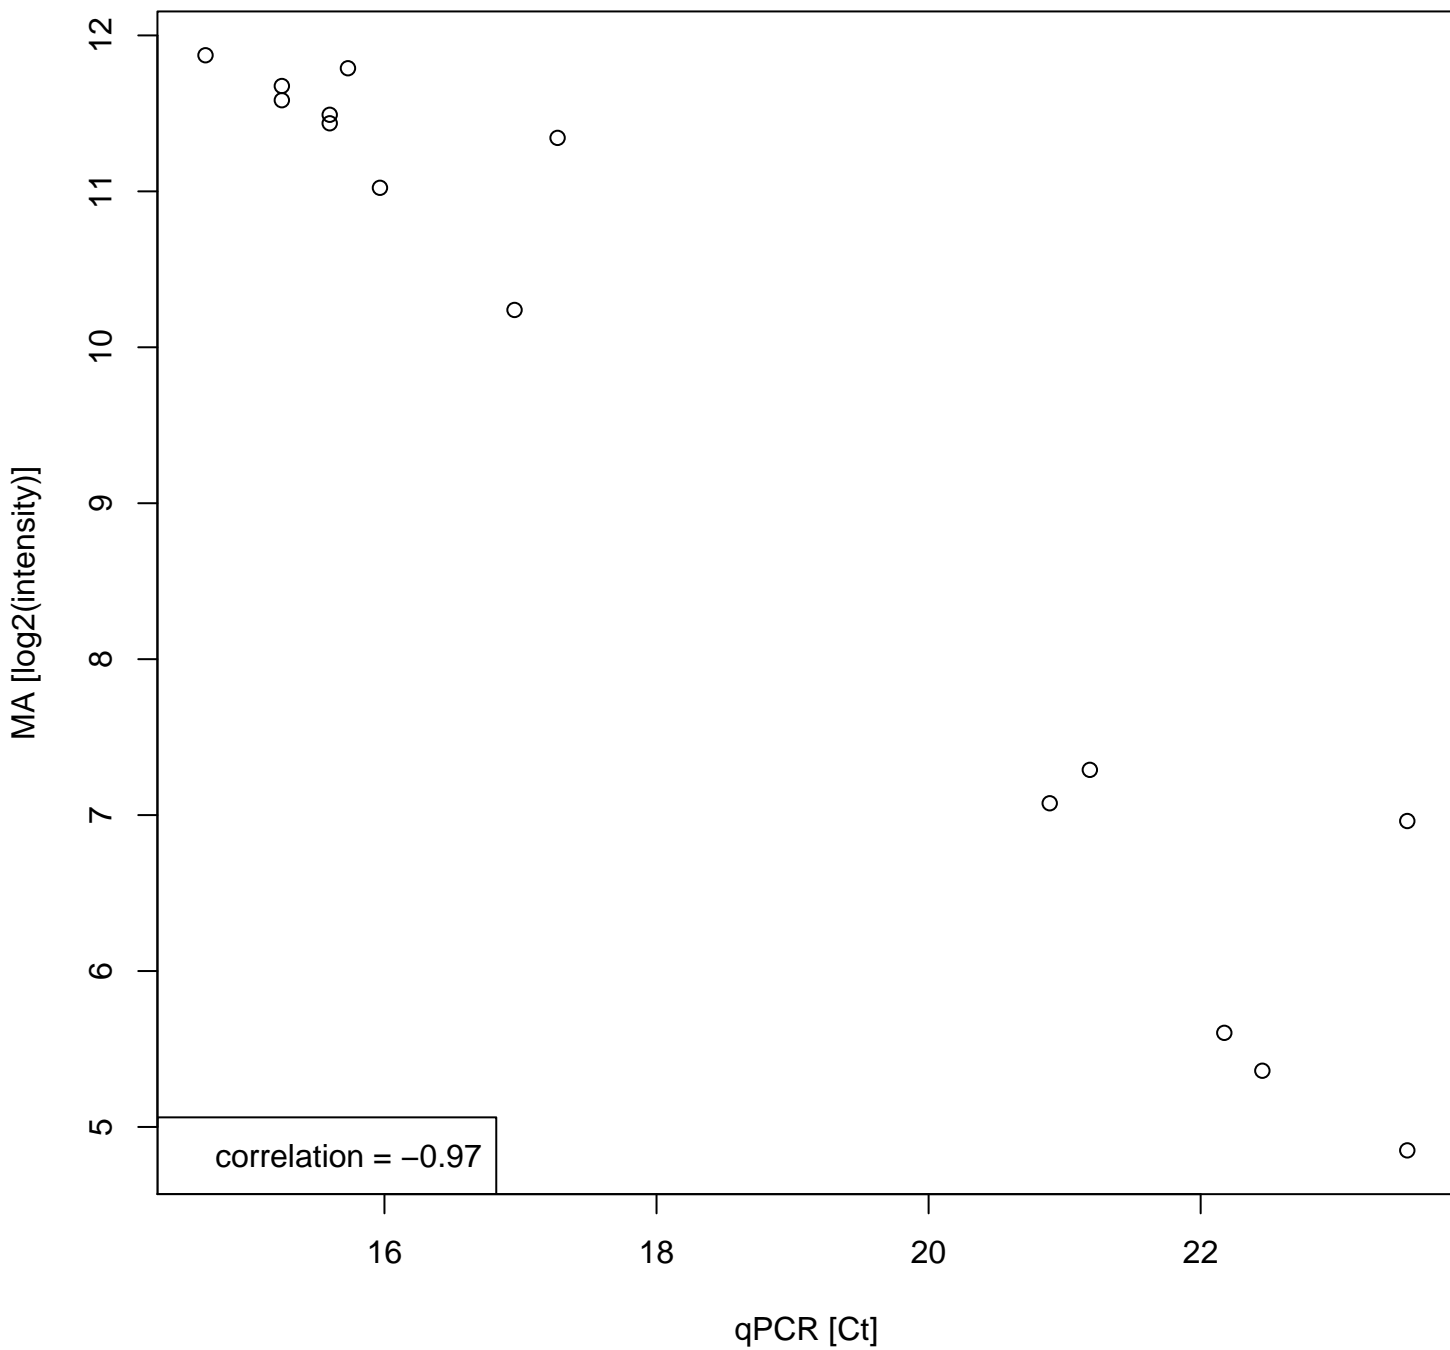

# contig12552

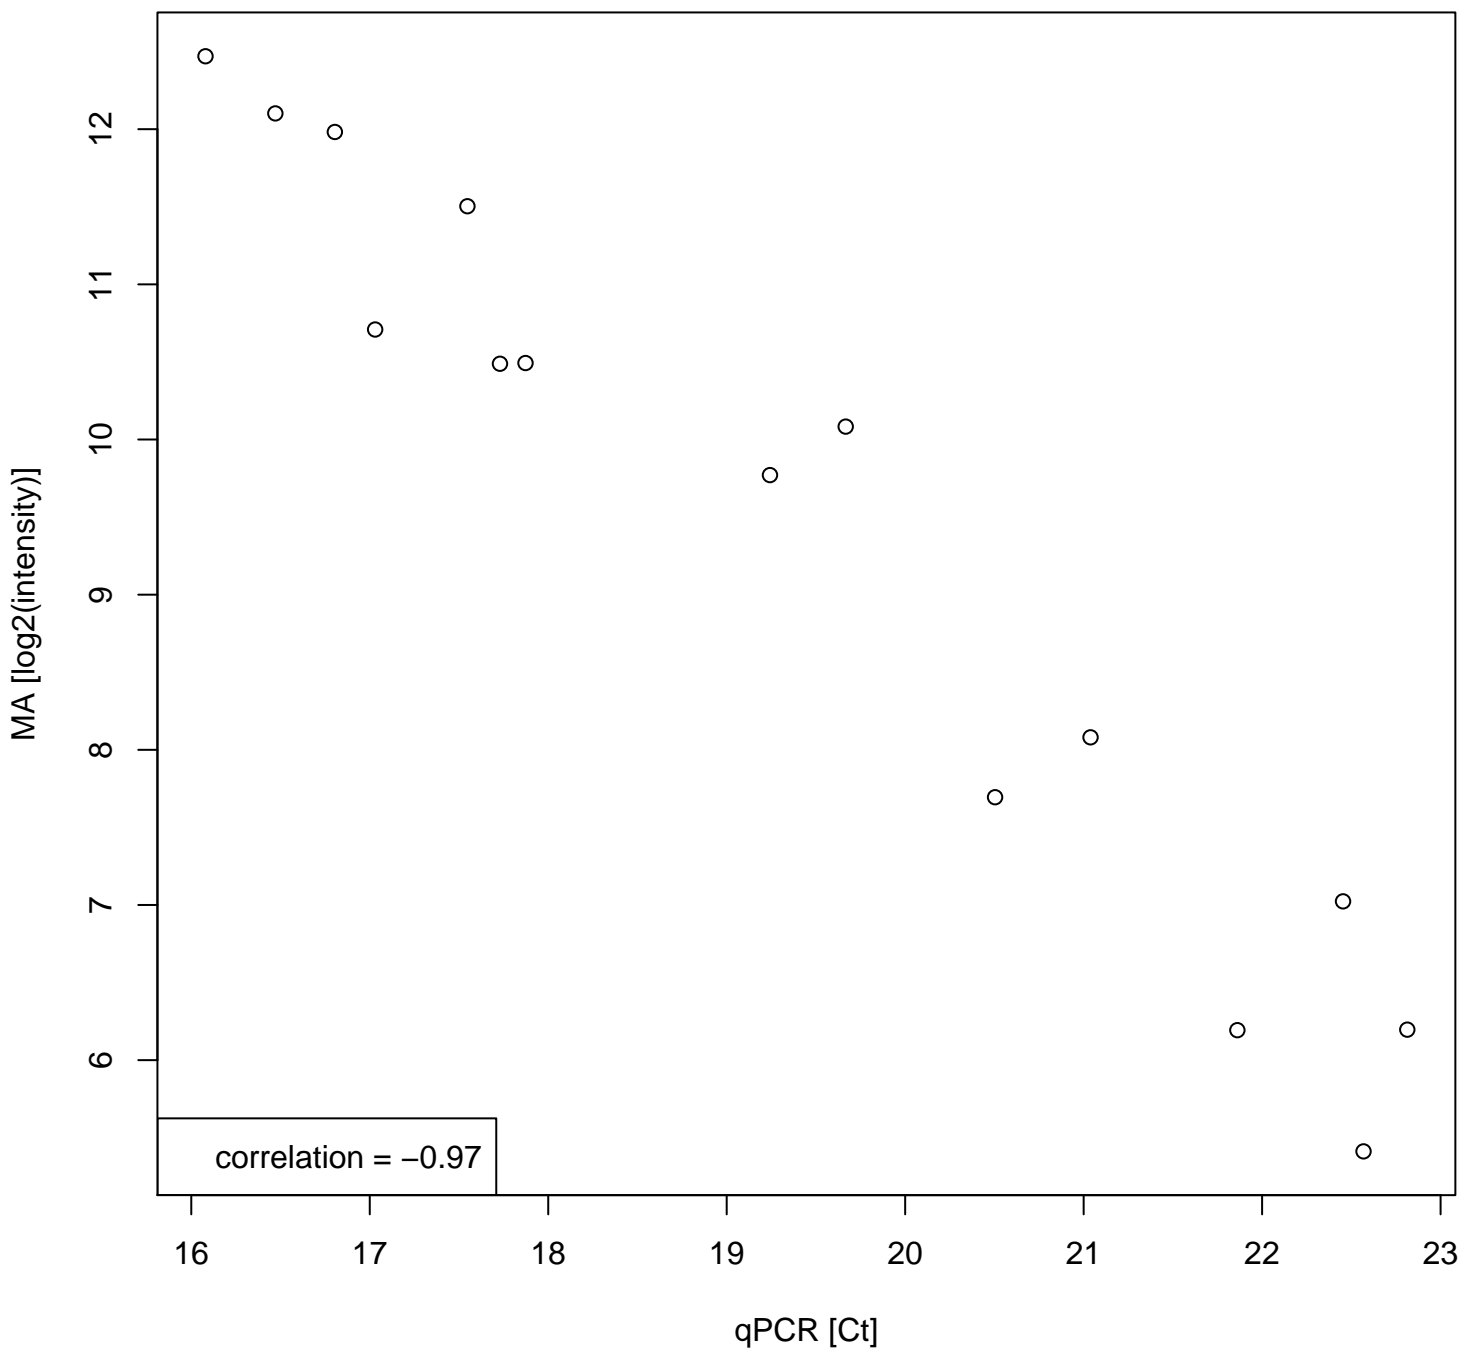

# contig00749

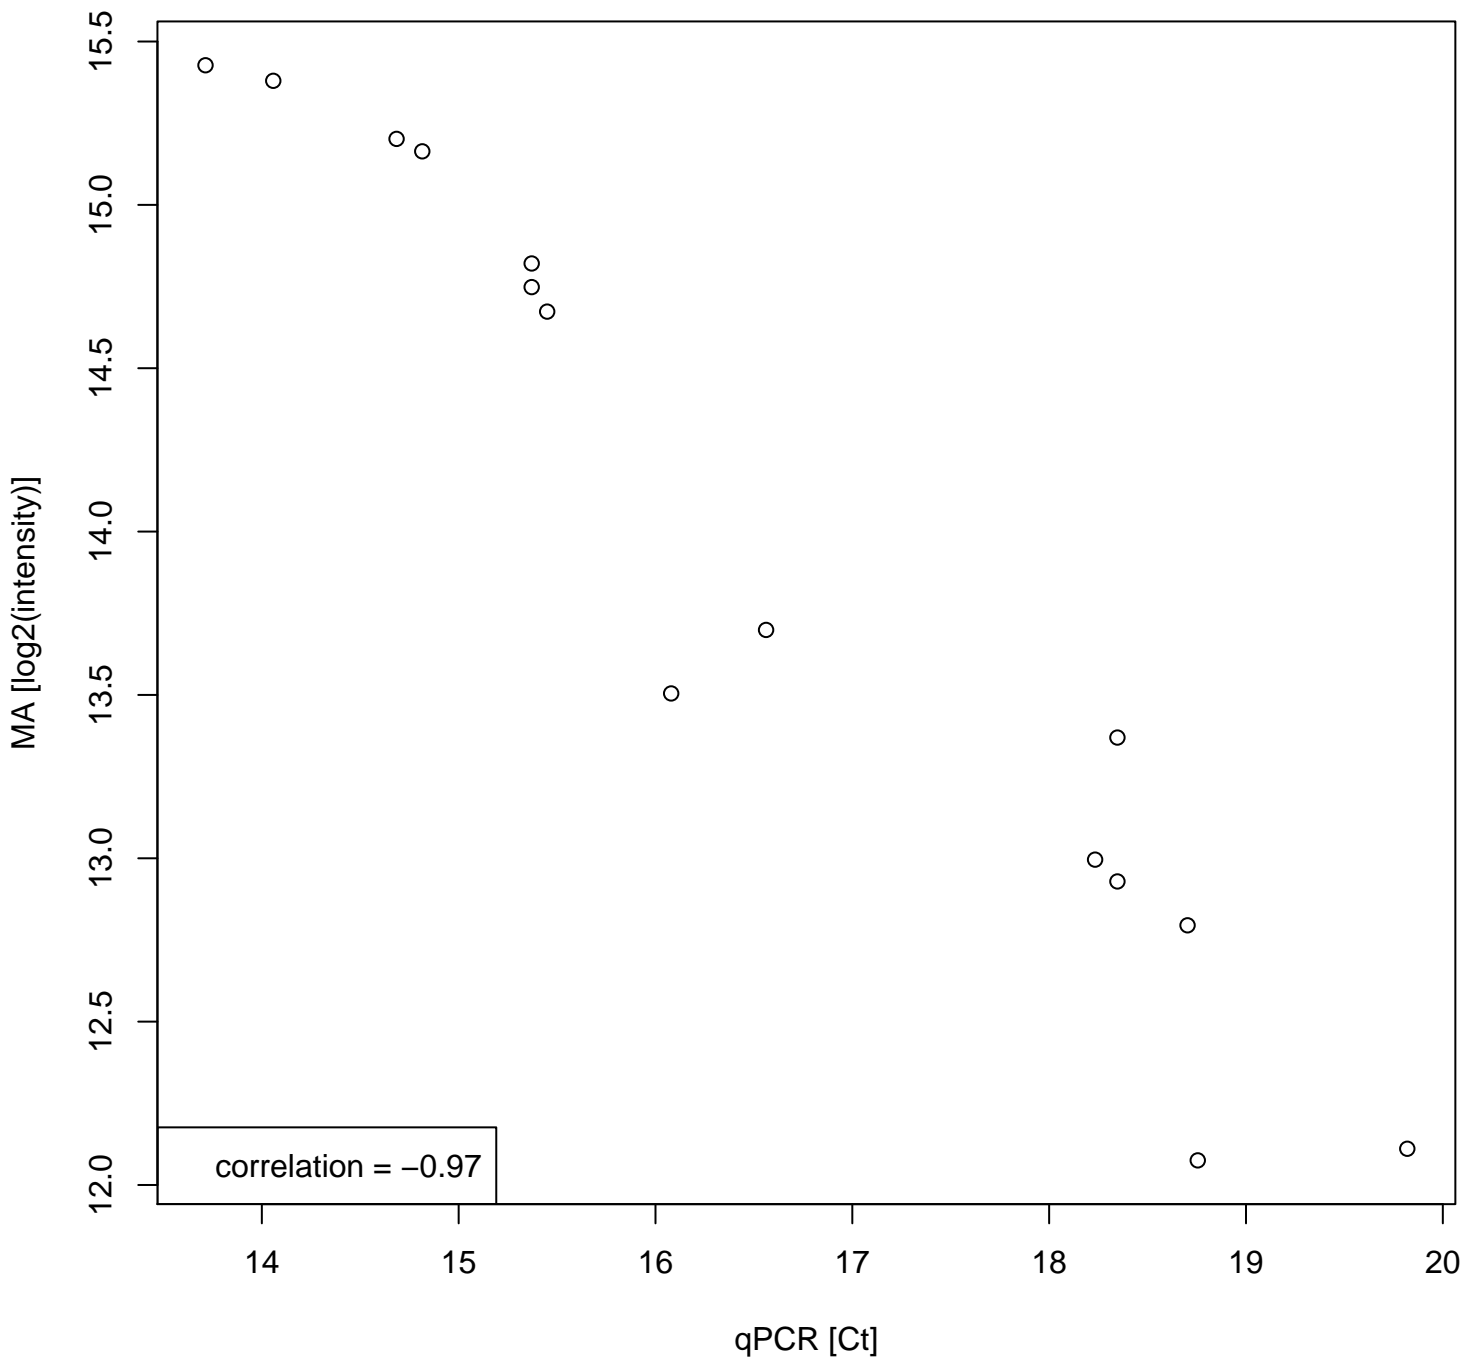

# contig01867

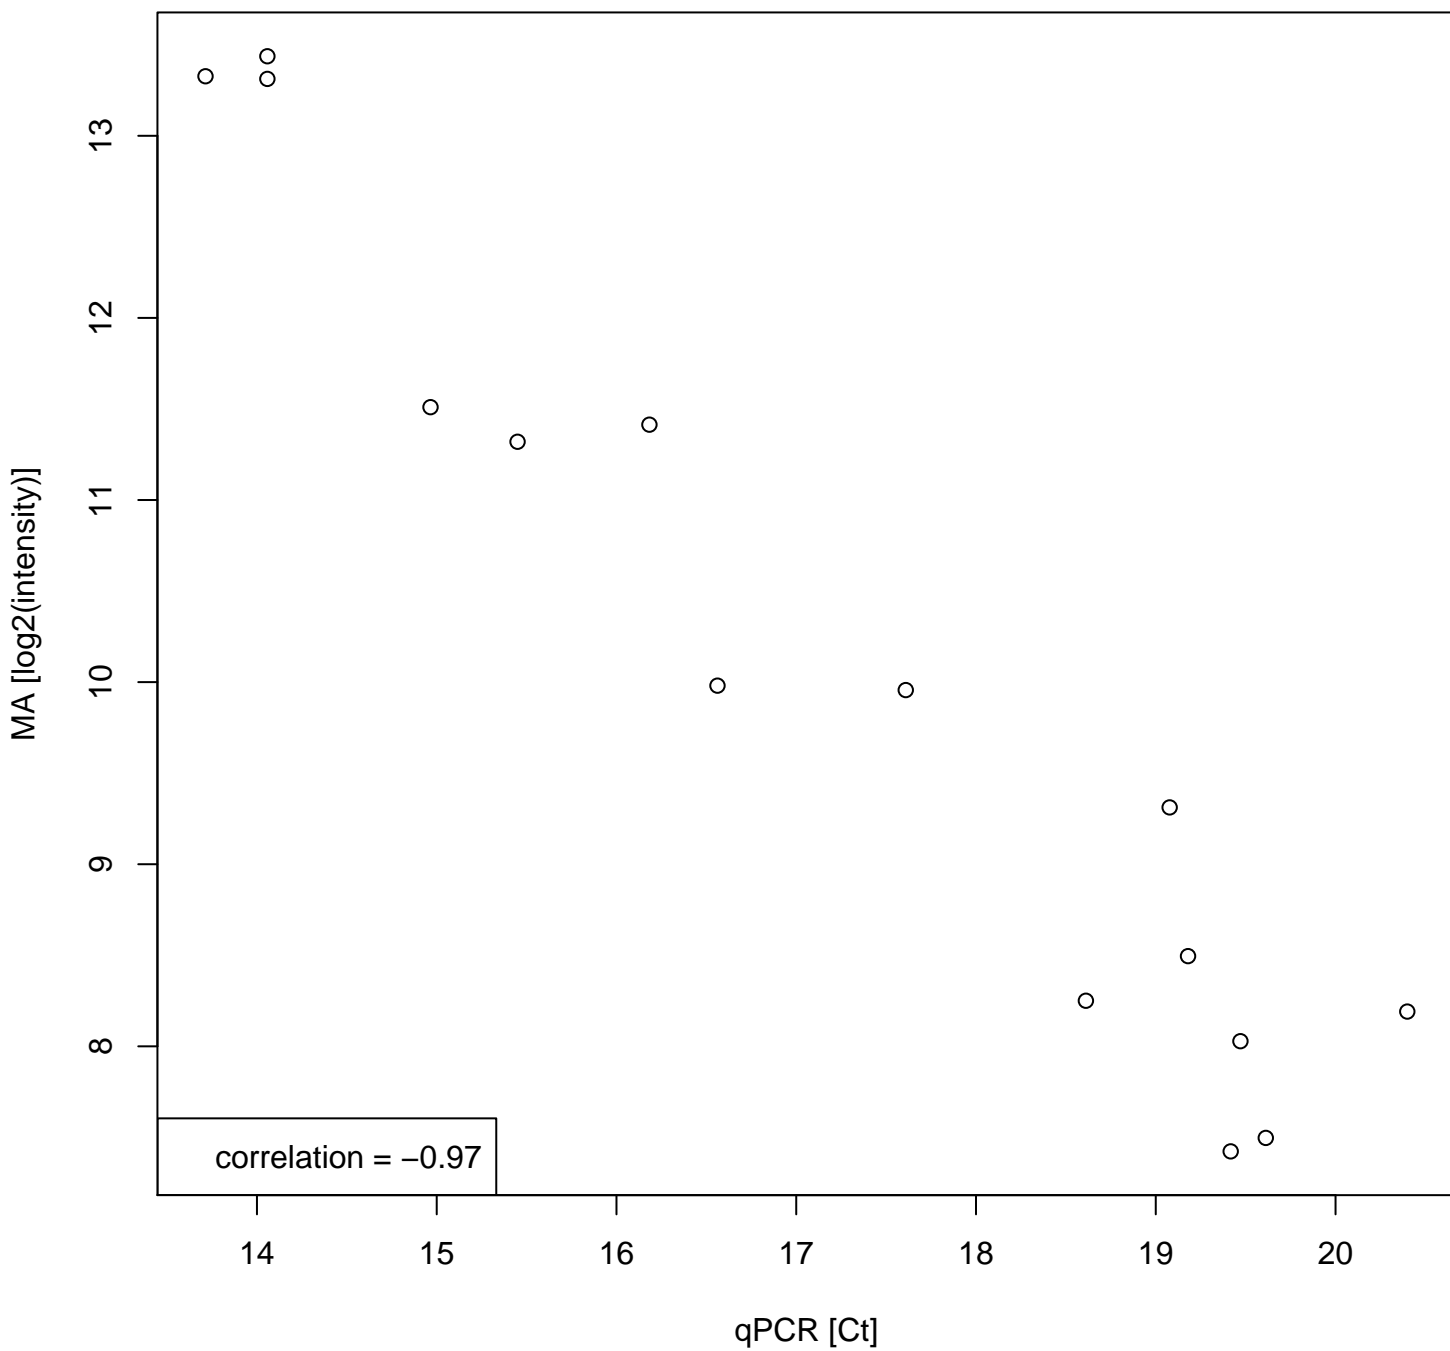

# contig03975

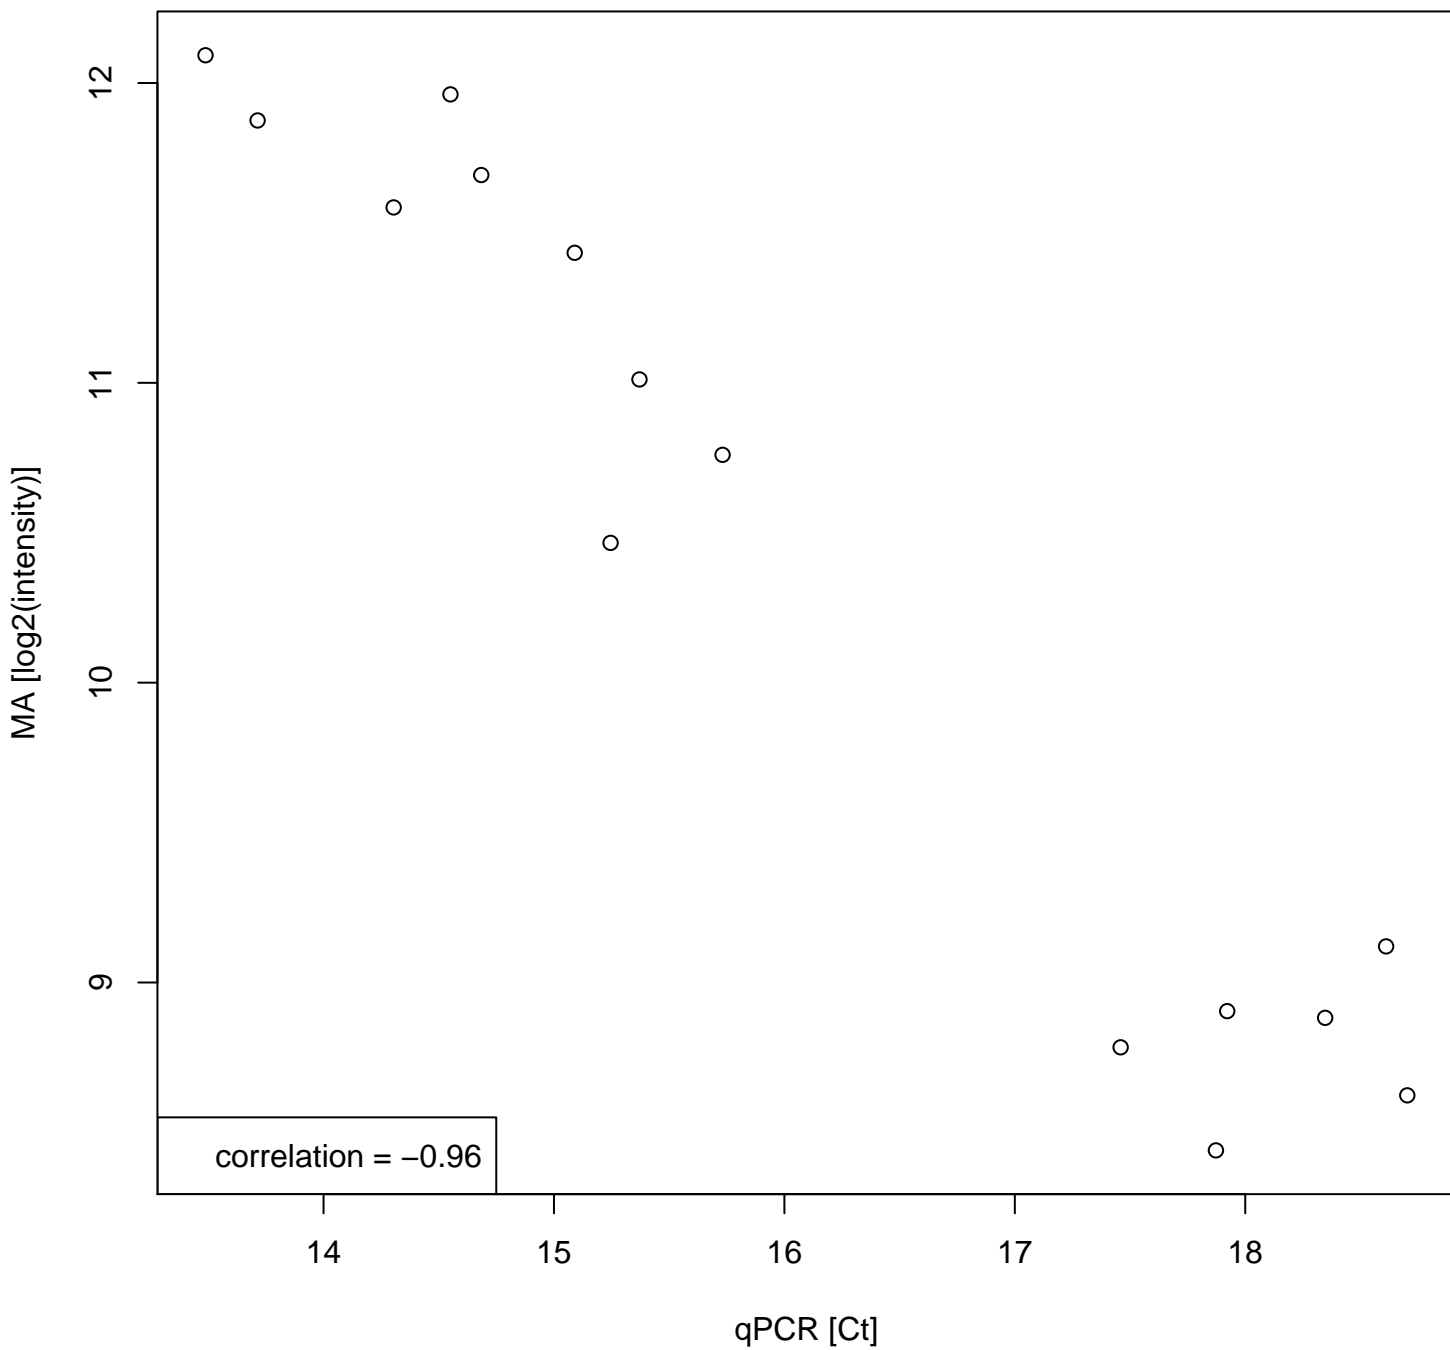

# contig01324

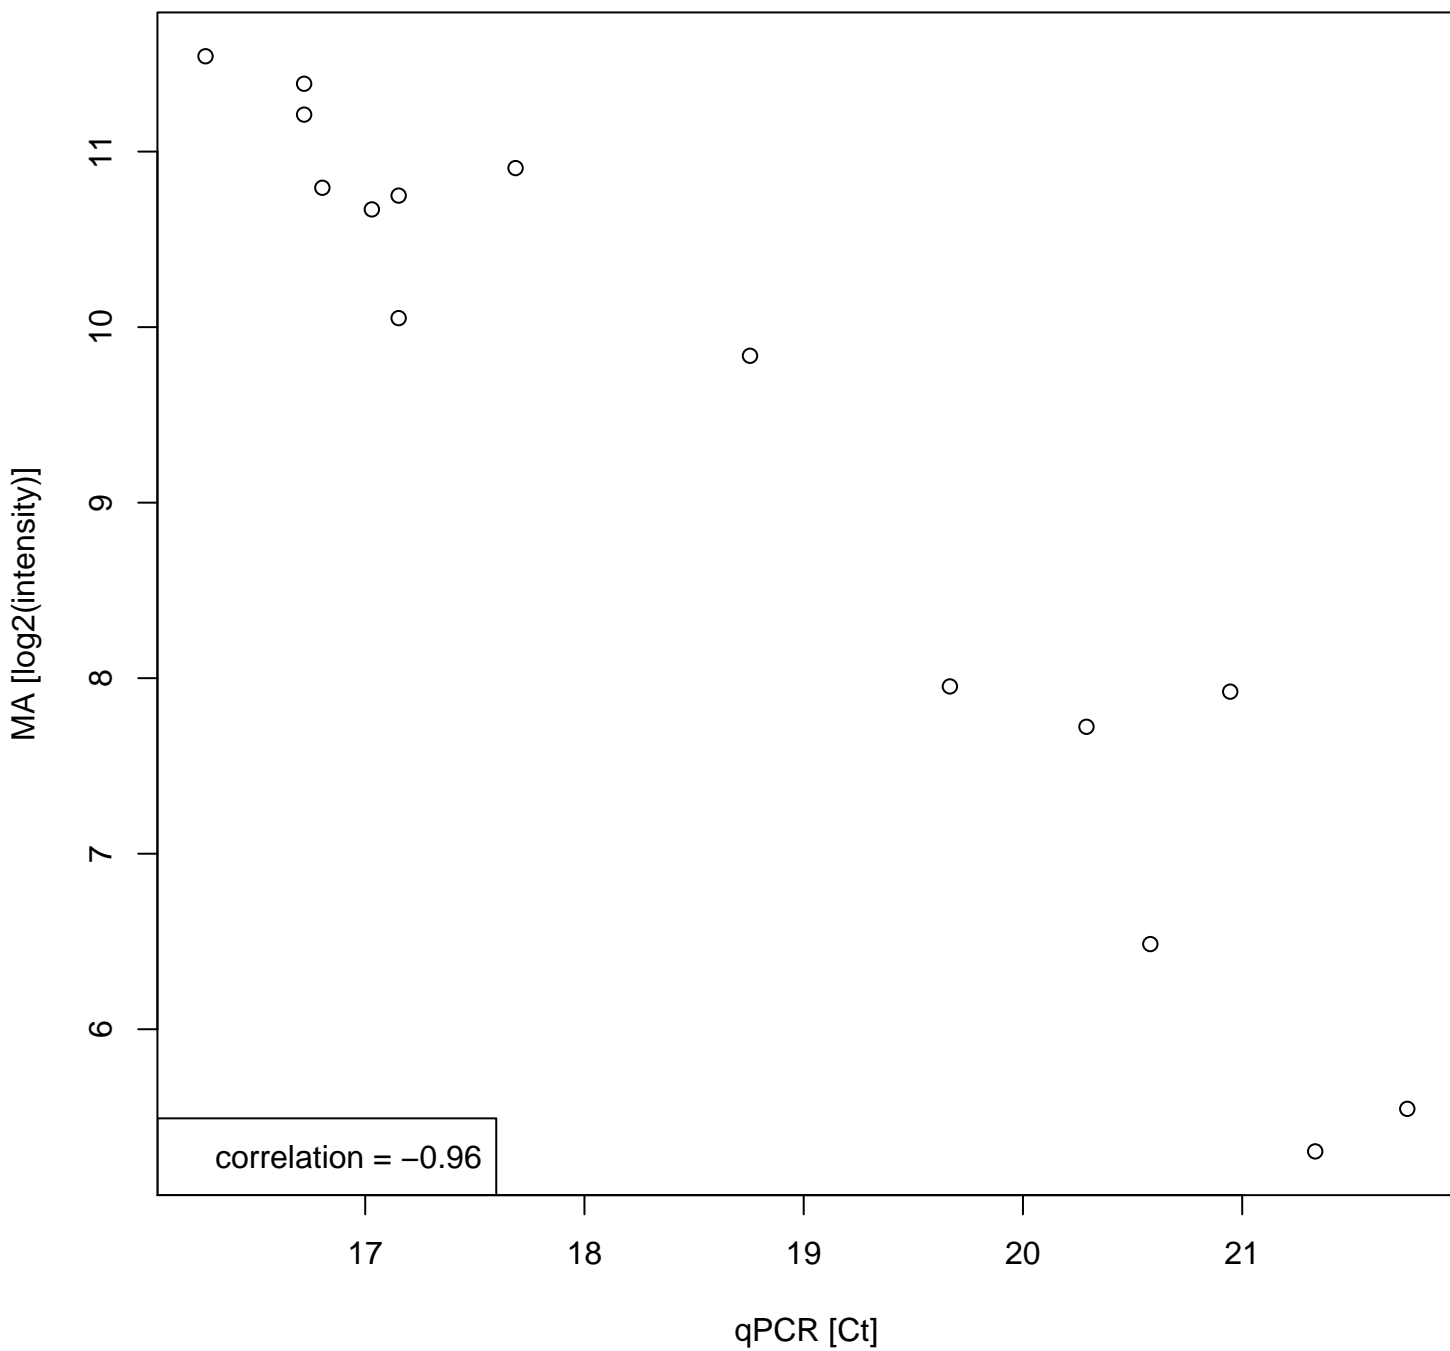

# contig18707

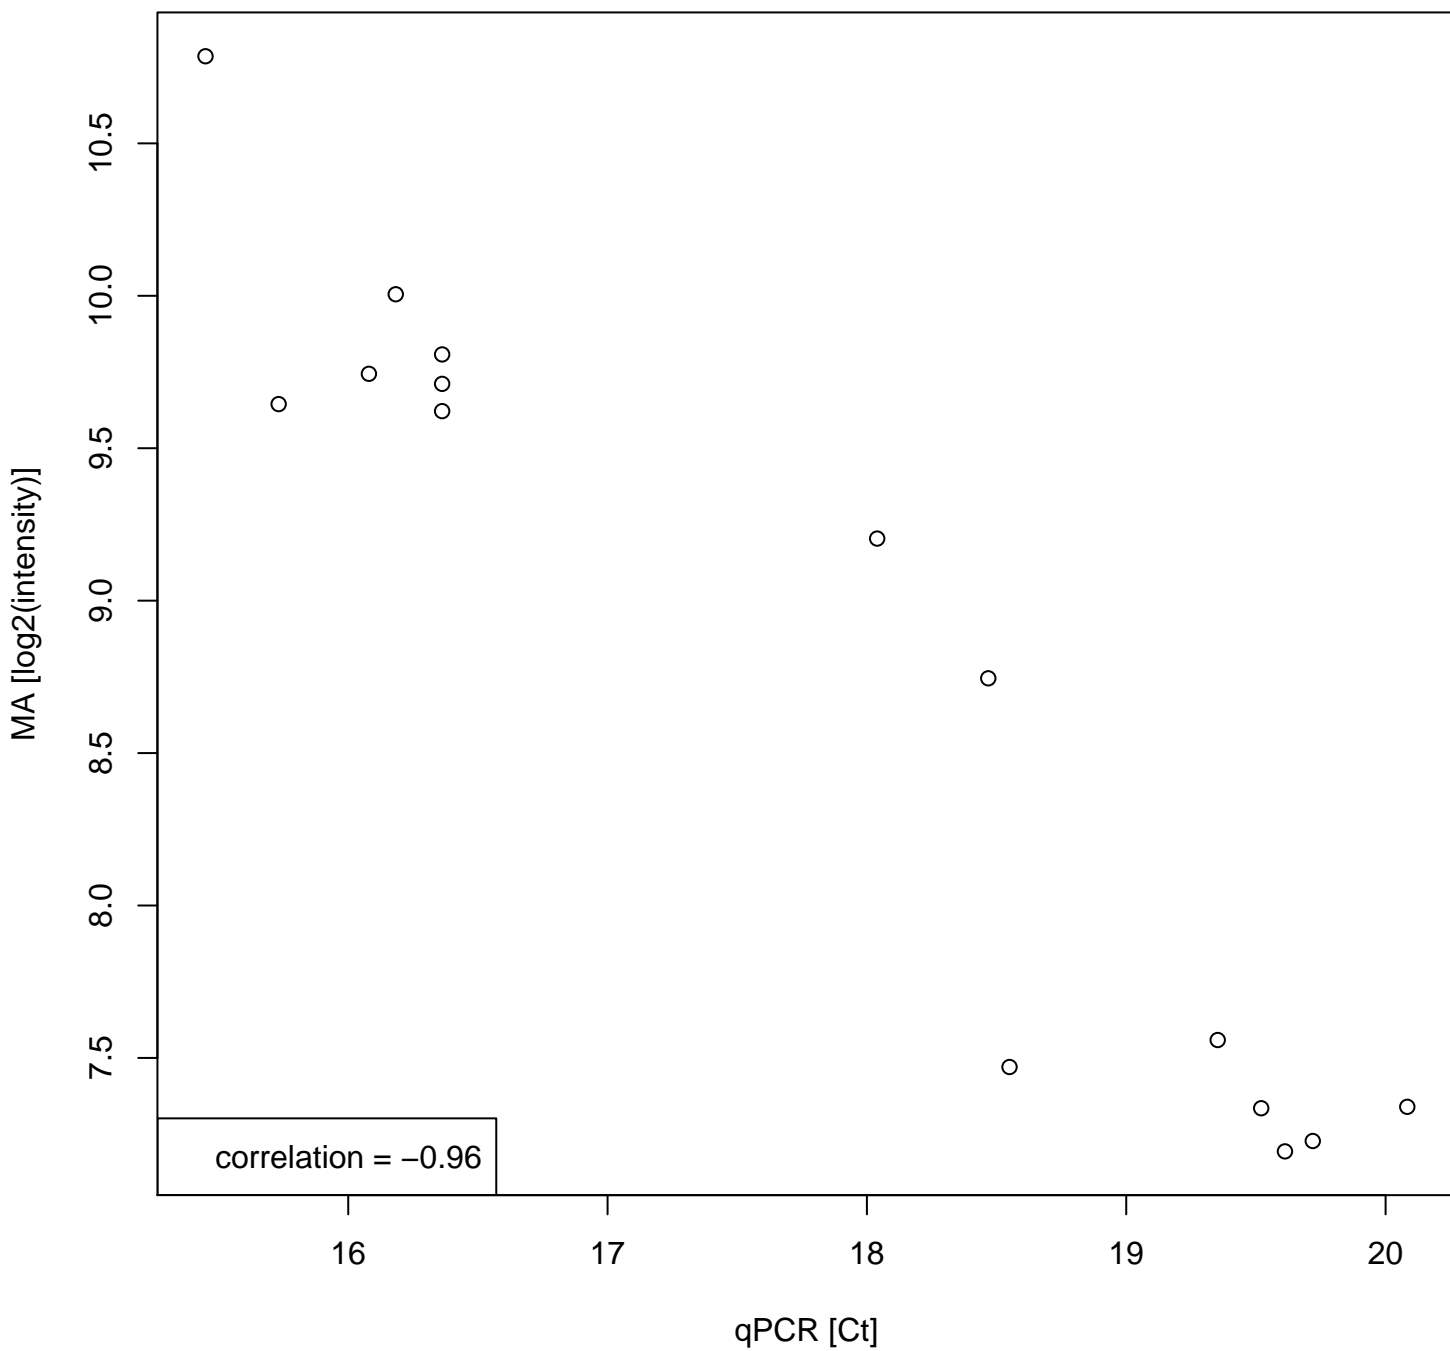

# contig03970

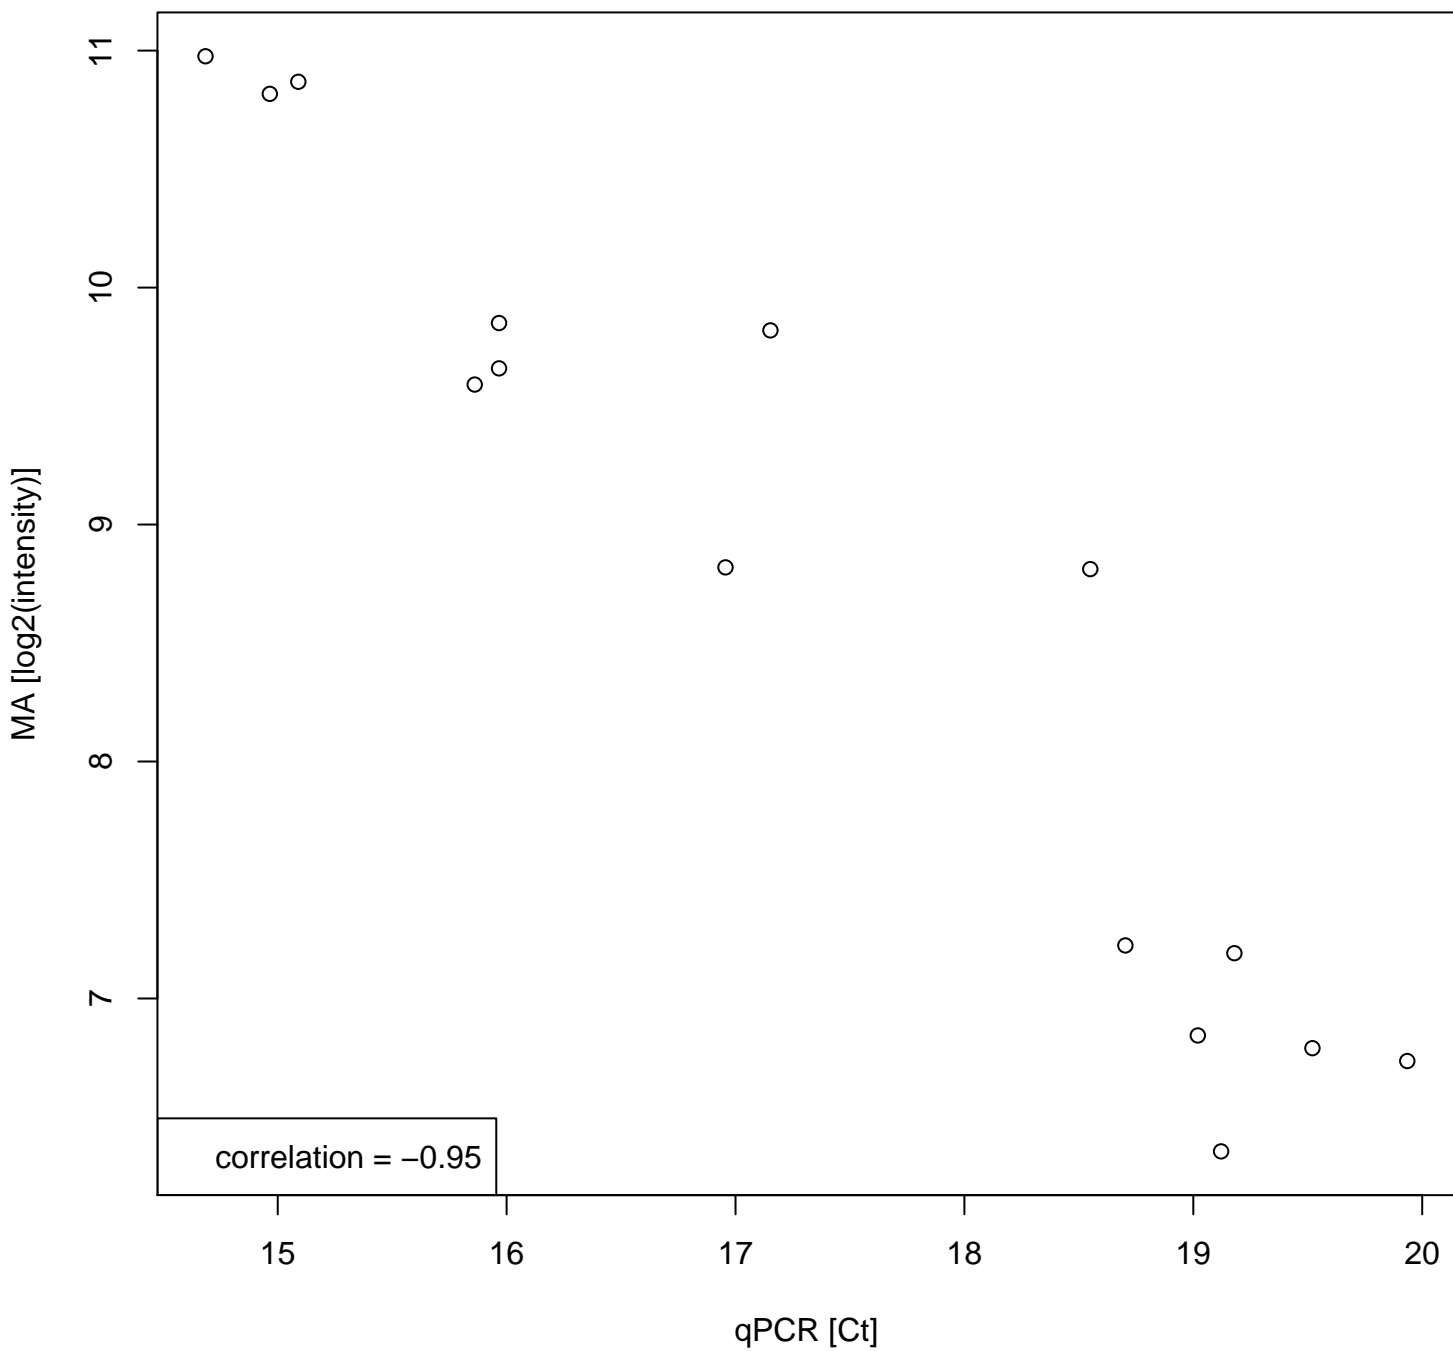

# contig12238

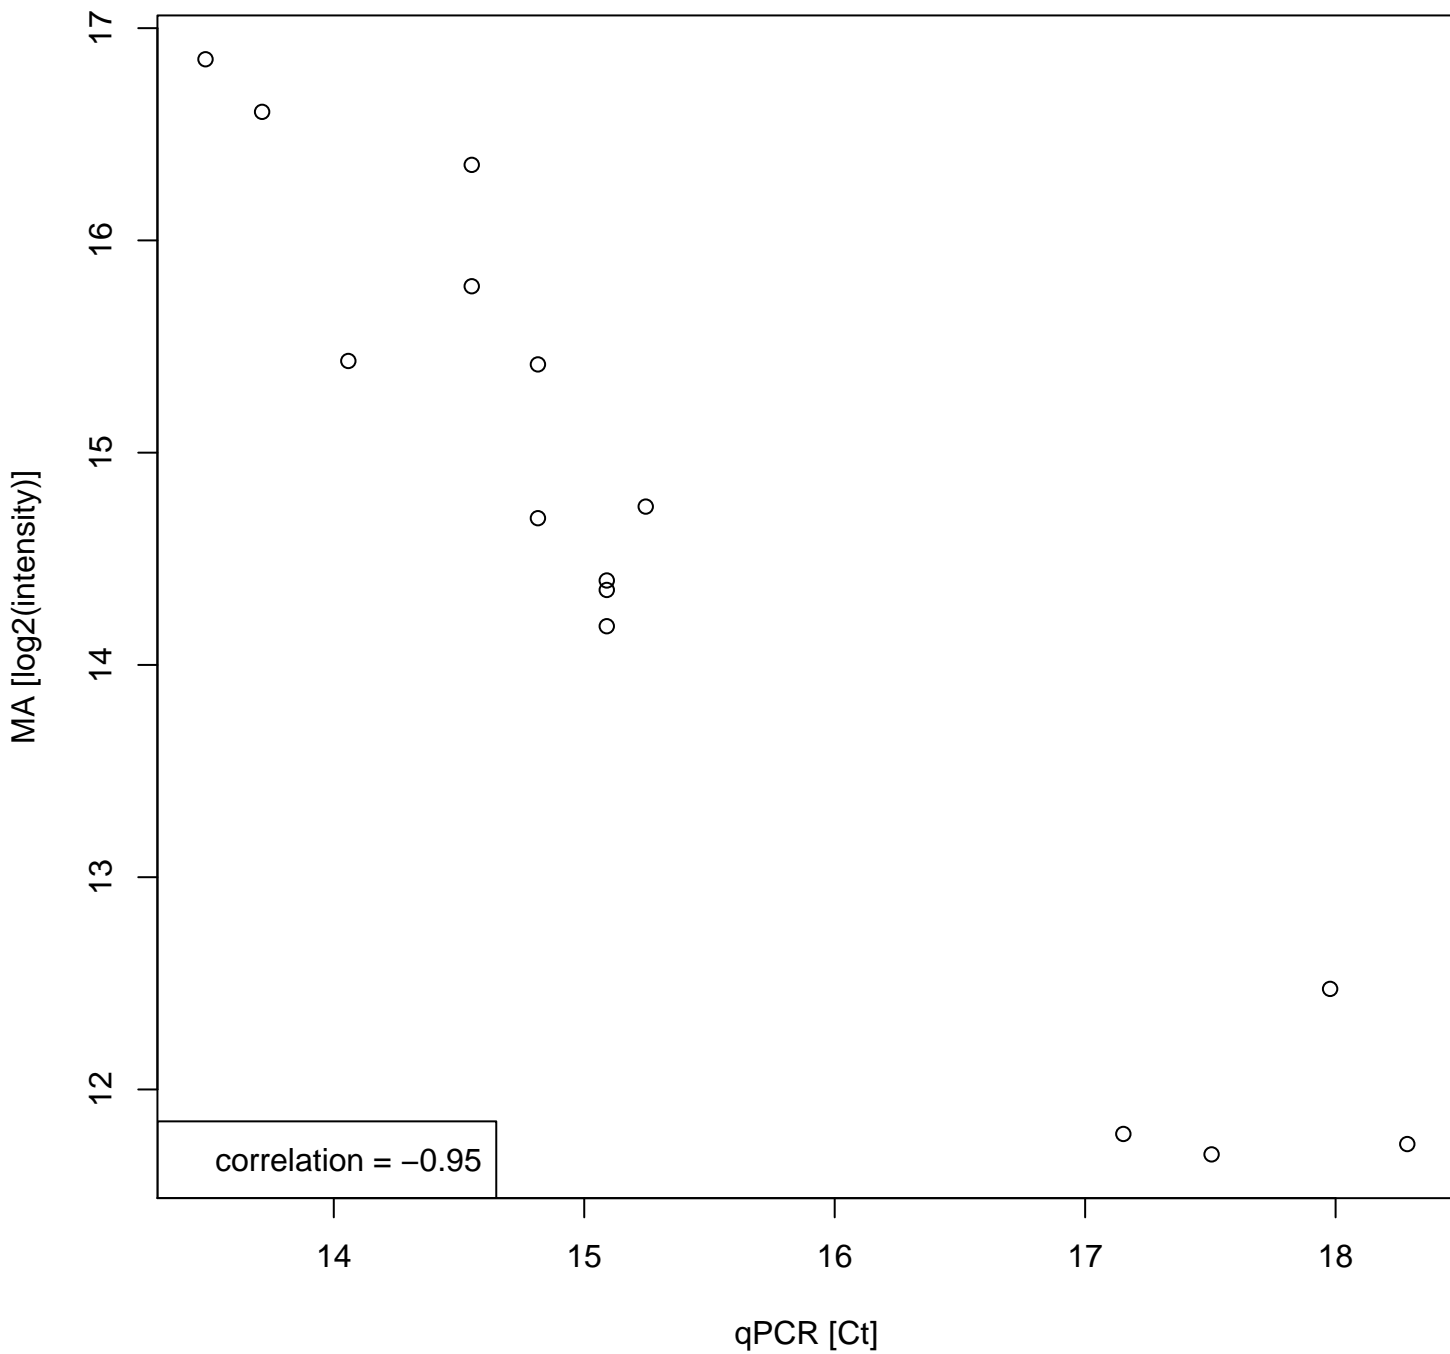

# contig01998

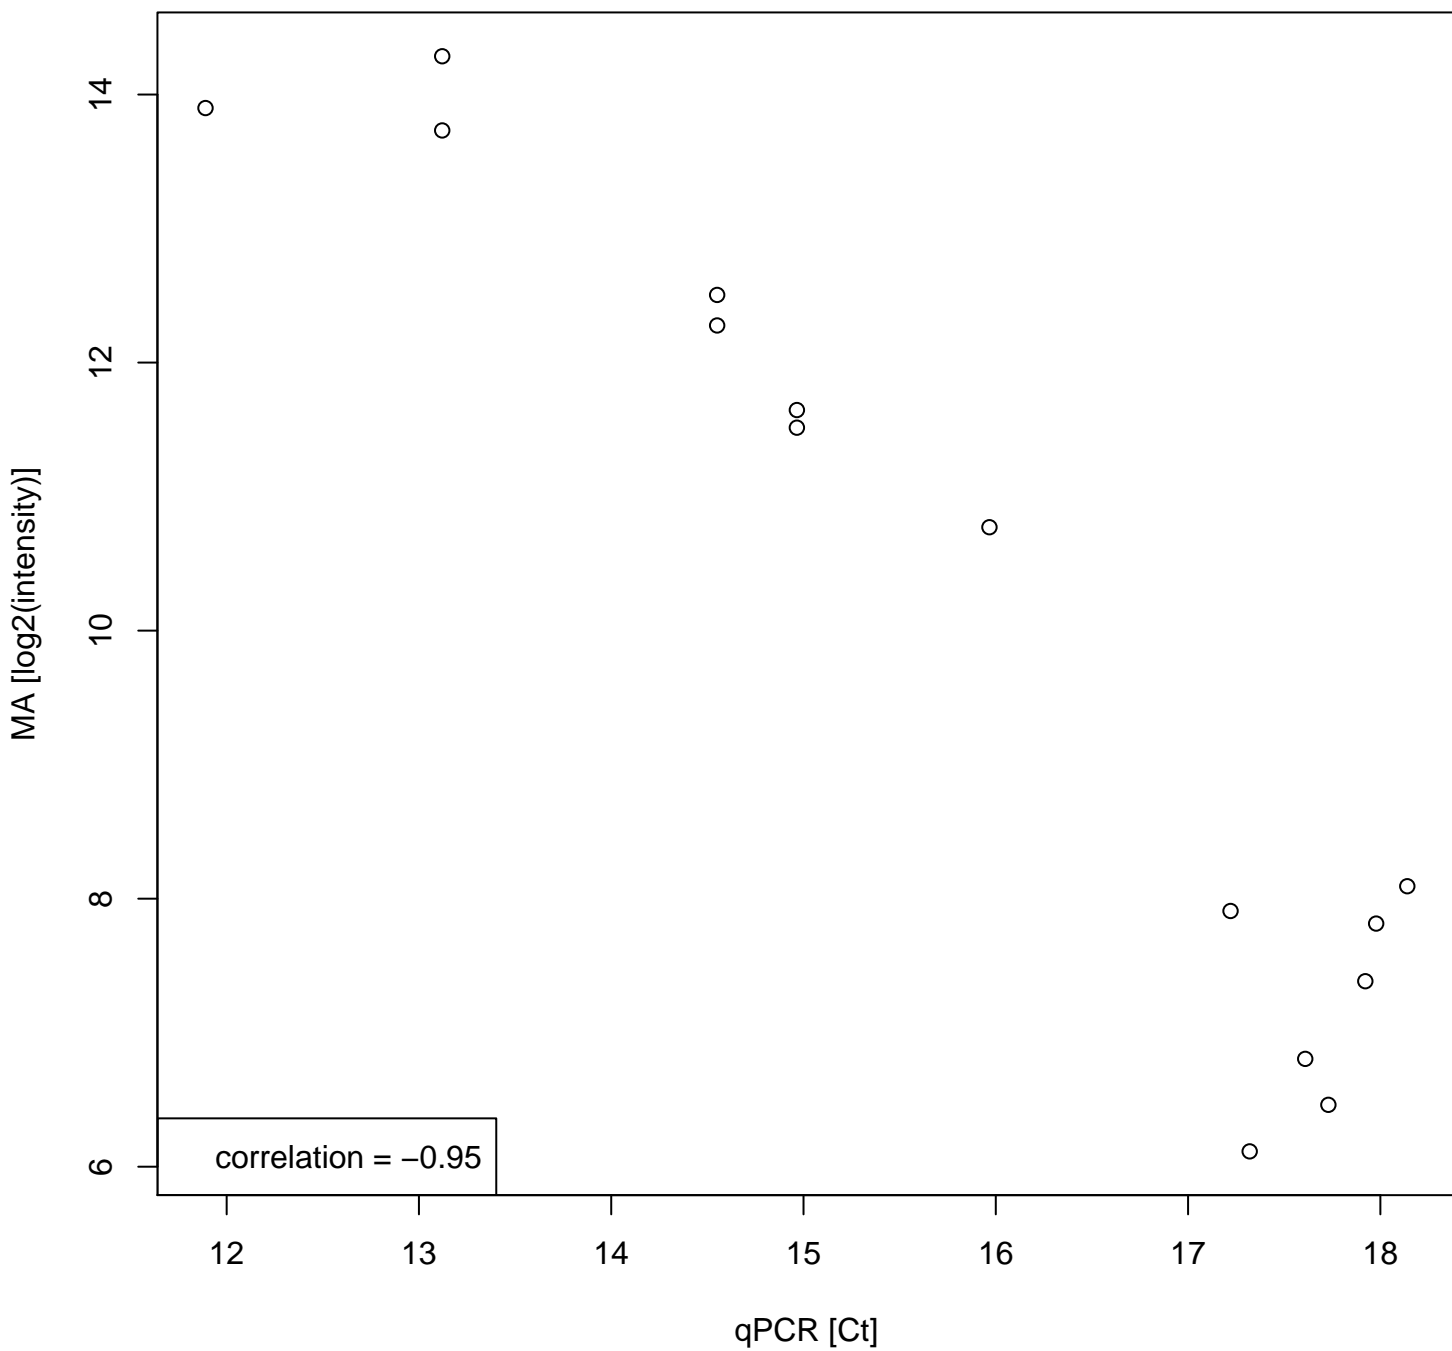

# contig02434

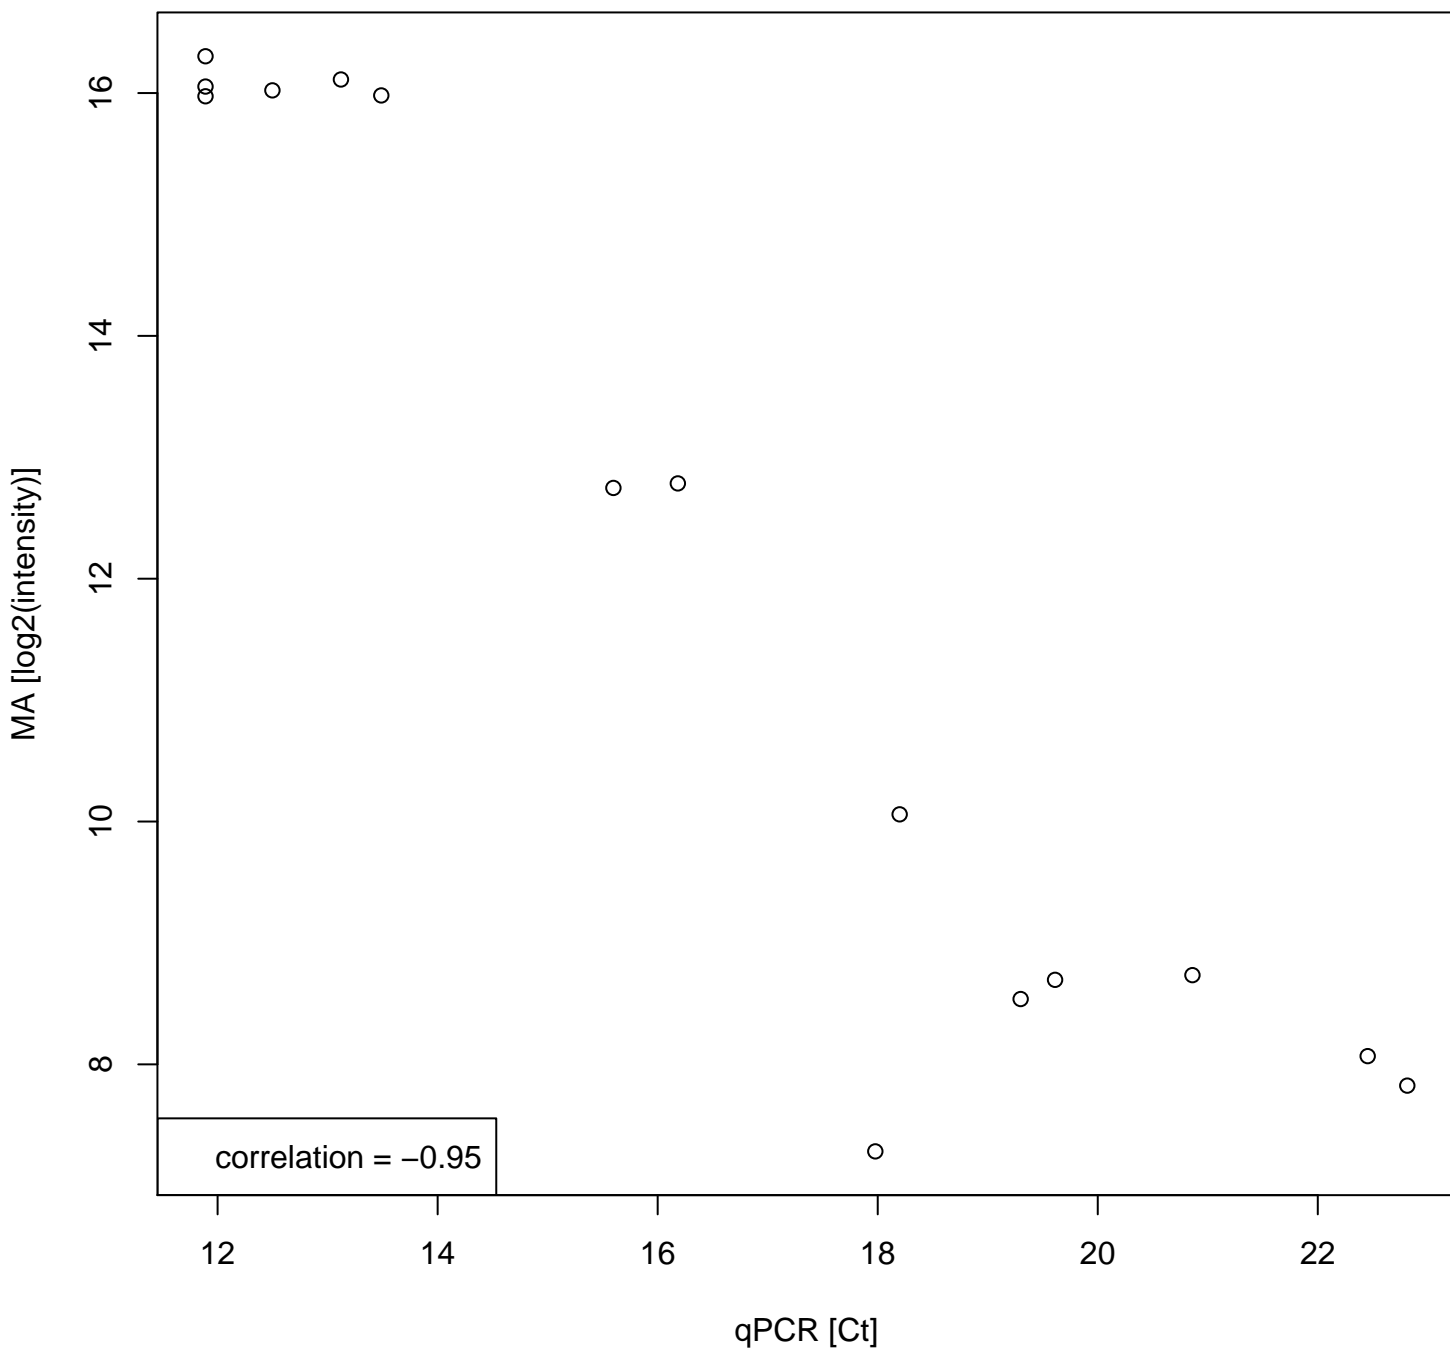

# contig17303

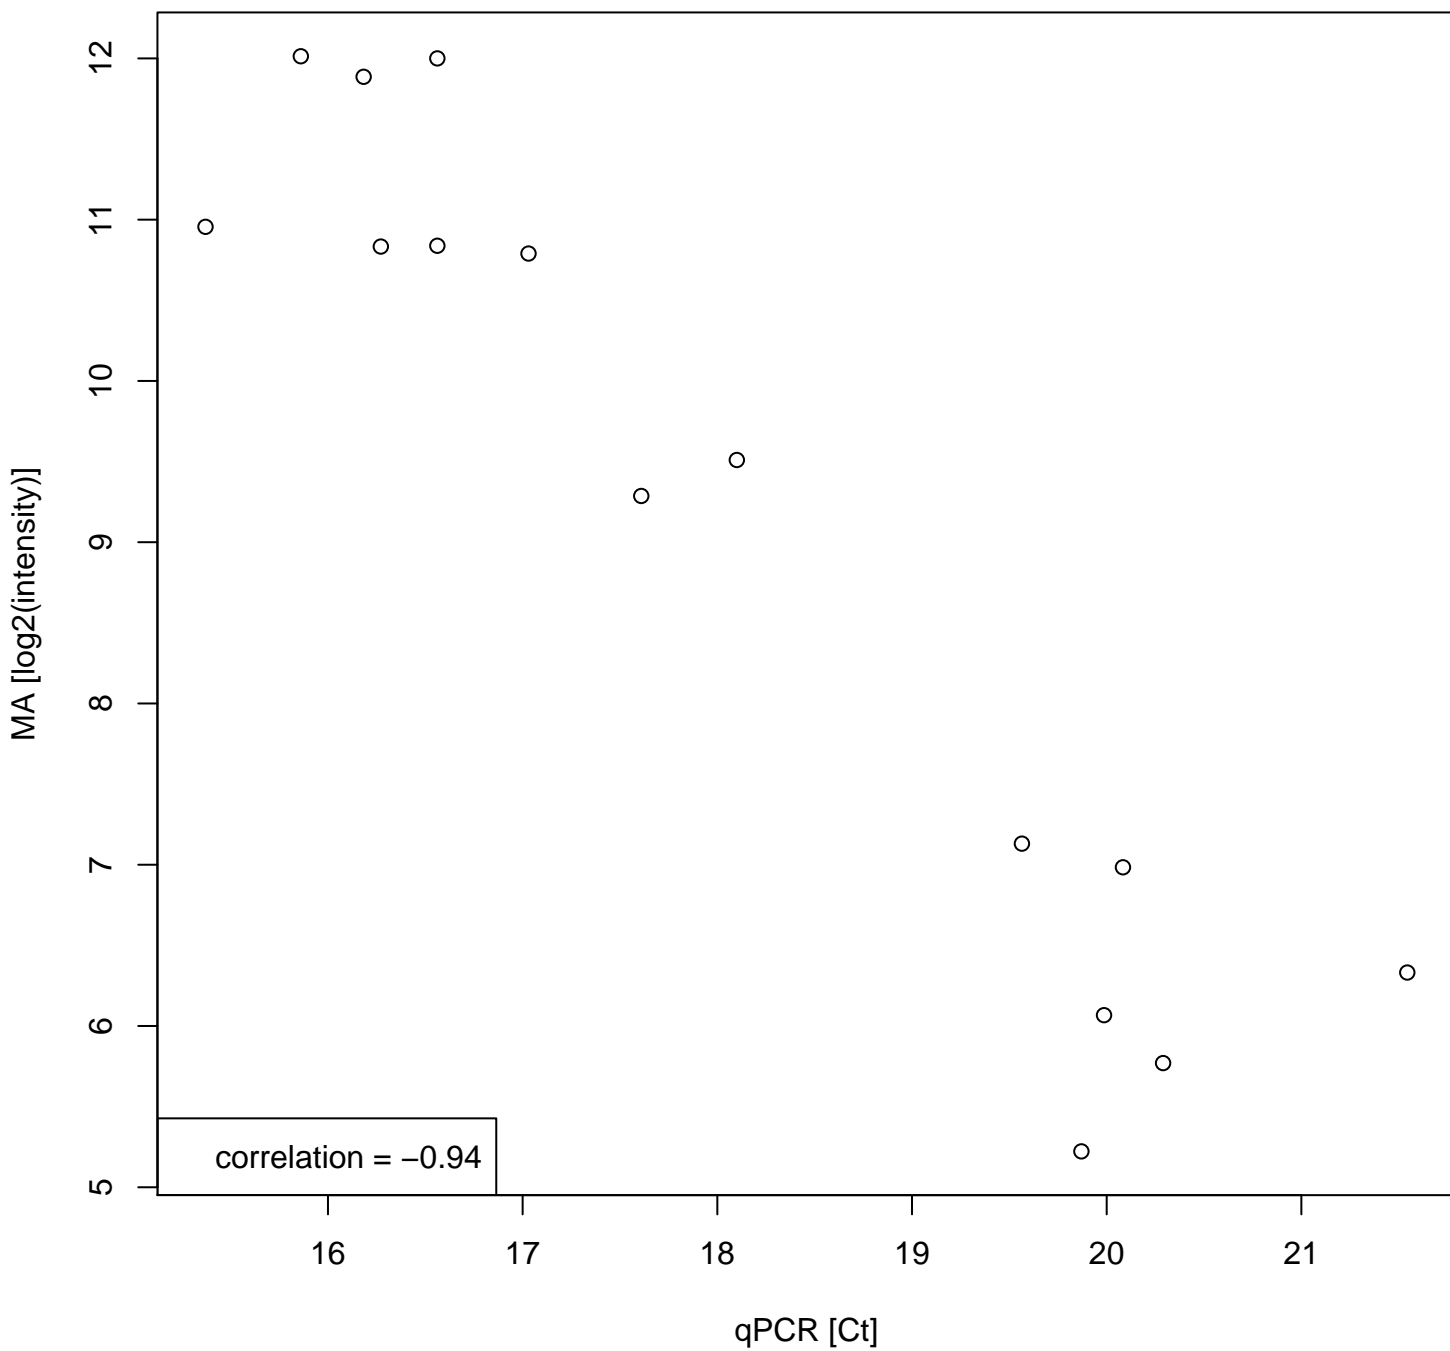

# contig05222

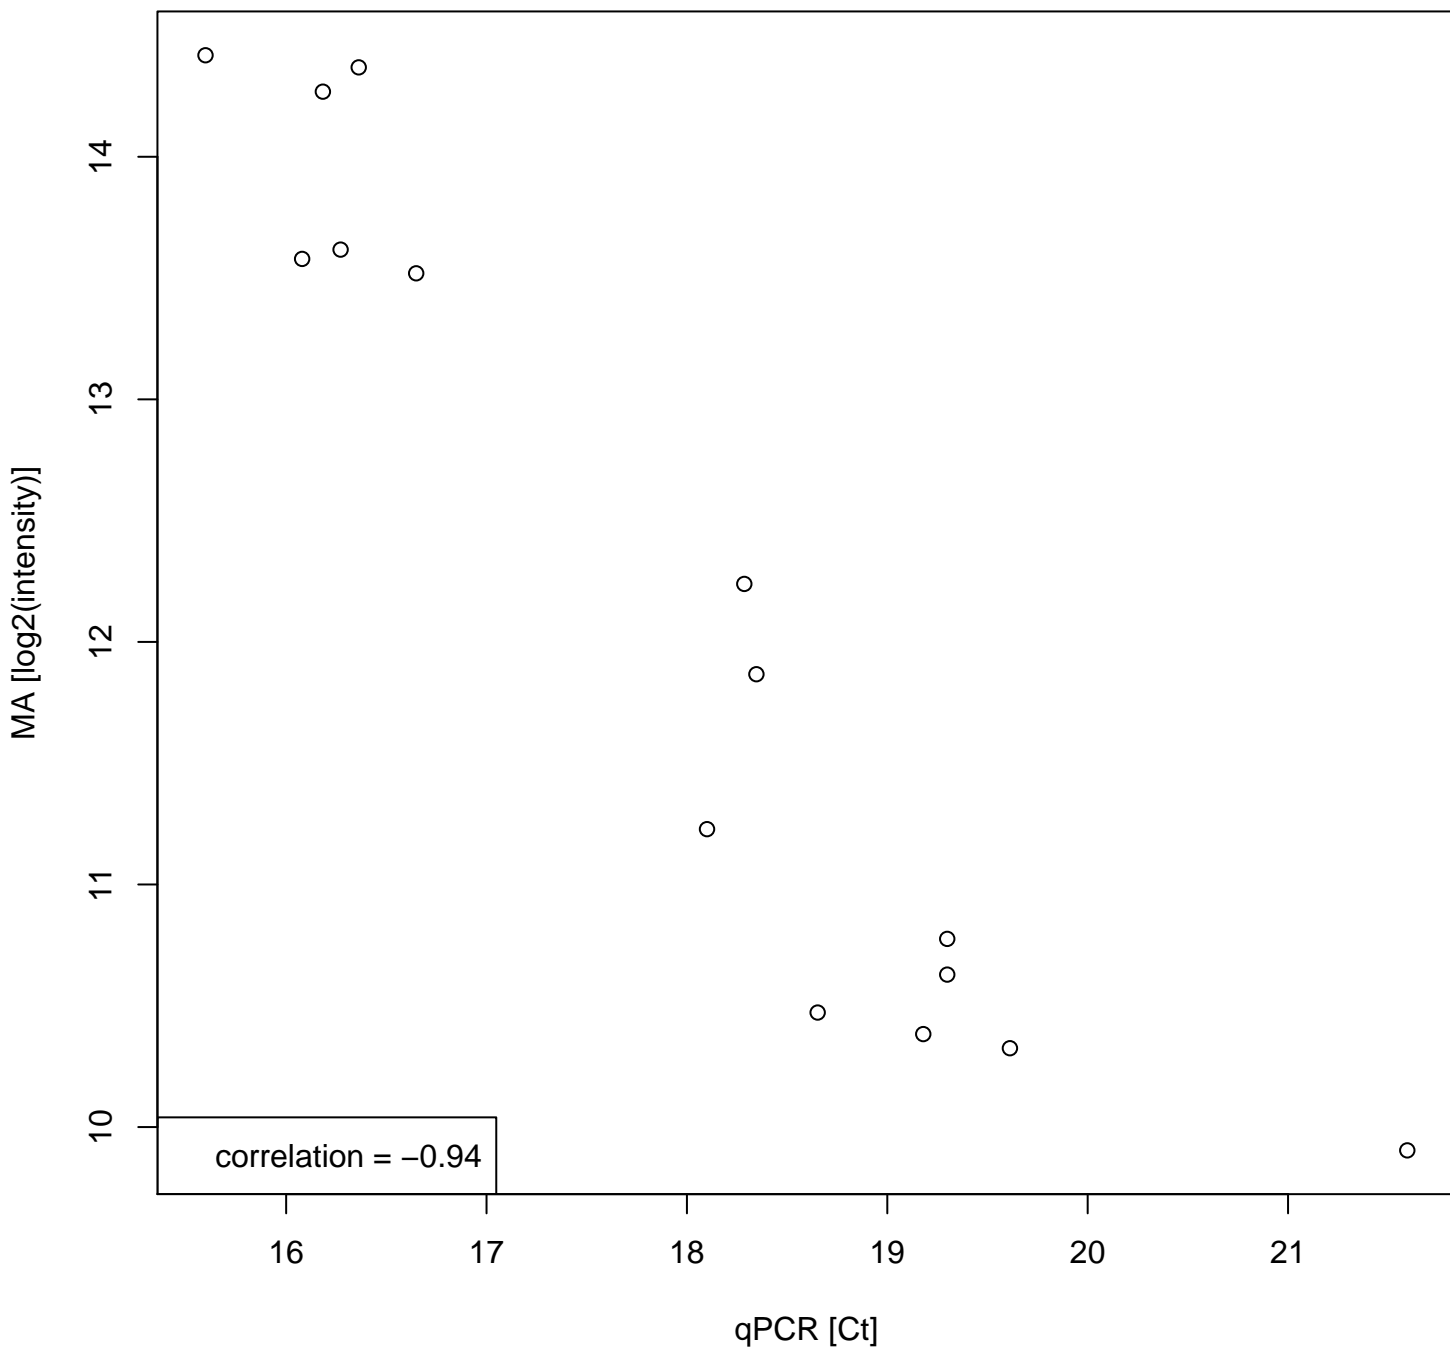

# contig05068

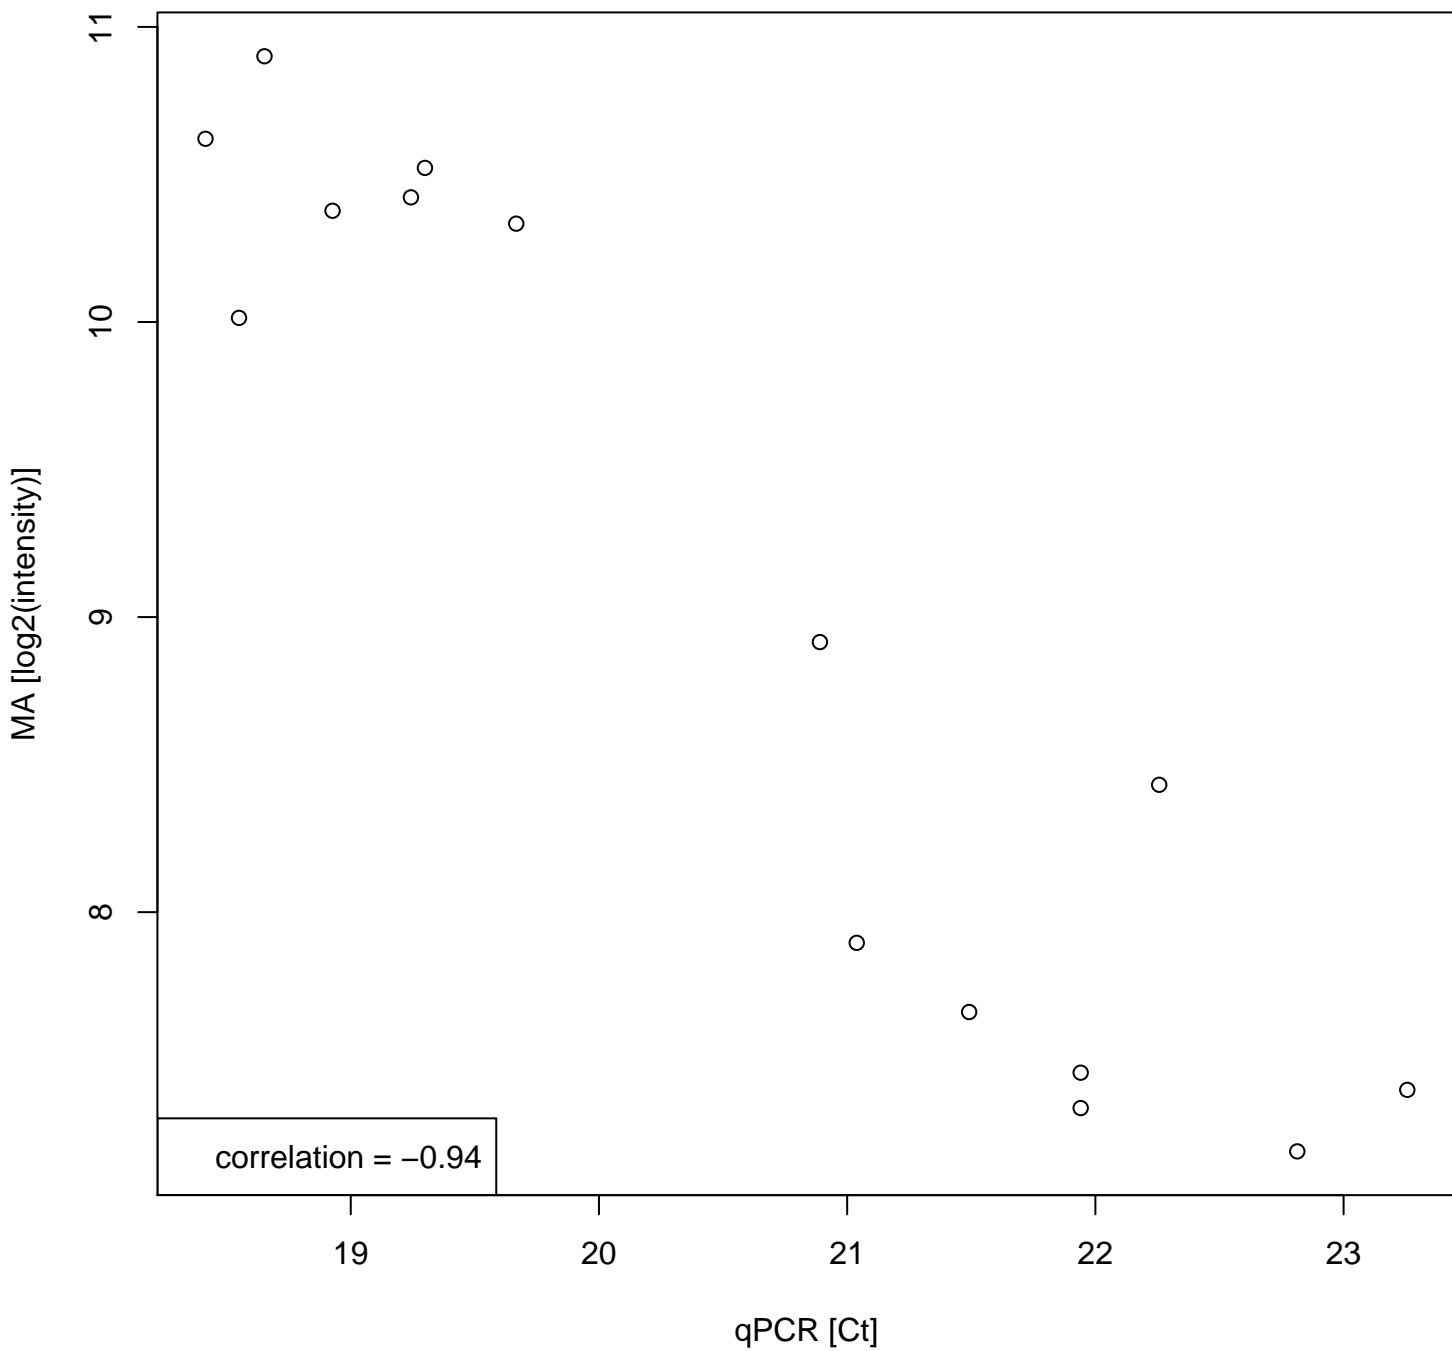

# contig16763

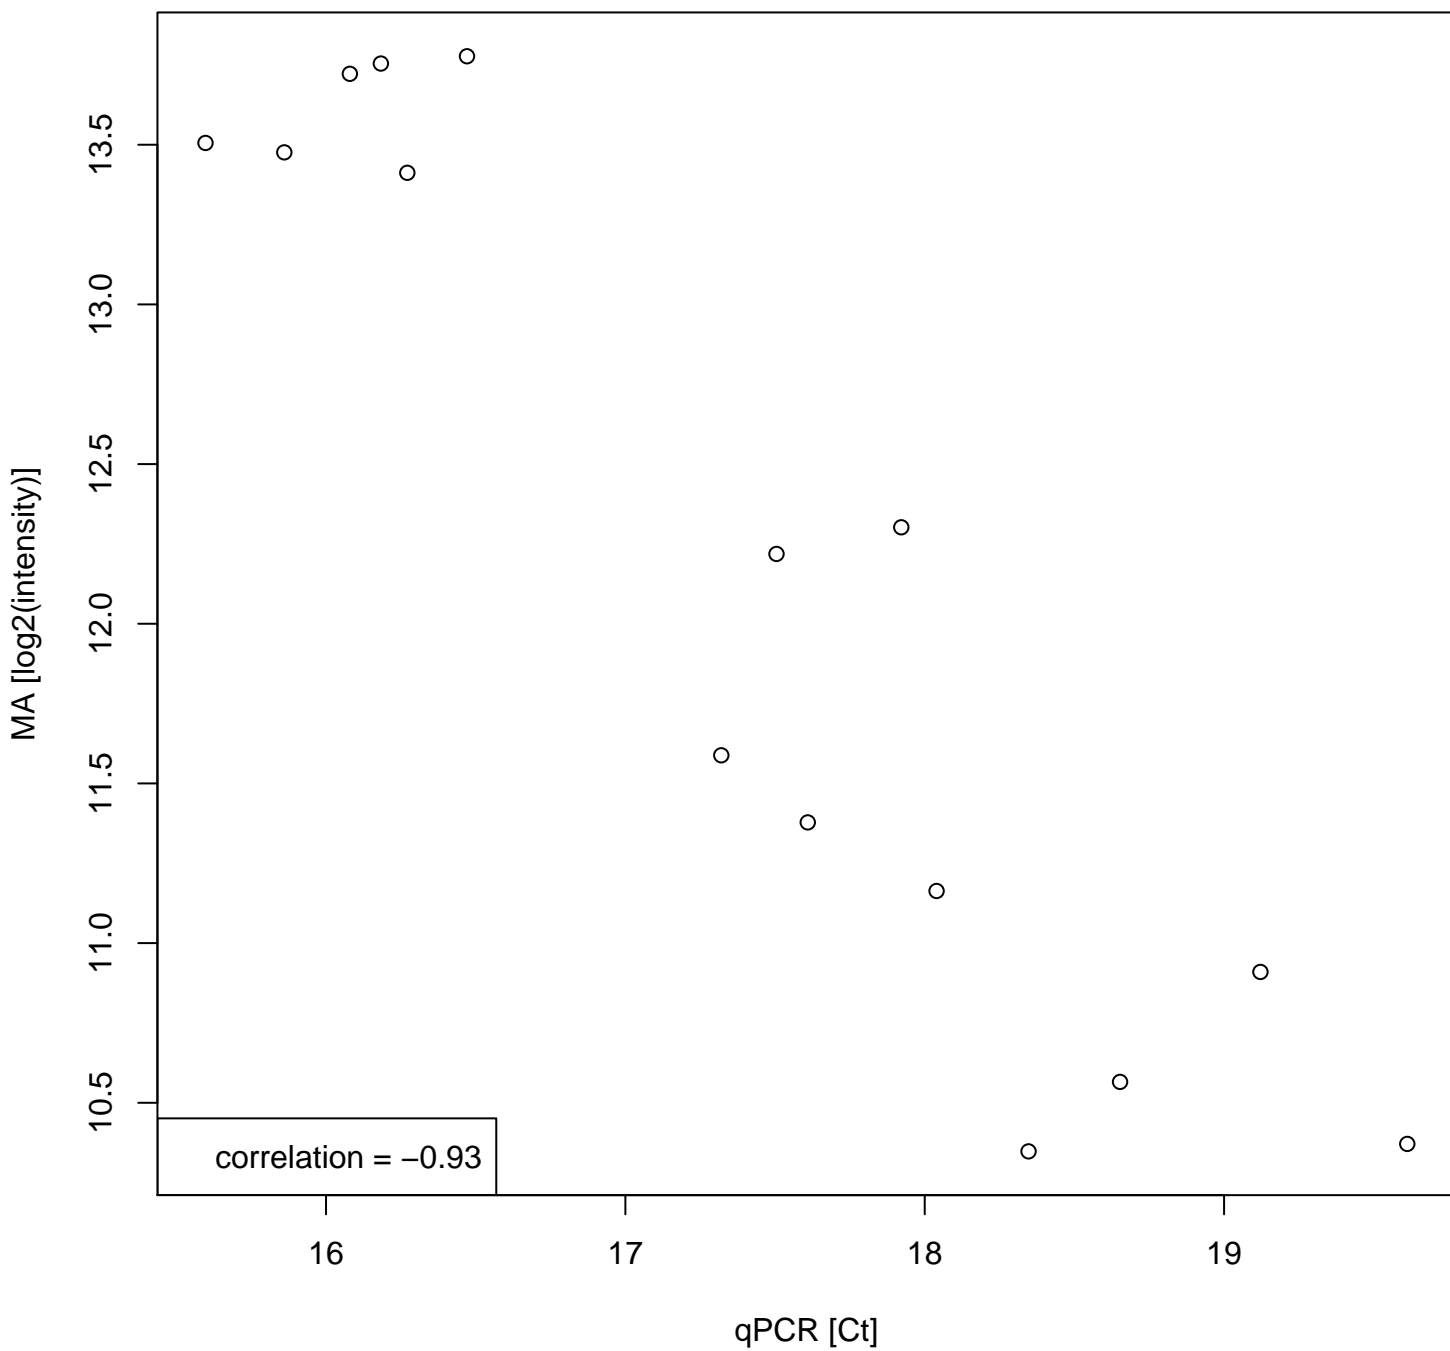

# contig11025

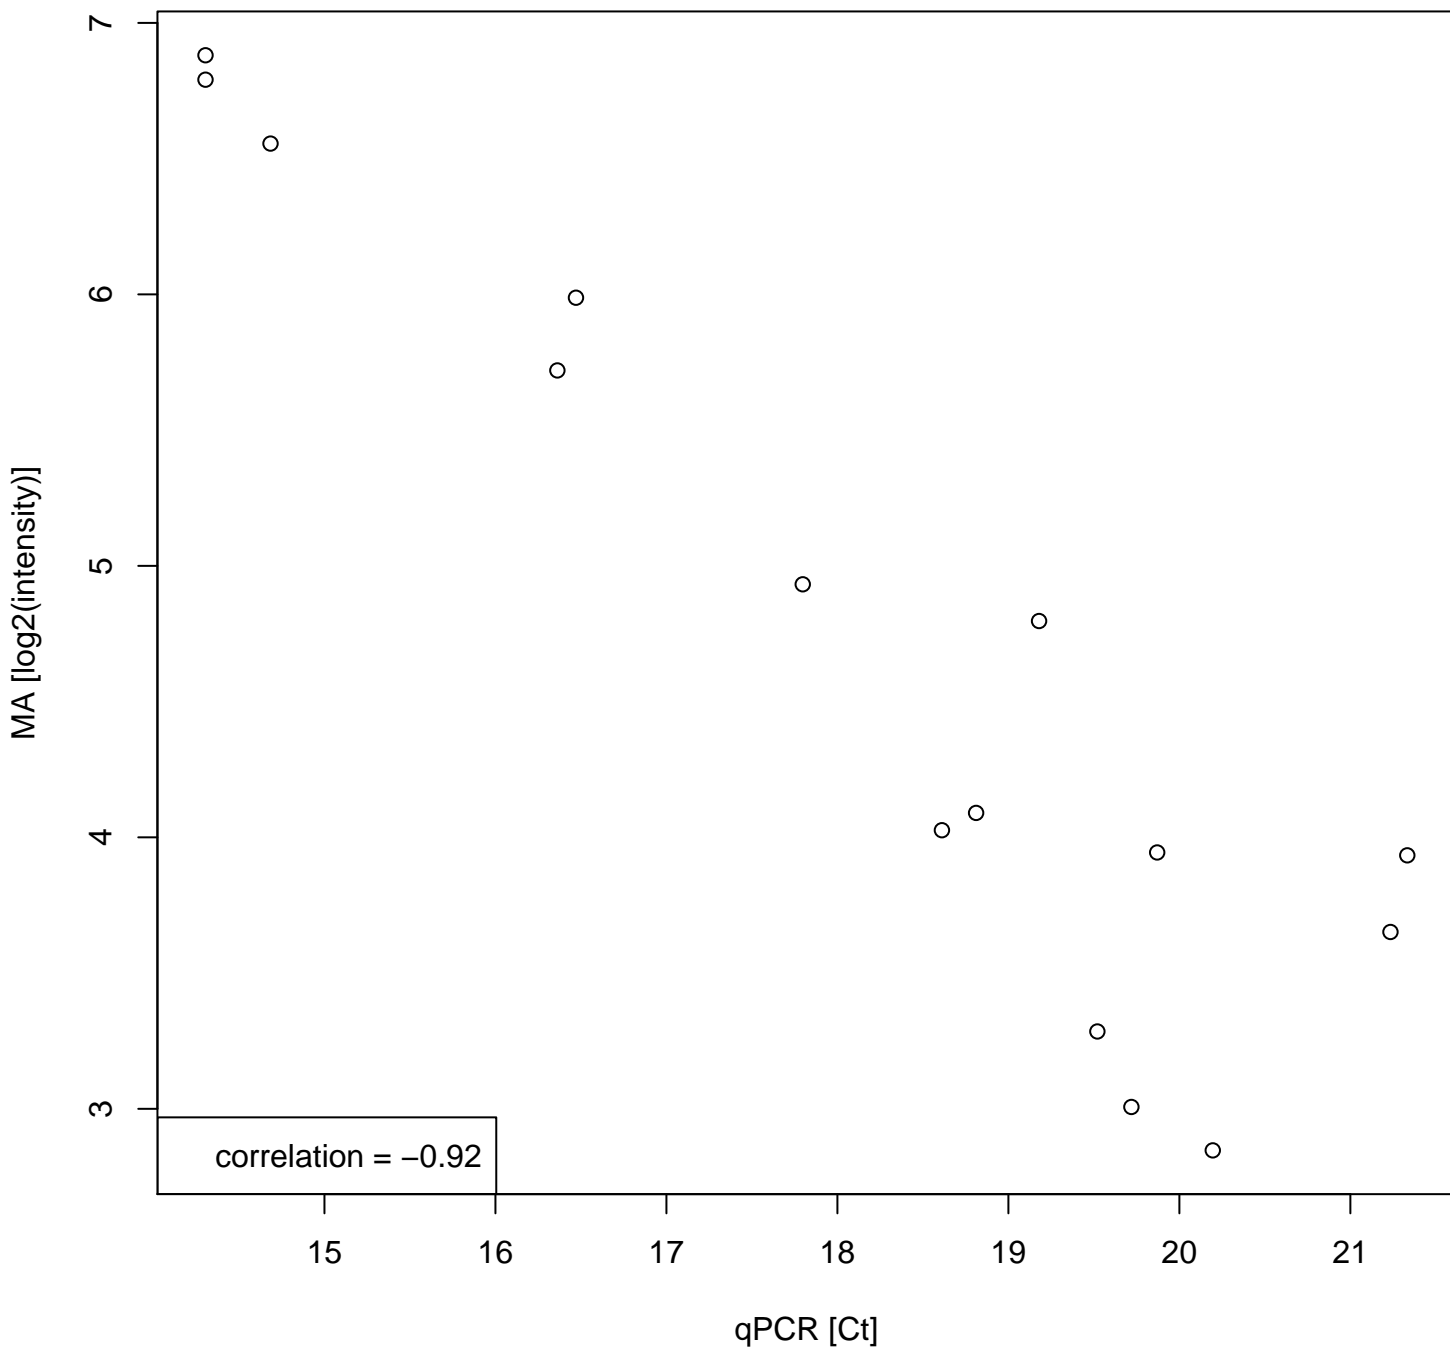

# contig15736

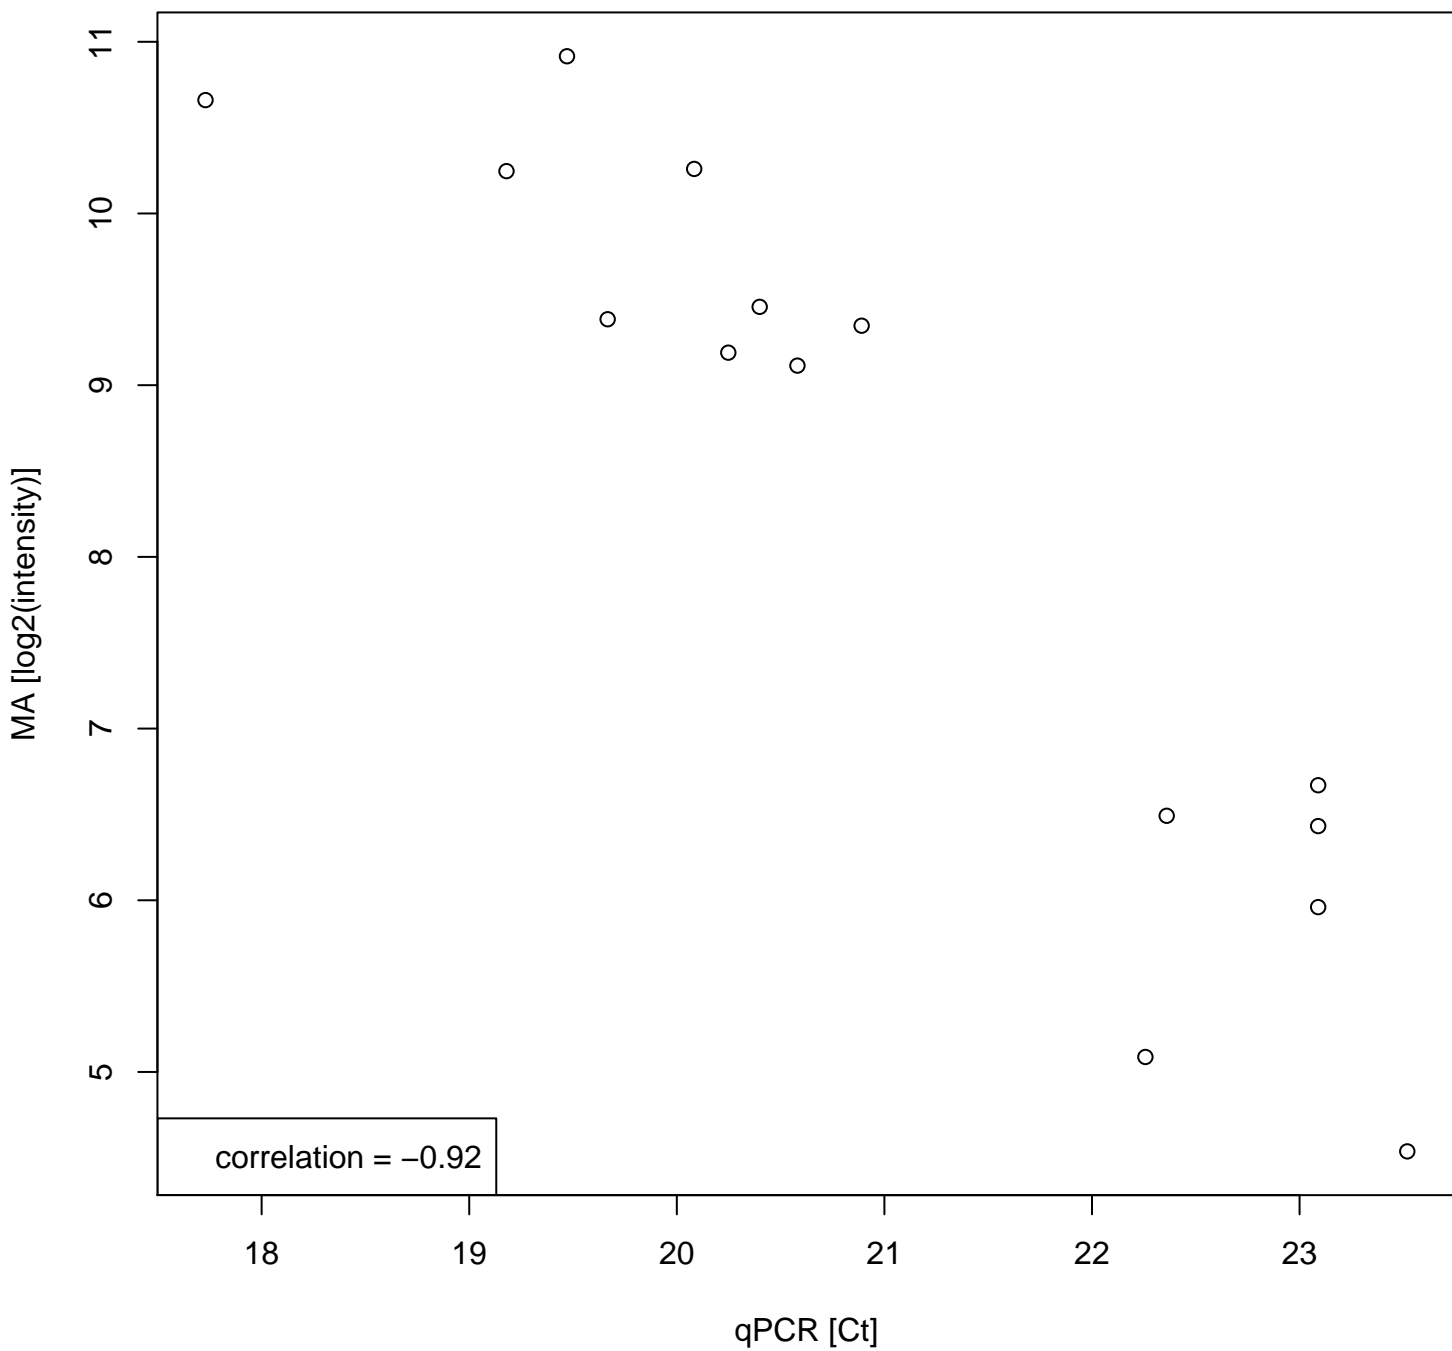

# contig16330

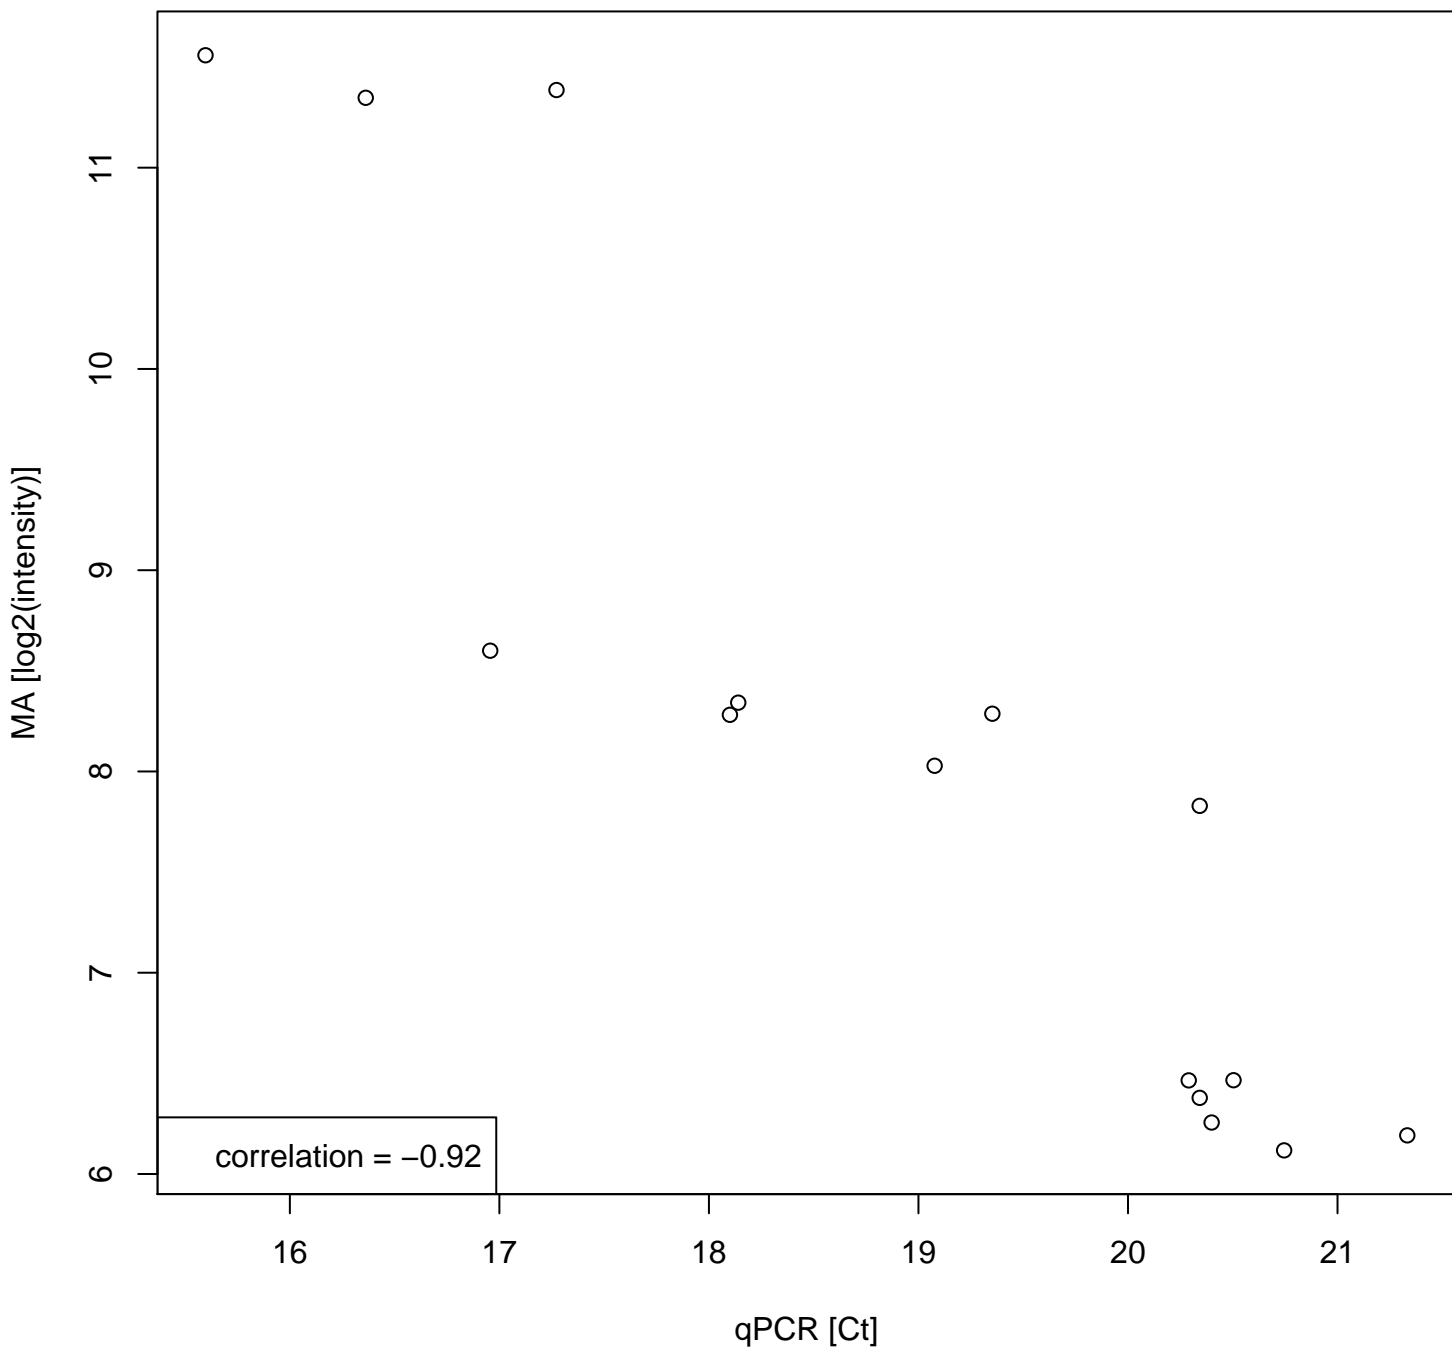

# contig01329

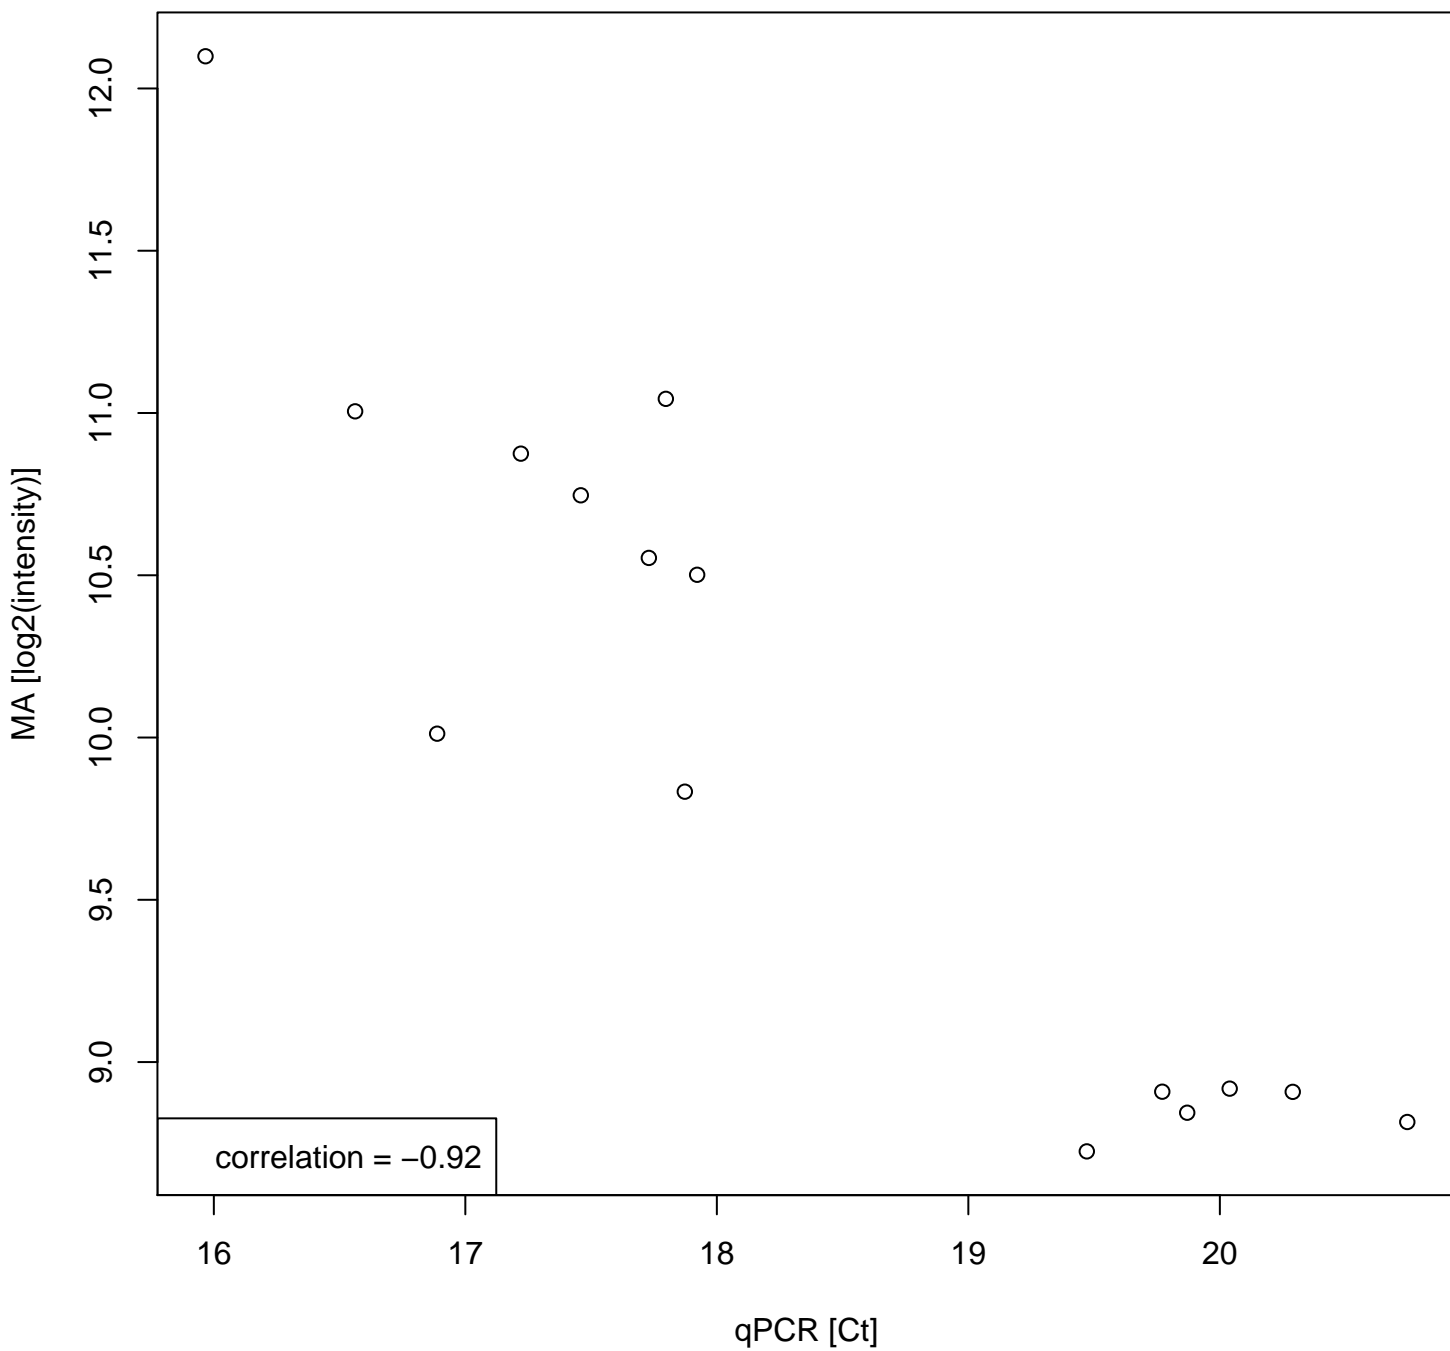

# contig07333

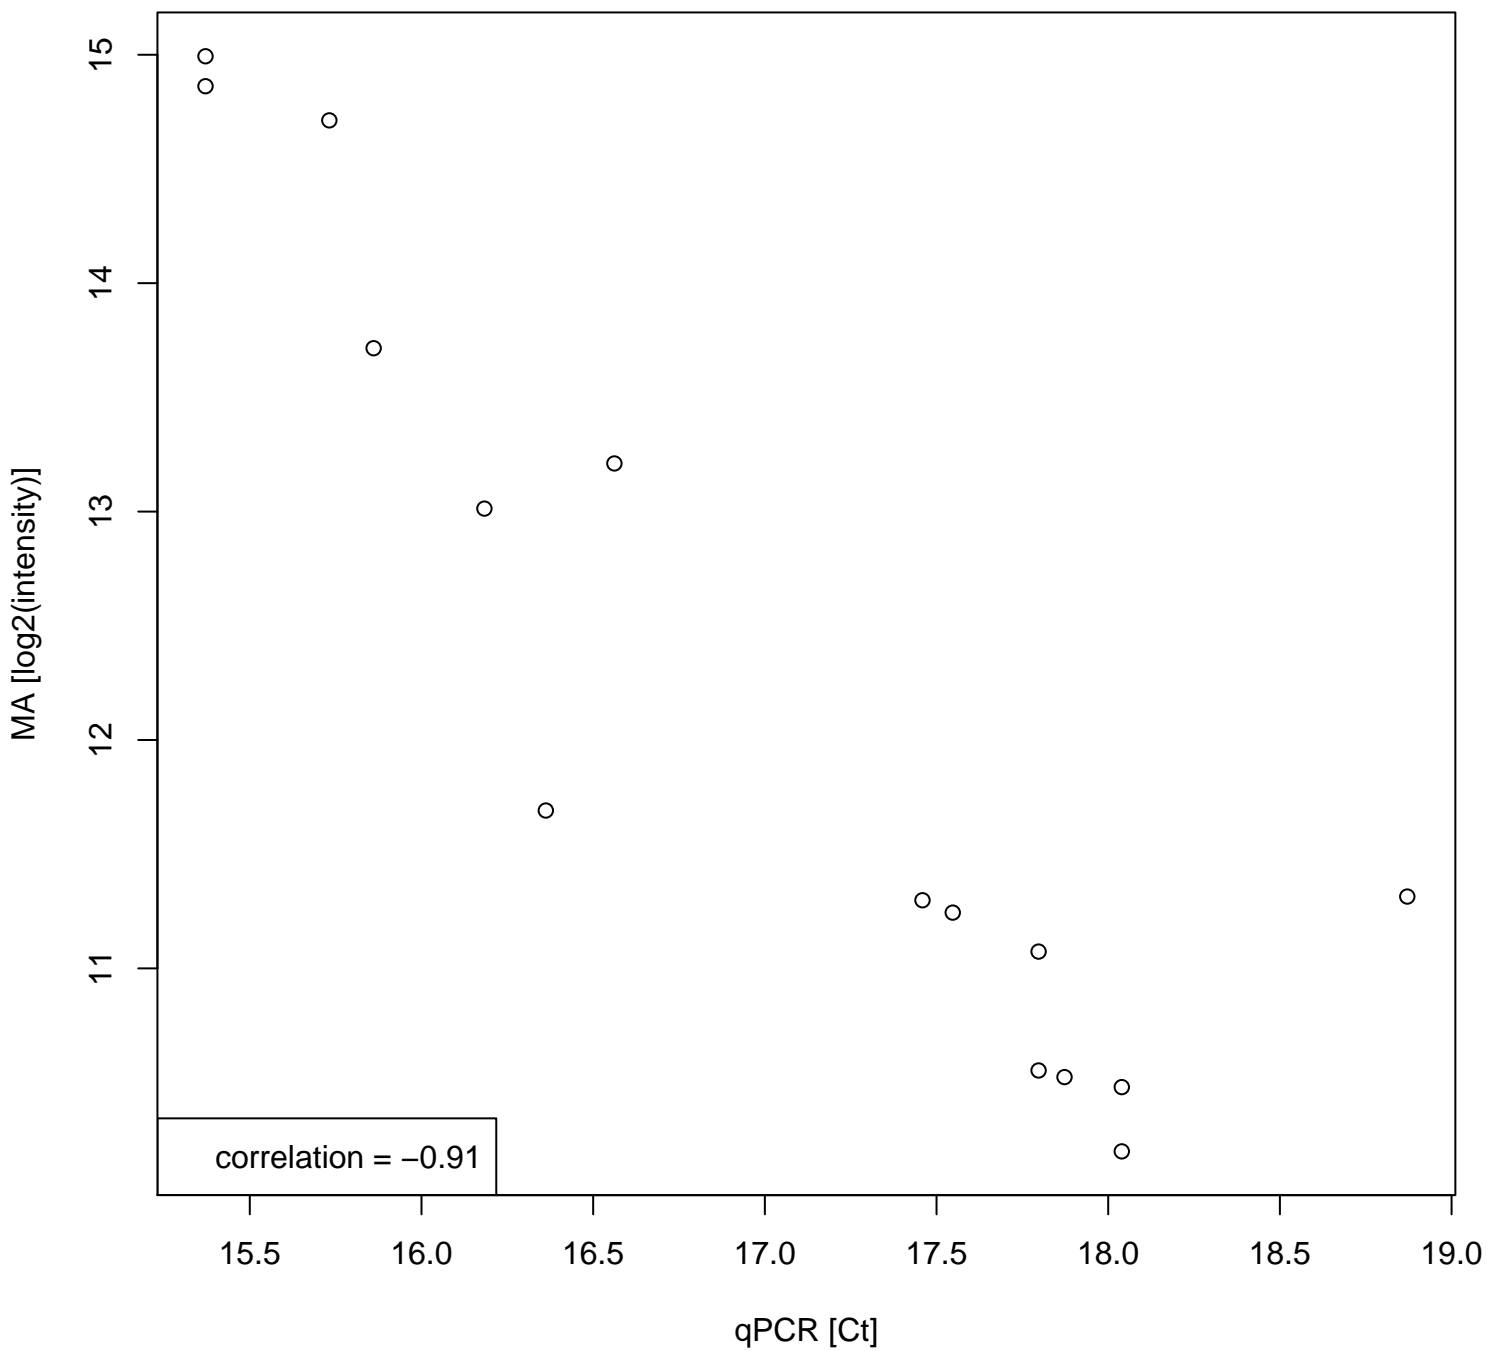

# contig15759

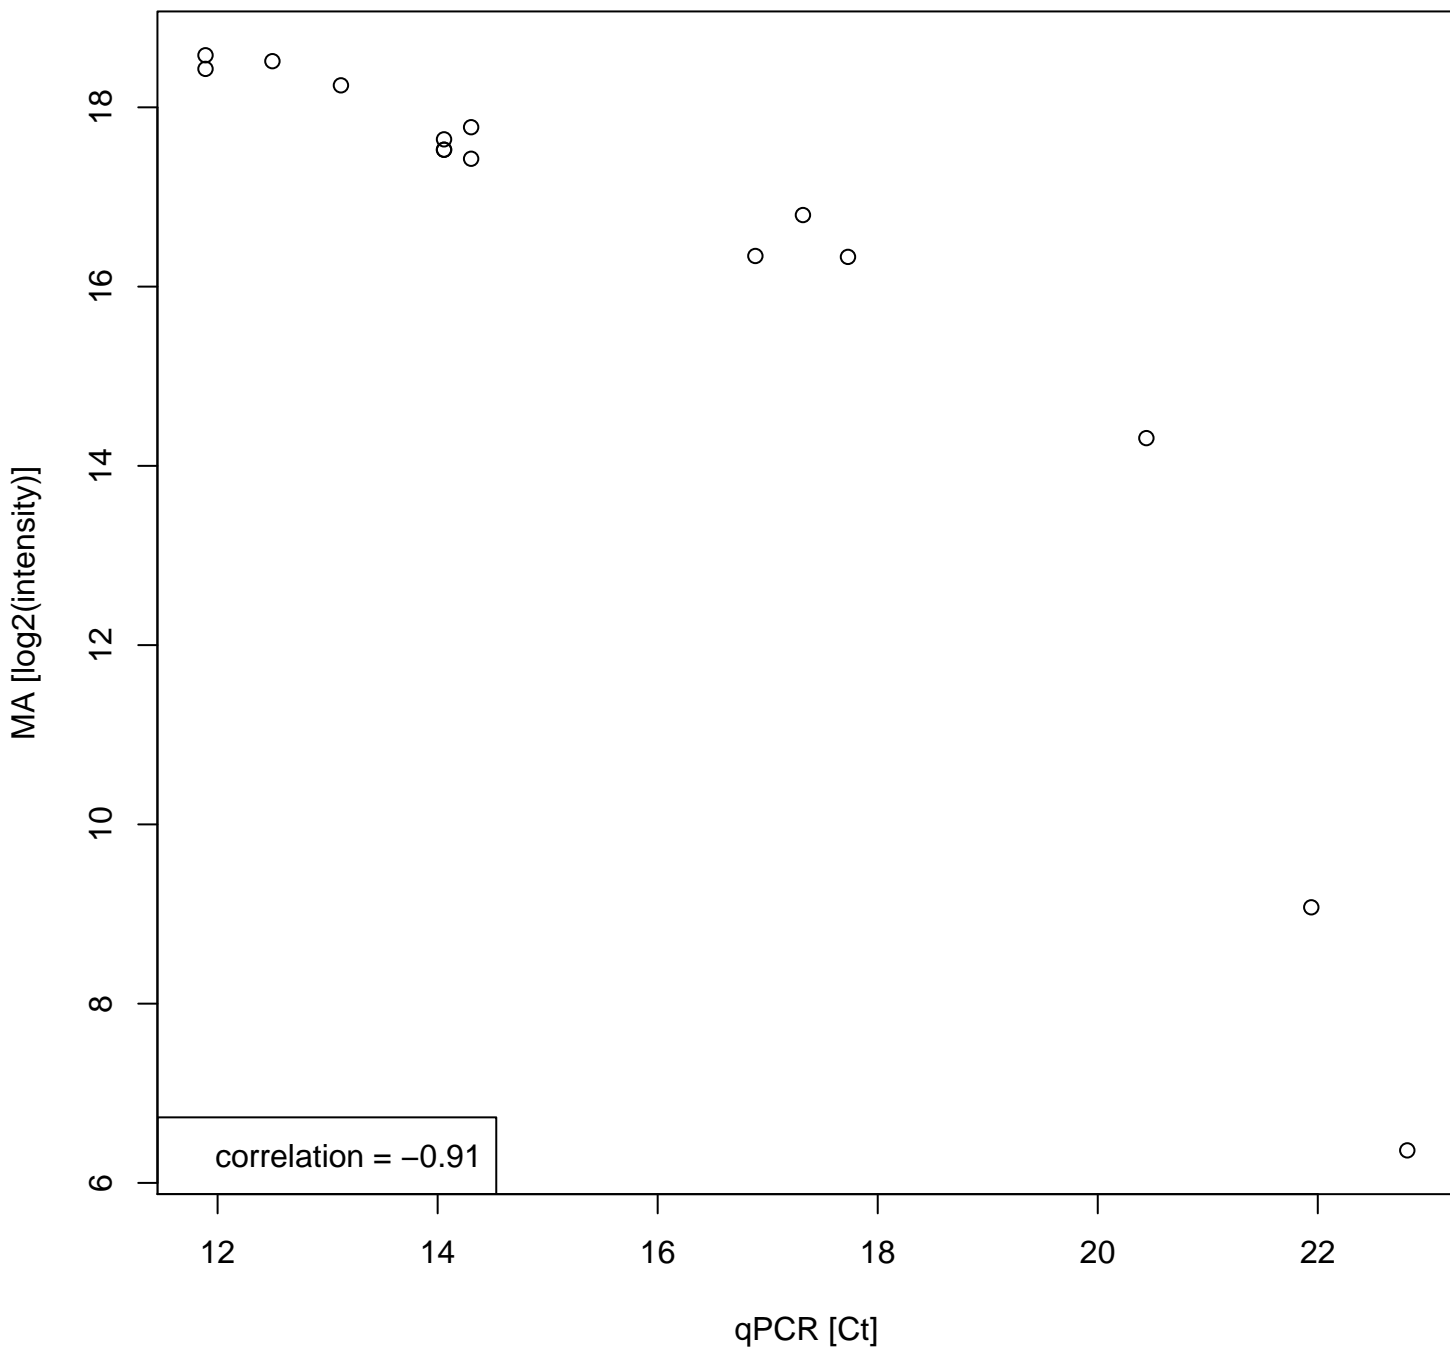

# contig12819

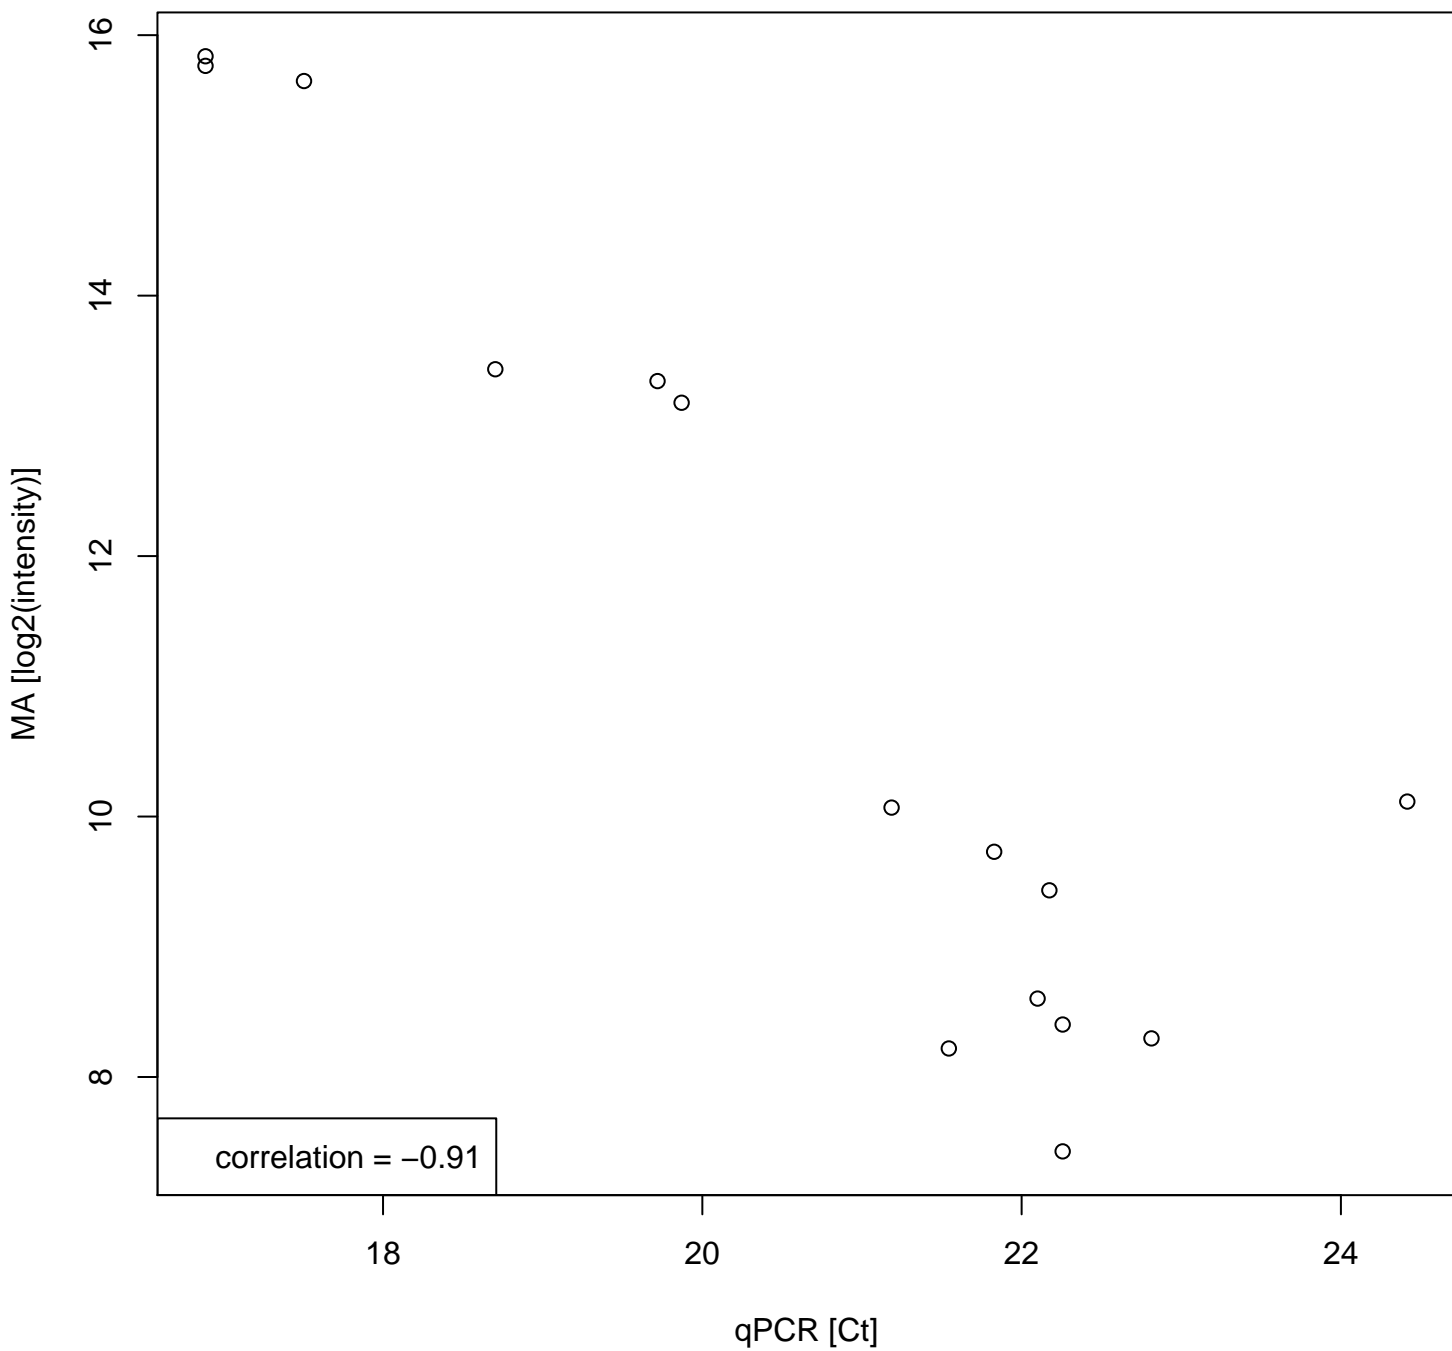

# contig01129

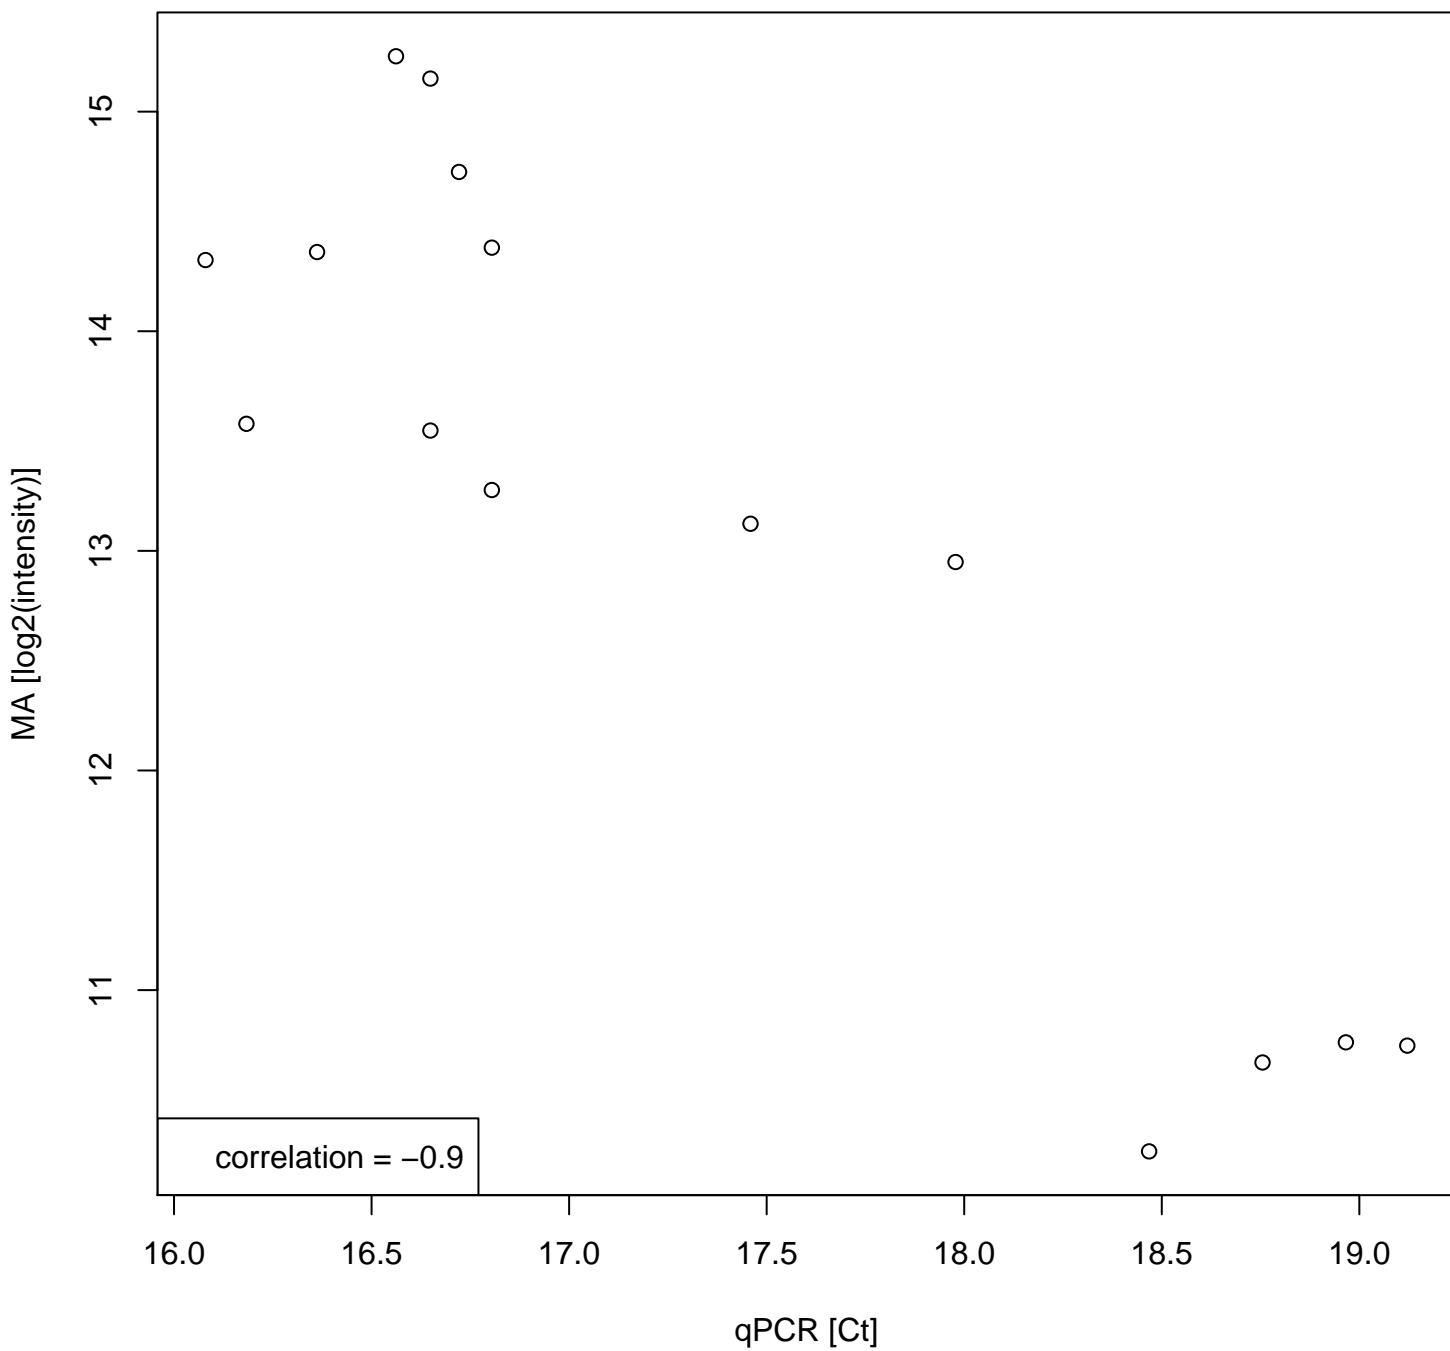

# contig02538

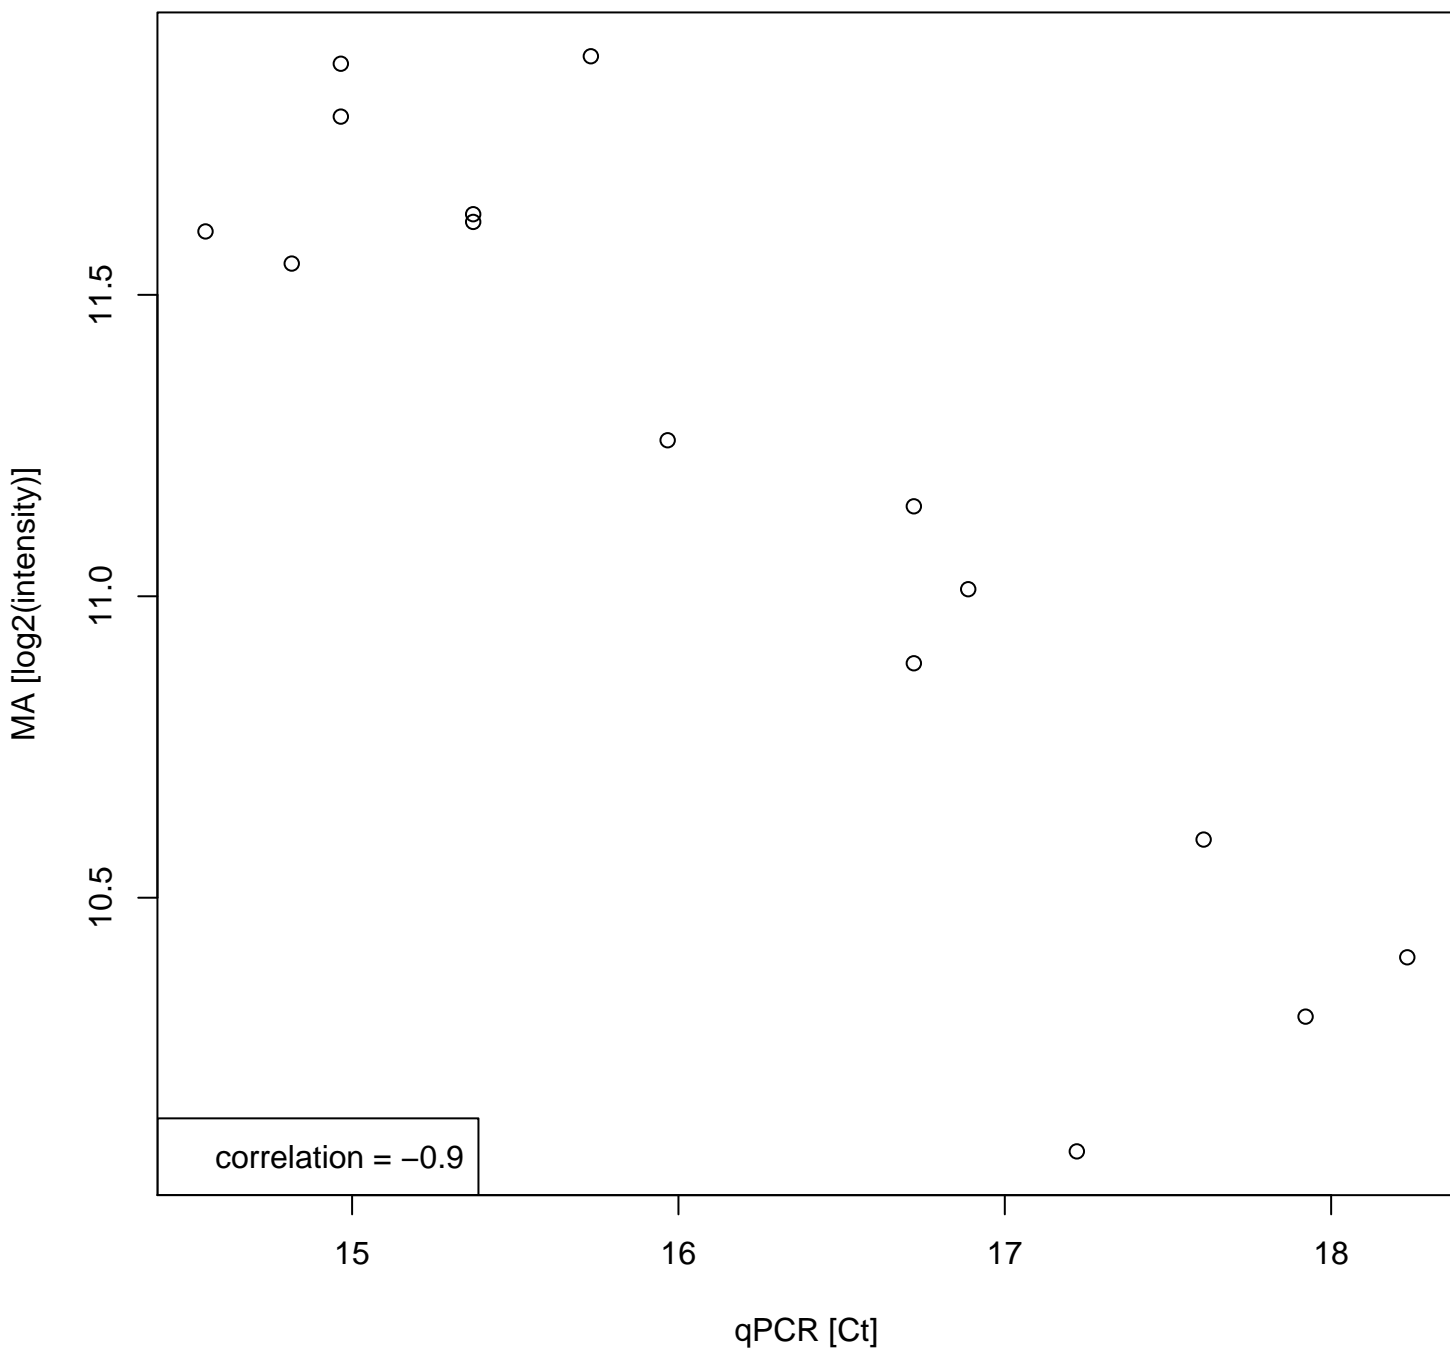

# contig21444

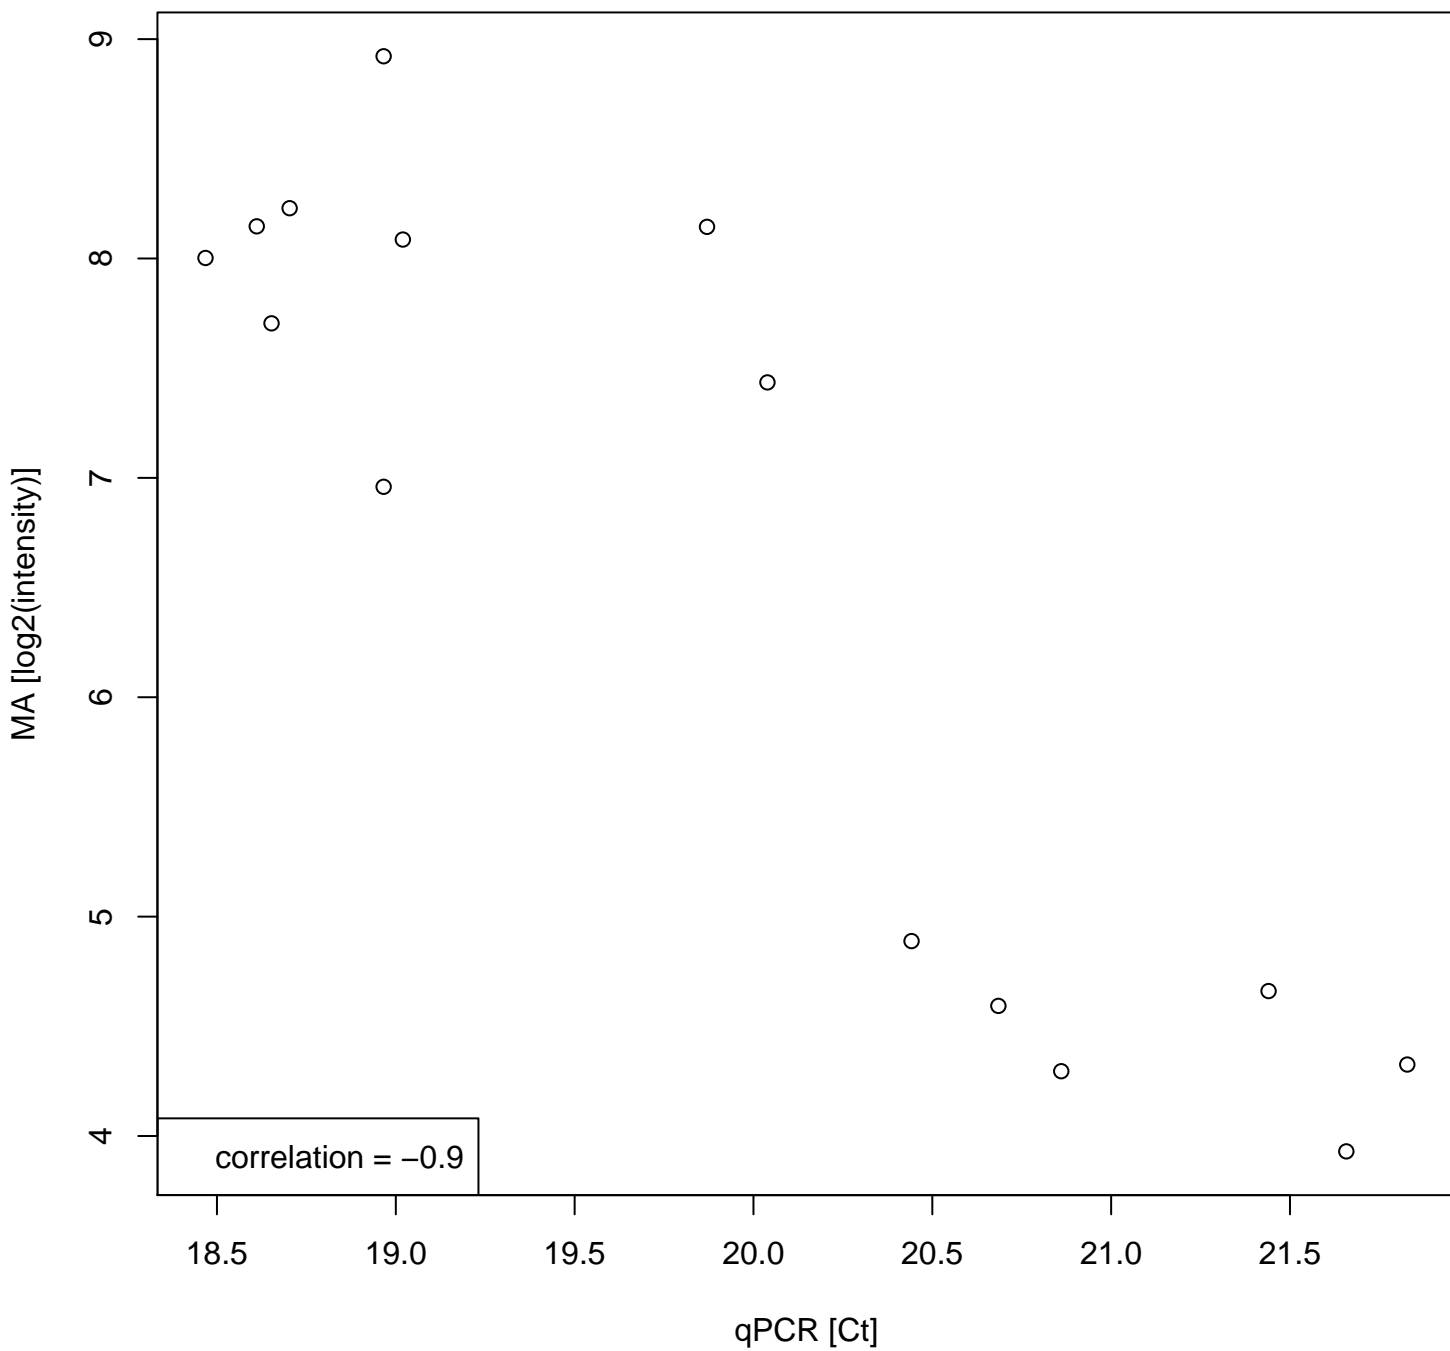

# contig00372

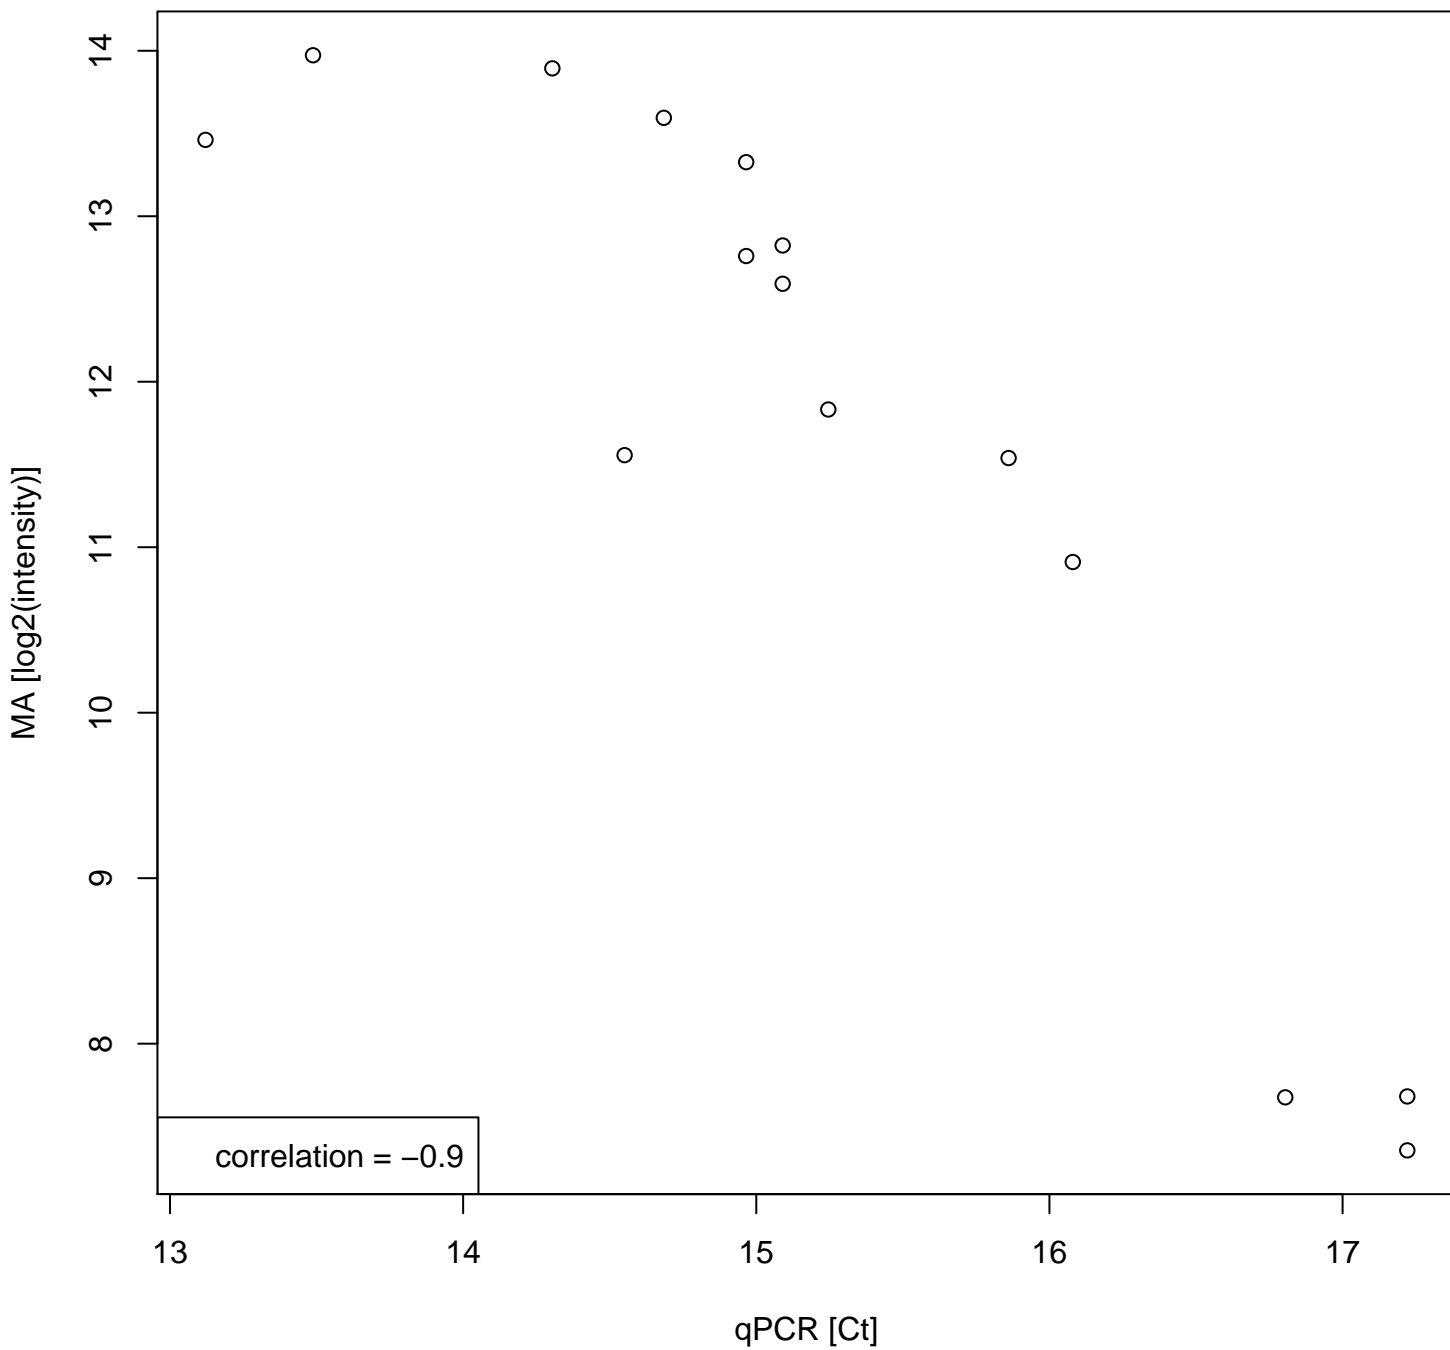

# contig00198

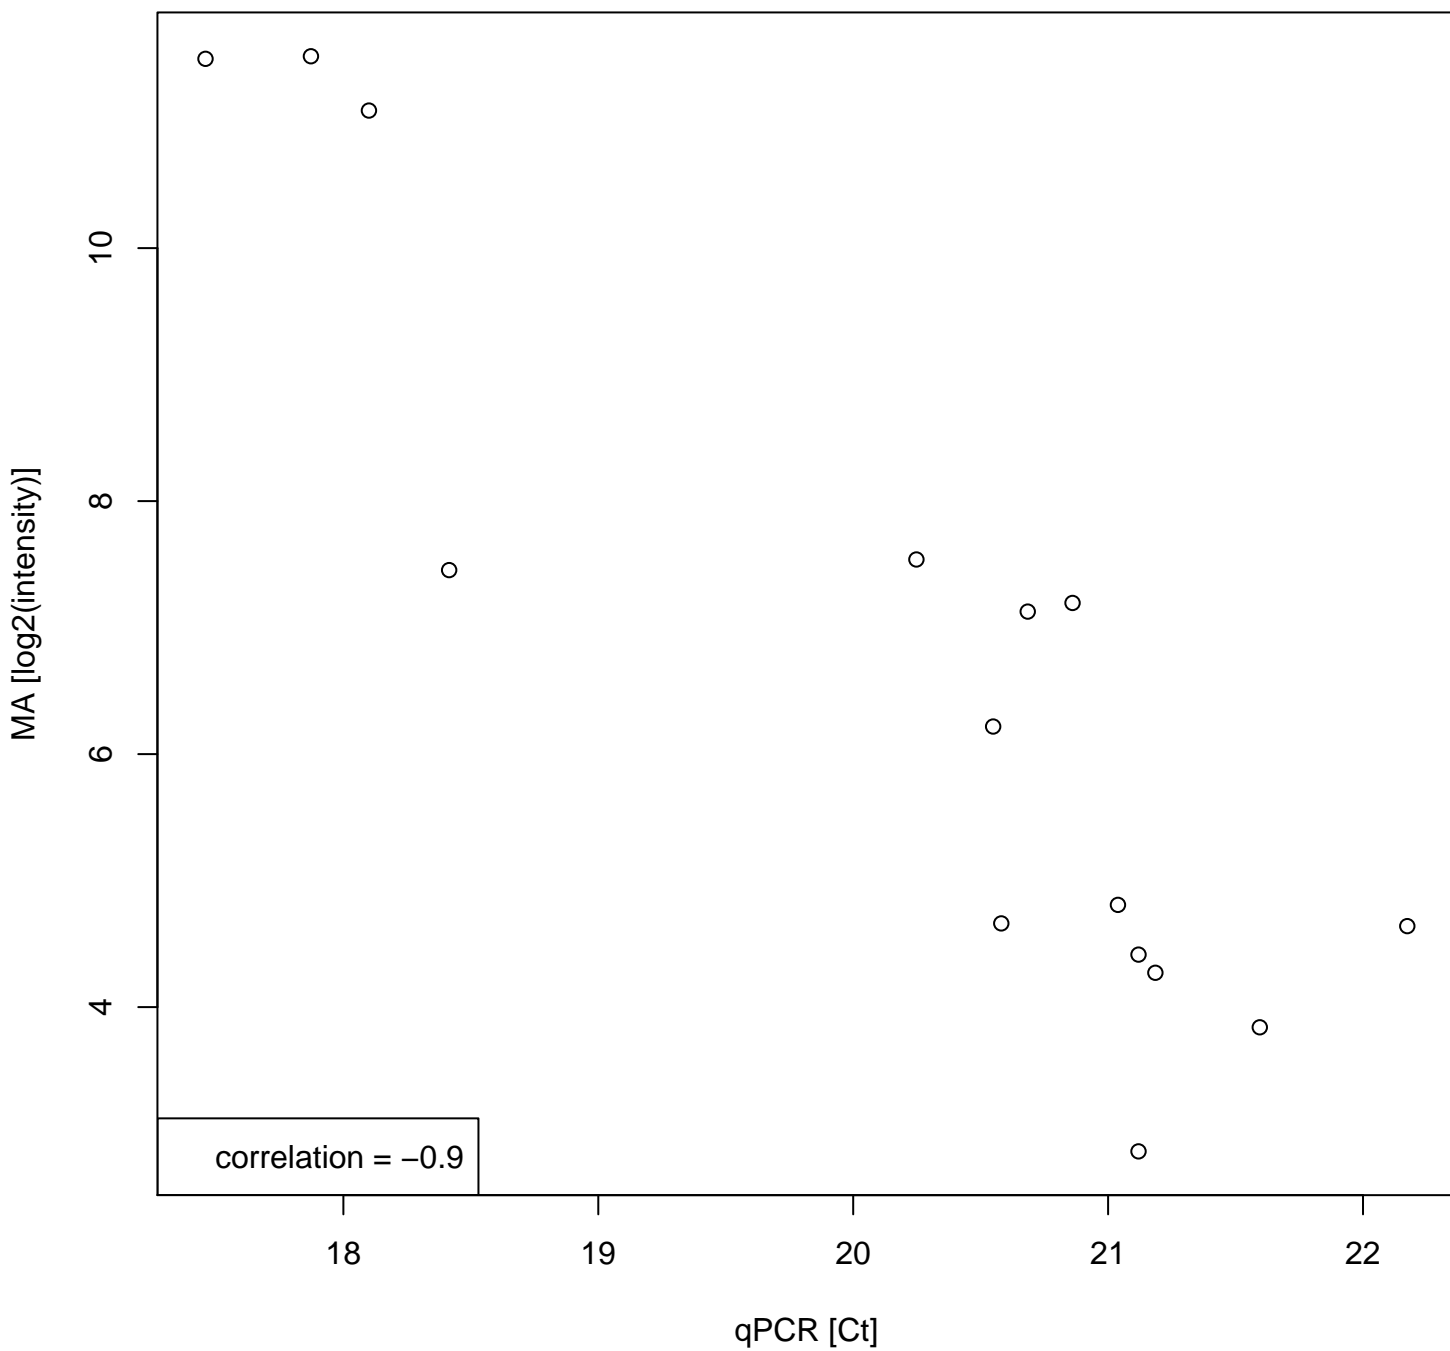

# contig14764

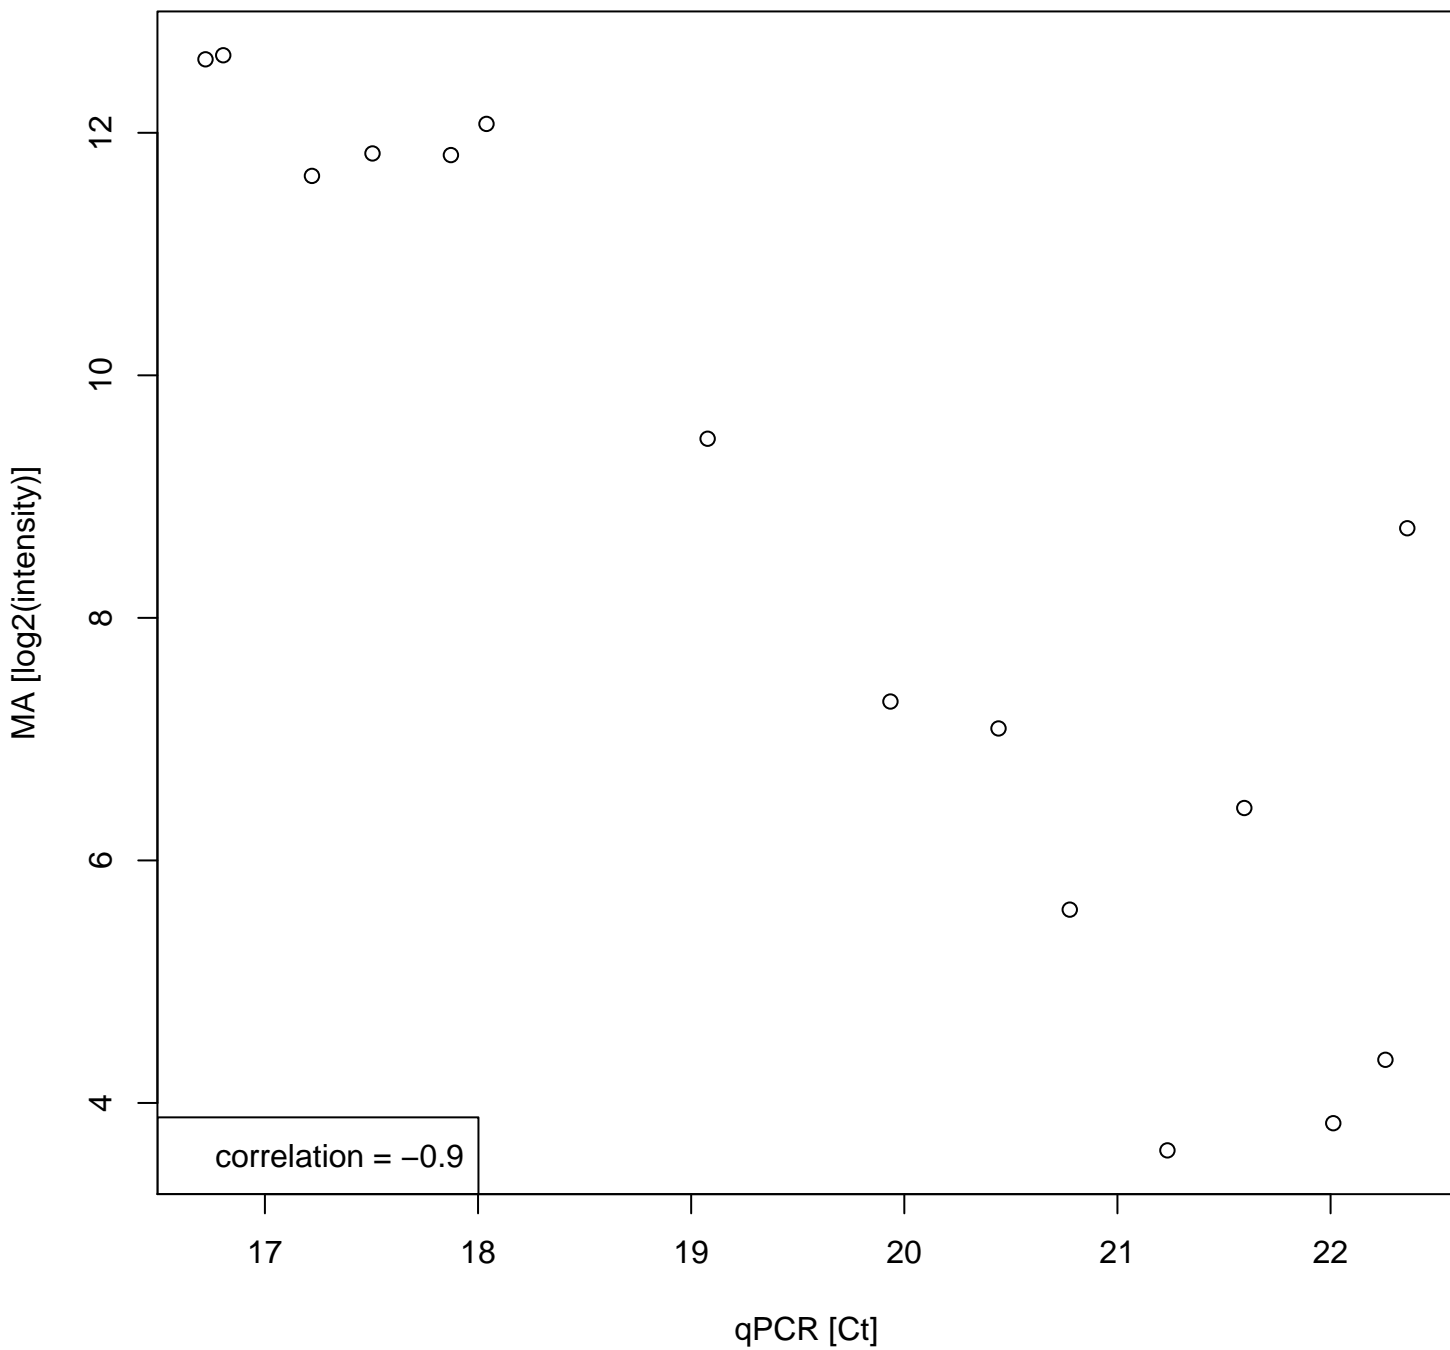

# contig00201

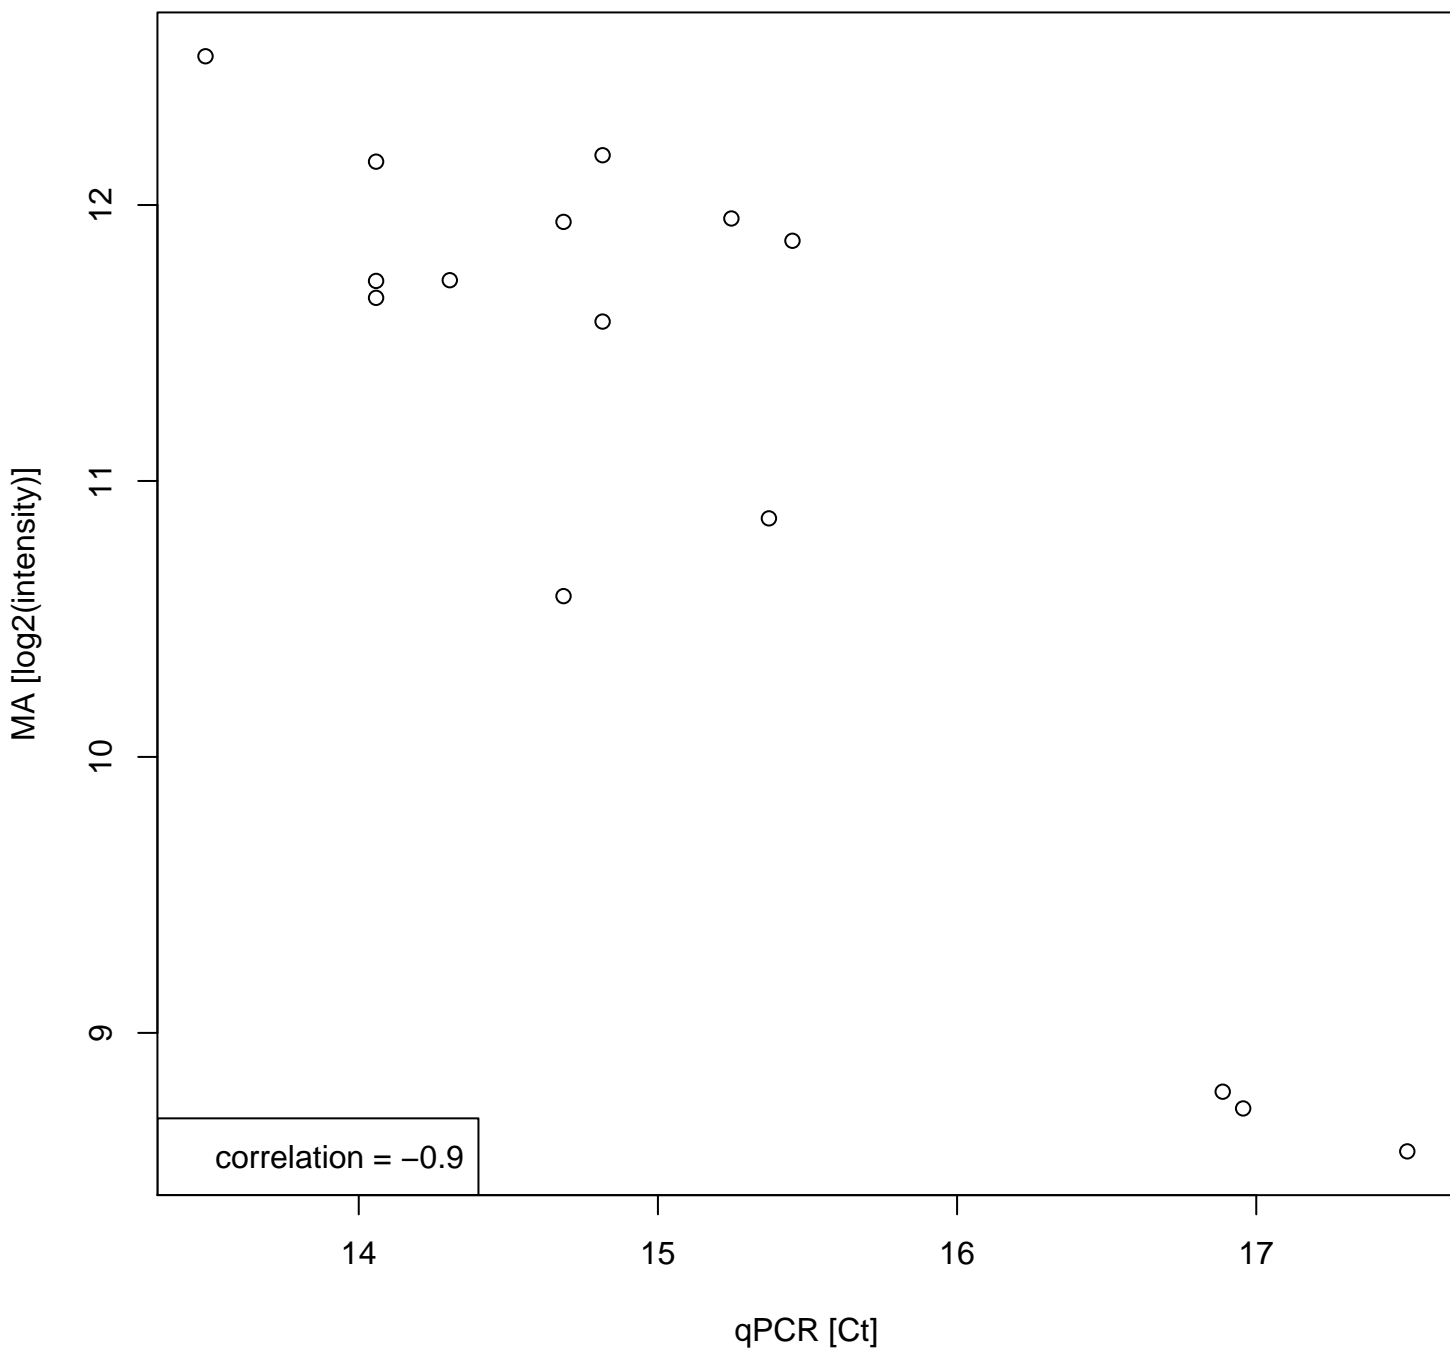

# contig04917

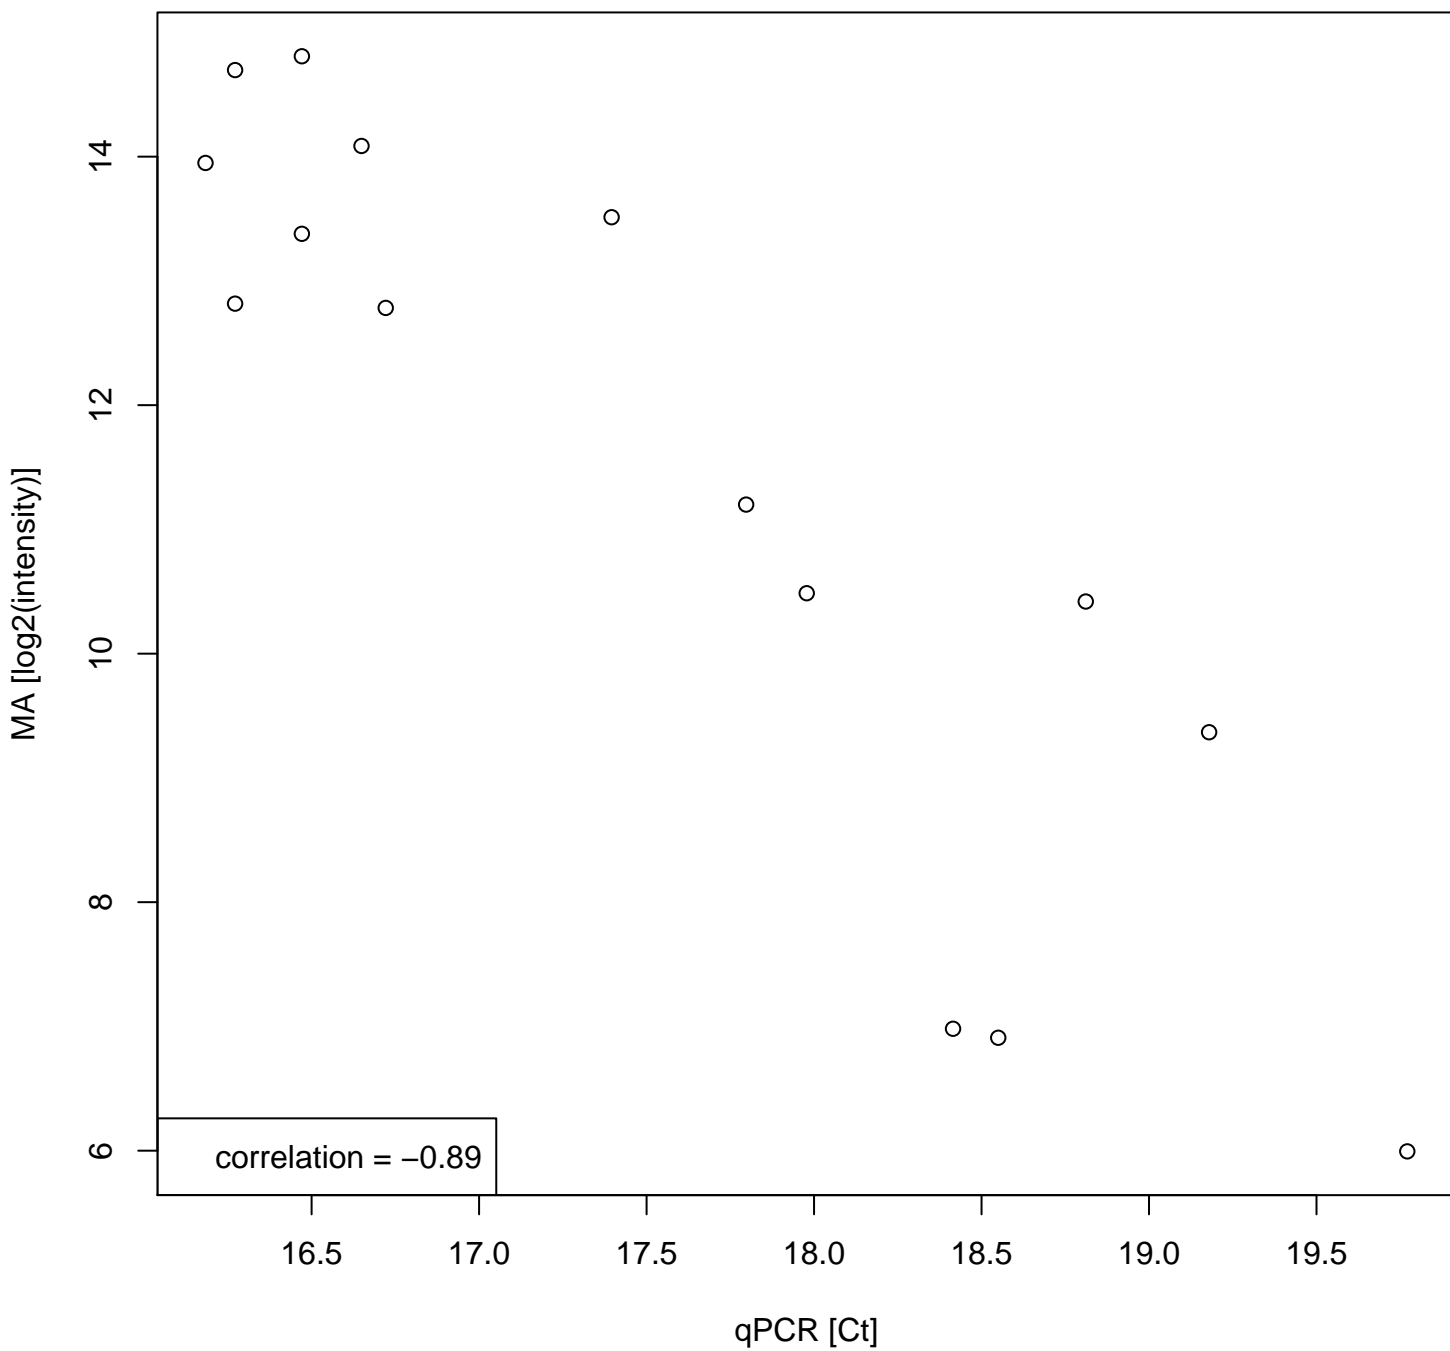

# contig00413

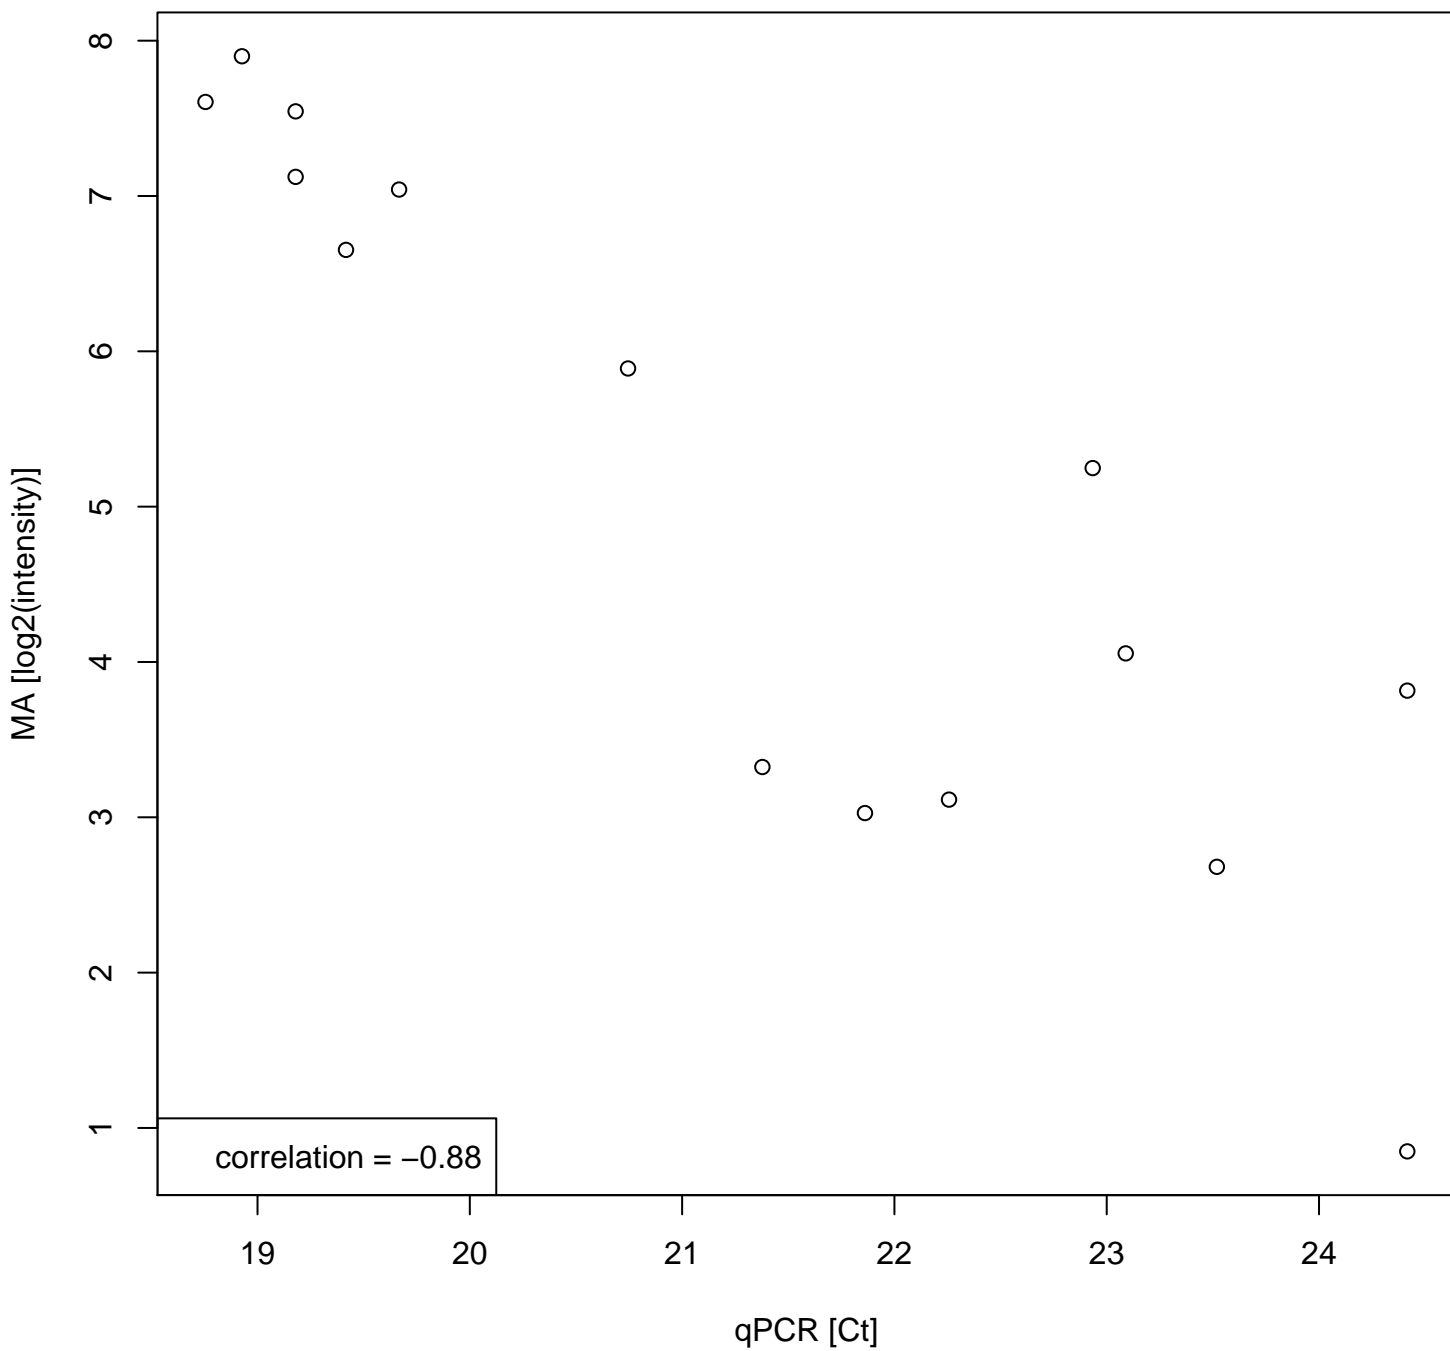

# contig00327

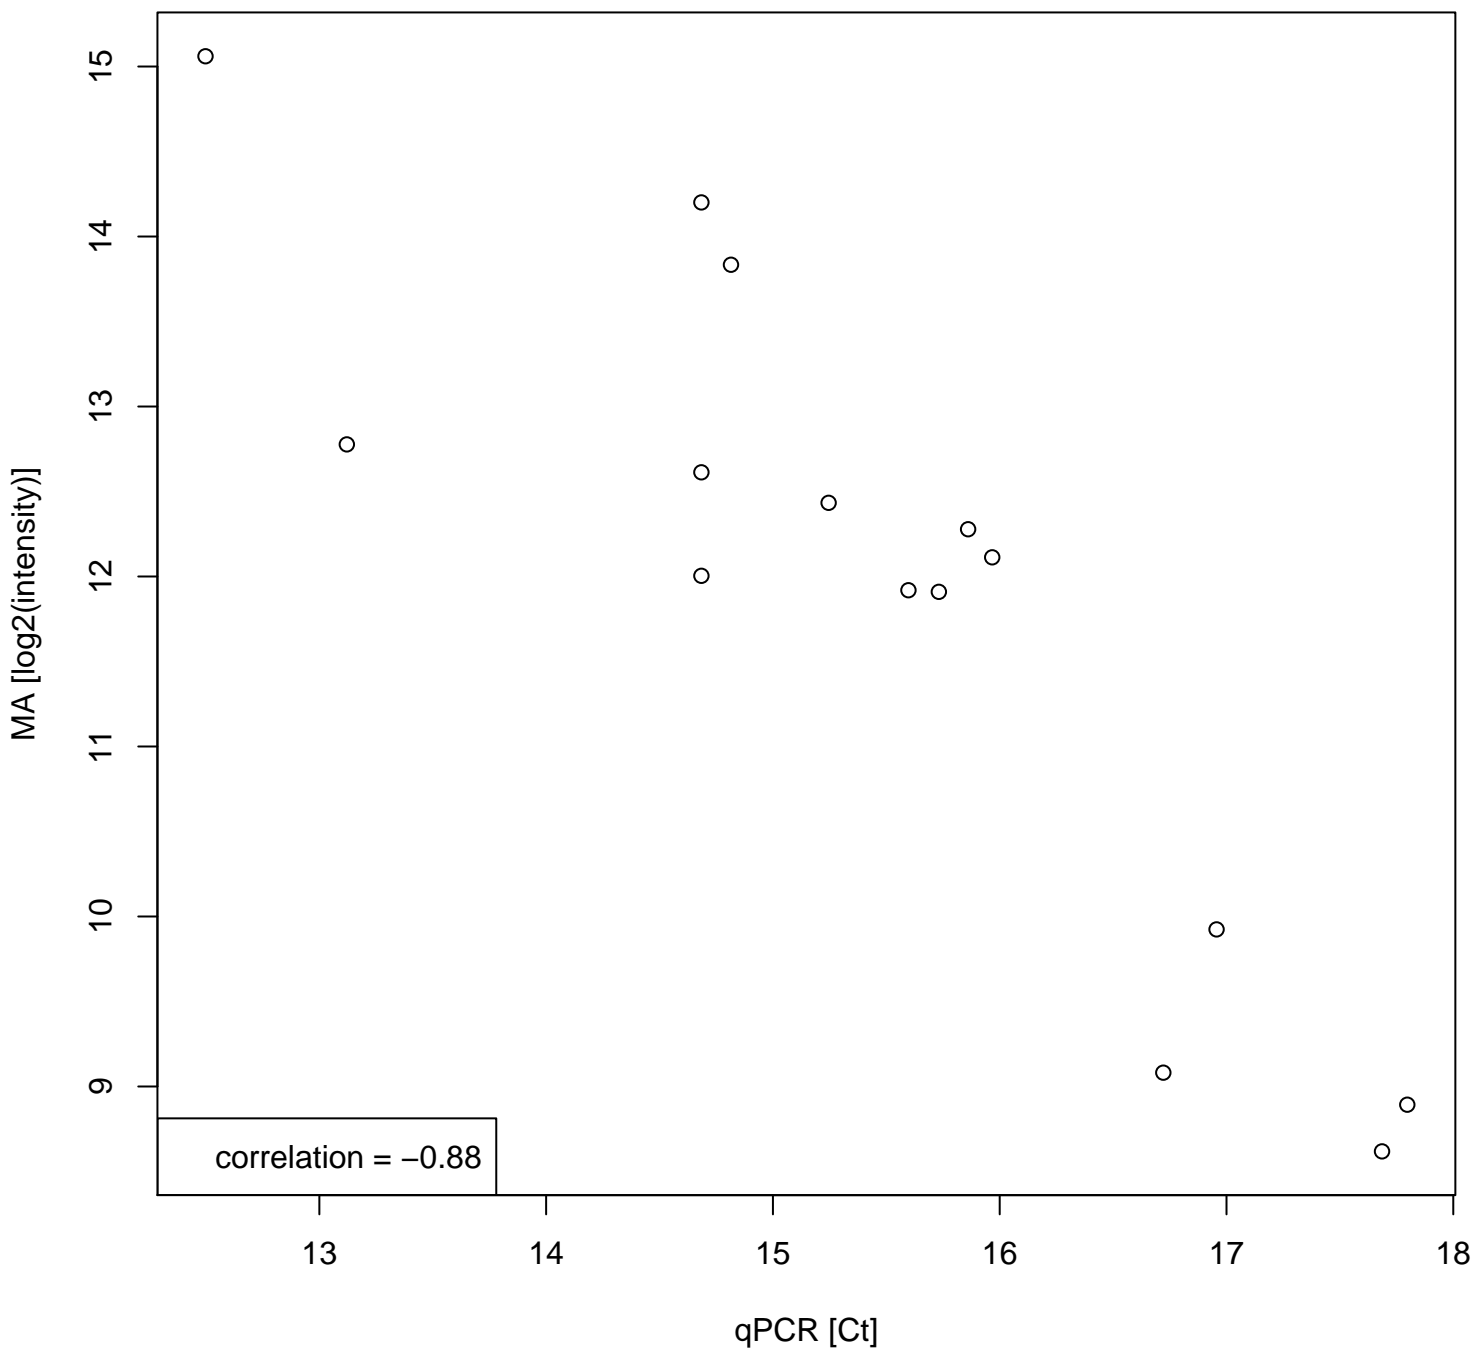

# contig14843

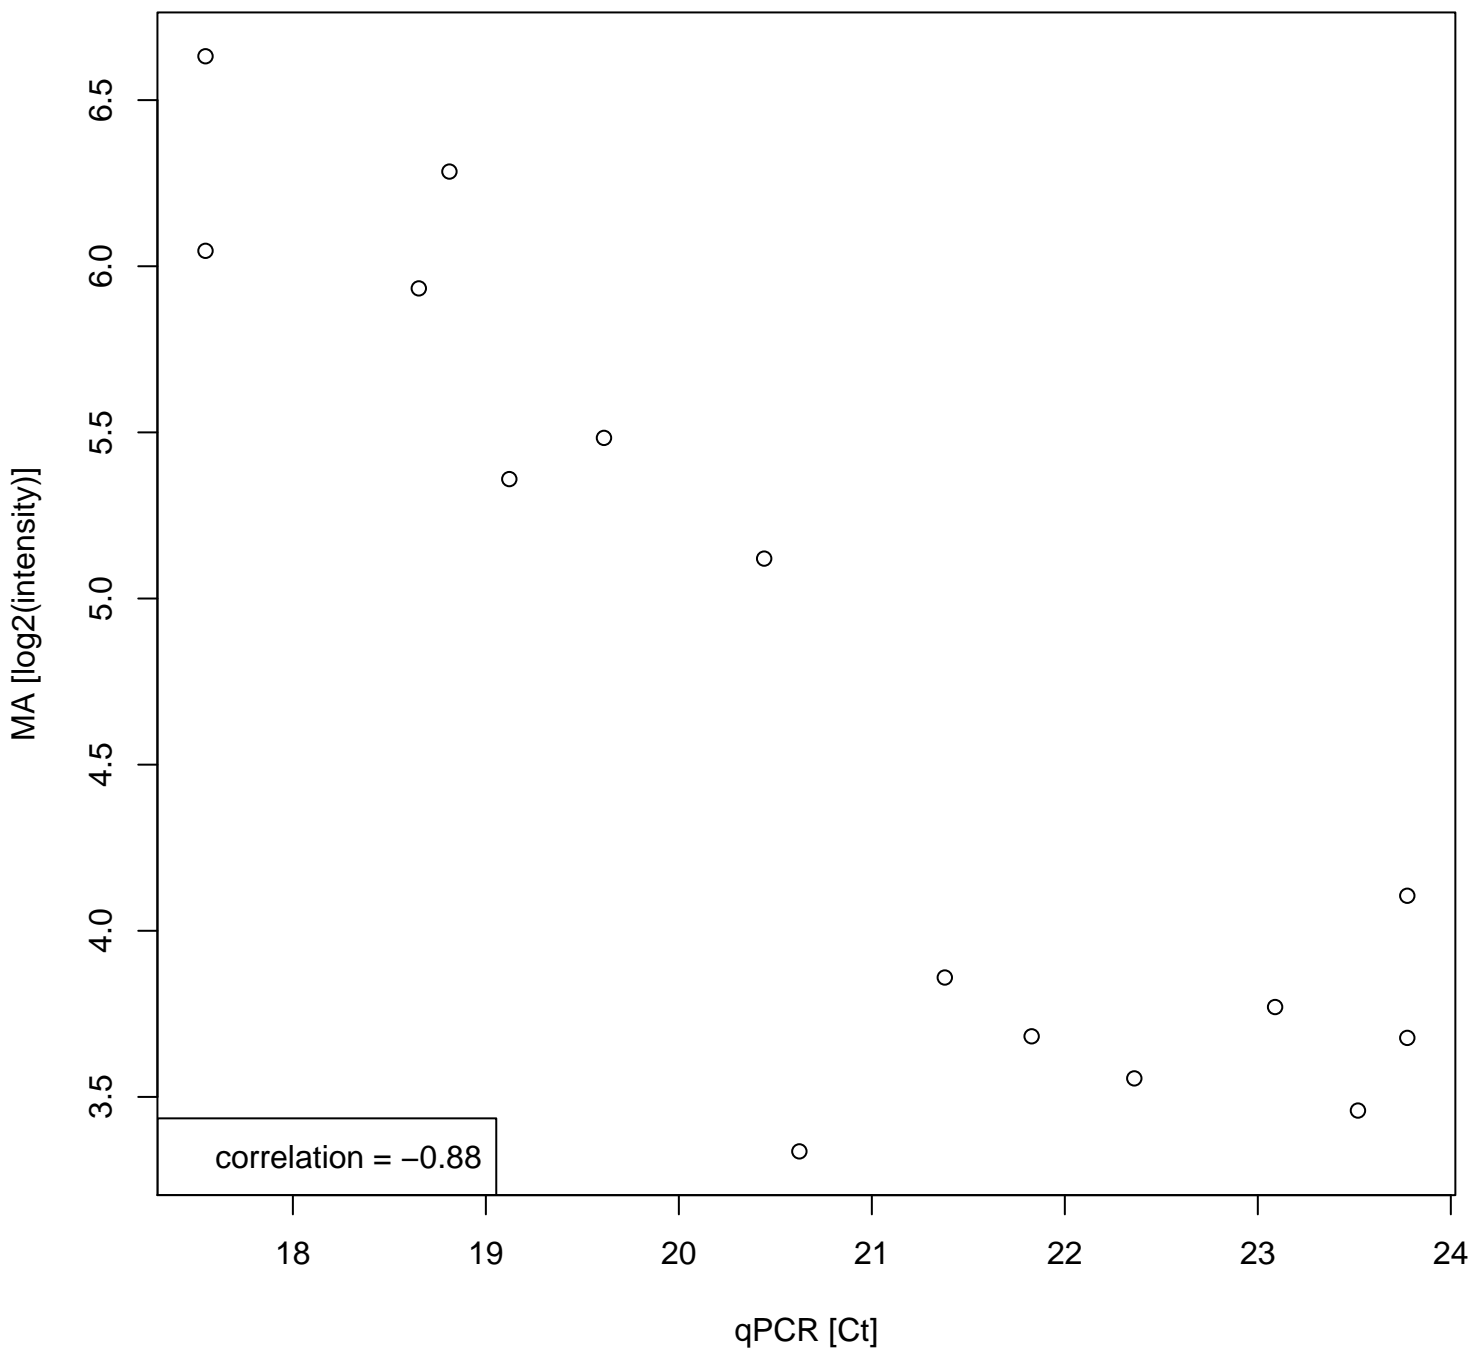

# contig18958

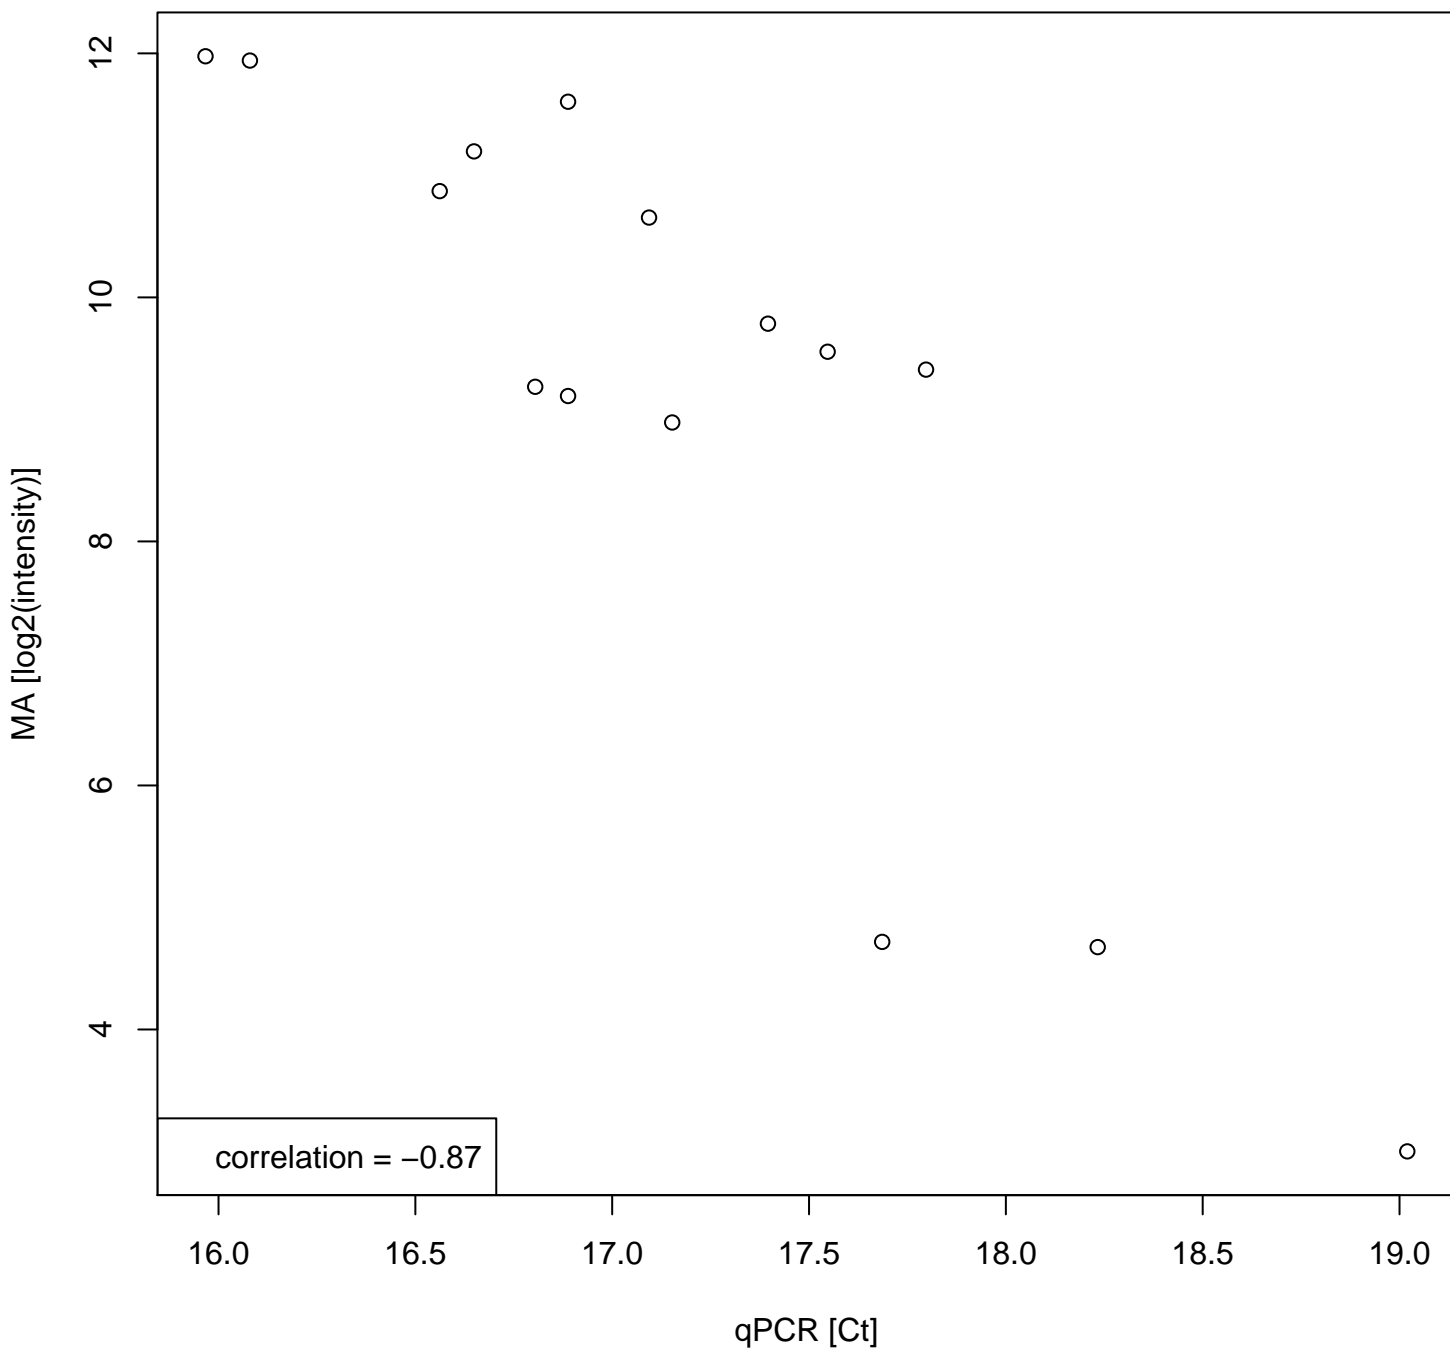

# contig13163

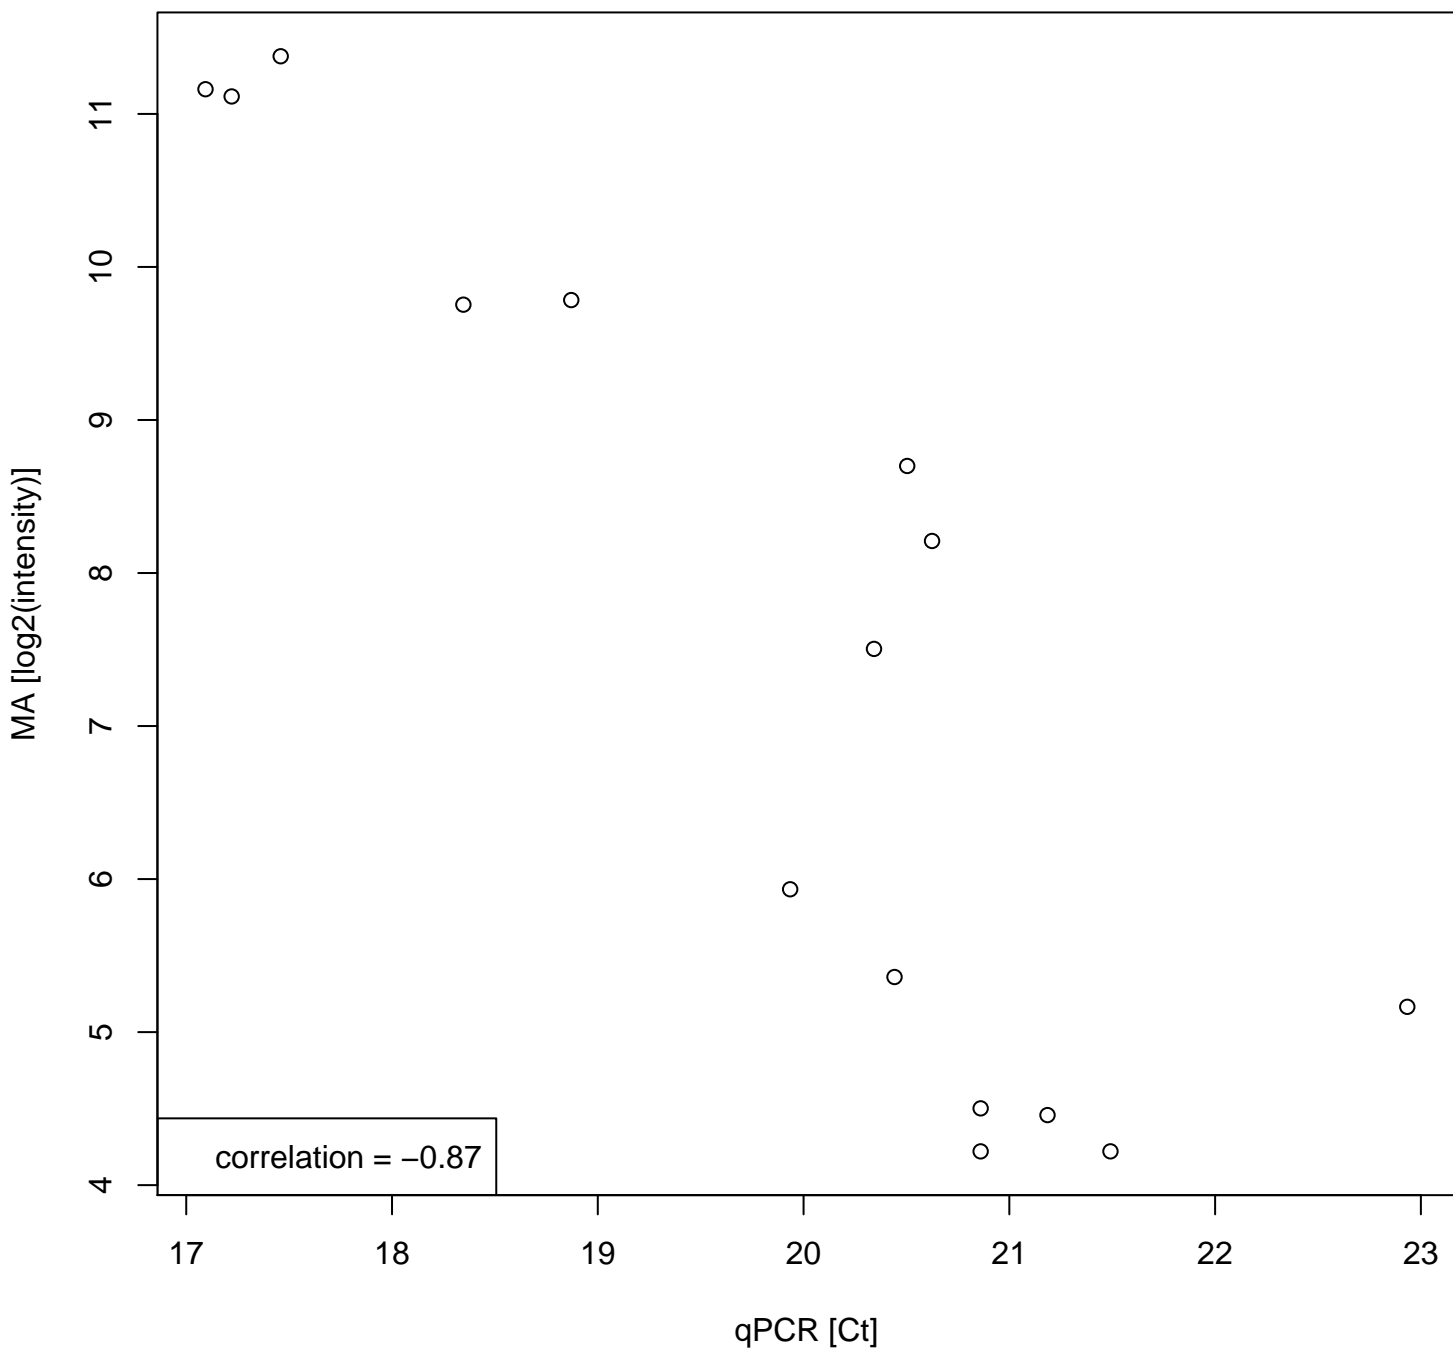

# contig12932

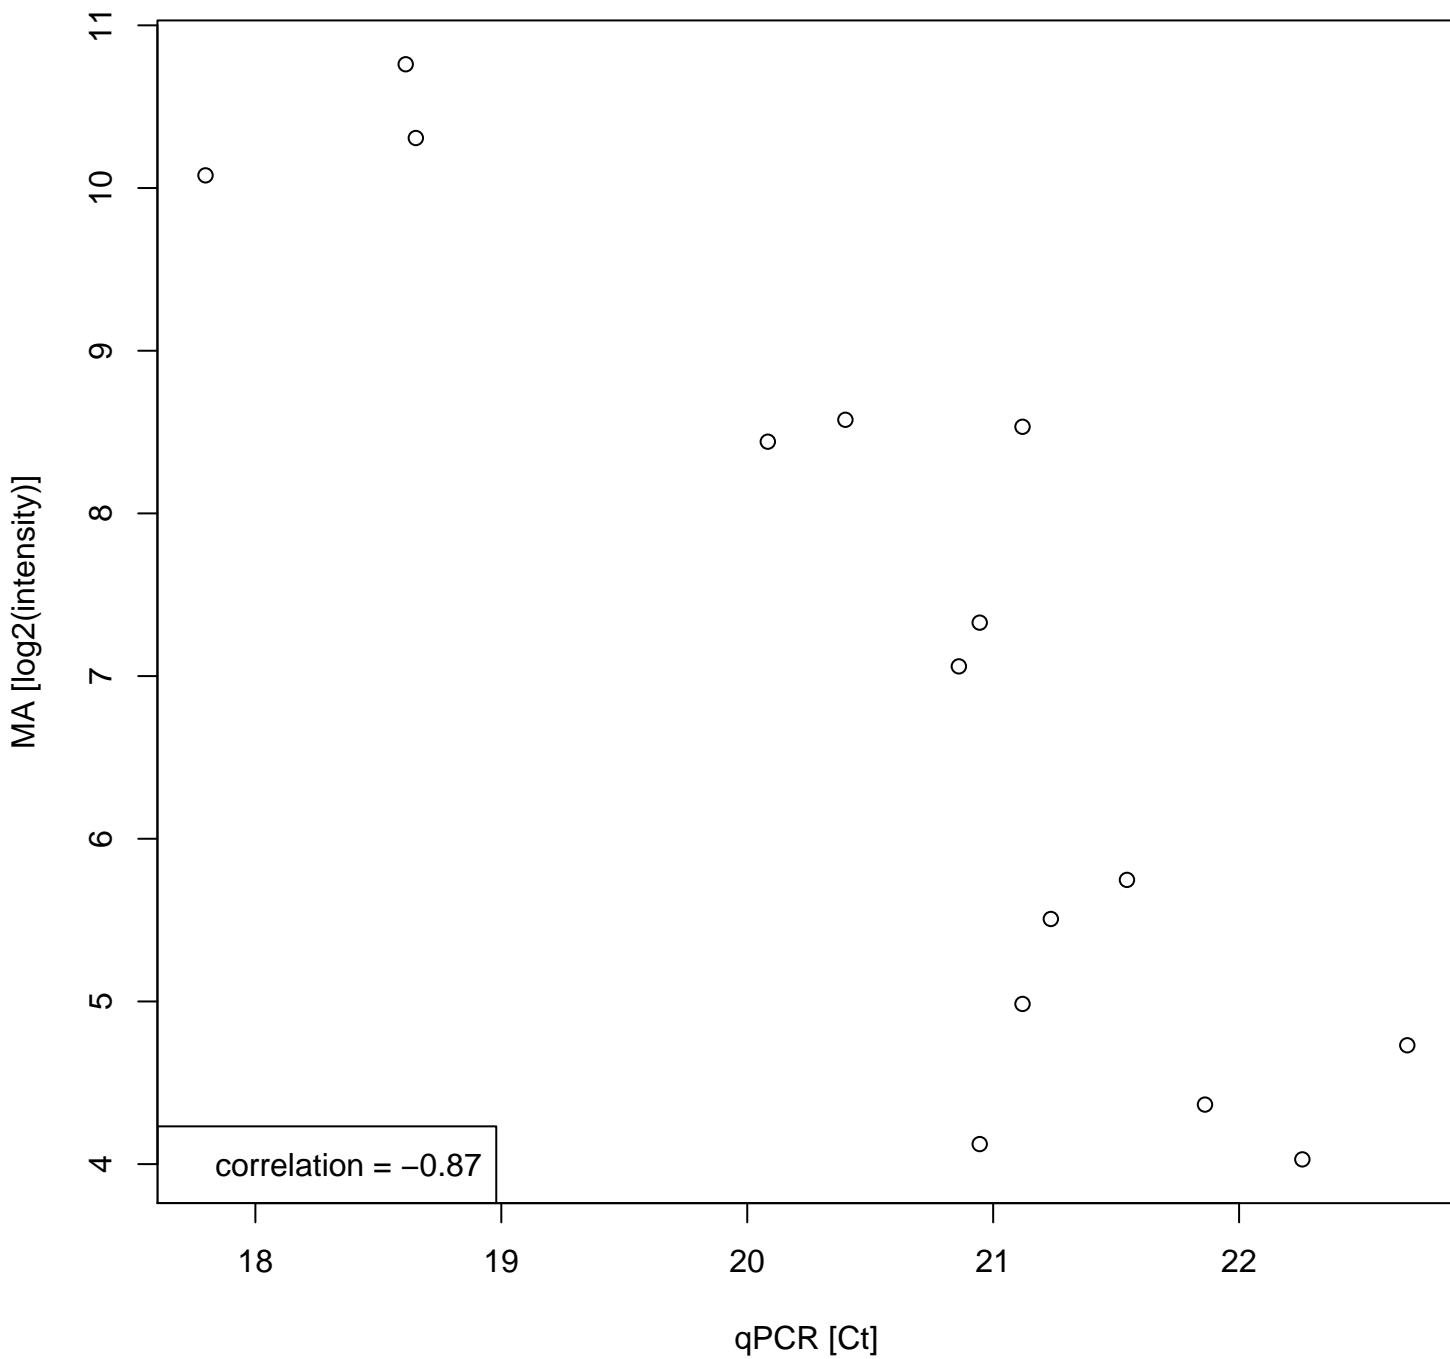

# contig02619

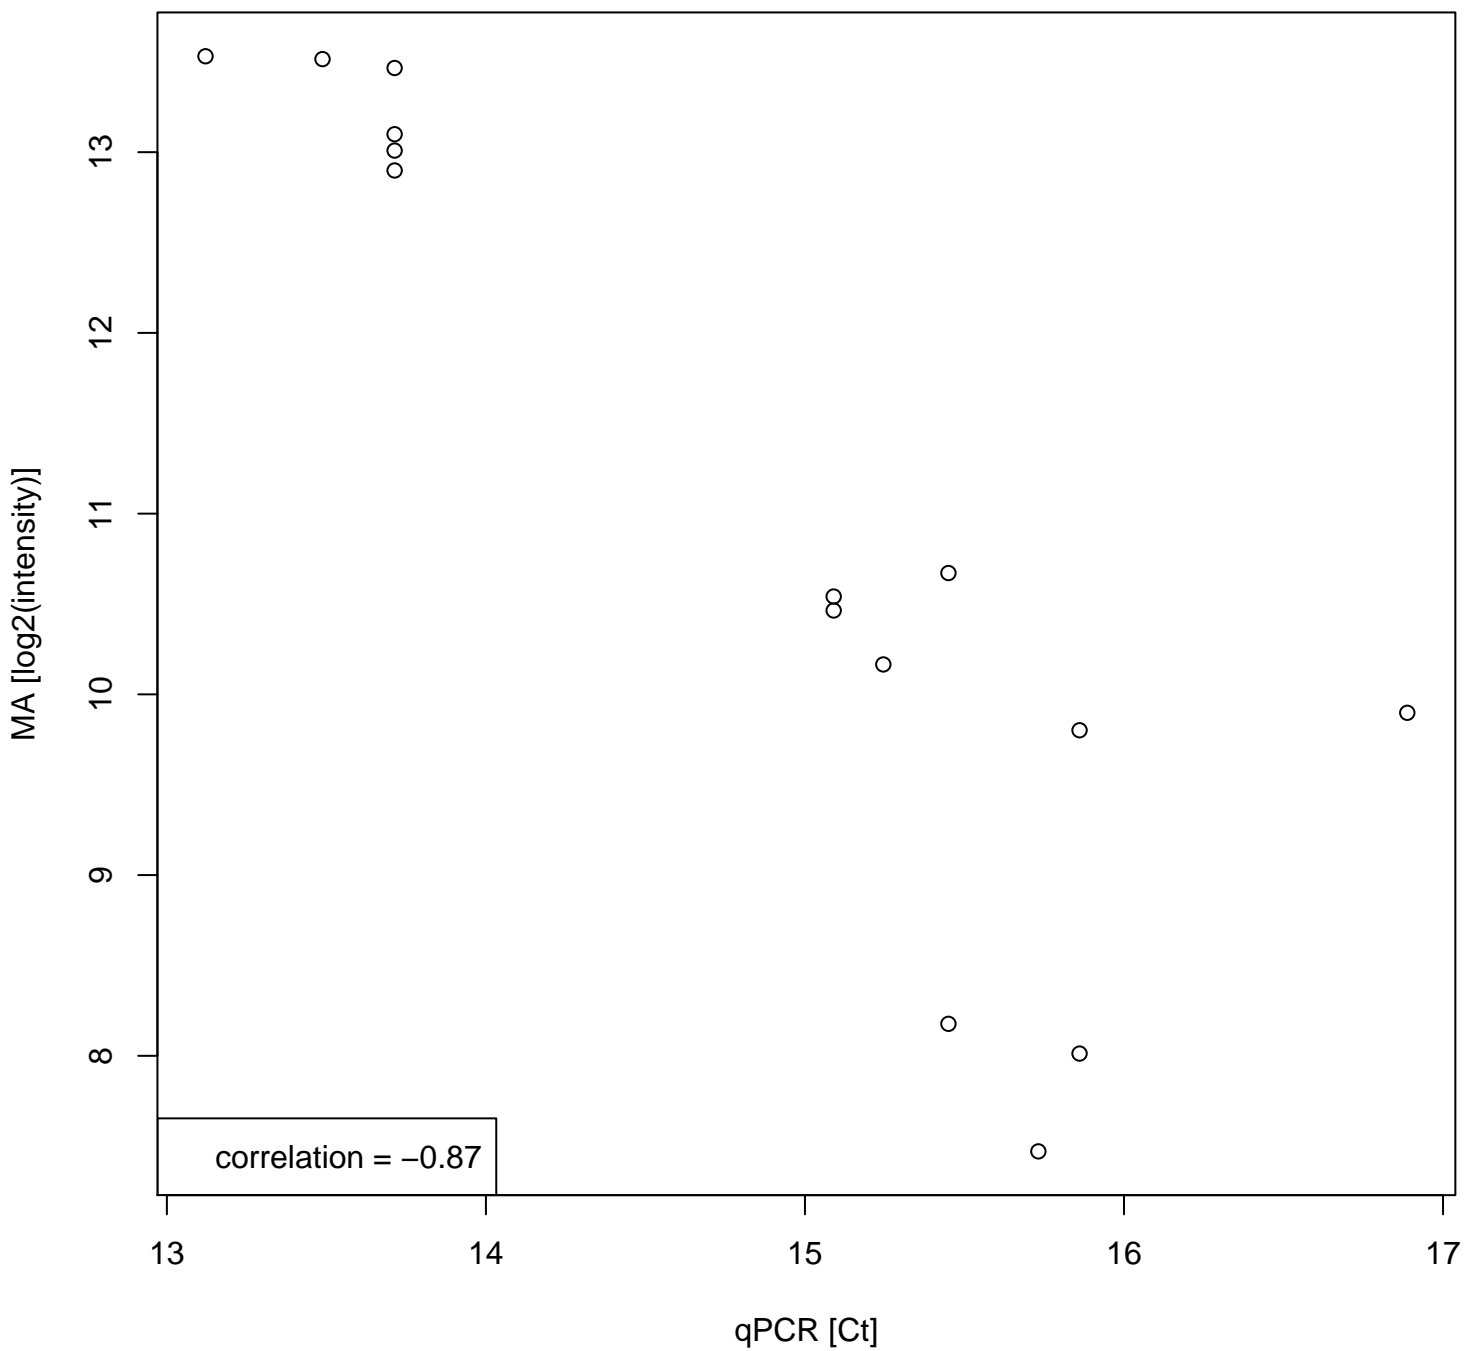

# contig19528

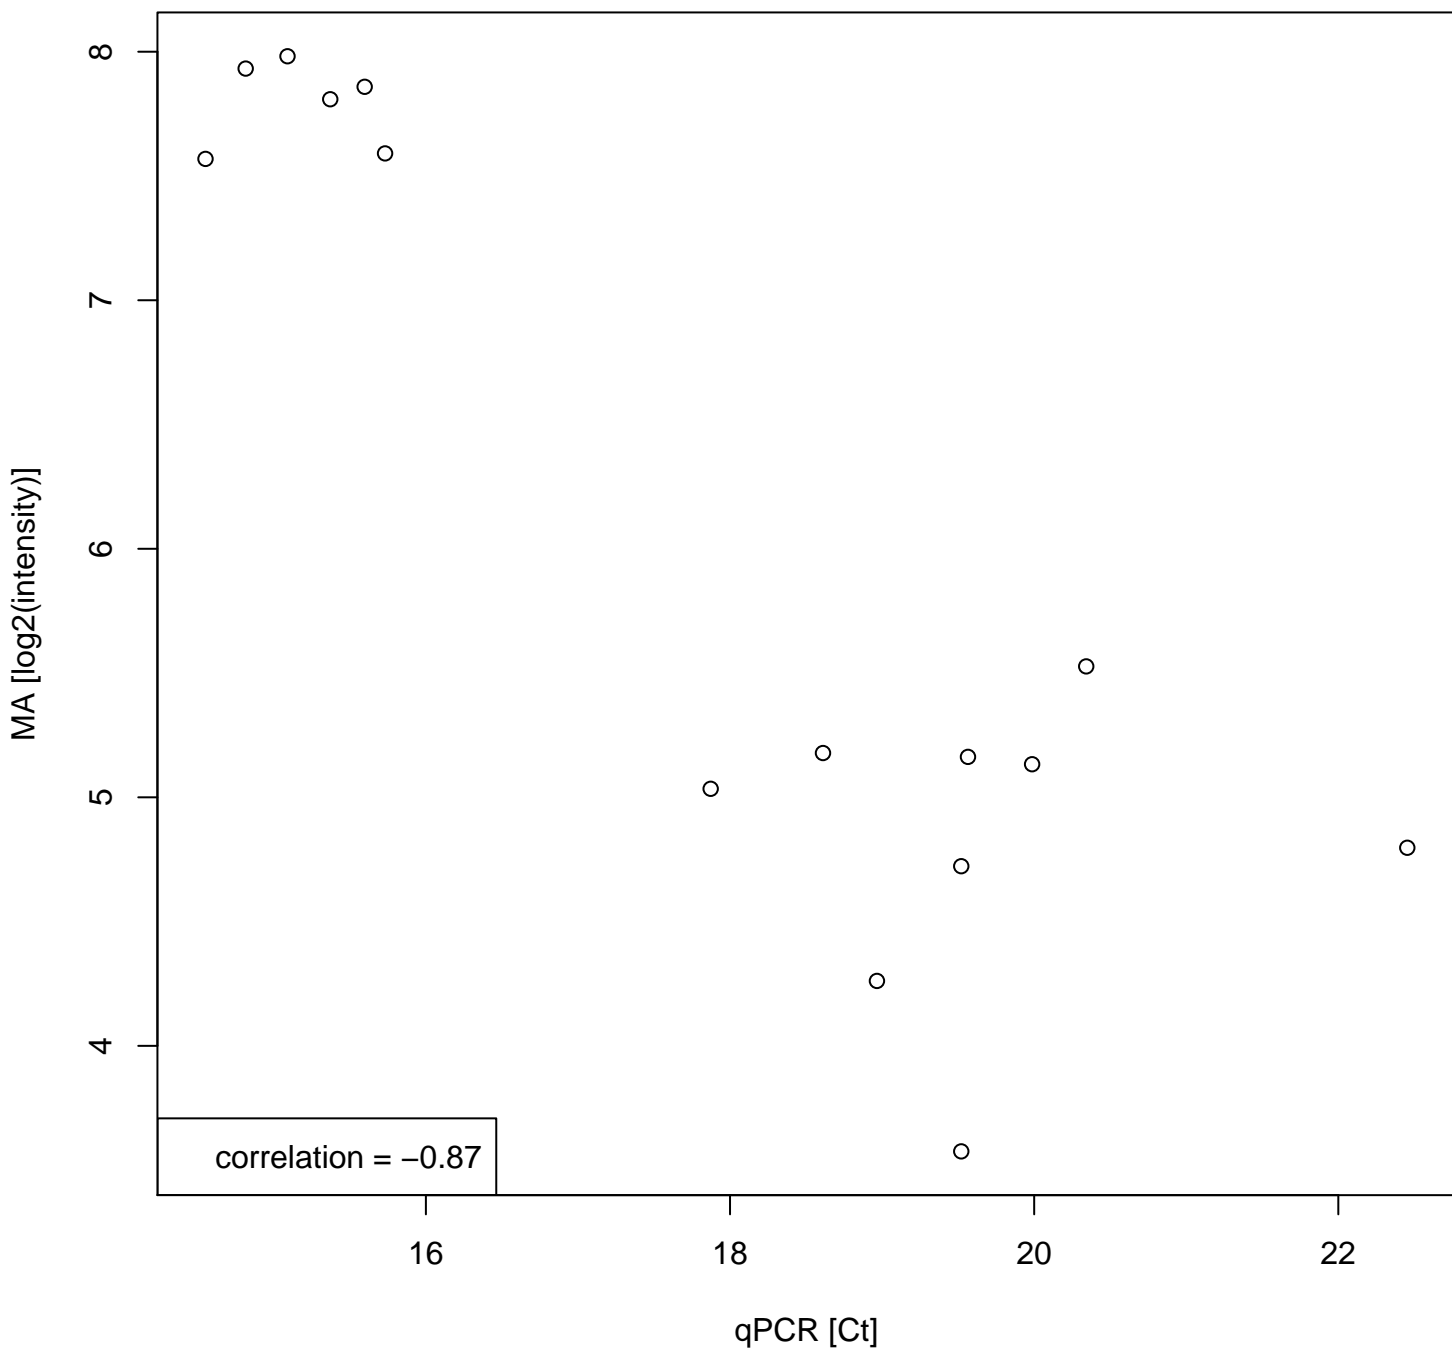

# contig00066

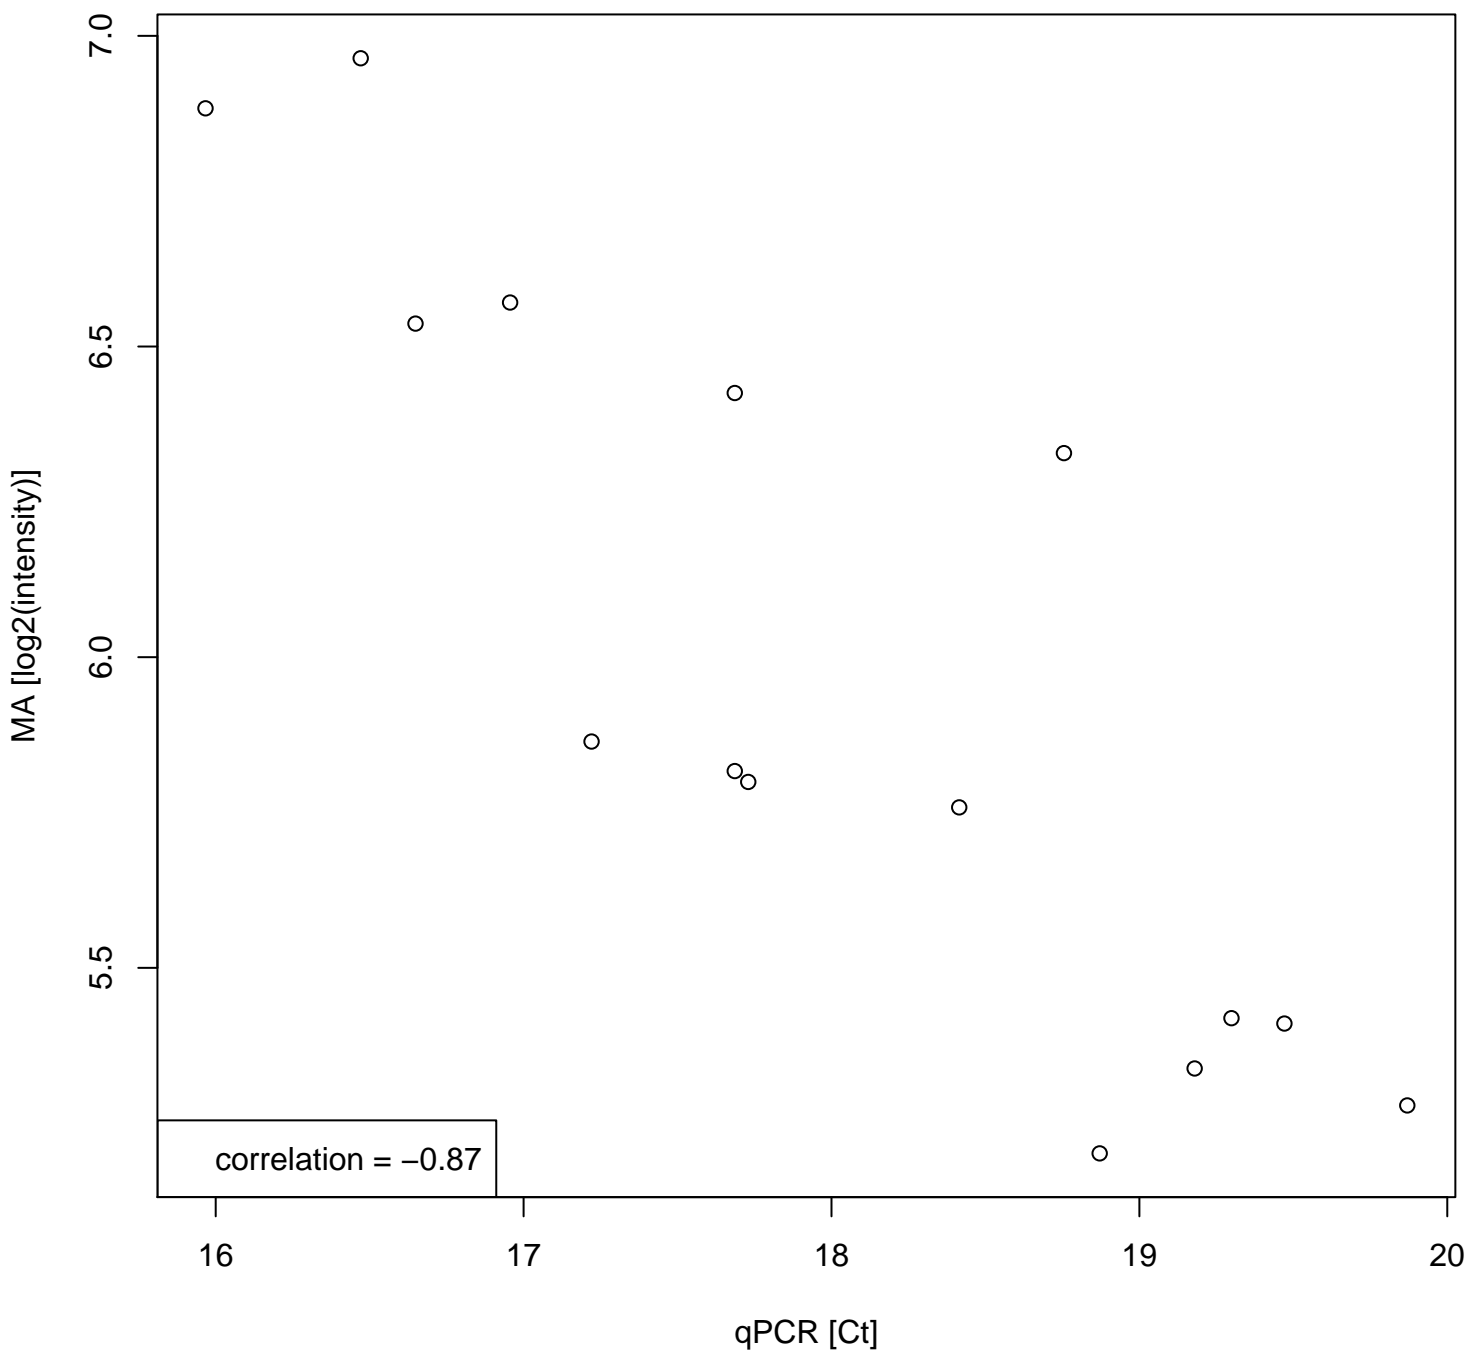

# contig04225

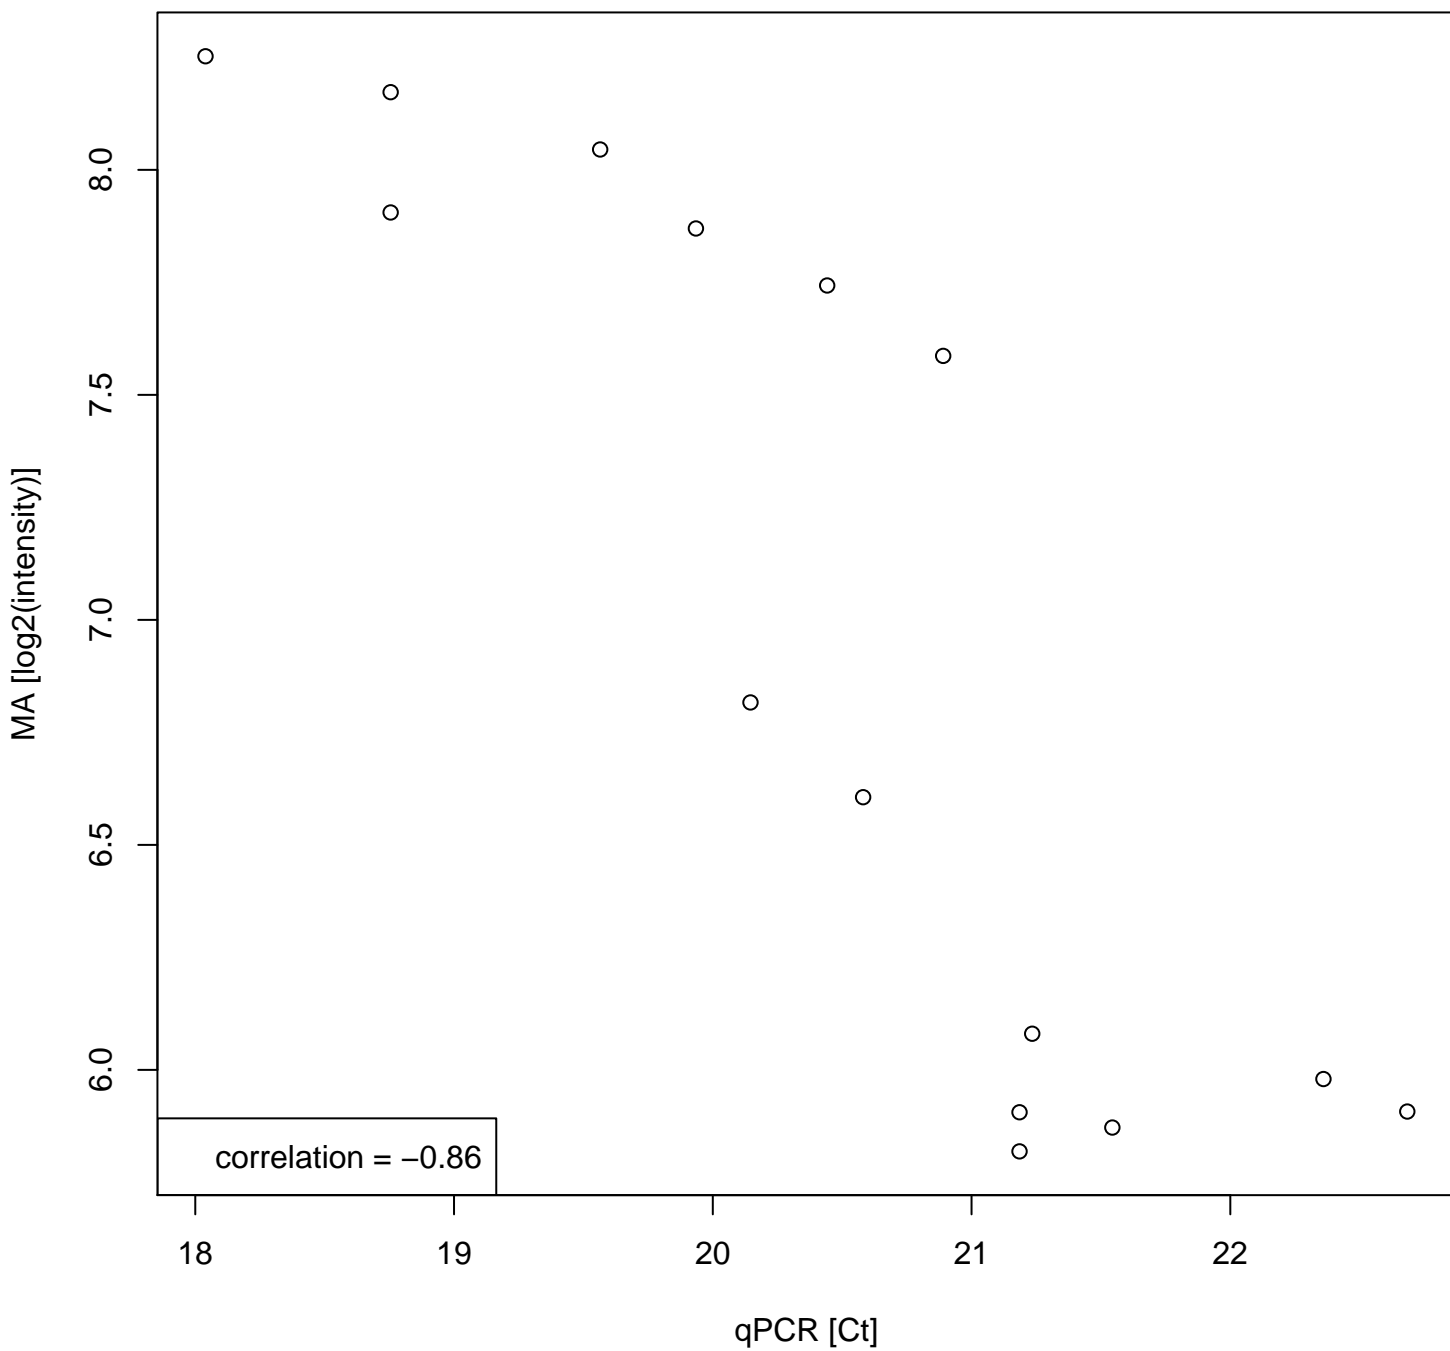

# contig02415

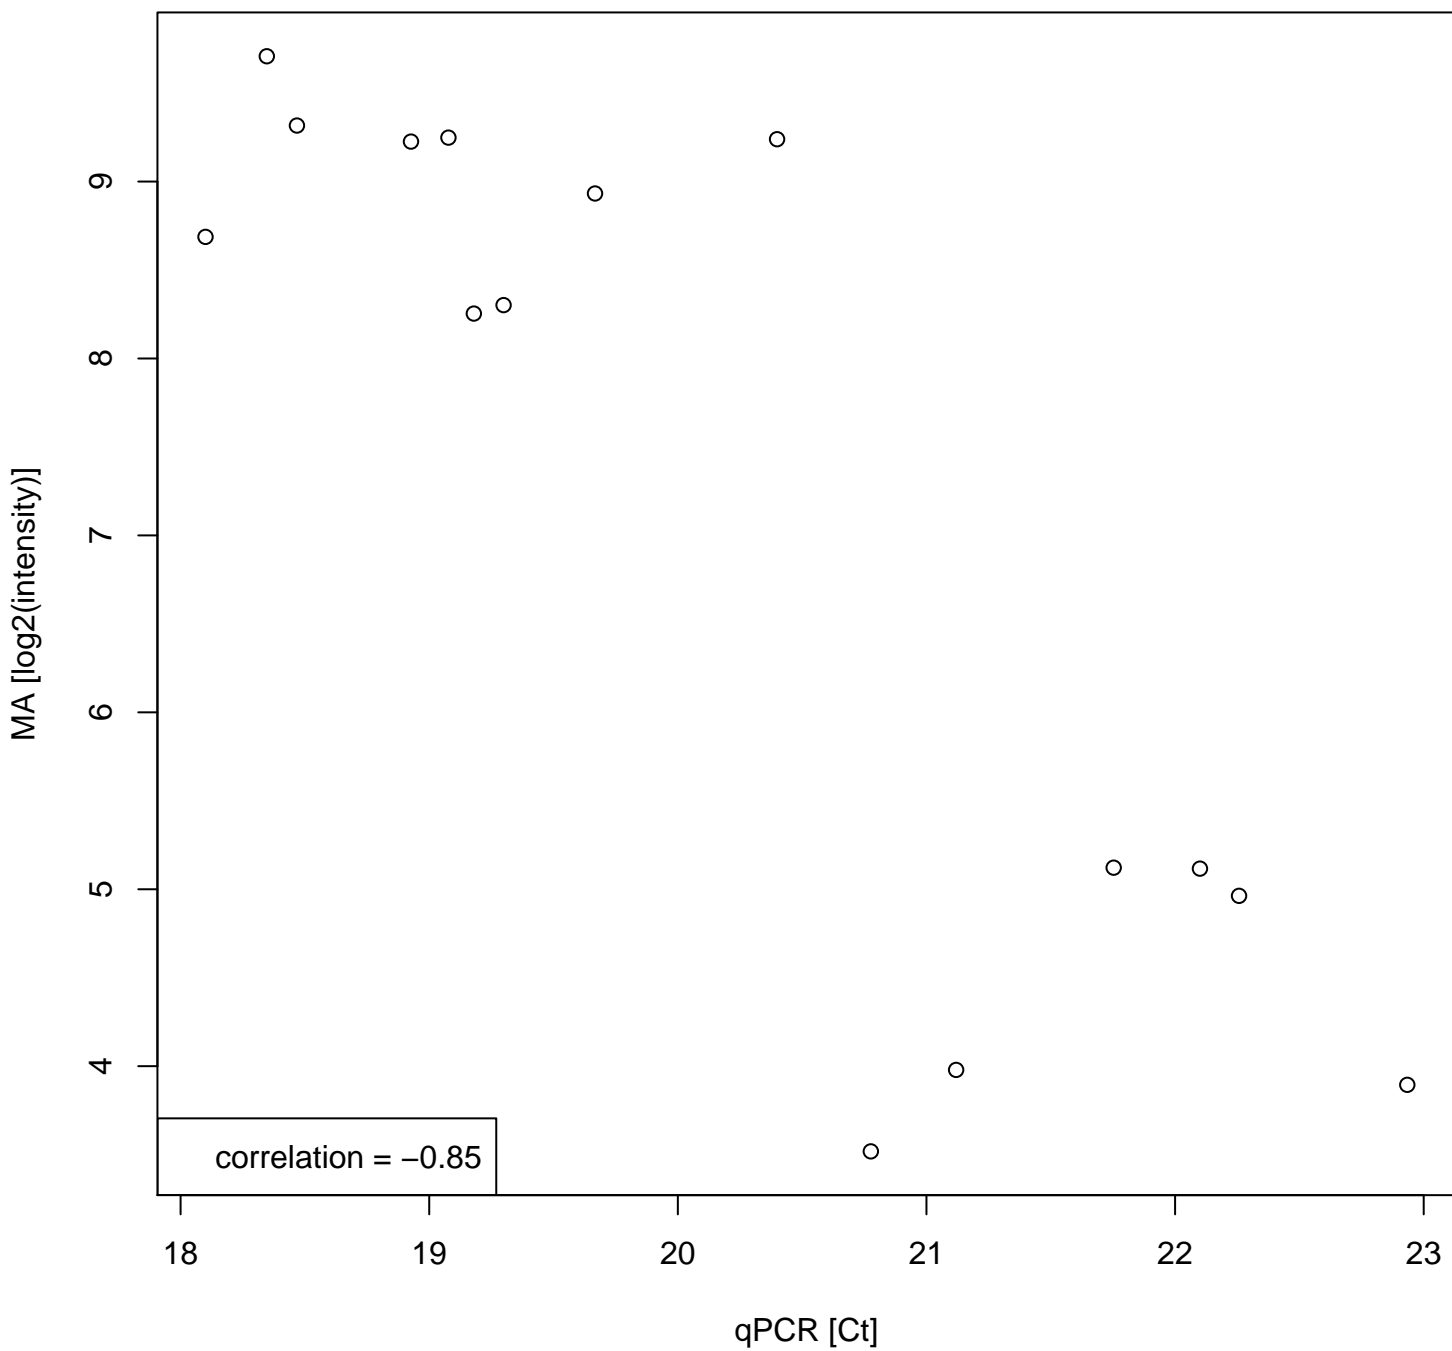

# contig15719

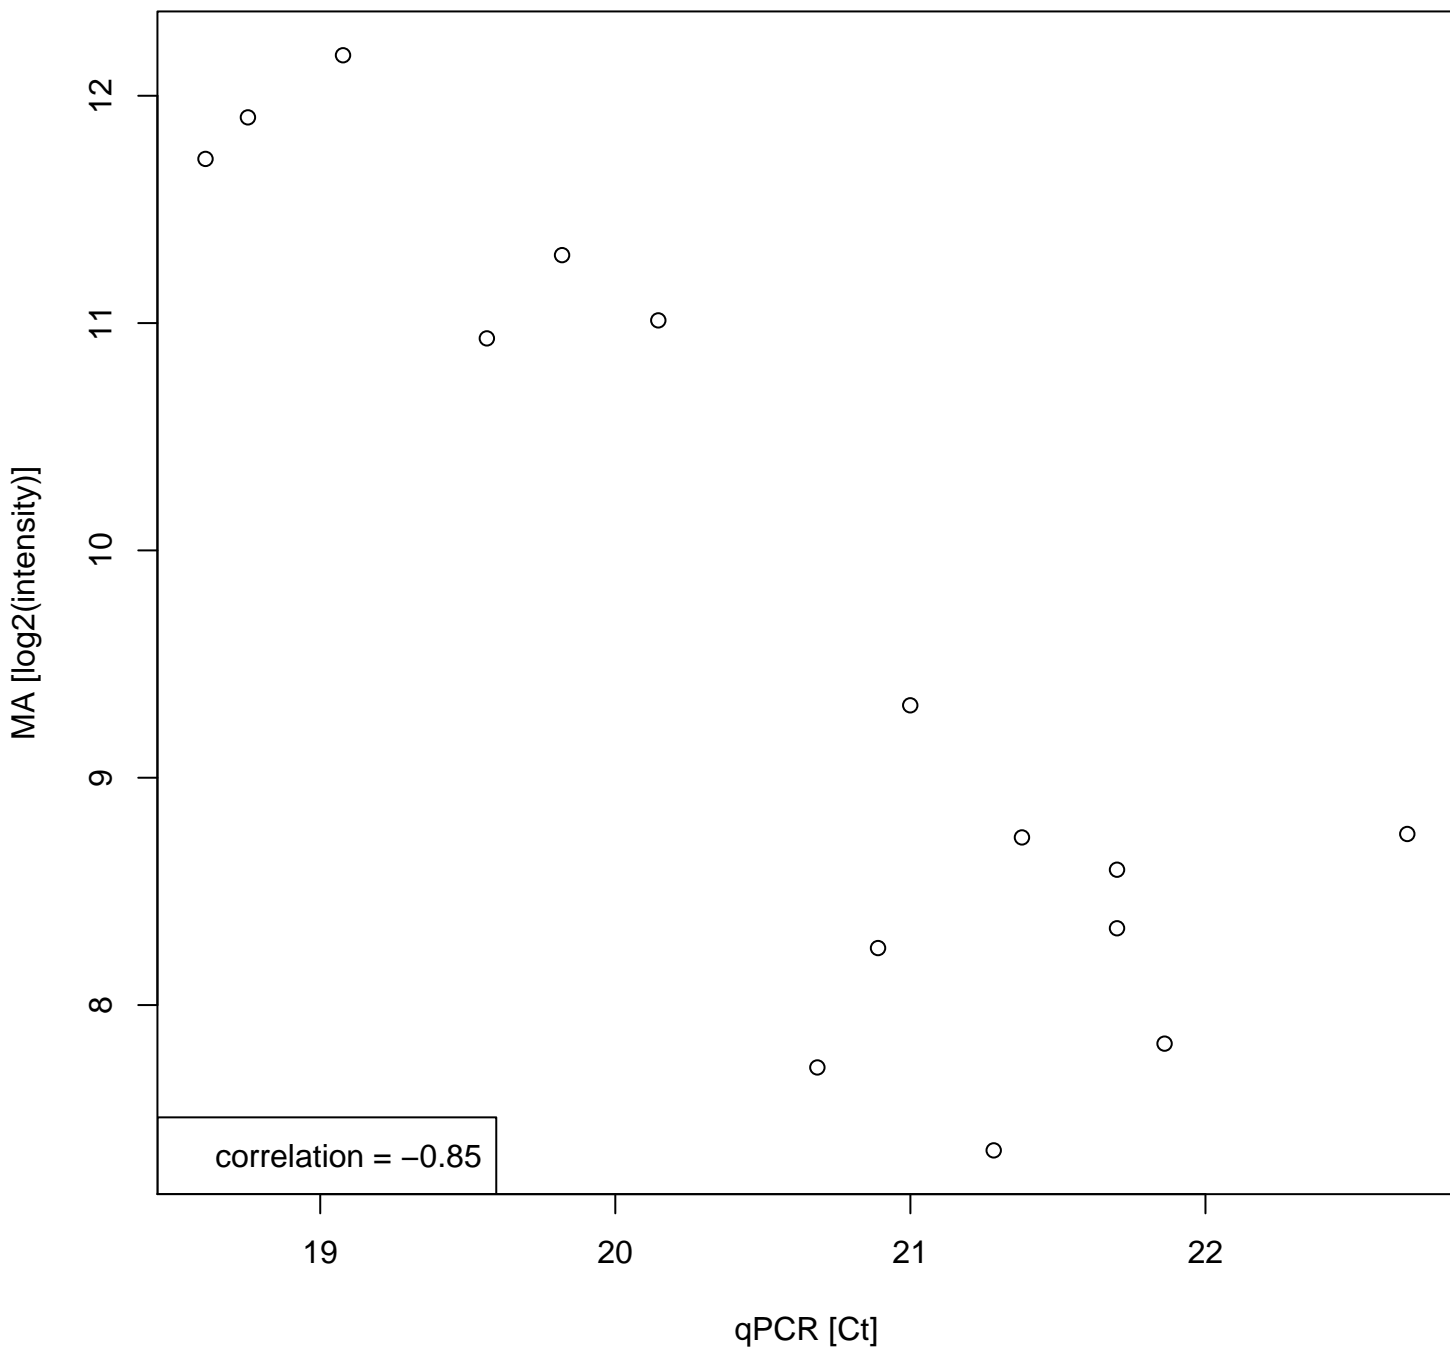

# contig05269

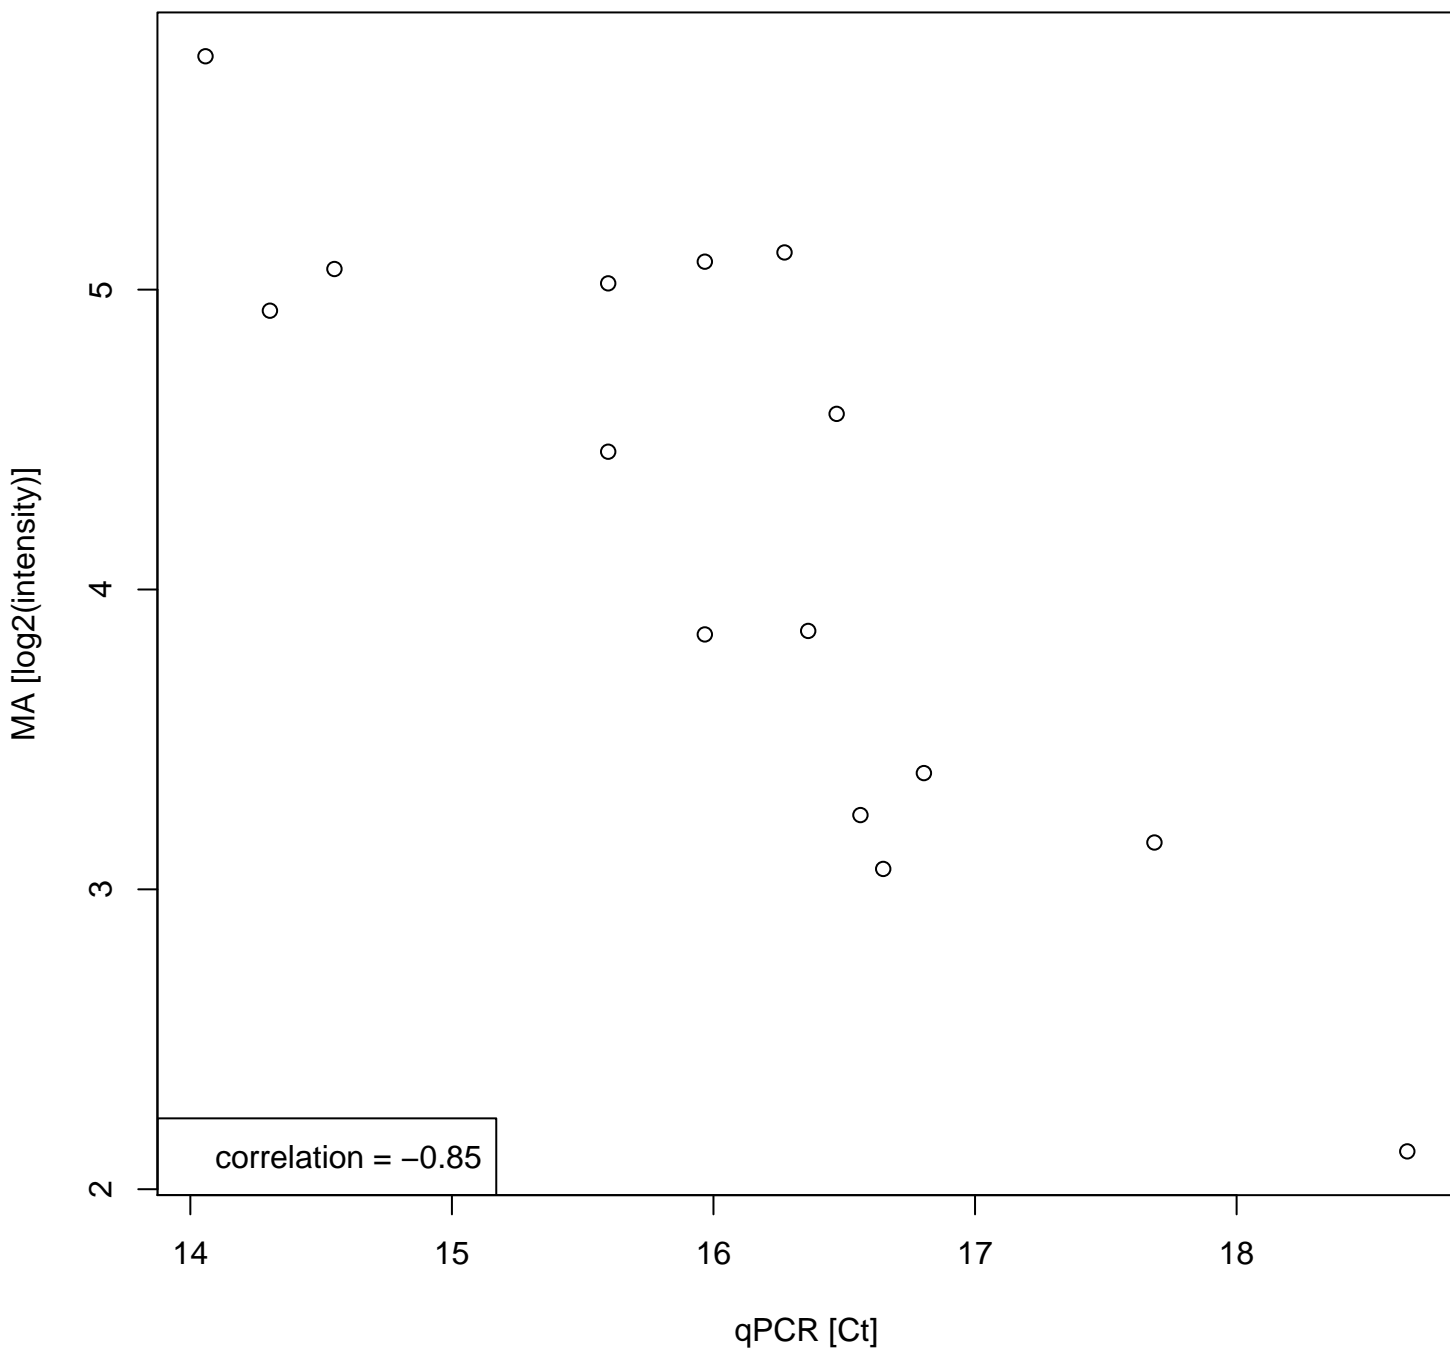

# contig14114

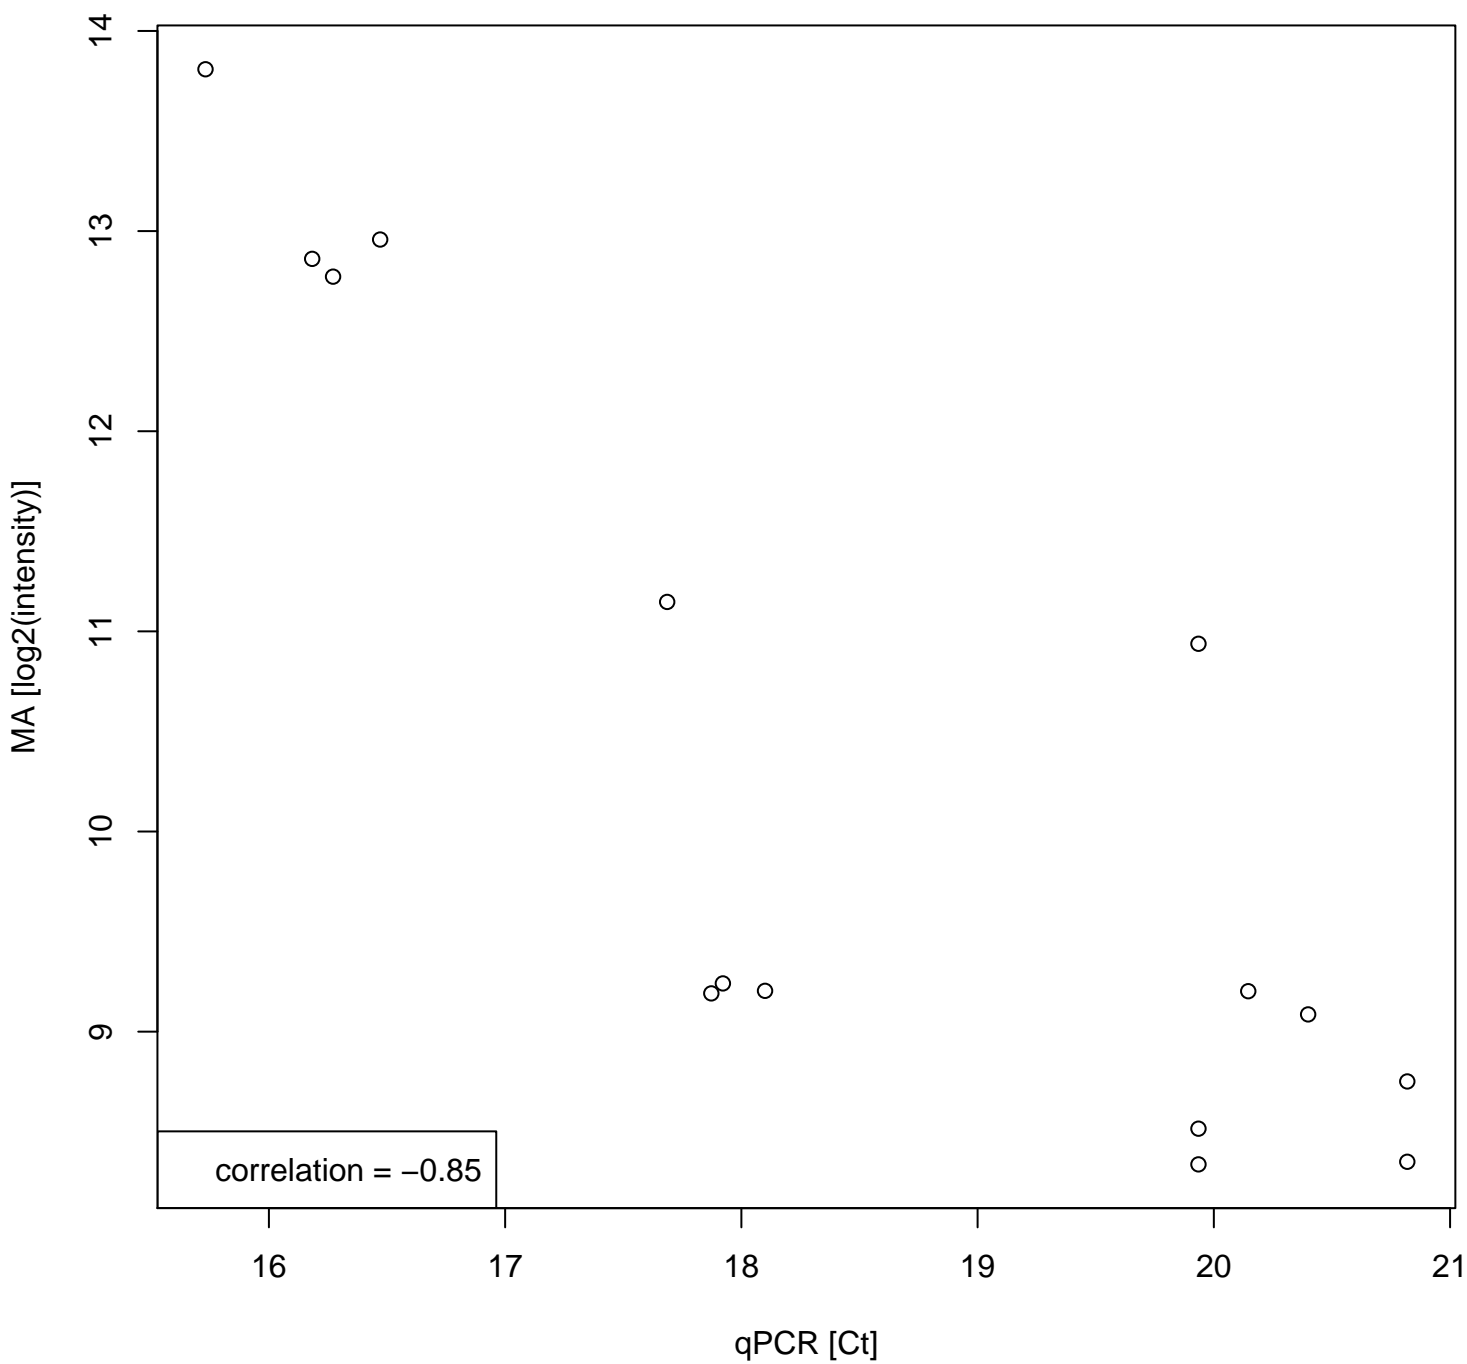

# contig00686

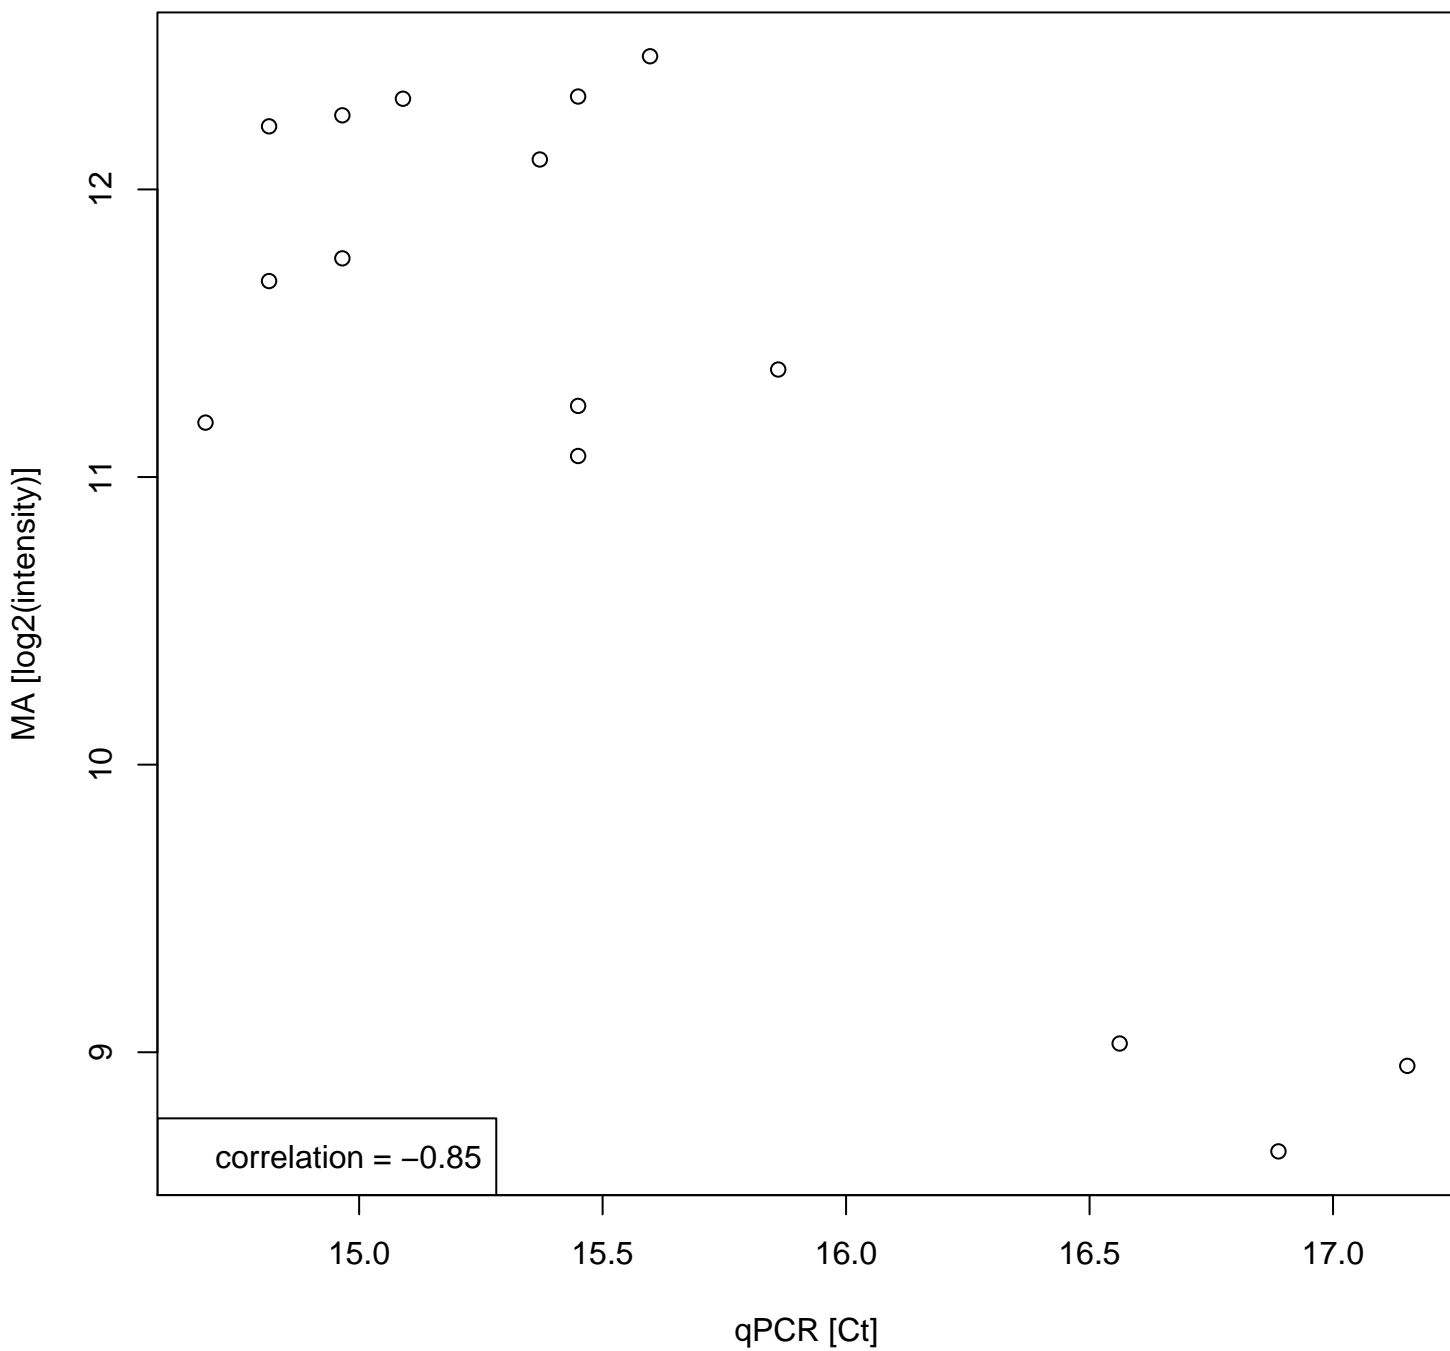

# contig12396

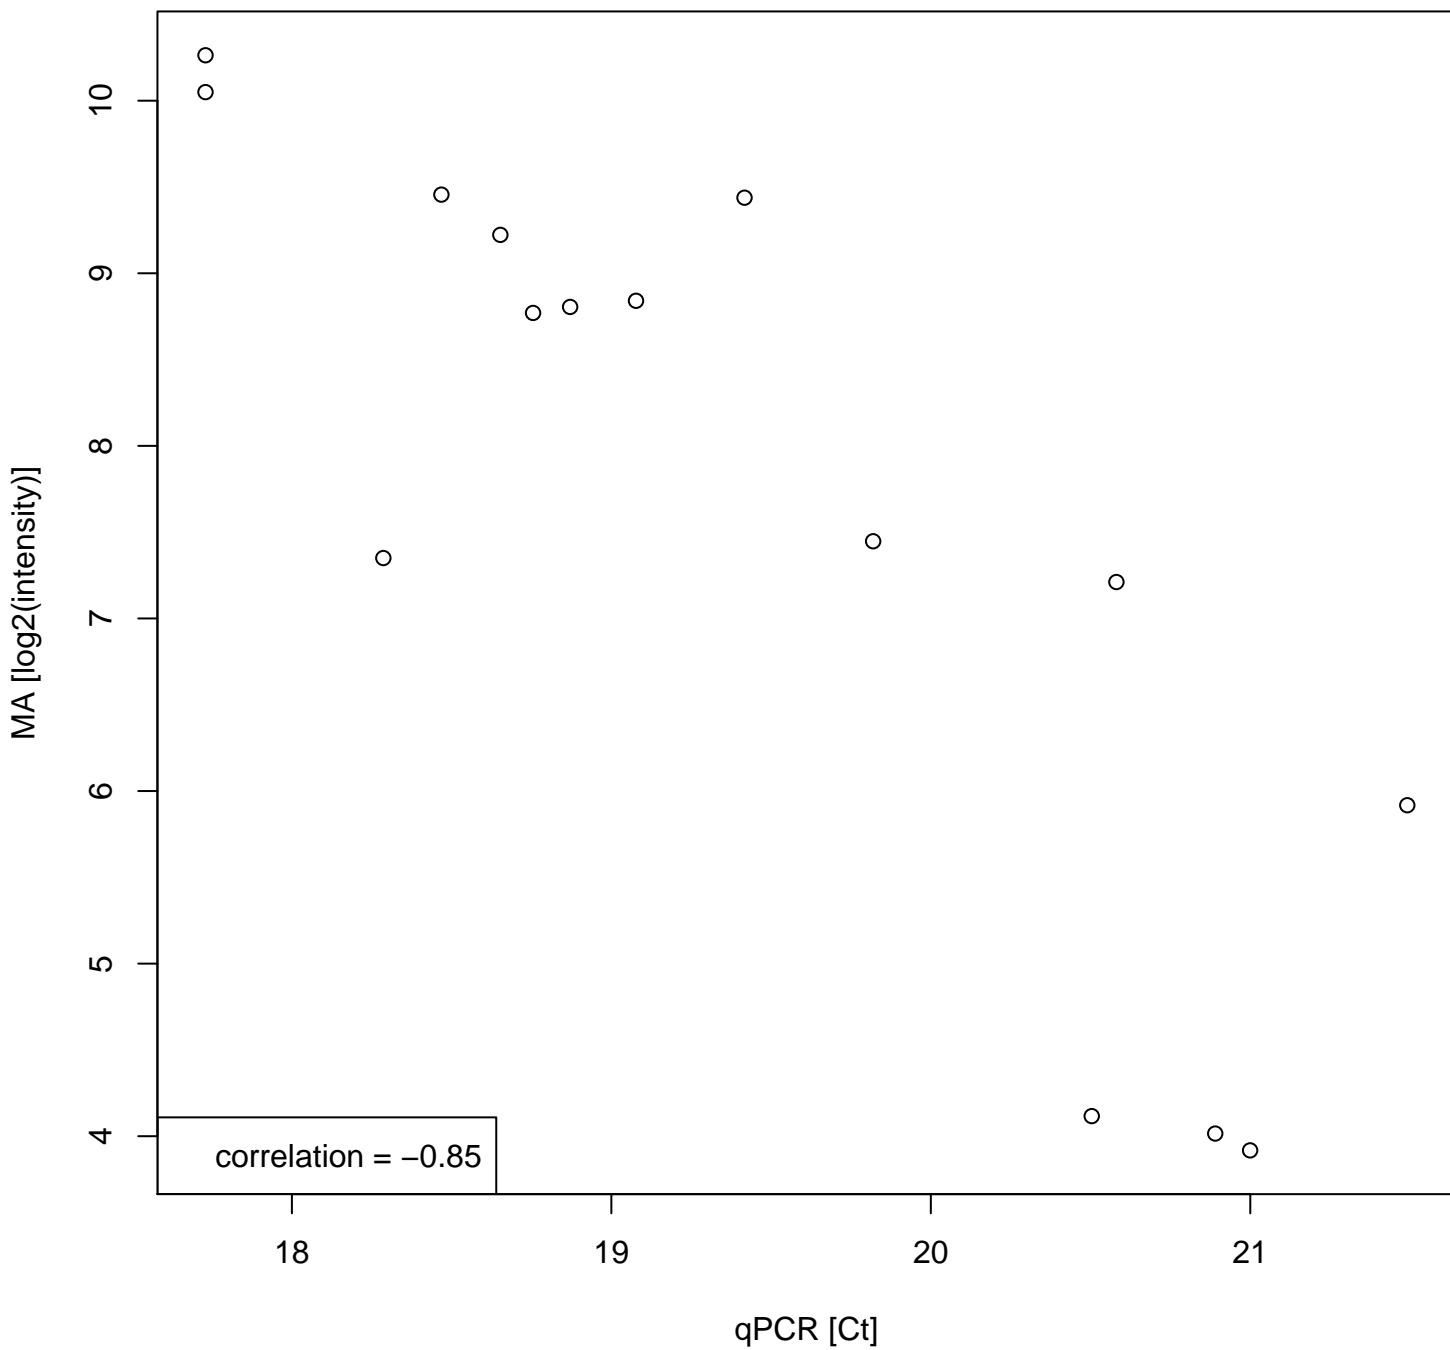

# contig10084

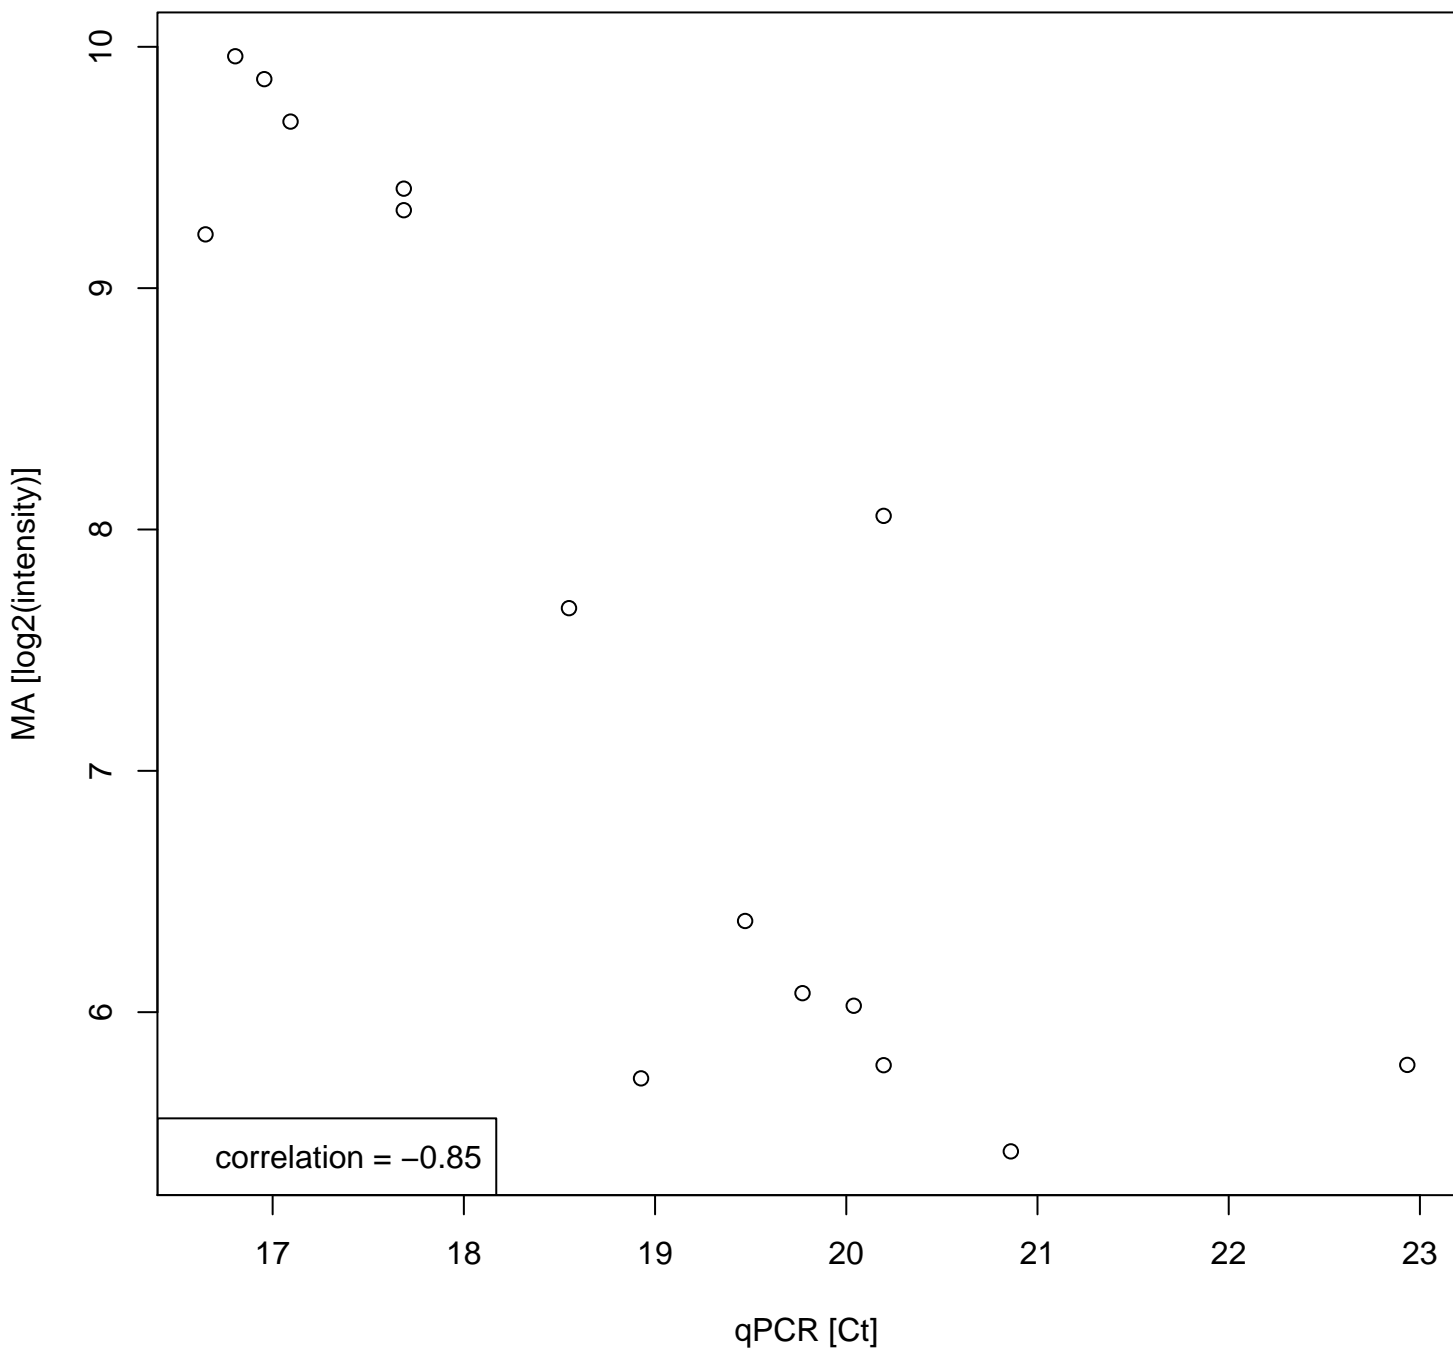

# contig12761

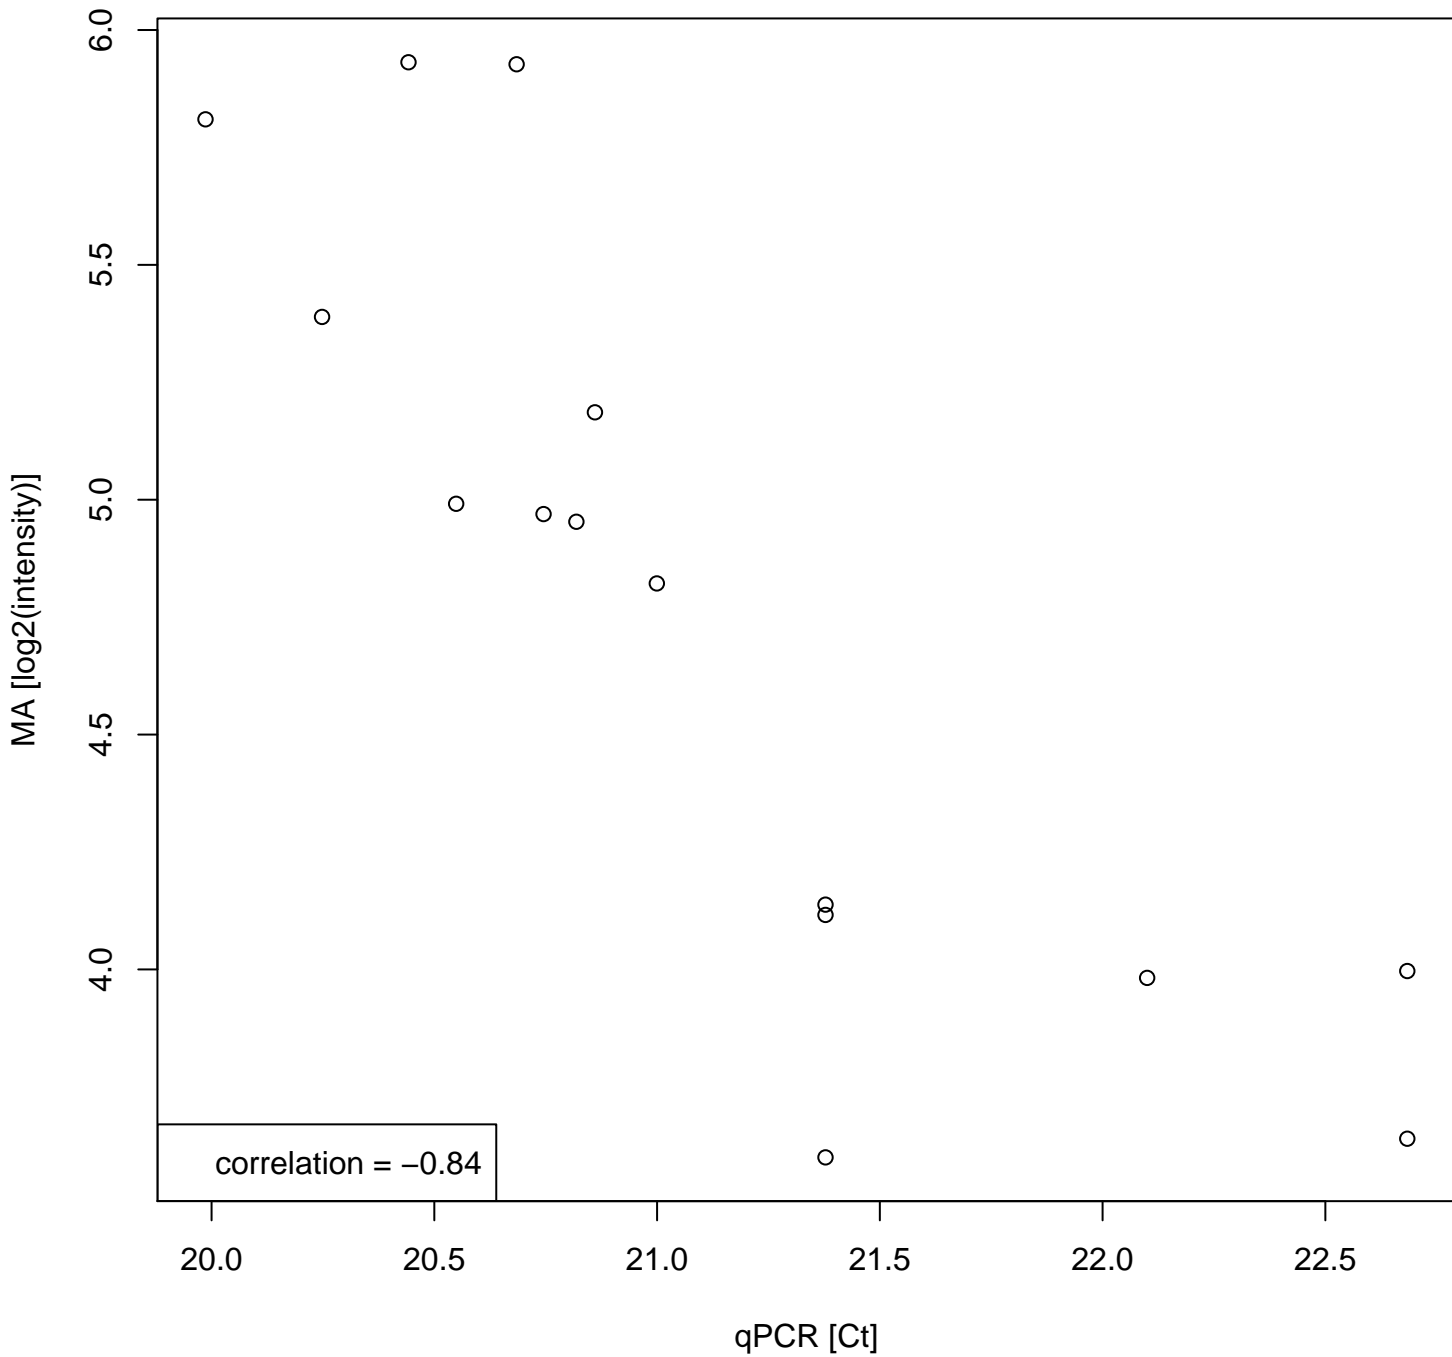

# contig01660

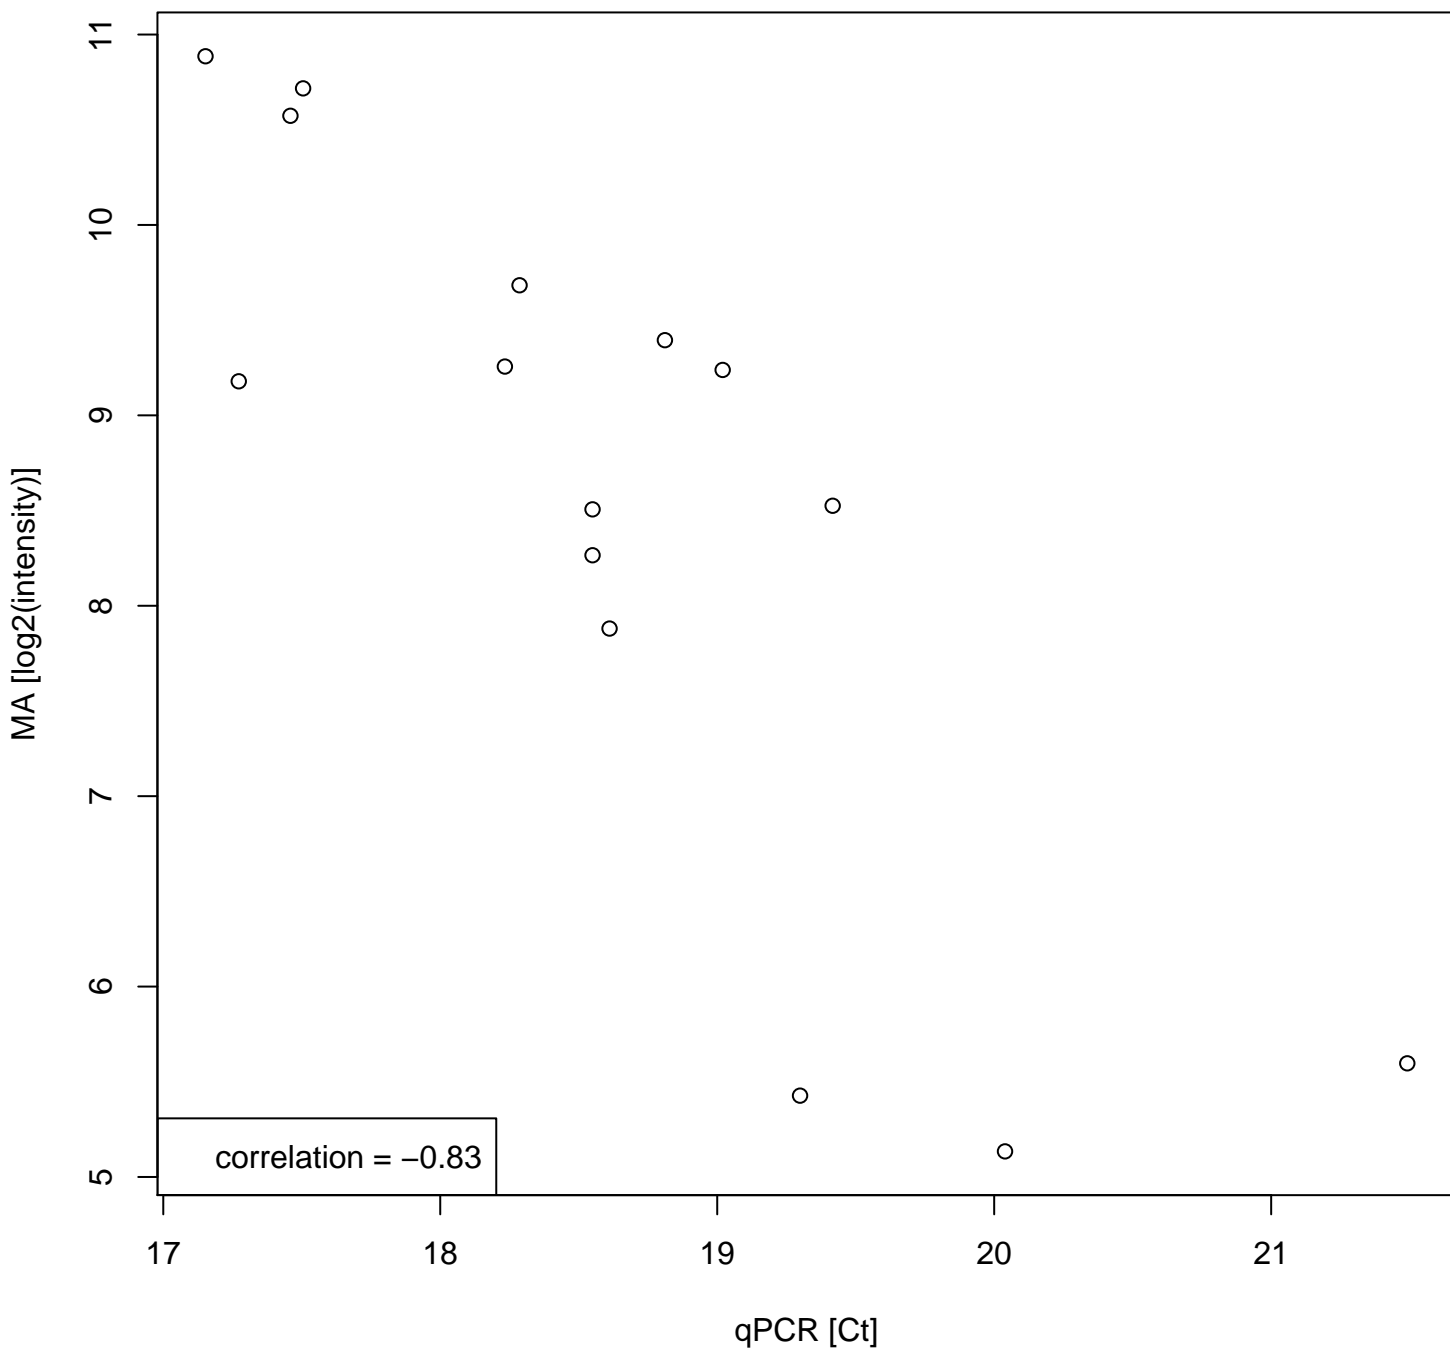

# contig03314

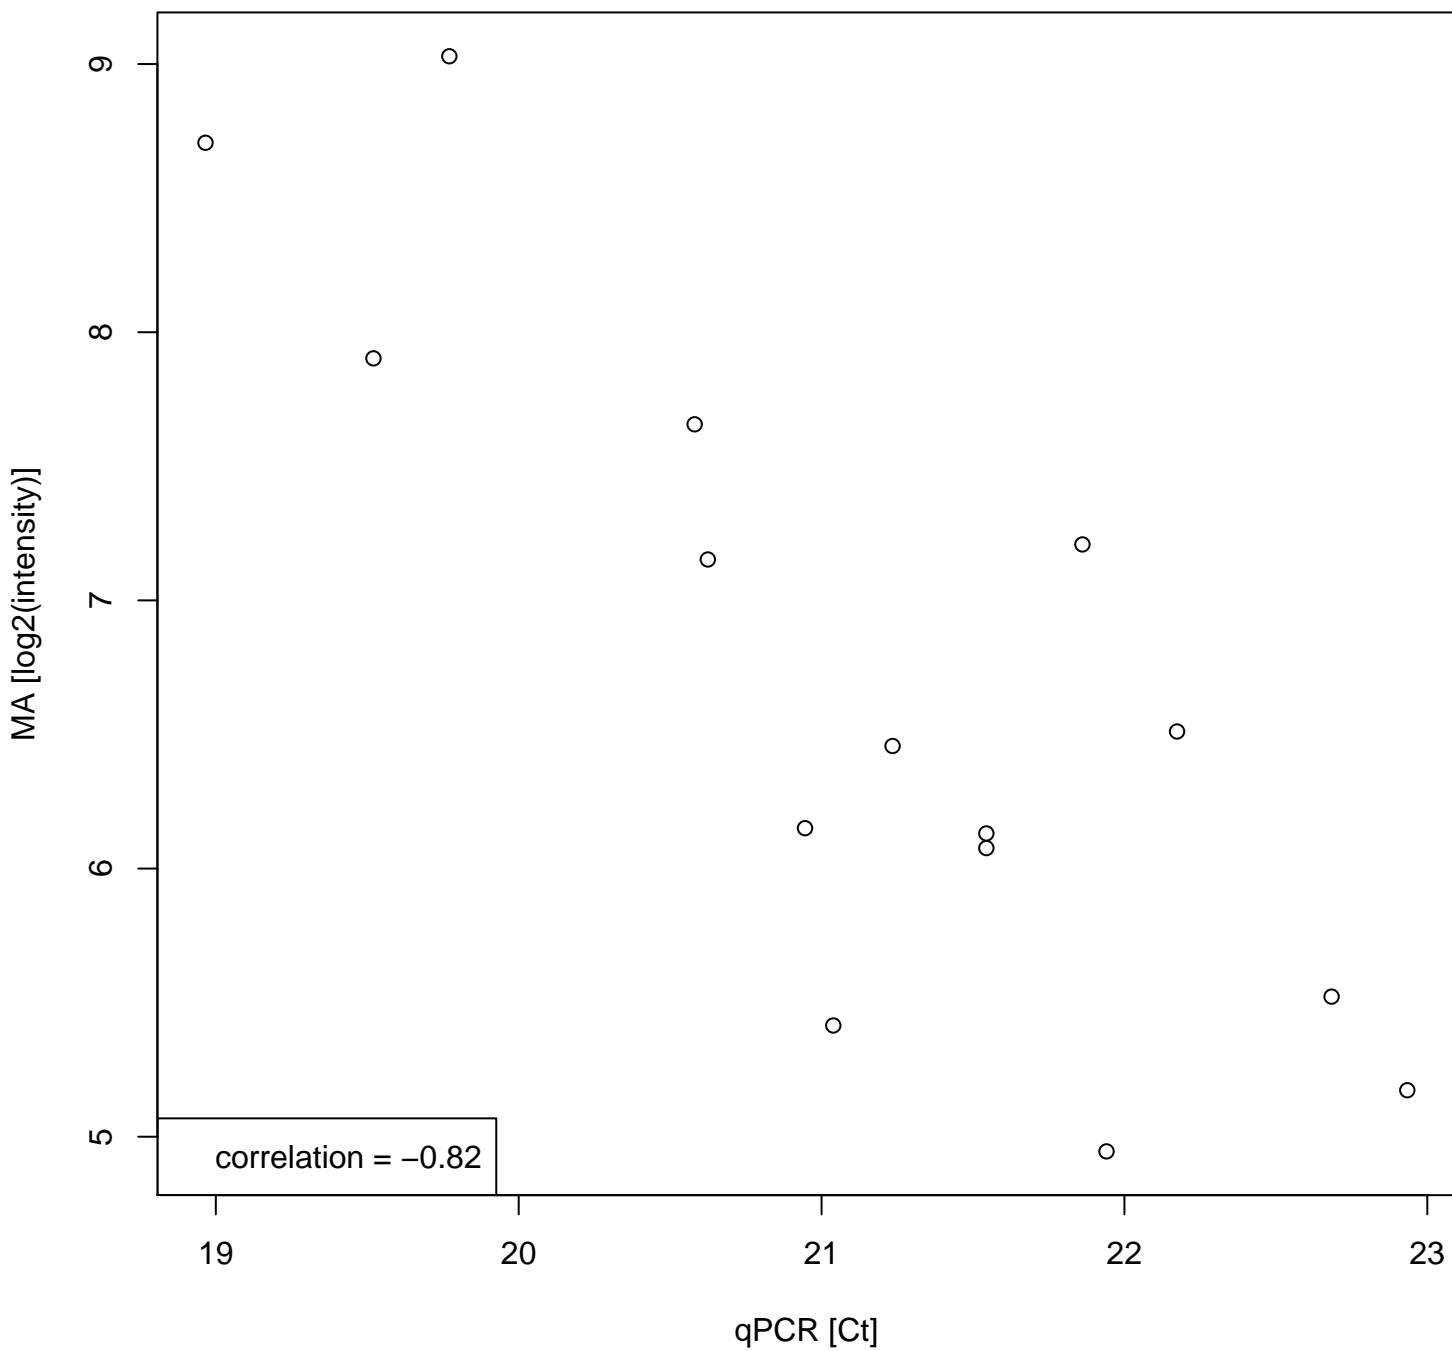

# contig08992

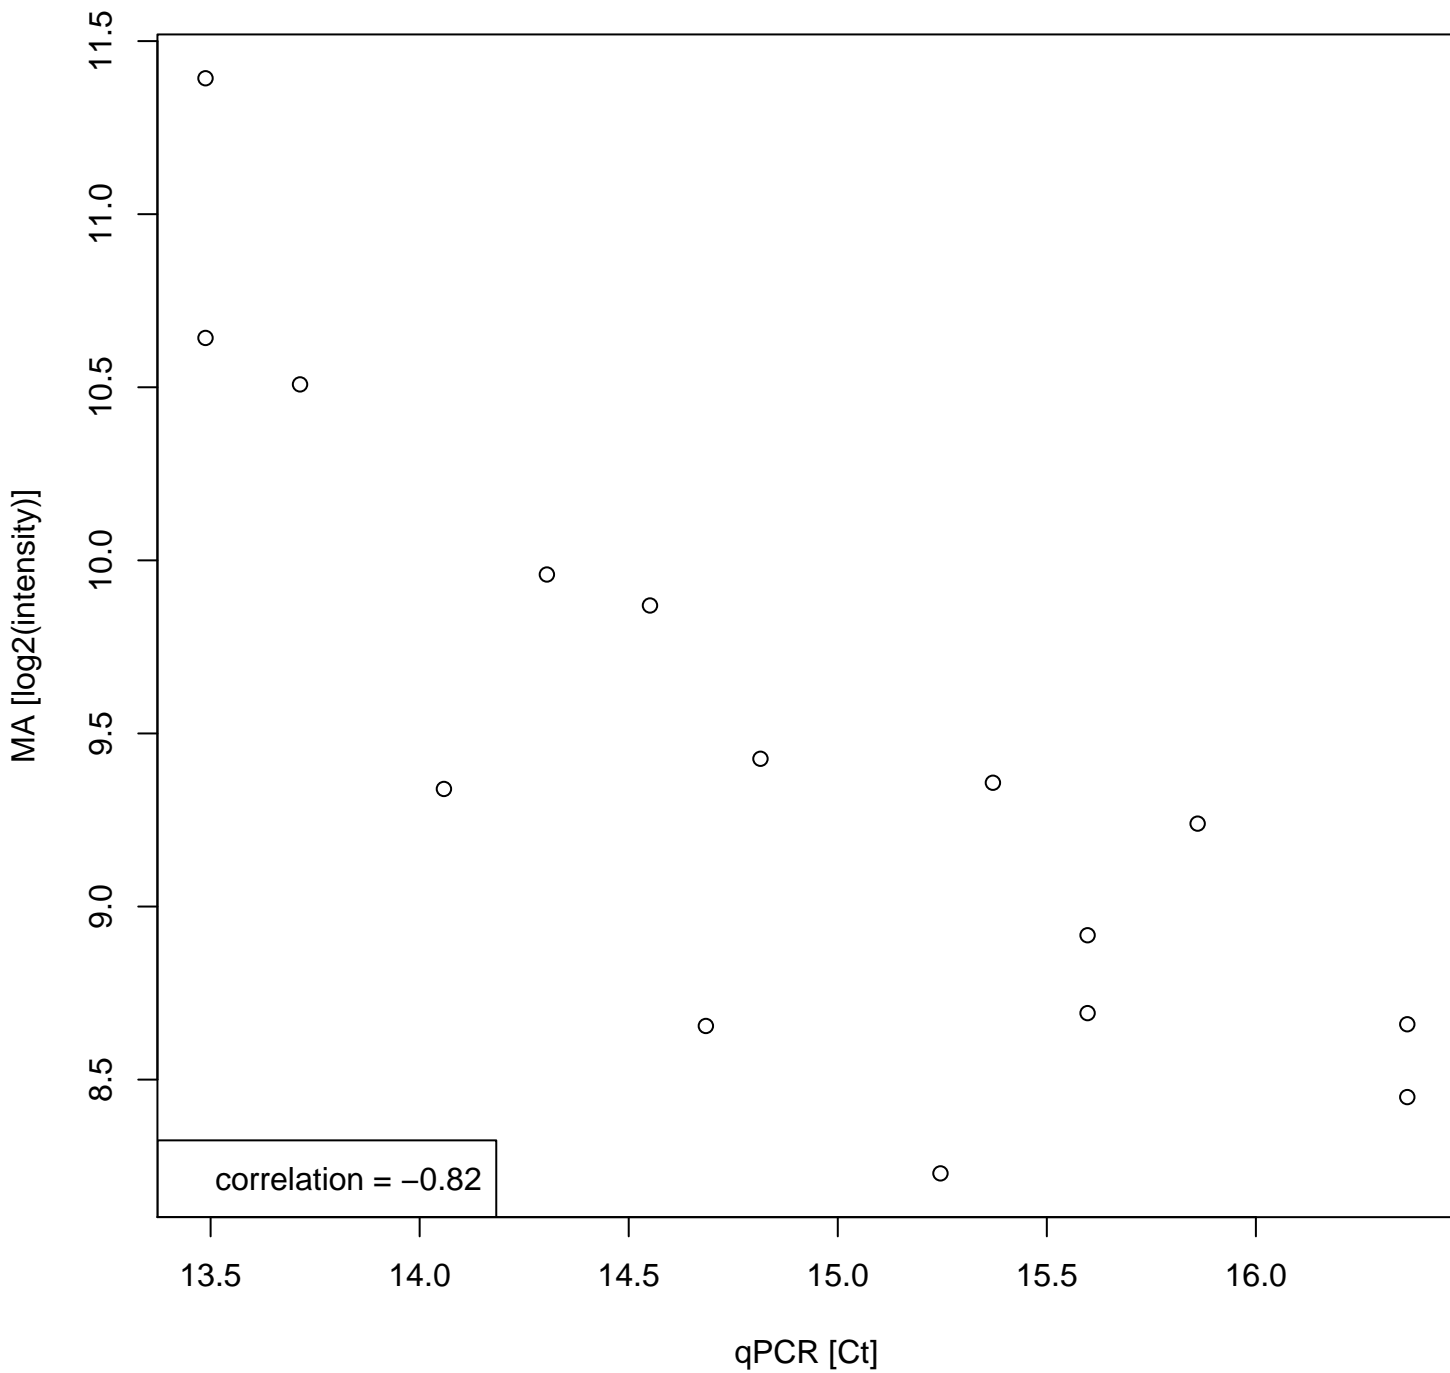

# contig18670

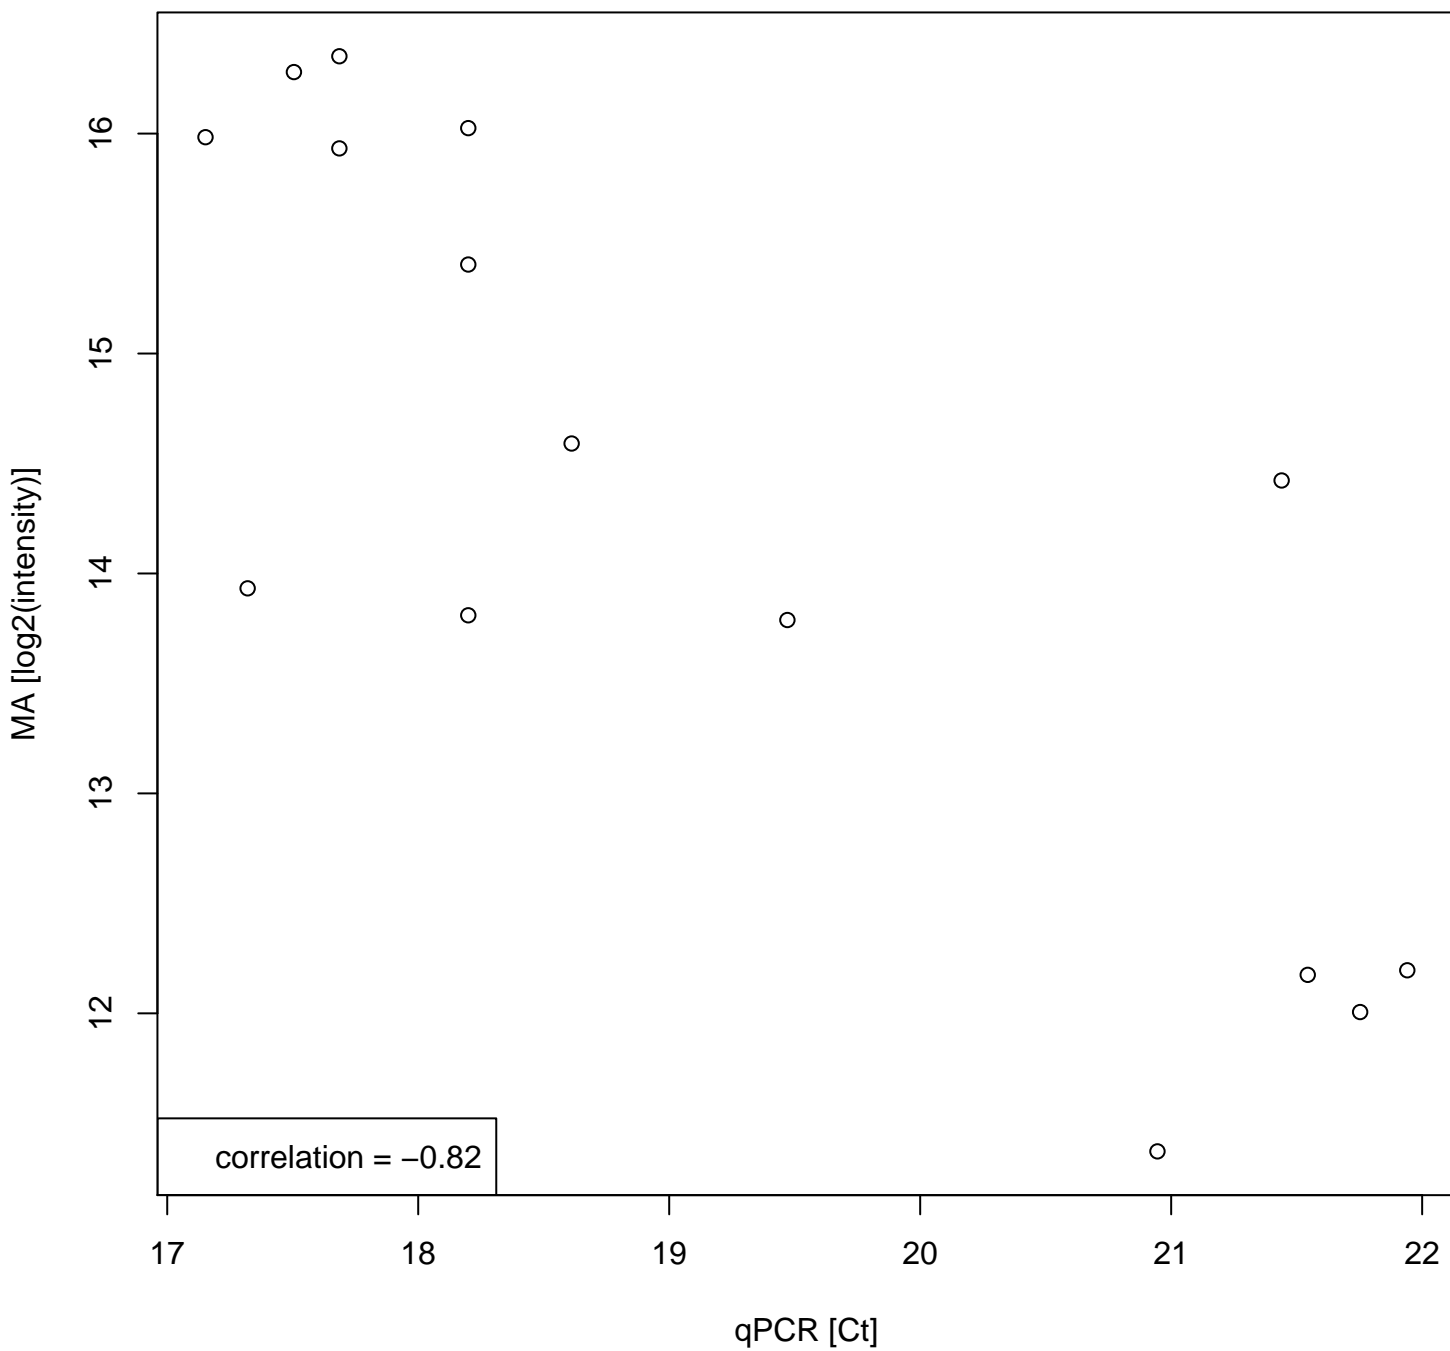

# contig08497

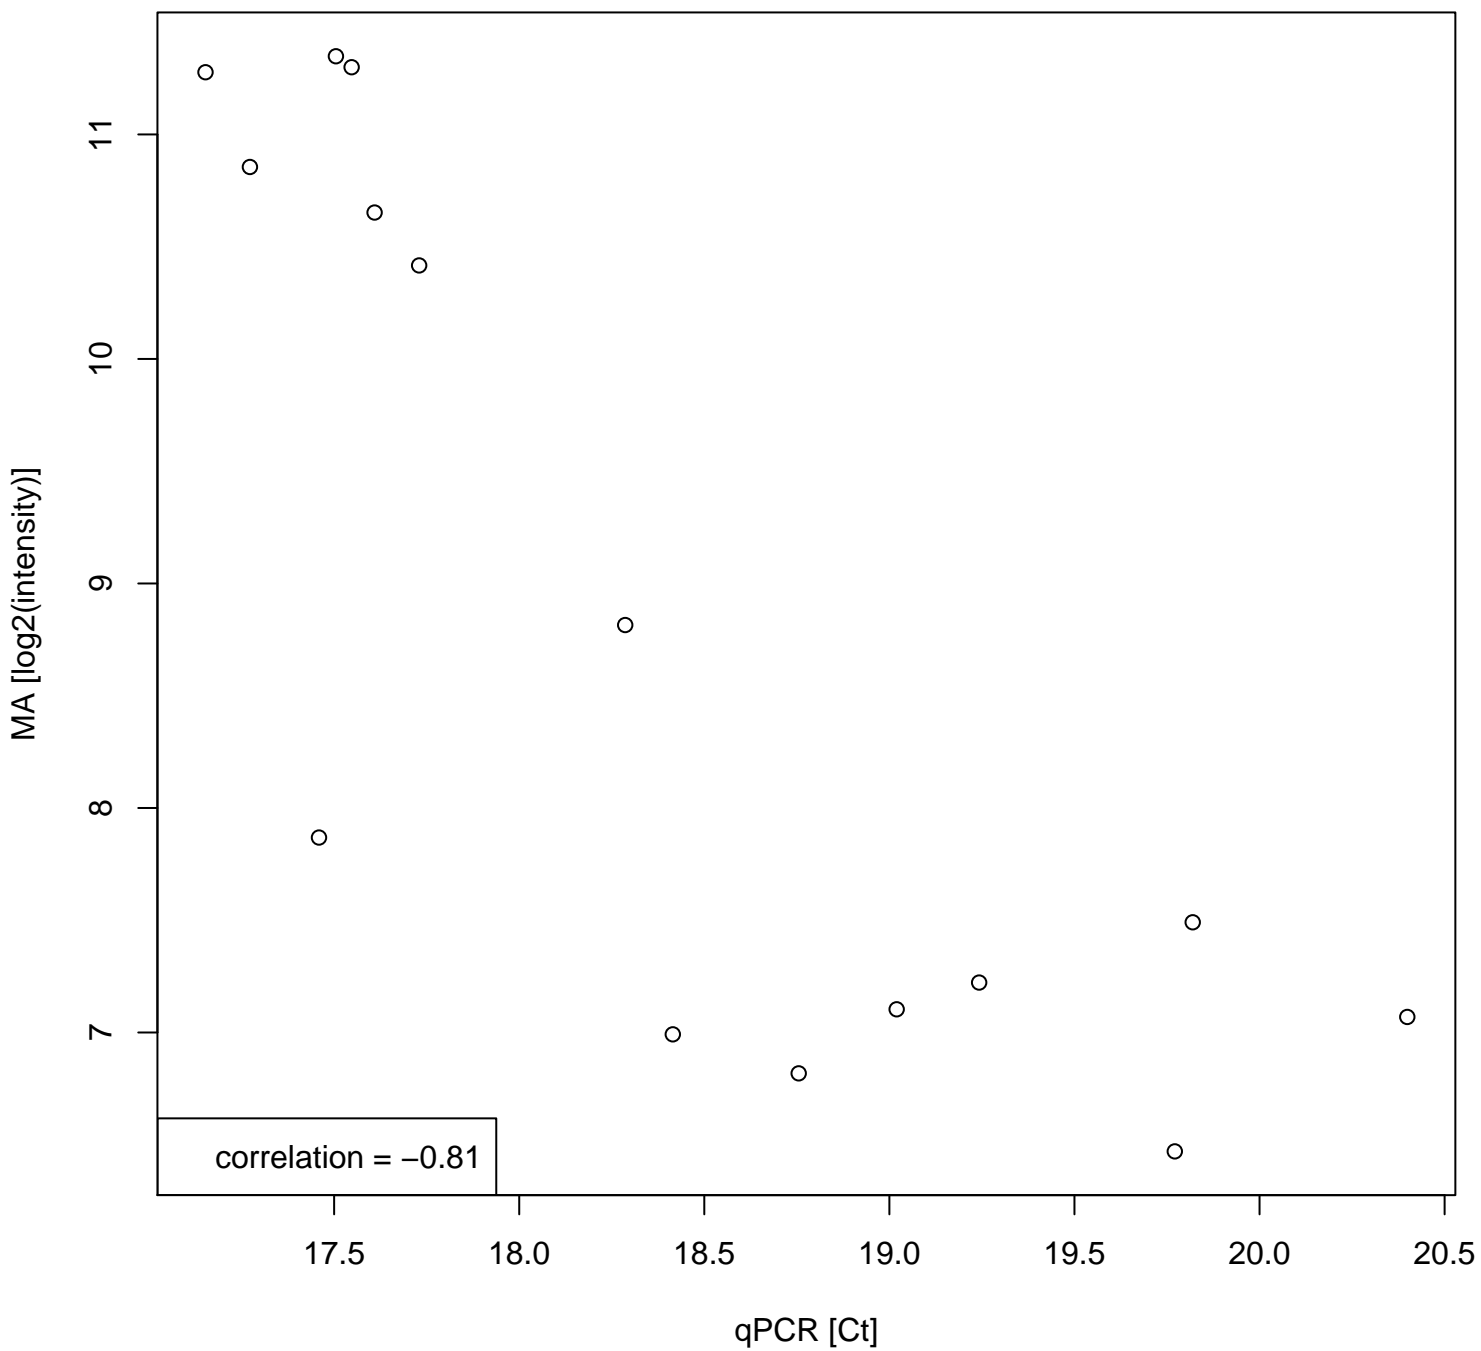

# contig18796

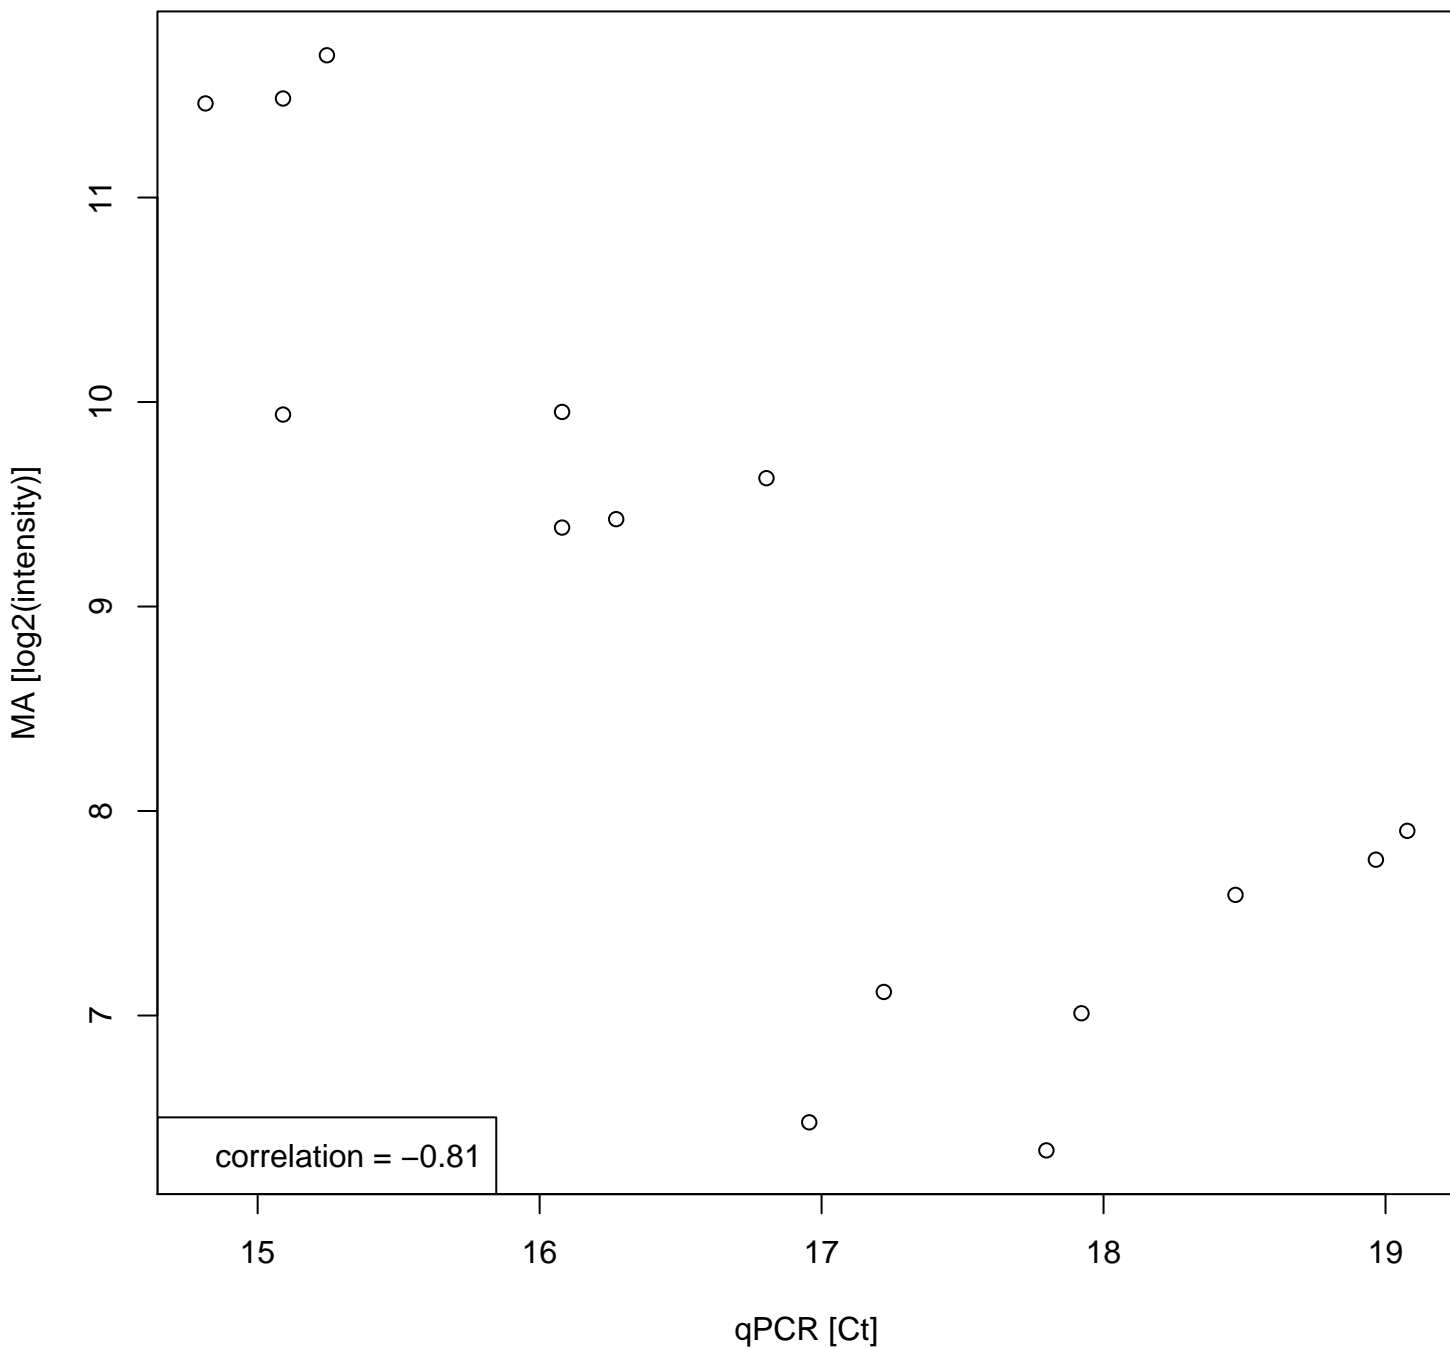

# contig11662

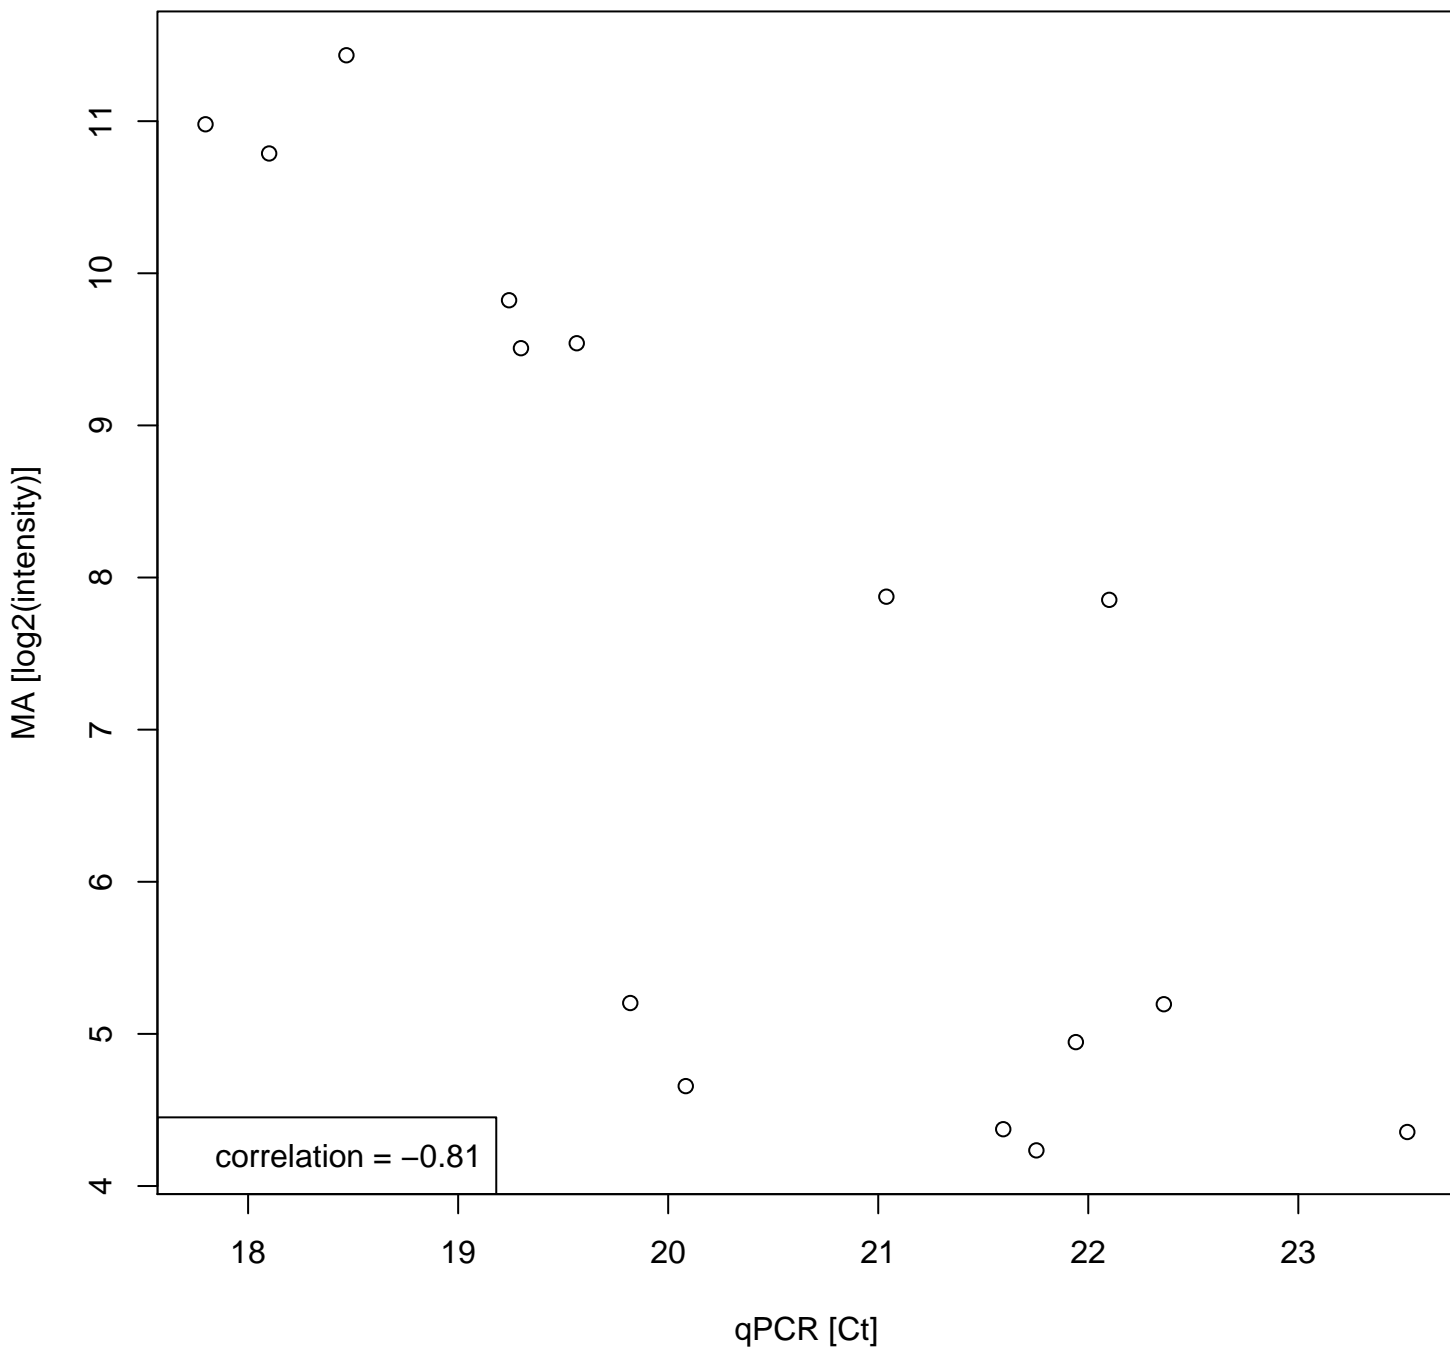

# contig12645

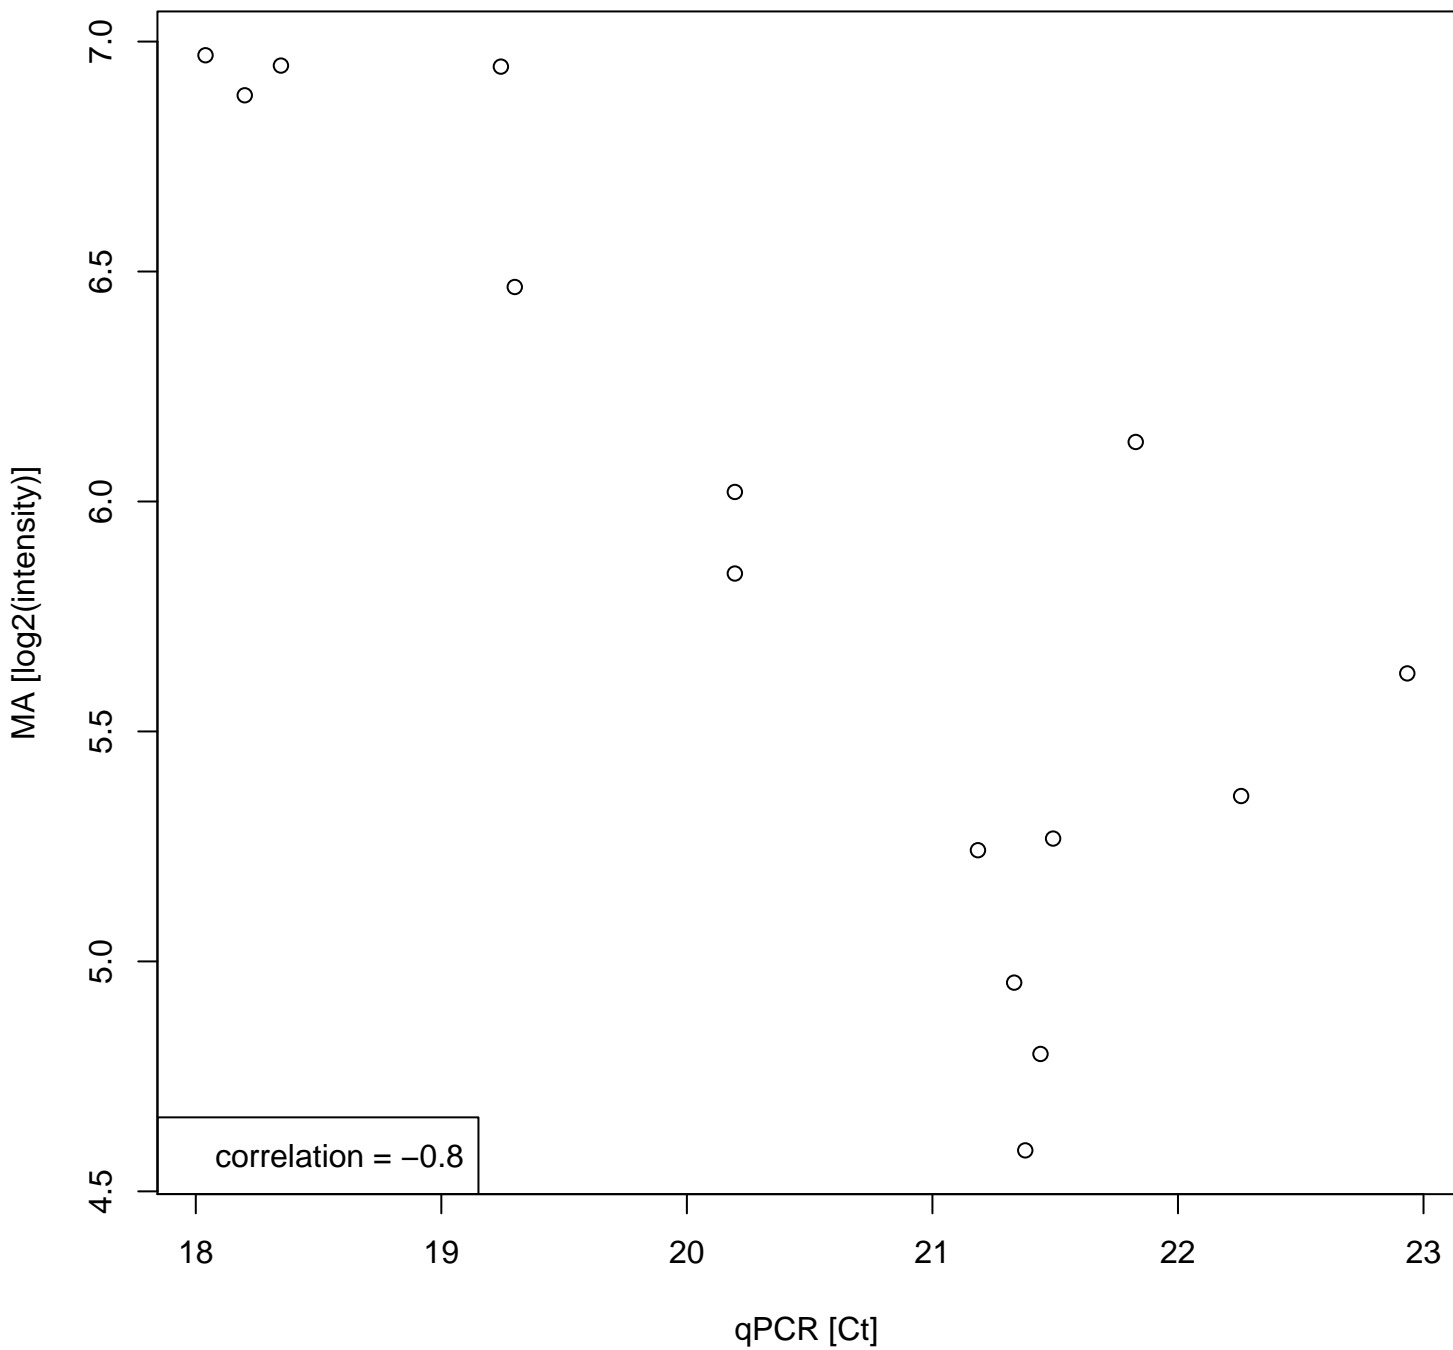

# contig08535

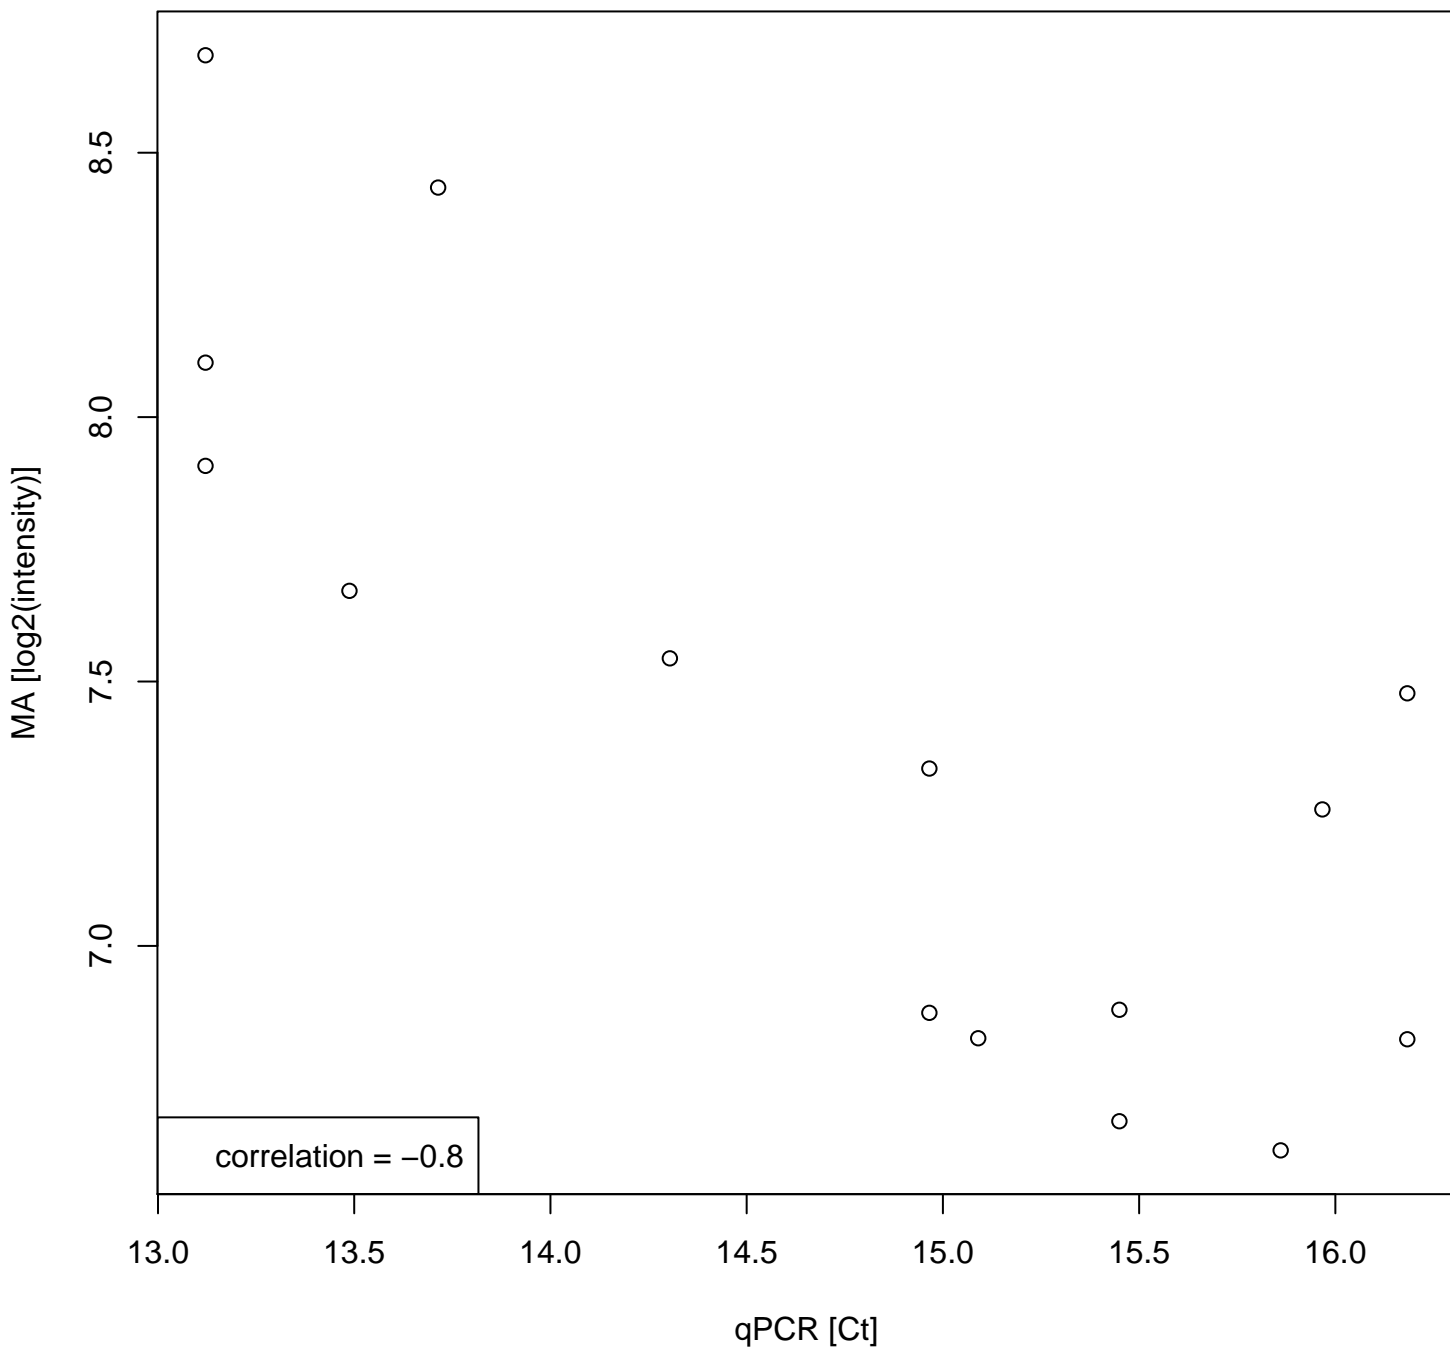

# contig03087

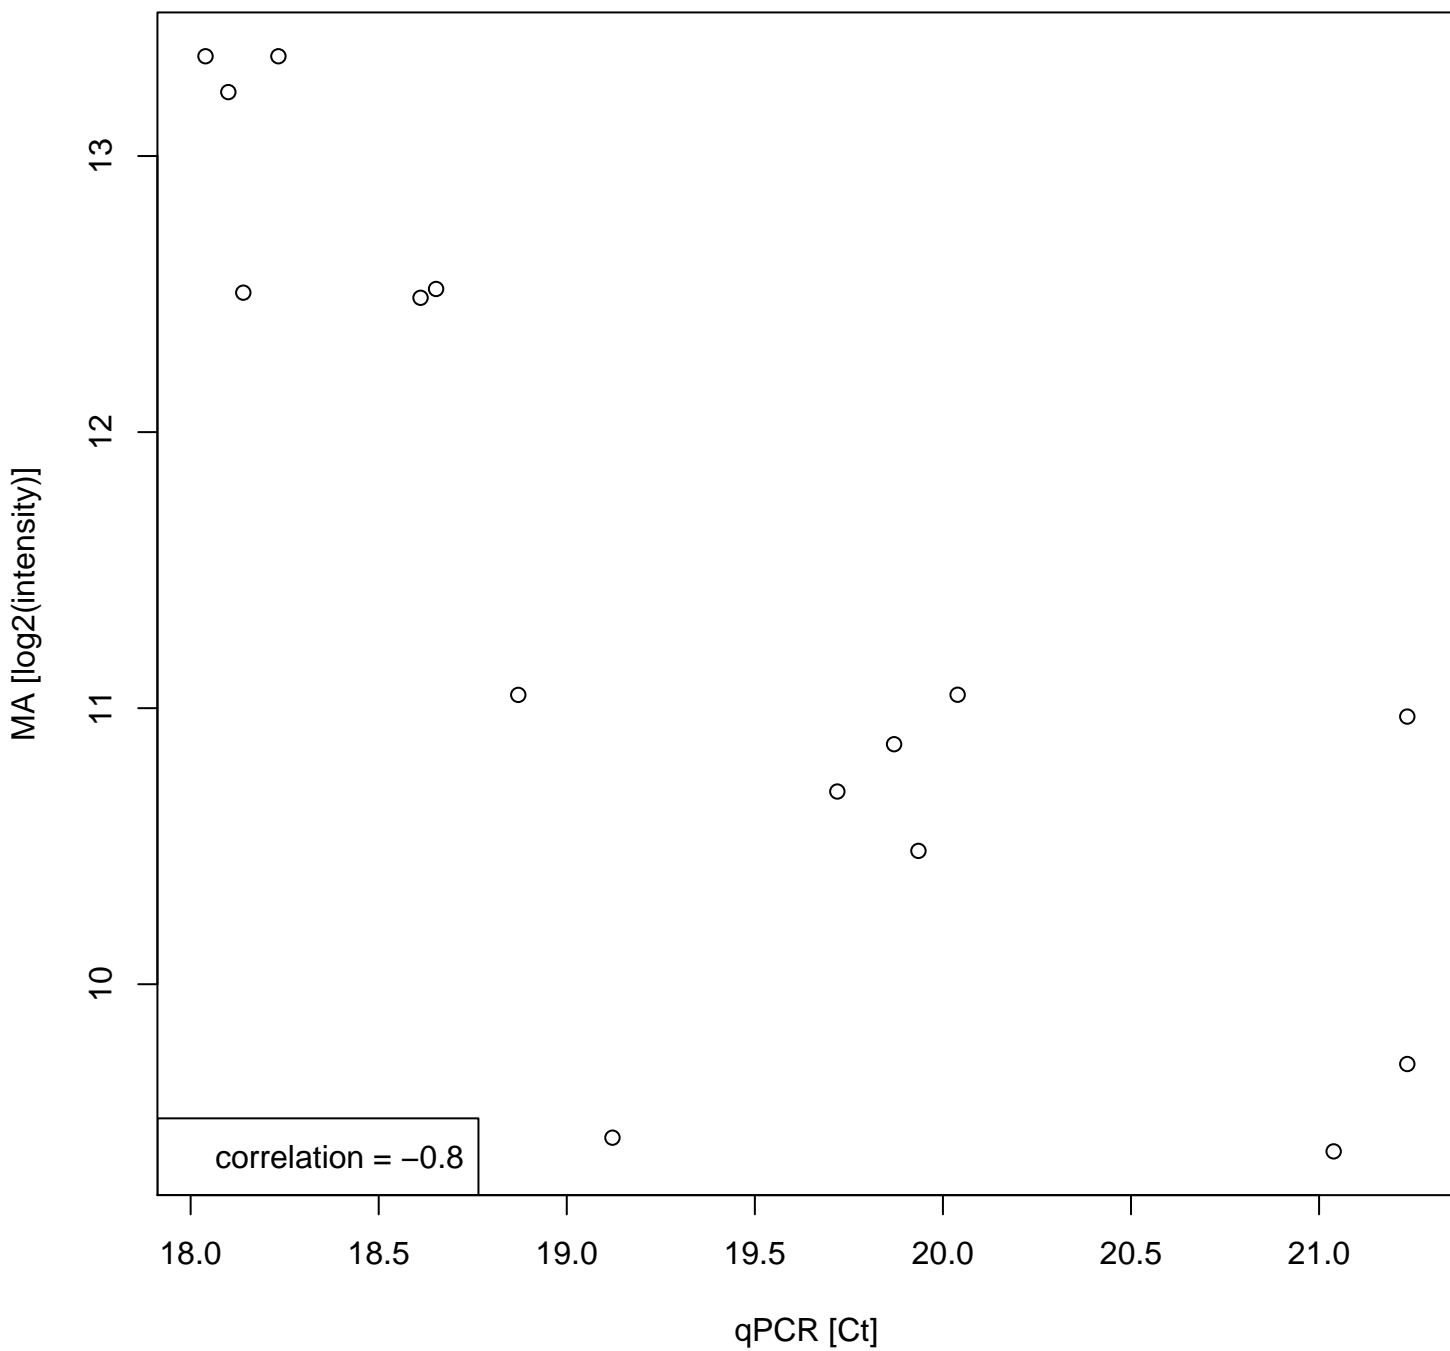

**Supplement:** Supplementary file 10 — Additional file 10: Figure S10. Correlation between microarray and qRT-PCR of some DESs during seed development. The y-axis represented the log2 intensity values from microarray analysis and the x-axis represented the Ct values from the qPCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

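RNA from seeds at 6 maturation stages and from leaves of a toxic and a non-toxic accession was labelled with cyanine-3 as cRNA and hybridized to Agilent 8x60K arrays, 31 arrays in all. The seed arrays numbered 21 (3 each for stages I, III and IV, and 4 each for stages II, V and VI), and the leaf arrays 10. The authors deposited the scanner output of each array. Per the file headers and the methods, its intensity values are those of the Feature Extraction software, on the linear scale, with the local background subtracted after spatial detrending and with no normalization between arrays. The authors also deposited a table of log2 values per probe for the 31 arrays, brought to nearly the same distribution on every array. The methods name averaging of replicate spots, imputation and quantile normalization for it.

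From the intensities, control spots and spots marked as non-uniform outliers were left out (a median of 15 outlier spots per array, and 416 on stage IV replicate 3). Replicate spots were averaged on the linear scale and log2-transformed, missing values were imputed from the 10 nearest probes, and the arrays of each comparison were quantile normalized. The number of nearest probes is not stated in the methods. On stage V replicate 1, 5 spots were saturated. Tests were made in R 4.3.3 with limma 3.58.1, clusters with mclust 6.1.1, and tables were read with data.table 1.17.8. A linear model with a mean for each of the 6 stages was fitted to the 21 seed arrays, without a term for the slide, since the methods name none. An F-test over the stages and moderated tests between neighbouring stages and between stages VI and I were each adjusted by Benjamini-Hochberg over all probes, with a threshold of 1e-08. Probes past the F-test were clustered on their 6 centred and scaled stage means with a normal mixture of 10 components, and joined in a network of the 300 strongest shrinkage partial correlations.

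The contigs named singly were set by a rule: those the study names by number, those with the largest rise and fall in the list of each enzyme that the study names (or every contig in lists of 3 or fewer), those of 2 GO terms in Table S8, and probes with the largest changes between stages V and VI. Enzymes and pathways were taken from Table S4, read as far as its cells went. Gene names of the study that no table read here pairs with a contig number were not analysed here. Each contig was represented by the probe with the highest mean over the seed arrays.

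Of the probe spots, a median of 61.1% per array were well above background, and the median spot stood 2.39 times over its local background. This limits what can be measured of dim probes. Where a stage had no array well above background, the difference is given with and without normexp background correction, and its size is open. Arrays were simulated with independent normal noise around the mean of each probe, with the spread of that probe, and 200 probes were changed at stage VI. They held no slide effect and no correlation between arrays, so their figures may not carry over to the real arrays. There the F-test at 1e-08 called 0% of the probes changed by 2 on the log2 scale, 22% at 4 and 64% at 8. The test between stages VI and I at an adjusted p under 0.05 called 46% at a change of 2 and 94% at 4. No unchanged probe (0) was called at 1e-08, and 7 were called by the F-test at 0.05. Imputed values correlated with r = 0.976 with values hidden among 5000 probes, which differ in level. The median absolute error was 0.34 on the log2 scale. The simulated network hub was found at rank 1, and the mixture model put 100% of 600 simulated probes in the right group.

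Replicate numbers follow the slides, so the slide was treated as a possible pairing. Deviations from the stage mean correlated between arrays on the same slide with mean r of 0.0329, 0.209 and 0.137 on slides 1, 2 and 3 (15 pairs each, of which 5, 12 and 6 were over 0.1), and 0.751 on slide 4 (3 of 3 pairs). Fits with slide as a block were therefore made as an alternative. The other alternatives, set before the data were examined, were scaling by the 75th percentile, normexp background correction (offset 50), leaving out dim probes, fitting all 31 arrays, fitting the 18 arrays on slides 1 to 3, the log2 table of the authors, other thresholds, and leaving out each array in turn. For normexp the median pixel intensity of each spot was used in place of the mean that had been planned. The median over all probes of the difference between stages VI and I was 0.0953 with quantile normalization, 0.348 with percentile scaling, 0.0415 with normexp and 0.117 in the log2 table of the authors, against which changes under each are to be read. The median difference between leaf and seed was 0.0486, -0.197, 0.00960 and 0.167 in the same order.

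Normalized Ct values were taken from Table S11. For 78 contigs they were compared with the stage means by Pearson's r and Spearman's rho, with exact permutation tests over 720 orders. The leaf arrays were normalized and tested apart from the seed arrays, except where leaf and seed are compared, for which the 31 arrays were normalized together.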

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

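Of the tests in this part, those of a wrong stage label, of slide 4 at the named contigs, of contig04042 in leaf, and of the antisense contigs with silent sense probes or with both strands past the threshold were chosen only after the result was seen.

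In groups of 4 or 5 arrays, a single array lay far from the others in 6 of 36 groups of array measures, where chance gives about 1 in 20 groups, and 5 of the 6 were on slide 4. The slide 4 array of stage V had a median signal of 3.72 times its background (others 2.36 to 2.50) and 55.5% of spots well above background (others 67.0% to 69.4%). On PC2 the slide 4 arrays scored 232 (stage II), 219 (stage V) and 249 (stage VI), while no other array of these stages was above 0. The sixth was stage II replicate 3, on slide 3, with a PC1 score of 183 (others 155 to 156).

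Among the contigs named singly, 38 of 201 groups (18.9%) had an array far from the others, and 34 of these (89.5%) were on slide 4. Over all probes at stages II, V and VI the share was 14.7%, of which 68.1% were on slide 4. Above the other arrays of their stage lay the slide 4 values of contig02217 at stage VI (19.38), contig16368 at VI (6.91), contig19191 at II (10.30), contig20891 at V (9.95), contig02496 at VI (12.92), contig15092 at II (7.78), contig03775 at V (8.68), contig12671 at VI (12.25), contig06601 at V (5.06) and VI (6.35), contig12203 at II (7.32), contig03833 at V (13.58), contig08011 at II (7.40), contig06990 at II (8.27) and V (8.32), contig13680 at VI (8.50), contig02516 at II (10.27), V (10.13) and VI (11.95), and contig02518 at II (9.18). Below the others lay those of contig12199 at V (9.68), contig02686 at II (8.48), V (9.04) and VI (9.20), contig17328 at II (4.94), V (6.46) and VI (6.67), contig19762 at II (8.08), V (8.21) and VI (6.05), contig04196 at II (8.26), V (6.66) and VI (6.06), and contig00639 at VI (10.23). On other slides were contig05216 at VI (13.17, replicate 1), and 3 values of replicate 3 at stage II, those of contig02496 (7.93), contig14503 (13.24) and contig19155 (7.40). No test was made of these 4.

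A wrong stage label on the slide 4 arrays is argued against, since the nearest array on slides 1 to 3 was of the same stage for 3 of 3. A difference of the slide, its scan or its handling is consistent with the leaf arrays. The probes on which the seed arrays of slide 4 deviated were those on which its leaf arrays did, with r = 0.786 across probes, which are not independent replicates. The same correlation was 0.133, 0.451 and 0.350 for slides 1, 2 and 3. At the named contigs, the leaf arrays of slide 4 deviated to the same side in 33 of 34 cases (22 contigs, each with 1 leaf value for all its stages). This counts contig06990 (stages II and V) and contig12199 (stage V), where the leaf deviation was near 0 (0.01 and -0.01). Hybridization, scan day and a difference in the RNA that was put on slide 4 cannot be told apart, since slide 4 is confounded with its scan day. No biological explanation was tested, and seed and leaf deviating on the same probes leaves little room for a difference among seeds alone.

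The study reports on transcripts and does not treat the antisense probes apart. Of the 23363 antisense probes, 1043 (4.46%) passed the F-test, 379 higher and 664 lower at stage VI than at stage I, against 1098 of 34479 sense probes (3.18%). Contigs assembled in the reverse direction may account for a part of them. As the whole cause this is argued against, since 41.4% of the 848 contigs with an antisense probe past the threshold had no sense probe well above background on at least 11 seed arrays, fewer than the 50% or more set for it in advance. For the 351 contigs of that share, a reverse assembly and a transcript from the other strand cannot be told apart, since probe names give the direction only relative to the contig. The share was 30.6% of the 10703 contigs with an antisense probe well above background. Both strands passed the F-test in 46 contigs. In 41 of these both strands were also called between stages VI and I, and they moved the same way in 40 of the 41 (5 of 27 apart with percentile scaling, 18 of 150 with the deposited values). The other 5 had a strand that was not called, and 1 of them had opposite signs. The 40 of 41 are consistent with label on both strands of 1 transcript, with other causes open. The exception among the 41 was contig08699 (antisense 4.49, sense -1.06), which was chosen after its values were seen.

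Contig04042, a DGAT contig, was higher in leaf than over the seed stages by 2.90 on the log2 scale (SE 0.20, adjusted p = 1.8e-12, limma, 10 of 10 leaf arrays well above background), in leaf arrays for which the study gives no result. The scaling of leaf against seed arrays as the cause is argued against, since the lowest difference among the 4 scalings was 2.27. A slide effect is argued against too, since the difference was 2.84 with slide as a block. Against stage VI alone the leaf arrays differed by -0.52 (adjusted p = 0.196). The contig has 1 probe, and whether this probe also binds another transcript was not tested, so this and a biological difference between the tissues stay open.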

How the results depend on the processing

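Of the alternatives in this part, those that combine 2 choices (slide as a block or the deposited log2 values with another threshold, the deposited values with slide as a block), the adjustments of slides before the test, and the stage means of the deposited values were chosen after seeing the data. The cause was not tested for the differences below, unless stated.

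The threshold and the values used moved the F-test most. Against 2141 probes on 1726 contigs, an unadjusted p under 1e-08 gave 4110 probes on 3160 contigs, an adjusted p under 0.05 gave 28914 on 15089, normexp gave 4034 on 3230, all 31 arrays together gave 3407 on 2626, and the deposited values gave 6813 on 4958. The deposited values gave 9111 on 6412 at an unadjusted p under 1e-08, and 35418 on 16768 at an adjusted p under 0.05. The scanner values adjusted before the test gave 5969 probes with slide 4 set against the others, and 8013 with the 4 slides adjusted. Leaving out 1 array gave 1136 (without stage I replicate 1) to 1955 probes (without stage II replicate 4), on 950 to 1597 contigs, where fewer arrays alone lower the count. Under the other settings (percentile scaling, dim probes left out, the 18 arrays, slide as a block, the deposited values with slide as a block) the counts stayed within 1.5 times. With slide as a block the deposited values gave 2954 probes, against 6813 without it, and the scanner values gave 2329.

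For stages II and I, III and II, IV and III, V and IV, VI and V, and VI and I, in this order, the counts were 16, 5, 1, 0, 237 and 1577. With an unadjusted p under 1e-08 they were 159, 307, 97, 19, 990 and 3026, and with an adjusted p under 0.05 4802, 11743, 8305, 3141, 13935 and 21153. Percentile scaling gave 9, 2, 0, 0, 206 and 1207, normexp 69, 157, 3, 0, 716 and 2701, and leaving out dim probes 18, 11, 1, 0, 281 and 1798. All 31 arrays gave 30, 57, 7, 2, 396 and 1995, and the 18 arrays on slides 1 to 3 gave 1, 0, 0, 0, 179 and 1728. The deposited values gave 52, 133, 5, 0, 1318 and 4424, or 444, 1138, 509, 164, 2752 and 6146 at an unadjusted p under 1e-08, and 10252, 16950, 15862, 8241, 19875 and 26754 at an adjusted p under 0.05. With 1 array left out they were 4 (without stage I replicate 1, II replicate 1 or II replicate 2) to 39 (without stage I replicate 2), 0 (without stage II replicate 3) to 4, 0 to 1, 0, 65 (without stage V replicate 1) to 241 (without stage VI replicate 4), and 641 (without stage I replicate 1) to 1635 (without stage II replicate 4). Stages V and VI had the most probes of the 5 steps between neighbouring stages in each of these settings.

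With slide as a block (the replicate numbers taken as pairing), the 6 counts were 4, 0, 0, 0, 234 and 1817, and at an adjusted p under 0.05 they were 8932, 15875, 16529, 6753, 20009 and 27004. The F-test at 0.05 then gave 36216 probes on 16862 contigs. The deposited values with slide as a block gave 1, 0, 0, 0, 371 and 2187. The block also moved the share of PC1 to 43.6%, and the contigs with strands moving apart from 1 to 0. At the contigs named singly, the block added calls at contig02910, contig05064, contig13680, contig02686, contig17328 (1.90) and contig19762 (-0.87), and it changed no other call. The correlation of deviations on slide 4, 0.751 in the scanner values, was reversed in the deposited values (-0.329).

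The share of PC1, 34.5%, was 32.1% with percentile scaling, 43.7% with normexp, 40.5% without dim probes, 40.2% with the 18 arrays, 40.1% with the deposited values, 22.2% with probes scaled to unit variance, and 54.4% with the 6 stage means of the deposited values, where averaging removes the variance between replicates. The range was 32.6% to 36.4% with 1 array left out. Rising clusters held 730 probes, 1880 with normexp, 1147 without dim probes, 1738 with all 31 arrays, 3163 with the deposited values and 4063 with the deposited values at an unadjusted p under 1e-08. With each array left out in turn they held 387 (without stage IV replicate 2) to 708. Of the 7 contigs without annotation that the study names in its network, 0 were among the 20 with most edges, 2 with the deposited values, 5 with these at an unadjusted p under 1e-08, and 0 to 1 leaving out 1 array, where the highest number of edges went from 25 to between 14 (without stage VI replicate 1) and 31 (without stage V replicate 4) and contig00566 had 0 to 11.

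Of the probes past the threshold, 35.4% were higher at stage VI than at stage I, 23.2% higher at stage VI than at stage V, and 34.1% in rising clusters. Under percentile scaling these shares were 31.2%, 18.9% and 39.1%, under normexp 38.9%, 35.8% and 46.6%, and under the deposited values 39.8%, 34.3% and 46.4%. The first 2 shares depend on the threshold, being 40.4% and 31.9% at an unadjusted p under 1e-08 and 51.1% and 46.3% at an adjusted p under 0.05. They were 30.0% and 14.0% with the 18 arrays, and 34.5% and 26.5% with slide as a block. The share in rising clusters was 51.0% with all 31 arrays together and 27.0% with the 18 arrays. Contigs with sense and antisense probes moving apart numbered 1 of the 41 with both strands past the F-test and called between stages VI and I, and 5 of 27 with percentile scaling, 5 of 59 with normexp, 2 of 47 without dim probes, 0 of 23 with slide as a block, 6 of 87 with all 31 arrays, 4 of 37 with the 18 arrays and 18 of 150 with the deposited values, or 0 to 1 (of 13 to 34) leaving out 1 array.

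Of the 361 named contigs, 257 had a called direction, and 247 to 292 under the alternatives. Those called in both went the same way in every case. Of 2055 values of contigs named singly, 2026 kept their call or were called in neither fit, 21 were called only under the alternative, 3 were no longer called and 5 were reversed with a call in either fit. With the mean of its probes, contig04004 was -1.57 in place of 0.01, and contig00566 was 0.065 in place of -0.94. The other 3 were of contig04196, -0.80 and not called, which was called higher with the 18 arrays (1.20), with the deposited values (0.82) and with the mean of its probes (2.03). It was 1.20 without stage VI replicate 4 and 0.84 with slide as a block, not called. The calls that were lost were those of contig08011 without stage I replicate 1 (1.83) or stage VI replicate 4 (1.45), and of contig02396 with the mean of its probes. Contig02910 was called without stage VI replicate 4 (-1.63), and contig05064 without stage VI replicate 2 (-2.31). For qPCR, 55 contigs with r under -0.8 became 42 (Spearman's rho) to 63 (best probe), and 55 to 56 leaving out 1 array. Toxic and non-toxic leaf differed at 0 probes at an adjusted p under 0.05 (limma), and at 3 with all 31 arrays, with 848 to 8294 probes at an unadjusted p under 0.05, or 453 of 26400 without dim probes. The test on leaf has little power at 1e-08, where every setting gave 0. The calls at DGAT and PDAT in leaf numbered 6 to 7 of 8.

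Signal over background, 1.85 to 3.72 per array, limits what can be measured of dim probes. For contig07057, well above background on 0 of the 4 arrays of stage VI, the difference between stages VI and V was -3.55 with normexp and -7.22 without it. Between stages VI and I, normexp gave -5.15 for contig12100 (-8.95 without it), -4.81 for contig10674 (-8.19), -2.54 for contig12200 (-6.26) and -3.05 for contig03370 (-6.52), each also without an array well above background at stage VI. Normexp was run with the median pixel intensity. Leaving out dim probes, the setting with all 31 arrays normalized together, and other thresholds on the scanner values were not run for the network. A network with the leaf arrays added was run. Its contig with most edges, contig08957, had 26, and contig00566 had 1 edge (rank 111).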

Differences from the paper's values

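The values from the deposited log2 table at an unadjusted p under 1e-08, and from the stage means of that table, were chosen after seeing the values. All others were set before the data were examined. Values more than 1.5 times apart are listed as different, so that a value within 1.5 times of the paper's can still be far from equal to it.

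The paper's share of variance on PC1 is 53%, and it was 34.5% here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's were normexp, leaving out dim probes, slide as a block, the 18 arrays, the deposited values, and leaving out stage II replicate 4, any array of stage III, stage V replicate 4 or stage VI replicate 4. The others were not. All of them together gave 22.2% to 43.7%, and none reached 53%. The stage means of the deposited values, chosen after seeing the values, gave 54.4%.

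For probes past the F-test, the paper's count is 9111 and the count here 2141, for contigs the paper's 7299 and 1726 here, and for the share of probes the paper's 16% and 3.70% here. Among the alternatives set before the data were examined, only the deposited values (6813 probes, 4958 contigs, 11.8%) were within 1.5 times for these 3, without being equal. The deposited values at an unadjusted p under 1e-08, chosen after seeing the values, gave 9111 probes, 6412 contigs and 15.8%. This count of probes equals the paper's, and the p-values read from Table S5 matched the unadjusted ones of that setting. The count of contigs does not equal the paper's. The paper's share of contigs is 38%, against 8.70% here, with no alternative set before the data were examined within 1.5 times. The setting chosen after seeing the values gave 32.3%.

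Between stages V and VI, the paper gives 889 and 272 contigs (the paper's 1122 and 1673 probes) without naming a direction. They are set here beside the contigs and probes higher and lower at stage VI, 47 and 165 contigs (55 and 182 probes). No alternative set before the data were examined came within 1.5 times for the probes or for the 889 contigs, while the deposited values at an unadjusted p under 1e-08, chosen after seeing the values, gave 1079 and 1673 probes and 889 contigs higher. The paper's 272 was within 1.5 times without dim probes, with all 31 arrays and without stage VI replicate 4, and not under the other alternatives set before the data were examined. The setting chosen after seeing the values, which gave the paper's 1673 probes, gave 1272 contigs for them, so whether 272 is the number meant is open.

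For the contig with most edges in the network, the paper gives around 40, and it had 25 here. Within 1.5 times were the deposited values (46), and the values without stage II replicate 4 (30) and without stage V replicate 4 (31), from a range of 14 to 31 leaving out 1 array. The other alternatives that were run for the network, of those set before the data were examined, were not within 1.5 times. The deposited values at an unadjusted p under 1e-08, chosen after seeing the values, gave 27.

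For 14 of 26 enzymes the number of contigs was more than 1.5 times apart, and for the other 12 it was within 1.5 times, 9 of them equal. The paper counts transcripts in the clusters it names, and the counts here are of any contig of the enzyme with a probe past the F-test. In each of the 14, the deposited values came within 1.5 times. They were the only such alternative set before the data were examined for PAP (the paper's 1, here 0). The others, each with the alternatives that also came within 1.5 times, were KASI (the paper's 2, here 1; the 18 arrays), AAD (the paper's 4, here 0; an adjusted p under 0.05), OAH (the paper's 2, here 1) and LPAAT (the paper's 5, here 2), these with either other threshold and normexp, aldehyde dehydrogenase (the paper's 3, here 1; an unadjusted p under 1e-08, normexp), glycerate 3-kinase (the paper's 2, here 0; an adjusted p under 0.05), acyl-CoA oxidase (the paper's 1, here 0; an unadjusted p under 1e-08, normexp, the 18 arrays, without stage VI replicate 4), CCoA-OMT (the paper's 4, here 2; an unadjusted p under 1e-08, normexp, dim probes left out, slide as a block, all 31 arrays, without stage III replicate 1), 6'-deoxychalcone synthase (the paper's 2, here 1; an unadjusted p under 1e-08), CHS (the paper's 3, here 1; either other threshold, percentile scaling, normexp, slide as a block, all 31 arrays, the 18 arrays, without stage VI replicate 4), CHI (the paper's 1, here 0; an adjusted p under 0.05, normexp), FLS (the paper's 10, here 6; an unadjusted p under 1e-08, normexp) and F3'5'H (the paper's 3, here 1; an unadjusted p under 1e-08, percentile scaling, normexp, all 31 arrays, without stage I replicate 2, without stage VI replicate 4). The remaining alternatives set before the data were examined did not. The deposited values at an unadjusted p under 1e-08, chosen after seeing the values, came within 1.5 times for all of them except FLS (16) and F3'5'H (5). The counts of 0 are from limma, and at an unadjusted p under 0.05 they were 4 for AAD, 3 for PAP, 3 for glycerate 3-kinase, 4 for acyl-CoA oxidase and 1 for CHI. Over the 26 enzymes, 5 were more than 1.5 times apart with the deposited values and 6 with normexp.

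The paper describes the transcripts with most edges as all decreasing. Of the 20 with most edges here, 12 were lower at stage VI than at stage I. It names contig02686 and contig19762 among the connected transcripts, and neither passed the F-test here, so that each had 0 edges by construction, while contig00566 had 1 edge, and 0 to 11 leaving out 1 array. Contig00566 had 43 edges with the deposited values, and contig17328 had 15. With the deposited values at an unadjusted p under 1e-08, chosen after seeing the values, contig00566 had 27, contig19762 17, contig20775 12, contig19282 9, contig17328 9 and contig09604 6. With the 18 arrays contig02686 had 5 edges.

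The paper describes replicates as grouping together. Here 19 of 21 arrays had an array of their stage as the nearest, and 1 of the 3 on slide 4, against 21 of 21 with the deposited values. The paper puts a CHI transcript in a falling cluster, and contig04004 differed by 0.01 between stages VI and I and was not called, though its mean over probes was -1.57. It puts contig02686 in a falling cluster, which was 0.57 higher here and not called, and called higher with slide as a block (0.97), with the 18 arrays (0.85) and with the deposited values (0.95).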

Other observations

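Of the tests in this part, those on how slide 4 lies in the deposited log2 table were chosen only after the result was seen, as were the adjustments of the scanner values for slide before the test, the leaf comparison with percentile scaling and a slide block together, and the leaf splits that are even on every slide.

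Other assignments of the arrays to the stages were tried for each count. For the F-test, 1 of 100 assignments (the real one) gave a count as large, so chance can be excluded, and the largest of 99 others drawn within slides gave 1 probe. The real split was the only one with as many probes (1 of 35) between stages I and II, II and III, V and VI, and I and VI, and at an adjusted p under 0.05 between stages IV and V, where the real split gave 3141 probes and the largest other 433. Chance can be excluded for these, as far as splits made without regard to slide can show. The counts between stages I and II and between II and III depend on how the slides are handled. They were 4 and 0 with slide as a block, and 1 and 0 with the 18 arrays on slides 1 to 3. Between stages III and IV it was 1 of 10 splits, too few to exclude chance. Between stages IV and V at 1e-08 the real split gave 0 probes in limma (9514 at an unadjusted p under 0.05), so that 35 of 35 splits gave as many whatever the arrays hold, and this count decides nothing.

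Toxic and non-toxic leaf did not differ at any probe (0) at an adjusted p under 1e-08 or 0.05 (limma, 5 arrays each), and 1088 probes had an unadjusted p under 0.05, where chance alone gives 2892. As many were found in 75 of 100 splits drawn at random, but these were drawn without regard to slide, while each slide holds as many toxic as non-toxic arrays. The largest other split gave 21084 probes. PC1 of the leaf arrays (53.8%) separated the 4 arrays on slide 4, all above 0, from the other 6, all below 0. With slide as a block 2530 probes had an unadjusted p under 0.05, and 14 of the 24 splits that are even on every slide gave as many, so chance cannot be excluded. With percentile scaling in addition 8294 probes did, and the real split was the only one with as many (1 of 24, largest other 4694), but this setting was chosen after its count was seen, so chance is not taken as excluded for the leaf comparison. The cause of the difference between scalings was not tested. With either scaling none (0) had an adjusted p under 0.05. With all 31 arrays fitted together 3 probes passed an adjusted p of 0.05. On simulated changes of 2, 4 and 8 on the log2 scale, this test called 54%, 84% and 96% at 0.05, and 0%, 0% and 10% at 1e-08, so the count of 0 at 1e-08 says little. The simulated leaf arrays held independent noise without a slide effect.

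In the log2 table that the authors deposited, arrays of slide 4 lay closer to their stage than in the scanner files, with a median r of 0.976 across probes against 0.907. Normalizing all 31 arrays together as the cause is argued against, since it gave 0.910. An adjustment for slide that keeps the stages is consistent with the change made to the slide 4 arrays, which correlated with that of such an adjustment with r = 0.946 across probes and arrays. In the deposited table the slide 4 arrays correlated with their stage by 0.0102 more than those on slides 1 to 3 did. An adjustment of each of the 4 slides is argued against, since it gave a difference of -6.2e-06, while setting slide 4 against the others gave 0.00705. The methods do not name such a step.

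Adjusting the scanner values for slide 4 before the F-test gave 5969 probes past the threshold, against 2141 without it and 6813 with the deposited values, so such a step is a candidate explanation for much of the gap between them. With slide 4 as a term of the test itself the count was 4181. A test on values adjusted beforehand does not count the adjustment in its degrees of freedom.

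Of the 8 DGAT and PDAT contigs, 6 differed between leaf and the seed stages at an adjusted p under 0.05 (limma, all 31 arrays). The PDAT contigs were lower in leaf, contig02496 by -2.09 and contig13416 by -1.67. Among DGAT, contig00653 was well above background on 0 of 10 leaf arrays and on 21 of 21 seed arrays, contig07701 differed by -1.06 (adjusted p = 0.0014) and contig07953 by 1.57. The differences of contig14653 (-1.08, adjusted p = 0.118) and contig16458 (0.31, adjusted p = 0.48) were not called. The mean of contig04042 was 9.96 in toxic and 10.39 in non-toxic leaf.

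Of the transcripts in Table S5 as read here, 695 were set beside the deposited log2 values. Their 6 stage means differed from those of the deposited values by at most 5.0e-05, and all 695 had an unadjusted p under 1e-08 there, while 543 had an adjusted p under it (limma). With the scanner values 346 and 194 did. The p-values that Table S5 gives for the 695 matched the unadjusted F-test p of the deposited values (limma), within 2.0e-06 on the log10 scale. For these transcripts the p-values listed are thus unadjusted, while the methods name a corrected P. An unadjusted p under 1e-08 also gave the paper's count of 9111 probes with the deposited values.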
